# Integrated transcriptomic and proteomic analysis of the immune response in *Hyalomma anatolicum* to bacterial invasion

**DOI:** 10.3389/fimmu.2025.1576721

**Published:** 2025-09-04

**Authors:** Jianlong Li, Tingxiang Luo, Zhen Ma, Depeng Yang, Sen Yang, Yongchang Li, Bayinchahan Gailike, Qingyong Guo, Zhengxiang Hu, Ercha Hu

**Keywords:** *Hyalomma anatolicum*, immune response, TMT-labeled quantitative proteomics, RNA-seq, immune defense mechanism

## Abstract

**Background:**

*Hyalomma anatolicum* is a multi-host ectoparasite that carries and transmits a variety of zoonotic pathogens. Understanding the immune response of ticks to bacterial infections is of research significance for deciphering their immune defense mechanisms and harnessing tick - derived molecules.

**Methods:**

In the current study, transcriptomic and proteomic analyses on *H. anatolicum* injected with *Staphylococcus aureus* (SA group), *Proteus mirabilis* (PM group) or phosphate buffered saline (PBS group) were performed.

**Results:**

In pairwise comparisons among the experimental groups, we identified 9,776 (SA/PBS), 10,230 (PM/PBS), and 1,309 (SA/PM) differentially expressed genes (DEGs), as well as 175 (SA/PBS), 277 (PM/PBS), and 223 (SA/PM) differentially expressed proteins (DEPs), respectively. Subsequent KEGG pathway analysis revealed that these DEGs and DEPs were significantly enriched in a range of pertinent pathways, including the immune system and apoptosis, Toll and IMD signaling pathways, MAPK signaling pathway, and NF - κB signaling pathway. The RT - qPCR detection data exhibited a concordant trend with the RNA - seq data, indicating a substantial alignment in the observed results. Notably, the defensin and lectin gene families emerged as potentially pivotal components within the innate immune defense system of ticks.

**Conclusion:**

Overall, in this study, genes, proteins, and signaling pathways integral to the immune defense of *H. anatolicum* were identified, offering substantial potential for future research focused on harnessing its intricate immune defense mechanisms for antimicrobial applications.

## 1 Introduction

Ticks are commonly found across various regions, and their role in transmitting numerous pathogens has great interest among researchers in the fields of public health and veterinary medicine (1), and this has resulted in detailed investigations and a surge of research activities being conducted (2, 3). These parasites are commonly found in various ecosystems, including grasslands and forest areas, and they are competent in transmitting a range of pathogens to humans and livestock, such as bacteria, viruses, and protozoa (4). *Hyalomma anatolicum* is a hard tick of considerable medical significance, with its exclusive dependency on the blood of host animals as its only source of nutrition (5). This tick species is primarily distributed in Central Asia, Southern Asia, and several countries in Eastern Europe (6). In China, *H. anatolicum* primarily presents in the northwest region, particularly with notable populations observed in Xinjiang Uygur Autonomous Region (7). *H. anatolicum* is a competent vector for various pathogenic microorganisms, often causing significant economic losses in the local animal husbandry (8).

Ticks possess unique abilities to survive and reproduce in various environments, and their adaptive physiology and innate immune system serve as crucial defenses against pathogen invasion (9, 10). Conducting in-depth research into the complex innate immune system of ticks can help us uncover their survival strategies and simultaneously provide valuable insights into potential defense mechanisms against pathogenic organisms. When compared to vertebrates, the immune systems of ticks and other invertebrates are more rudimentary, primarily relying on innate immune mechanisms to combat challenges from external pathogens (11, 12). The innate immunity of ticks, similar to other invertebrates, relies on the coordinated action of both humoral and cellular immune responses, where cellular defenses encompass phagocytosis, encapsulation, and nodulation of foreign elements, while humoral defenses hinge on a variety of pattern recognition proteins and effector molecules (13). Ticks possess various pattern recognition receptors (PRRs), including lectins, Toll receptors, IMD (immune deficiency) receptors, and scavenger receptors (14, 15). When microorganisms invade, the host’s PRRs recognize pathogen-associated molecular patterns (PAMPs) on the surface of these pathogens, triggering specific immune responses (11). In response to the invasion of pathogens, tick immune cells activate and produce a spectrum of antimicrobial peptides (AMPs), such as defensins, microplusin, and tick venom proteins, which demonstrate antibacterial activity against a diverse range of bacteria, fungi, and certain parasites, as part of their immune system’s defense mechanisms (16–18).

Transcriptomic and proteomic sequencing allow for the rapid acquisition of global gene and protein expression data from specific time points and tissues of a biological organism. These techniques enable the study of gene and protein function and structure at a holistic level, revealing specific biological processes (19, 20). The aim of this study is to enrich the genetic and proteomic sequence information of *H. anatolicum* and to analyze the changes in mRNA and proteins related to immune defense in response to bacterial challenges. To achieve this, we performed a comparative analysis of transcriptomics and proteomics on *H. anatolicum* samples treated with *Proteus mirabilis* (PM group), *Staphylococcus aureus* (SA group), and phosphate-buffered saline (PBS group), using TMT - based quantitative proteomics and RNA - seq methods.

## 2 Methods

### 2.1 Experimental samples and ethical statements

*H. anatolicum* used in the experiment were artificially reared ticks preserved in the College of Veterinary Medicine, Xinjiang Agricultural University. The experimental conditions for the rearing and storage in the laboratory were maintained as follows: an ambient air temperature of 25 ± 2 °C, a relative humidity of 85% ± 5%, and a photoperiod consisting of 15 hours of illumination and 9 hours of darkness. Gram-positive *S. aureus* and Gram-negative *P. mirabilis* strains were isolated from the purulent exudates collected from the sites on the ears of experimental rabbits where *H. anatolicum* had attached and engaged in blood - feeding. All animal procedures were carried out in accordance with the guidelines in the Document 2023025 approved by the Animal Ethics Committee of Xinjiang Agricultural University.

### 2.2 Experimental design

To investigate the gene expression profiles of *H. anatolicum* in response to bacterial challenges, transcriptome and proteome sequencing were conducted in this study. Specifically, female *H. anatolicum* ticks, collected from the same breeding experiment two weeks post - molting, were first immersed in sterile phosphate - buffered saline (PBS) solution and gently agitated for 15 s to clean their surfaces for three times. After thorough drying on sterile medical gauze, the ticks were positioned under a dissecting microscope with their ventral side exposed upwards. Each tick was then individually injected with either *S. aureus* suspended in phosphate-buffered saline (500 nL containing 10^7^ CFU) or *P. mirabilis* suspended in PBS (500 nL containing 10^7^ CFU), and a small amount of sterile petrolatum was picked up with a sterile needle and quickly applied to seal the wound upon needle withdrawal. This was accomplished through a puncture into their fourth coxal segment using a precision microsyringe (Hamilton Bonaduz, LTD, Switzerland). The control group received an equivalent volume of PBS (500 nL, 10 mM) to allow for comparative analysis of responses during bacterial invasion (21).

### 2.3 Sample preparation for sequencing

After injection, each tick was individually positioned in a 5 ml Eppendorf tube for observation. Following a 24 - hour period, those displaying robust vitality and normal mobility were chosen (survival rate > 95% among punctured ticks), and placed into cryovials. For subsequent sequencing sample preparation, each sample comprised a group of ten ticks pooled together, with three biological replicates for each experimental group. The samples were swiftly submerged in liquid nitrogen for freezing and subsequently stored at -80 °C for future use.

### 2.4 *De novo* transcriptome sequencing and data analysis

#### 2.4.1 Total RNA extraction and cDNA library construction

The extraction of total RNA was conducted using Trizol reagent (Invitrogen, California, USA) according to the manufacturer’s instructions. The concentration and purity of the total RNA were assessed using a NanoDrop (Thermo Scientific NanoDrop 2000, USA), while the integrity was evaluated using a 2100 Bioanalyzer (Agilent, California, USA) with the RNA 6000 Nano kit. Poly(A) RNA was purified using Poly - T magnetic beads from 5 μg of total RNA, with one round of extraction repeated.

The purified mRNA was randomly fragmented using divalent cations through an ionic disruption process. Fragmented mRNA served as the template, with random oligonucleotides acting as primers for cDNA synthesis. The purified double - stranded cDNA underwent end - repair, A - tailing, and ligation of sequencing adapters. cDNA fragments of 400–500 bp were selected using AMPure XP beads for PCR amplification. The PCR products were then purified using AMPure XP beads, resulting in the final library.

The quality of the library was assessed using an Agilent 2100 Bioanalyzer with the Agilent High Sensitivity DNA Kit. The total concentration of the library was determined using Pico Green, while the effective library concentration was quantified using qPCR. After normalization, the multiple DNA libraries were mixed in equal volumes. The mixed library was then diluted and quantified before being sequenced on an Illumina sequencing platform in PE150 mode.

#### 2.4.2 Data quality control

Following sequencing, image files were obtained and converted into raw data in FASTQ format using software provided by the sequencing platform. These raw data, also known as off - machine data, contained a small number of reads with sequencing adapters or low quality. To ensure the quality of subsequent information analysis, raw reads were filtered to obtain clean reads. The data processing steps included using fastp v.0.22.0 to remove sequences with adapters at the 3’ end and to discard low - quality reads, which were defined as reads where more than 50% of the bases had a quality score of Qphred ≤ 20. All subsequent analyses were based on high - quality clean data.

#### 2.4.3 Transcript assembly and gene functional annotation

Using Trinity v.2.15.1, the clean reads were assembled into unigenes for subsequent analysis (22). These unigenes were then subjected to gene functional annotation. The databases utilized for gene functional annotation included NR (NCBI non-redundant protein sequences), GO (Gene Ontology), KEGG (Kyoto Encyclopedia of Genes and Genomes), EggNOG (evolutionary genealogy of genes: Non-supervised Orthologous Groups), Swiss - Prot and Pfam (Protein Family Database). Additionally, Animal TFDB (Animal Transcription Factor DataBase) was used to predict transcription factors (TFs) among the unigenes obtained from sequencing.

#### 2.4.4 Identification of differentially expressed genes and functional enrichment analysis

Using the transcriptome expression quantification software RSEM v.2.15, the assembled unigene sequences were employed as the reference. The clean reads from each sample were aligned to the reference sequences. Subsequently, the number of reads mapped to each gene in each sample was counted, and the fragments per kilobase of transcript per million mapped (FPKM) values for each gene were calculated (23). Differential expression analysis between the two comparison groups was conducted using DESeq v1.38.3. DESeq was utilized for differential gene expression analysis, with genes considered differentially expressed if they met the criteria of |log2 FoldChange| > 1 and a significance of *P* < 0.05.

Using topGO v.2.50.0 for GO enrichment analysis, we calculate *P* - values through the hypergeometric distribution method, with a significance threshold set at *P* < 0.05. This process identifies significantly enriched GO terms among differentially expressed genes, thereby delineating the primary biological functions these genes perform. Additionally, we employ clusterProfiler v.4.6.0 for KEGG pathway enrichment analysis, with a particular emphasis on significantly enriched pathways at *P* < 0.05.

#### 2.4.5 Analysis of protein-protein interaction networks for differential genes

To gain deeper insights into the defense mechanisms of *H. anatolicum* following bacterial treatment, a protein-protein interaction (PPI) network was constructed based on the identified differentially expressed genes. PPI pairs were then screened from the STRING database (https://string-db.org/), where both end nodes corresponded to differential genes with a score exceeding 0.95, for conducting PPI analysis to unravel the interactions among the genes of interest.

#### 2.4.6 Validation by real-time quantitative PCR

The expression levels of differentially expressed genes identified from transcriptome sequencing data were validated using RT - qPCR. The cDNA samples from ticks used in the RT - qPCR experiments were obtained from female adult ticks of *H. anatolicum*, punctured and processed from a single batch, utilizing the tick sample preparation as described before.

Reverse transcription was then performed using the Fastking RT cDNA Synthesis Kit (TianGen Biotech, LTD, China). The RT - qPCR experiments were conducted using the cDNA, gene-specific primers, and QuantiNova SYBR^®^Green PCR Kit (Qiagen N.V, LTD, Germany). The reaction program included an initial denaturation at 95 °C for 2 min, followed by 40 cycles of denaturation at 95 °C for 15 s and annealing/extension at 60 °C for 35 s. Elongation factor EF-1 alpha (ELF1α) was selected as the reference gene (24). The fold change of the identified genes was calculated using the relative quantification method 2^^-△△^CT (25). The primer sequences and amplification system are presented in **Supplementary Table S1**.

### 2.5 TMT-labeled quantitative proteomics sequencing and data analysis

#### 2.5.1 Protein preparation and TMT-labeled quantitative analysis

The SDT buffer (comprising 4% SDS, 100 mM Tris-HCl, 1 mM DTT, adjusted to pH 7.6) was utilized for sample lysis and protein extraction. Protein quantification was subsequently performed using the BCA Protein Assay Kit sourced from Bio-Rad, USA. Trypsin digestion adhered to the filter-aided sample preparation (FASP) protocol outlined by Matthias Mann. The digested peptides from each sample underwent desalting through C18 columns (Empore™ SPE Cartridges C18, standard density, I.D. 7 mm, 3 ml volume, Sigma), followed by concentration via vacuum centrifugation and resuspension in 40 µl of 0.1% (v/v) formic acid. Twenty micrograms of protein from each sample were mixed with 5 X loading buffer and boiled for 5 min. Proteins were then separated on a 12.5% SDS - PAGE gel at a constant current of 14 mA for 90 min. Protein bands were visualized through Coomassie Blue R - 250 staining. One hundred micrograms of peptide mixtures from each sample were labeled with TMT reagents (Thermo Fisher Scientific Inc, USA) according to the manufacturer’s instructions provided by Thermo Scientific.

#### 2.5.2 High-pH reverse-phase separation and LC - MS/MS data acquisition

The labeled peptides were separated using a high - pH reversed-phase peptide separation kit (Thermo Fisher Scientific Inc, USA). The dried peptide mixture was resuspended and acidified with a 0.1% TFA solution, then loaded onto a balanced high - pH reversed - phase spin column. The peptides bound to the hydrophobic resin under aqueous conditions and were desalted by washing the column with low - speed centrifugation. A stepped gradient of volatile high - pH elution solution with increasing acetonitrile concentrations was then applied to the column, eluting the bound peptides into 10 distinct fractions collected by centrifugation. The collected fractions were desalted using C18 cartridges (Empore™ SPE Cartridges C18, standard density, I.D. 7 mm, 3 ml volume, Sigma) and concentrated by vacuum centrifugation.

LC - MS/MS analysis was performed on a Q Exactive mass spectrometer (Thermo Fisher Scientific Inc,USA), coupled with an Easy nLC system, over a duration of 60/90 minutes. Peptides were loaded onto a reversed - phase trap column (Thermo Scientific Acclaim PepMap100, 100 μm × 2 cm, nanoViper C18), which was connected to a C18 reversed - phase analytical column (Thermo Scientific Easy Column, 10 cm length, 75 μm inner diameter, 3 μm resin) in buffer A (0.1% formic acid). Separation was achieved using a linear gradient of buffer B (84% acetonitrile and 0.1% formic acid) at a flow rate of 300 nl/min, controlled by IntelliFlow technology. The mass spectrometer operated in positive ion mode. MS data was acquired using a data - dependent top 10 method, dynamically selecting the most abundant precursor ions from a survey scan for HCD fragmentation. The automatic gain control target was set to 3e6, with a maximum injection time of 10 ms. Dynamic exclusion was applied for a duration of 40.0 s. Survey scans were acquired at a resolution of 70,000 at m/z 200, while the resolution for HCD spectra was set to 17,500 at m/z 200, with an isolation width of 2 m/z. The normalized collision energy was 30 eV, and the underfill ratio was defined as 0.1%. Peptide recognition mode was enabled during instrument operation.

#### 2.5.3 Protein identification and statistical analysis of differential results

The MS raw data for each sample was processed for identification and quantitative analysis using the MASCOT engine v.2.2 (Matrix Science, London, UK), embedded within Proteome Discoverer v.1.4. For the screening of significantly differential proteins, proteins with a Fold Change (FC) > 1.2 and *P* < 0.05 were defined as differentially expressed proteins (DEPs).

#### 2.5.4 Conduct clustering analysis and domain annotation

Hierarchical clustering analysis was performed utilizing Cluster 3.0 (http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm) in tandem with Java Treeview (http://jtreeview.sourceforge.net). During the hierarchical clustering process, the Euclidean distance algorithm was selected as the similarity metric, along with the average linkage clustering method. Domains were annotated by leveraging InterProScan to search protein sequences, thereby identifying protein domain entries from the Pfam database within the InterPro member databases.

#### 2.5.5 Functional annotation of differentially expressed proteins

To explore the potential roles of DEPs across different treatment groups, we conducted GO and KEGG pathway analyses on these DEPs. We utilized NCBI BLAST+ client software and InterProScan for local searches to identify homologous sequences, followed by functional annotation using Blast2 GO. For KEGG functional annotation, we mapped DEPs to the KEGG gene database using the KEGG Automatic Annotation Server v.2.0 (http://www.genome.jp/kaas-bin/kaas_main), subsequently categorizing the KEGG - mapped proteins and annotating the target protein set with KEGG pathways. After applying the Fisher’s exact test, we compared the distribution of GO categories and KEGG pathways between the target protein set and the overall protein set. Multiple test corrections were then performed using the Benjamini - Hochberg method to adjust the resulting *P* - values. Functional categories and pathways with *P* < 0.05 were considered significantly enriched. PPI analysis was based on interaction data from the STRING (http://string-db.org/) or IntAct (http://www.ebi.ac.uk/intact/main.xhtml) databases. Using Cytoscape, we constructed and analyzed PPI networks for the DEPs from different treatment groups.

### 2.6 Integrated analysis of transcriptomics and proteomics

The names of various proteins were converted into gene identifiers using NCBI (https://www.ncbi.nlm.nih.gov/). Subsequently, we integrated DEPs and DEGs for Pearson correlation analysis, utilizing ggplot2 in R v.4.3.3 to graphically display the correlation between transcript abundance and protein levels. The correlation coefficient was calculated using the Pearson method, and regression lines were established for correlation analysis using the linear model function in R. Statistical data were summarized using R. We then screened for corresponding DEPs and their matched transcripts for functional analysis. The transcriptome data, Trinity assembly sequences, and annotation table have been uploaded to the NCBI Sequence Read Archive (SRA) database with the accession number PRJNA1189655. The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository (26), with the dataset identifier PXD058399.

## 3 Results

### 3.1 Eukaryotic *de novo* transcriptome analysis results

#### 3.1.1 Transcriptome sequencing yield and assembly quality analysis

The treatment groups comprised *H. anatolicum* with *S. aureus* strains (SA-1, SA-2, SA-3), a *P. mirabilis* treatment group (PM-1, PM-2, PM-3), and a PBS control group (PBS-1, PBS-2, PBS-3), totaling nine samples. 

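Each of the 9 libraries held RNA of a pool of 10 ticks collected 24 hours after injection, so the 3 libraries of a group show the spread between pools, and the p-values of edgeR, DESeq2 and limma below measure that spread. Hypergeometric and permutation tests count unigenes instead. Camera, a test of gene sets, sets the unigenes of a list against all other unigenes tested. With a preset correlation its p-values do not measure the spread between pools either. Counts of 144464 assembled unigenes were compared between PM and PBS, SA and PBS, and PM and SA with the edgeR quasi-likelihood test after TMM scaling and filtering by expression. A unigene rose or fell when its adjusted p was under 0.05 and its log2 fold change was above 1 or below −1. The looser thresholds that the study states, an unadjusted p under 0.05 with the same fold change, were applied beside this. Where PBS had 0 counts over its 3 libraries, a fold change was given as a lower bound against a floor of 3 counts over the summed depth of the group. Such bounds and the intervals of ratios cover counting error only. When known changes were simulated into 32787 unigenes at the depth of PM and PBS, the test found 24 of 50 unigenes changed 2-fold and 48 of 50 changed 4-fold, with 8 false calls among 167. Unigenes are named below without their shared prefix TRINITY. Paired PM/PBS and SA/PBS values follow the order PM, then SA, except where a paragraph says that SA/PBS comes first. Unigenes named as examples of a gene group were chosen after their values were seen.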

Transcriptome sequencing yielded 473,205,352 raw reads (**Table 1**). After filtering out low - quality data, 465,064,638 clean reads remained, representing 98.05% of the original reads. Using Trinity for *de novo* transcriptome assembly, we obtained 271,837 transcripts with an average length of 1,407.02 bp, an N50 length of 2,705 bp, and a GC content of 46.73%. Additionally, we identified 144,465 unigenes, averaging 1,014.15 bp in length, with an N50 length of 1,593 bp and a GC content of 45.81%. The assembly exhibited high integrity (**Table 2**). All unigene sequences exceeded 300 bp, with the longest spanning 35,521 bp. Most unigenes ranged between 300 and 1,300 bp in length (**Figure 1A**). 

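Ticks given the same injection had closely similar transcript levels, and both bacterial groups stood apart from PBS. Pearson coefficients of log2 CPM (counts scaled by library depth) were 0.981 to 0.987 within PBS, 0.980 to 0.987 within PM and 0.981 to 0.986 within SA. Between PM and SA libraries the coefficients were as high, 0.978 to 0.985. PBS and SA libraries gave 0.930 to 0.942. PBS and PM libraries gave 0.922 to 0.957, and the 3 highest of these, from 0.951, all involved PM replicate 3. No p-value belongs to these coefficients. Untransformed FPKM gave a lowest coefficient of 0.87 among all pairs of libraries.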

Correlation analysis of the assembly data across samples revealed correlation coefficients exceeding 0.8, indicating a strong inter-sample correlation (**Figure 1B**).

**Table 1:** Post-sequencing data statistics for treatment samples.

Sample	Reads no.	Bases (bp)	Q30 (bp)	N (%)	Q20 (%)	Q30 (%)
SA-1	51,240,086	7,737,252,986	7,474,534,274	0.003361	98.81	96.60
SA-2	52,259,118	7,891,126,818	7,618,298,652	0.003389	98.77	96.54
SA-3	52,443,200	7,918,923,200	7,631,447,849	0.003369	98.69	96.37
PBS-1	48,937,026	7,389,490,926	7,118,159,768	0.003426	98.66	96.33
PBS-2	59,089,604	8,922,530,204	8,607,552,926	0.003353	98.71	96.47
PBS-3	56,414,350	8,518,566,850	8,237,700,397	0.003386	98.83	96.70
PM-1	56,716,430	8,564,180,930	8,249,119,720	0.003388	98.67	96.32
PM-2	47,592,354	7,186,445,454	6,932,559,356	0.003349	98.73	96.47
PM-3	48,513,184	7,325,490,784	7,068,398,575	0.003445	98.75	96.49

**Table 2:** Overall sequence statistics for transcripts and unigenes.

Description	Transcript	Unigene
Total Length (bp)	382,479,590	146,509,049
Sequence Number	271,837	144,465
Max. Length (bp)	35,521	35,521
Mean Length (bp)	1,407.02	1,014.15
N50 (bp)	2,705	1,593
N50 Sequence No.	38,463	20,973
N90 (bp)	504	403
N90 Sequence No.	172,703	102,138
GC%	46.73	45.81

**Figure 1:**
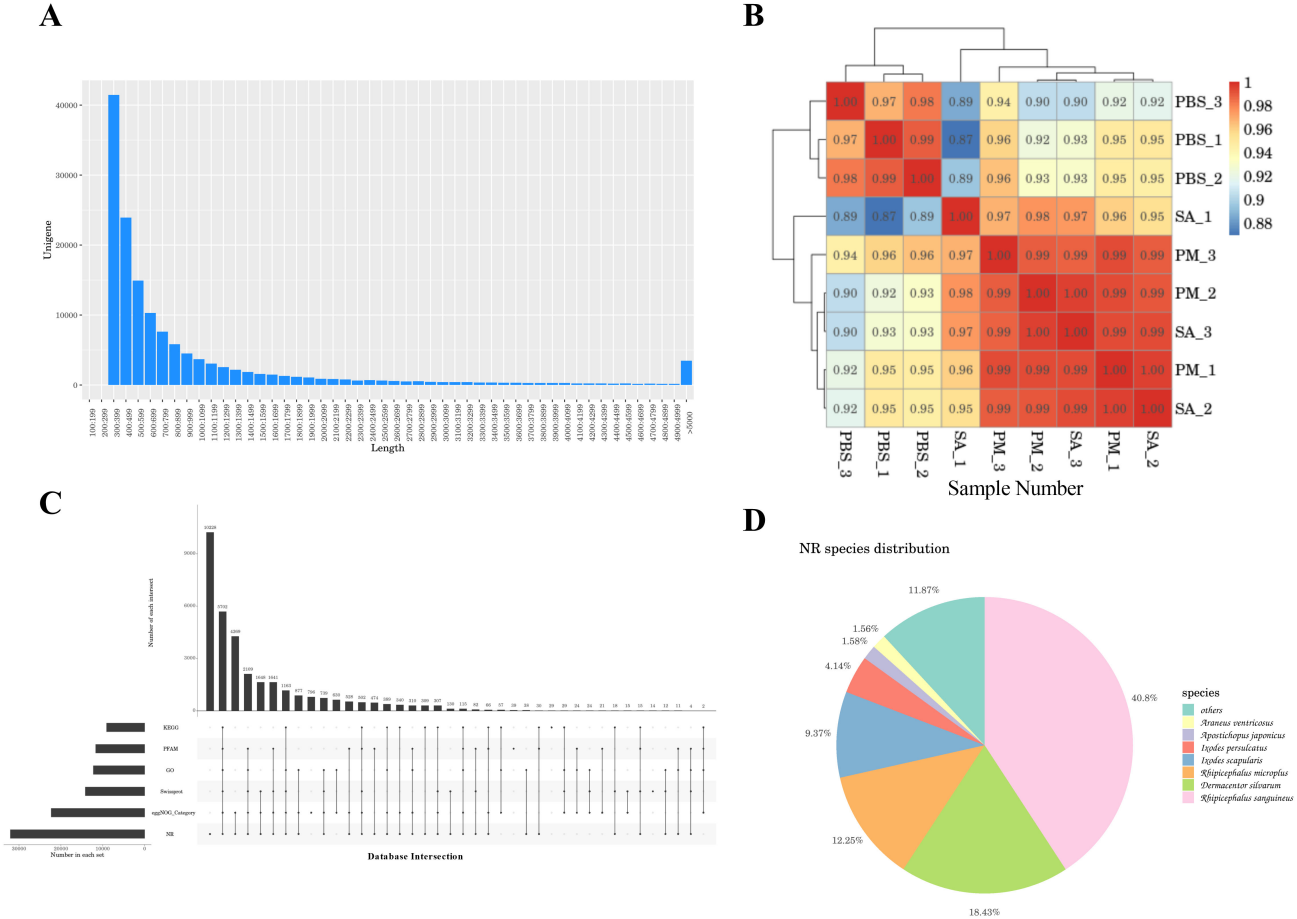
A comprehensive analysis of the transcriptome data. **(A)** Length distribution chart of unigenes. X-axis: Sequence length bins (bp); Y-axis: Frequency of unigenes. The majority of unigenes fall within 300-1,300 bp. **(B)** Sample correlation analysis. This analysis shows the correlation of gene expression profiles among different samples, with higher correlation coefficients between biological replicates. **(C)** upset plot of unigene annotation statistics. The x-axis represents the number of databases in which unigenes were annotated, and the y-axis represents the number of unigenes annotated in specific combinations of databases. This plot provides an overview of the annotation results of unigenes across different databases. **(D)** Similar species of the optimal hit in the Nr database. Pie chart showing taxonomic affiliation of best BLAST matches. Dominant species: Rhipicephalus sanguineus (40.8%), Dermacentor silvarum (18.4%), and Rhipicephalus micoplus (12.25%).

#### 3.1.2 Functional annotation of unigenes

After assembling the transcripts, to achieve a comprehensive understanding of gene function, we aligned the 144,465 unigene sequences against six databases and identified the sequences with the highest alignment similarity. Among the six databases, the NR database exhibited the highest gene annotation rate, accounting for 22.19% of the total unigene sequences, whereas the KEGG database had a relatively lower annotation rate of 6.28%. 

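Most unigenes had no name, but most reads fell on named ones. Unigenes with an NR match numbered 32058 and took 86.5 to 88.8% of the counts of a library. Of all 144464 unigenes, 33742 (23.4%) had a match in at least 1 of the 6 databases and 5702 (3.95%) in all 6. Swiss-Prot matched 14157 unigenes (9.80%), eggNOG 22305 (15.4%), GO 12238 (8.47%) and Pfam 11677 (8.08%). The KEGG column held orthology numbers for 9077 unigenes (6.28%) without their pathways. Unigenes were up to 35521 bp long, with a mean of 1014 bp and an N50 of 1593 bp.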

A total of 3.95% of the genes were annotated in all databases (**Supplementary Table S2**). The unigene sequence annotation statistics are depicted in **Figure 1C**. Additionally, 33,743 unigene sequences (23.36%) did not match any known functional gene sequences and were classified as unknown genes, indicating that the sequencing might have captured numerous novel genes and non-coding RNA sequences (27, 28). By performing comparative annotation with the NR database, we gained insights into the similarity between the gene sequences of this species and those of closely related species, as well as the functional information of the genes. The analysis of E - values revealed that 10.5% of the annotated genes exhibited high homology, while 7.6% of the annotated genes had E - values of 0, suggesting no homology (**Supplementary Figure S1**). Furthermore, 60.44% of the annotated genes shared more than 60% similarity with known proteins (**Supplementary Figure S2**). 

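Transcripts were named mainly after ixodid tick proteins. Best NR matches were in *R. sanguineus* for 13112 unigenes (40.9%), *D. silvarum* for 5996 (18.7%), *R. microplus* for 3798 (11.8%), *I. scapularis* for 2998 (9.35%) and *I. persulcatus* for 1331 (4.15%). Bacterial transcripts were few in these libraries, which were made from poly(A) RNA. Best Swiss-Prot matches were in *Proteus mirabilis* for 37 unigenes, in any enterobacterial genus for 148 and in *Staphylococcus* for 0. The 37 *Proteus*-matched unigenes had 180, 155 and 153 counts in the PM libraries, a mean of 7.35 CPM (SD 0.108, n = 3). They had 0 counts in the PBS and SA libraries, an upper limit of 0.0420 and 0.0442 CPM. Unigenes matched to all enterobacterial genera together had 131 CPM in PBS (SD 4.44), 139 in PM (SD 3.34) and 90.7 in SA (SD 5.79), with counts on 11, 141 and 19 of them. These counts have no test, and a protein match does not fix the species of a transcript.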

In terms of species comparison, *Rhipicephalus sanguineus* and *Dermacentor silvarum* exhibited relatively high comparison repetition rates of 40.8% and 18.43%, respectively (**Figure 1D**).

According to the GO functional annotation presented in **Supplementary Figure S3**, most of the unigenes were involved in cellular component (cells, cell part, organelles), biological process (cellular processes), and molecular function (binding). To further explore the biological functions and potential pathways of these unigenes, a total of 144,465 unigenes were mapped into the KEGG database. The results indicated that 11,080 sequences were annotated as related to metabolic pathways. Among these, the environmental information processing branch, a key functional category in the KEGG database, covers molecular mechanisms of how an organism senses, transmits, and responds to external environmental signals. We found that the signal transduction pathway in this category had the most annotations, with 1,244 (11.26%). Second was the transport and catabolism pathway in the cellular processes branch, with 926 (8.35%). These two pathways could potentially have a close association with the tick’s adaptation to its external environment, as well as its physiological processes involving substance transport and catabolism. In addition, 613 sequences were annotated within the immune system sub - branch of the organic systems branch, potentially indicating the immune defense responses mounted by ticks following bacterial infection (**Supplementary Figure S4**). We further classified the transcription factors into 56 categories, among which 48 unigenes were annotated as the Homeobox type and 38 as the zf - C2H2 type (**Supplementary Figure S5**).

#### 3.1.3 Differentially expressed genes and functional enrichment analysis

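A few unigenes held a large part of the counts, and among the 10 most abundant unigenes 2 microplusins and 1 chitinase took a larger share after bacteria. DN2296_c1_g1 took 15.4 to 17.9% of counts in PBS, 12.8 to 13.2% in PM and 10.6 to 13.6% in SA. Its best match was cytochrome c oxidase subunit 1 of the mitochondrial respiratory chain. The unigene is 11525 bp long, so its share need not be that of 1 gene, and counts are not corrected for length. The microplusin DN6219_c1_g2, of a family of metal-binding antimicrobial peptides, took 0.0679 to 0.137% in PBS, 0.648 to 0.864% in PM and 0.858 to 0.908% in SA. The microplusin DN1272_c2_g1 took 0.0814 to 0.154% in PBS, 0.568 to 0.773% in PM and 0.744 to 0.811% in SA. The chitinase DN1109_c0_g2 took 0.0823 to 0.105% in PBS, 0.607 to 0.705% in PM and 0.685 to 0.720% in SA. The 10 most abundant unigenes together took 24.7 to 27.4% of counts in PBS, 20.8 to 21.4% in PM and 18.7 to 21.8% in SA. Median FPKM above 0 was 0.62 to 0.65 in PBS, 0.57 to 0.62 in PM and 0.56 to 0.59 in SA. Unigenes with an FPKM of at least 1 numbered 35420 to 37477 in PBS, 32444 to 33533 in PM and 31022 to 32743 in SA. Depth was 20756234 to 25601670 counts per library.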

The comparison of gene expression profiles was displayed by the FPKM density values (**Figure 2A**). 

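Transcript levels parted both groups given bacteria from PBS along the first component, where PM and SA overlapped. In a principal component analysis of the 500 most variable unigenes, the first component held 73.0% of the variance and the second 7.04%. First component scores were −63.7 to −56.3 for PBS, 4.57 to 43.2 for PM and 26.5 to 34.2 for SA. On the second component PM libraries (−2.48 to 35.8) all lay above SA libraries (−15.3 to −4.29), a separation that chance gives for 10% of components, with PBS at −5.03 to −0.603. PM replicate 3 was the PM library nearest to PBS. On a scale with the PBS mean at 0 and the SA mean at 1, unigenes that rose in SA/PBS (2851) had medians of 1.02, 1.05 and 0.764 in PM replicates 1, 2 and 3. Unigenes that fell in SA/PBS (3056) had medians of 1.02, 1.02 and 0.761. PM replicate 3 was kept in every comparison. PM/PBS counts without it are given with most gene lists, and GO terms and Pfam families were tested only with it.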

As shown in **Figure 2B**, there were significant differences between the samples from the *S. aureus* and *P. mirabilis* treatment groups and the PBS control group, indicating pronounced inter - group variations. Through the statistical analysis of the number of differentially expressed genes in the three comparison groups of PM/PBS, SA/PBS, and SA/PM, a total of 21,315 DEGs were identified. Among them, the expression profiles revealed 5,240 genes to be up-regulated and 4,990 genes to be down - regulated when comparing PM to PBS. Similarly, between SA and PBS, there were 4,493 genes up - regulated and 5,283 genes down - regulated. In contrast, the comparison between PM and SA exhibited a relatively smaller number of DEGs, with 830 genes up - regulated and 479 genes down - regulated (**Figure 2C**).

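Most genes that passed in PM/PBS passed in SA/PBS in the same direction. Distinct unigenes that rose or fell in at least 1 of the 3 comparisons numbered 7764, and 11912 when each comparison was counted separately. At the thresholds of the study the distinct number was 9230 and the sum 14817. Of 31242 unigenes tested against PBS with both bacteria, 2184 rose with both, where 238 would by chance, and 1957 fell with both, where 277 would. None moved in opposite directions. Log2 fold changes of PM/PBS and SA/PBS correlated with r = 0.899. Part of this excess may come from the shared control, since 3 PBS libraries cannot be divided between the comparisons. In 20 simulations without any effect of bacteria, the shared control alone gave correlations of 0.489 to 0.511 and at most 1 unigene in the same direction. Without effects few unigenes can pass in either comparison. That number of unigenes therefore cannot show how much of the overlap comes from the shared control. The observed covariance of 1.29 exceeded the simulated 0.0767 by 1.21, an estimate of the effect common to both bacteria. Gene groups differed in direction: among passing unigenes of aminoacyl-tRNA synthesis and ribosome biogenesis most rose, and among those of cuticle and cytochrome P450 most fell, though in most of these groups the larger part did not pass.

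**Figure D1:**
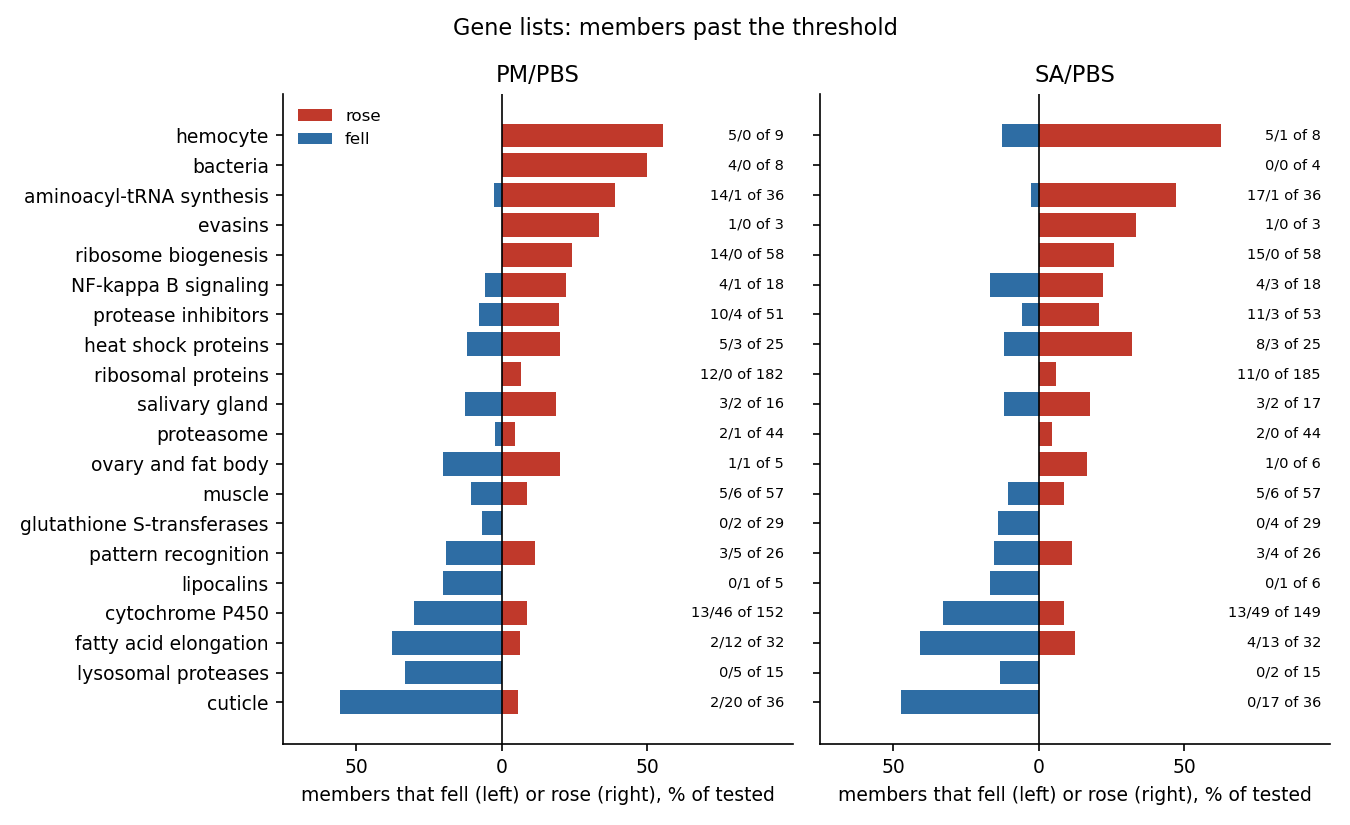
Percent of tested unigenes that rose (right) and fell (left) in PM/PBS and SA/PBS, for 20 gene groups made from words in the descriptions. Beside each bar are the counts that rose and fell of those tested, for cuticle 2 and 20 of 36 in PM/PBS and 0 and 17 of 36 in SA/PBS. Each group had 3 libraries.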

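After *P. mirabilis*, the transcripts of a hemocyte transglutaminase, an enzyme that crosslinks clotting proteins, and of a flavin monooxygenase, an enzyme of detoxification, rose with some of the smallest p-values of PM/PBS or SA/PBS. The transglutaminase DN210_c1_g1 rose by 3.74 (SE 0.14, adjusted p = 3.43e-05). An ABC transporter (ABCC9-like, DN127_c7_g1) rose by 3.01 (SE 0.11, adjusted p = 3.43e-05), and a beta-1,3-galactosyltransferase (DN3970_c0_g1) by 2.70 (SE 0.09, adjusted p = 3.43e-05). The flavin monooxygenase DN2615_c0_g1 rose by 5.60 (SE 0.38, adjusted p = 0.000145). Among unnamed unigenes, DN2374_c0_g1 fell by 2.87 (SE 0.16, adjusted p = 8.71e-05) and DN7619_c0_g2 fell by 2.40 (SE 0.14, adjusted p = 8.88e-05). In all, 3165 unigenes rose and 2833 fell of 32787 tested in PM/PBS. At the thresholds of the study 3591 rose and 3582 fell. With library size as the only scaling, 2628 rose and 3587 fell, and the median log2 fold change went from −0.05 to −0.20. Without PM replicate 3, 3856 rose and 3853 fell.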

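After *S. aureus*, transcripts of a scoloptoxin SSD14-like gene and of an unnamed unigene fell steeply. The scoloptoxin SSD14-like unigene DN1000_c0_g1 fell by 5.61 (SE 0.15, adjusted p = 1.18e-05), with 10582, 10711 and 10160 counts in PBS and 200, 181 and 177 in SA. In PM it had 218, 150 and 3640 counts, and its PM/PBS change of −2.71 did not pass (adjusted p = 0.106). The unnamed DN1229_c0_g1 fell by 6.50 (SE 0.18, adjusted p = 1.18e-05), with a PM/PBS change of −2.77 that did not pass. Neither DN1000_c0_g1 nor DN1229_c0_g1 was among the 7 unigenes that passed in PM/SA. Of rising unigenes in no study table, the transglutaminase, by 3.31 (SE 0.11), and the flavin monooxygenase, by 4.98 (SE 0.17), had the smallest p-values (adjusted p = 2.07e-05 for both). The ABC transporter rose by 2.83 (SE 0.11) and the galactosyltransferase by 2.57 (SE 0.12). The unnamed DN7619_c0_g2 fell by 3.18 (SE 0.31, adjusted p = 0.000321), and DN2374_c0_g1 did not pass at −0.94. In all, 2851 unigenes rose and 3056 fell of 32573 tested. At the thresholds of the study 3171 rose and 3674 fell. When only library size was used for scaling, 2327 rose and 3765 fell, with a median shift from −0.06 to −0.20.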

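Only 7 unigenes differed between ticks given the 2 bacteria, and 5 of them had bacterial names. An outer membrane protein F (DN23719_c0_g1), a porin, was at least 254-fold higher in PM than in SA (adjusted p = 0.0336). A protein translocase subunit SecY (DN82190_c0_g1) was at least 50.1-fold higher (adjusted p = 0.0472), an IpgC-like chaperone (DN59745_c1_g2) at least 63.7-fold higher (adjusted p = 0.0377) and an AbTIR-like NAD hydrolase (DN153451_c0_g1) at least 54.5-fold higher (adjusted p = 0.0472). A 30S ribosomal protein S3 (DN83789_c0_g1) had 128 counts in PM and 1 in SA, a ratio of 131 (95% counting interval 23.1 to 5210). Of tick-like unigenes, a transposon-derived protein (DN1251_c8_g1) was higher in PM by 1.06 (SE 0.10, adjusted p = 0.0377). A solute carrier family 41 member, of a family of magnesium transporters (DN7118_c1_g2), was at −1.16 (SE 0.10, adjusted p = 0.0377), with 1.93 in PM/PBS and 3.09 in SA/PBS. Of 30448 unigenes tested, 2424 had an unadjusted p under 0.05, where 1522 would without any difference. At the thresholds of the study 505 were higher and 294 lower in PM. DESeq2 called 74 higher and 60 lower, and edgeR without a filter 724 in all. The fit of all 9 libraries called 3 in all, and leaving out any single library left 0 or 1. Without unigenes matched to enterobacteria edgeR called 0, so the 2 tick-like unigenes no longer passed.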

**Figure 2:**
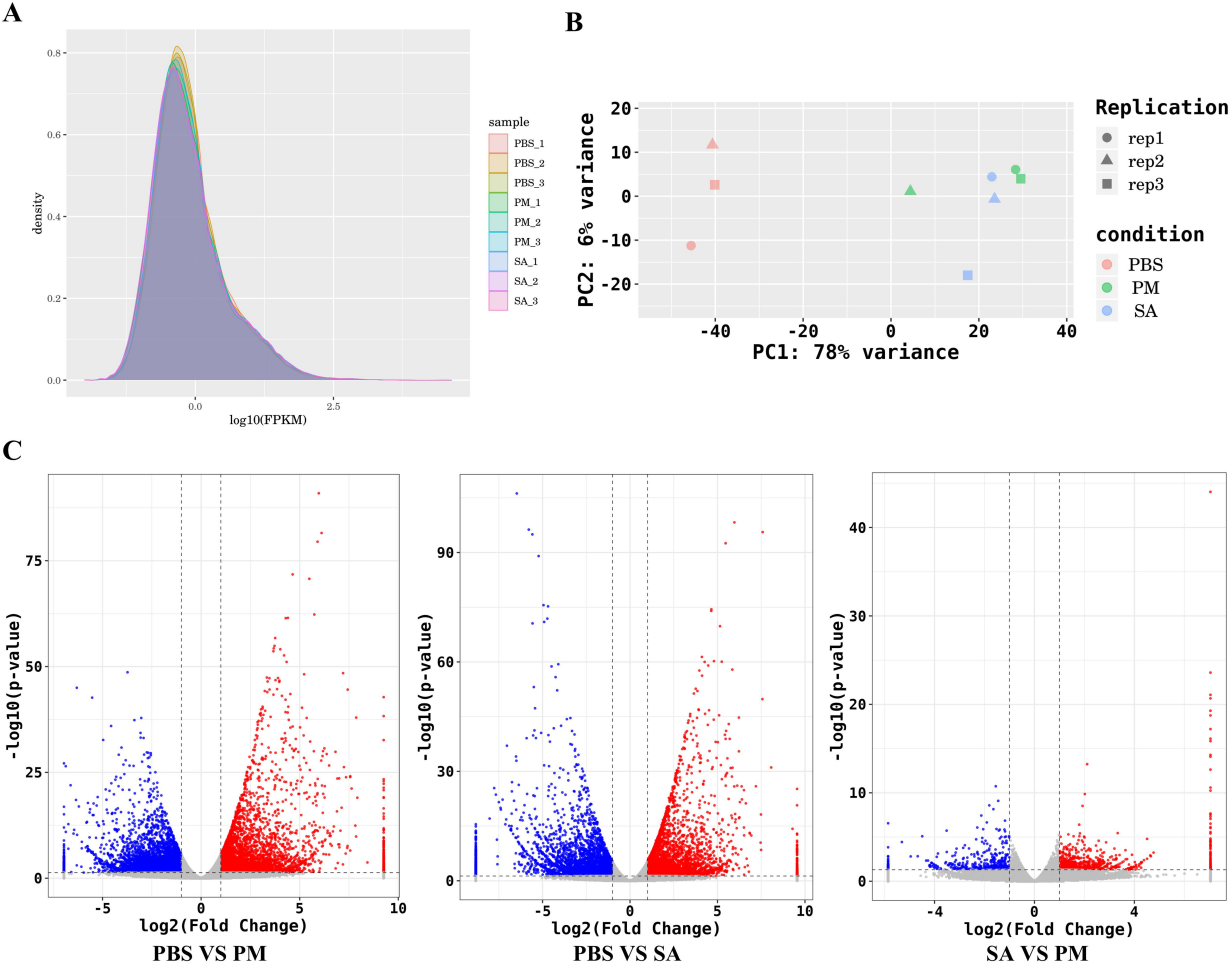
Global quantification analysis and DEGs identification. **(A)** FPKM density distribution comparing the expression levels of PBS-treated, *E. coli*-treated and *S. aureus*-treated samples, illustrating the distribution of gene expression values. The peaks and spreads of the density curves indicate the overall expression patterns and variations in each group. **(B)** A principal component analysis (PCA) plot illustrates the differences among various cDNA libraries. Each point on the plot represents a sample, with different colors indicating different treatment groups. **(C)** A volcano plot of differentially expressed genes (DEGs) shows gene distribution based on expression fold - change and statistical significance (*p* < 0.05, |log2FC|>1.0).

The GO enrichment analysis of DEGs indicated that all categories were enriched. Notably, the top five most significantly enriched GO terms when comparing the PM and SA groups to the PBS group were: intrinsic component of membrane, integral component of membrane, extracellular region, monooxygenase activity, and extracellular space. Furthermore, several GO terms pertinent to metabolic processes were also prominently enriched, including lipid metabolic process, oxoacid metabolic process, and chitin metabolic process, among others. (**Supplementary Figure S6**).

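Genes of membrane and secreted proteins exceeded chance among the falls with both bacteria, and those of secreted proteins, and with SA intrinsic membrane components, also among the rises. Of 2435 tested unigenes with the term intrinsic component of membrane, 243 rose and 263 fell in PM/PBS, and of 2427 in SA/PBS, 253 and 286. The falls exceeded chance (hypergeometric test, adjusted p = 1.57e-17 and 1.34e-23), and the rises narrowly with SA (adjusted p = 0.0549 and 0.0450). Integral component of membrane had 235 rising and 251 falling unigenes in PM/PBS and 245 and 275 in SA/PBS (falls, adjusted p = 1.09e-15 and 5.76e-22, and rises, adjusted p = 0.0634 and 0.0509). In the extracellular region 135 rose and 136 fell with PM and 149 and 133 with SA, and adjusted p was 1.46e-04 and 4.63e-06 for the rises and 1.78e-12 and 1.33e-10 for the falls. Extracellular space had 83 and 75 with PM and 93 and 75 with SA (rises, adjusted p = 2.14e-06 and 3.04e-08). Monooxygenase activity stood out by direction: 44 of 151 unigenes fell with PM (29.1%) and 47 of 150 with SA (adjusted p = 1.87e-16 and 2.04e-18), while 13 rose with each. Tests covered unigenes with any GO term, 9081 in PM/PBS with 828 rising and 620 falling. The paper names these terms as its most enriched ones in these same libraries, so the tests are not independent evidence. When the fold change limit was dropped, the excess of rising membrane and secreted proteins was lost (adjusted p = 1 for each term).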

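Genes of lipid and oxoacid metabolism and of chitin metabolism, the making and breaking of the polymer of cuticle and peritrophic matrix, exceeded chance among the falls with both bacteria, and oxoacid and chitin genes also among the rises with SA. Of 962 tested unigenes of lipid metabolic process, 82 rose and 146 fell in PM/PBS, and of 963 in SA/PBS, 89 and 147 (hypergeometric test, falls, adjusted p = 5.93e-21 and 1.48e-20). Oxoacid metabolic process had 85 rising and 107 falling of 864 with PM, and 105 and 115 with SA (falls, adjusted p = 5.86e-10 and 4.82e-12, and rises, adjusted p = 0.258 and 0.00487). Chitin metabolic process had 10 rising and 20 falling of 62 with PM and 13 and 17 of 63 with SA (falls, adjusted p = 3.90e-09 and 1.25e-06, and rises, adjusted p = 0.0600 and 0.00690). Without the fold change limit none of these rises exceeded chance (adjusted p = 1). Among its genes, the chitinase DN1109_c0_g2 rose by 3.02 (SE 0.14) and 3.10 (SE 0.14), and 2 chitinase 10-like unigenes, DN2180_c1_g2 and DN64_c1_g1, rose by 2.77 and 2.59 with PM and 2.86 and 2.57 with SA. Terms were taken from the paper after the data were examined, and the paper names them as enriched among its changed genes of these libraries. These tests are thus not independent evidence, and they count unigenes, not independent genes.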

KEGG enrichment analyses were conducted on all the up - regulated and down - regulated differentially expressed genes (DEGs). 

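Genes for sensing and relaying bacterial signals moved in both directions with both bacteria, and most of them did not pass. Of 26 tested pattern recognition unigenes, which bind bacterial surface molecules, 3 rose and 5 fell in PM/PBS, and 3 rose and 4 fell in SA/PBS. A TLR2-like unigene (DN21677_c0_g1) rose by 4.63 (SE 0.25, adjusted p = 7.39e-05) and 3.92 (SE 0.26, adjusted p = 8.12e-05). Toll-like DN26792_c0_g1 fell by 2.41 (SE 0.54) in PM/PBS and by 2.77 (SE 0.35) in SA/PBS. Of 18 tested NF-kappa B signaling unigenes 4 rose and 1 fell in PM/PBS, and 4 rose and 3 fell in SA/PBS. For comparison, 5998 of all 32787 tested unigenes passed in PM/PBS and 5907 of 32573 in SA/PBS. Cactus (DN1125_c1_g1), the inhibitor that holds back dorsal, rose by 1.75 (SE 0.20) and 1.68 (SE 0.16), and dorsal (DN395_c1_g1) by 1.04 (SE 0.10) in PM/PBS, with an SA/PBS value of 0.94 that did not pass. Among apoptosis genes, chosen after their values were seen, caspase-2-like DN4737_c0_g1 rose by 2.13 (SE 0.20) and 2.20 (SE 0.15), and caspase-7-like DN2877_c0_g1 by 1.48 (SE 0.31) and 1.53 (SE 0.29), both being proteases that carry out cell death. Apoptosis inhibitor 5 (DN16037_c1_g1) rose by 1.1 and 1.09, and a LITAF-domain p53 target (DN488_c0_g1) by 1.88 (SE 0.17) and 1.75 (SE 0.16). As sets, pattern recognition (camera, adjusted p = 0.441 and 0.656) and NF-kappa B signaling (adjusted p = 0.0553 and 0.126) did not pass with camera, while with fry NF-kappa B signaling passed as rising (adjusted p = 0.0118 and 0.0115) and pattern recognition did not (adjusted p = 0.153 and 0.468). After scaling by library size alone, the median of pattern recognition in PM/PBS went from 0.11 to −0.04 and neither dorsal nor apoptosis inhibitor 5 passed. Leaving out PM replicate 3, 4 pattern recognition unigenes rose and 7 fell in PM/PBS, and 4 of NF-kappa B signaling rose and 2 fell.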

The results revealed that, in the comparison between the PM and PBS groups, the up - regulated genes were significantly enriched in pathways like the Toll and IMD signaling pathways, MAPK signaling pathway, and apoptosis. In contrast, the down - regulated genes were mainly enriched in the retinol metabolism and glycerophospholipid metabolism pathways. 

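Cytochrome P450 genes, whose products oxidize retinoids, steroids and foreign compounds, fell more often than they rose with *P. mirabilis* and with *S. aureus*, and most did not pass. Of 152 tested, 13 rose and 46 fell in PM/PBS. Of 149 tested, 13 rose and 49 fell in SA/PBS. The 3A4-like DN1838_c0_g1 fell by 3.67 (SE 1.06) in PM/PBS and fell by 5.14 (SE 0.38, adjusted p = 0.000114) in SA/PBS. The 3A8-like DN3962_c0_g1 fell by 2.06 in PM/PBS and by 3.25 (SE 0.21) in SA/PBS, and the 4c3-like DN2763_c0_g1 by 1.27 (SE 0.11) and 1.36 (SE 0.31). Against this direction, the 4V2-like DN19835_c0_g1 rose by 4.28 (SE 0.27) and 4.05 (SE 0.30), DN80_c2_g1 by 3.67 (SE 0.12) and 3.17 (SE 0.40), and the 3A41-like DN1248_c0_g1 by 2.63 (SE 0.11) and 3.02 (SE 0.13). Camera with a preset correlation gave adjusted p = 1.85e-05 and 3.52e-07 for a fall of the set. With an estimated correlation the set did not pass (adjusted p = 0.412 and 0.111), but it passed as falling with fry (adjusted p = 0.0205 and 0.000786). Adjusted over the list alone, 53 and 51 fell. With PM replicate 3 left out and the usual adjustment, 61 fell in PM/PBS. The PM/PBS falls of DN1838_c0_g1 and DN3962_c0_g1 were lost without PBS replicates 1 or 2 or PM replicates 1 or 2, that of DN3962_c0_g1 also without PBS replicate 3, and the SA/PBS fall of DN2763_c0_g1 without SA replicate 3.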

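Of genes that charge transfer RNAs with amino acids and genes that build ribosomes, a part rose with *S. aureus*, in similar numbers with *P. mirabilis*, and most of the others did not pass. Of 36 tested unigenes of aminoacyl-tRNA synthesis, 17 rose and 1 fell in SA/PBS and 14 rose and 1 fell in PM/PBS. Paired values in this paragraph give SA/PBS first, then PM/PBS. Isoleucine-tRNA ligase (DN8586_c0_g1) rose by 2.14 (SE 0.10, adjusted p = 2.80e-05) in SA/PBS and by 2.35 (SE 0.15) in PM/PBS. Tyrosine-tRNA ligase (DN11321_c0_g1) rose by 1.94 (SE 0.11) and 1.77 (SE 0.11) in the same order, and leucine-tRNA ligase (DN589_c0_g1) by 1.72 (SE 0.09) and 1.56 (SE 0.11). The mitochondrial arginine-tRNA ligase DN5936_c0_g1 fell by 1.12 (SE 0.12) in SA/PBS and by 1.05 in PM/PBS, the latter lost without PM replicate 2. Of 58 tested unigenes of ribosome biogenesis, 15 rose in SA/PBS and 14 in PM/PBS, and 0 fell with edgeR or under other scalings. NOC2 (DN30422_c0_g1), which carries pre-ribosomes out of the nucleolus, rose by 1.67 (SE 0.11) and 1.42 (SE 0.14). Ribosomal proteins themselves mostly did not pass: 11 of 185 rose in SA/PBS and 12 of 182 in PM/PBS, among them mitochondrial L3 (DN122305_c0_g1, 1.24 and 1.07) and L41 (DN3737_c0_g1, 1.19 and 1.04). Camera with a preset correlation gave adjusted p = 1.26e-14 and 5.97e-11 for aminoacyl-tRNA synthesis, 9.57e-10 and 1.40e-07 for ribosome biogenesis and 1.12e-06 and 1.60e-05 for ribosomal proteins. None of the 3 sets passed with an estimated correlation (adjusted p = 0.206 and 0.187, 0.206 and 0.296, 0.375 and 0.477). All 3 passed as rising with fry (adjusted p = 0.000786 and 0.00179, 0.000823 and 0.00411, 0.0119 and 0.0118). Scaled by library size alone, 10 and 8 unigenes of ribosome biogenesis rose, and both mitochondrial ribosomal proteins lost their PM/PBS call, as they did without PBS replicate 3 and L41 also without PBS replicate 2. When PM replicate 3 was left out, 14, 18 and 19 unigenes of the 3 groups rose in PM/PBS. The paper reports aminoacyl-tRNA biosynthesis and ribosome biogenesis as enriched among genes raised in these libraries. Tests of these groups are thus not independent evidence.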

For the comparison between the SA and PBS groups, the up-regulated DEGs were prominently enriched in pathways such as ribosome biogenesis in eukaryotes, aminoacyl - tRNA biosynthesis, and apoptosis. On the other hand, the majority of the down - regulated DEGs in this comparison were enriched in lysosome, fatty acid elongation, and steroid biosynthesis (**Supplementary Figure S7**). 

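Genes of fatty acid elongation, which lengthen the acyl chains of membrane and storage lipids, fell more often than they rose with both bacteria, and lysosomal protease genes fell or did not pass. Of 32 tested elongase unigenes, 4 rose and 13 fell in SA/PBS and 2 rose and 12 fell in PM/PBS. Paired values in this paragraph give SA/PBS first, then PM/PBS. The elongase DN20637_c0_g2 fell by 2.95 (SE 0.24, adjusted p = 0.000150) in SA/PBS and by 2.64 (SE 0.51) in PM/PBS. DN4543_c0_g1 fell by 2.43 (SE 0.18) and 2.57 (SE 0.20), and DN3868_c0_g1 by 1.74 (SE 0.19) and 2.06 (SE 0.16). In contrast, DN820_c0_g1 rose by 3.09 (SE 0.27) and 2.84 (SE 0.26). Of 15 lysosomal protease unigenes, which digest proteins in lysosomes, 2 fell in SA/PBS and 5 in PM/PBS. Legumain (DN129827_c0_g1) fell by 2.29 (SE 0.21) and 1.87 (SE 0.21), and cathepsin D (DN63830_c0_g2) by 2.12 (SE 0.27) and 1.99 (SE 0.43). Cathepsin B (DN1027_c0_g1) fell by 1.39 (SE 0.11) in PM/PBS and did not pass in SA/PBS at −0.95 (adjusted p = 0.0598). Camera with a preset correlation gave adjusted p = 0.00692 and 0.000685 for elongases and 0.0517 and 0.00128 for lysosomal proteases. With an estimated correlation neither set passed (adjusted p = 0.271 and 0.187, 0.335 and 0.187), and with fry both passed as falling (adjusted p = 0.00889 and 0.00467, 0.0155 and 0.00467). In PM/PBS 3 elongases rose, 13 elongases fell and 6 lysosomal proteases fell when PM replicate 3 was left out. Steroid biosynthesis was not tested, as the KEGG column gave no pathways. The paper reports lysosome and fatty acid elongation as enriched among genes that fell in these libraries. Tests of the elongase and lysosomal protease groups are thus not independent evidence.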

An analysis was focused on the enrichment of KEGG pathways related to immunity, revealing that the Toll and IMD signaling pathways, MAPK signaling pathway, and NF - κB signaling pathway were significantly enriched. 

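Genes of the Toll and Imd pathways, which switch on antimicrobial peptide genes, mostly rose with both bacteria, while of 4 toll unigenes 3 fell in PM/PBS and 2 in SA/PBS. Of 14 unigenes, all tested, 10 rose and 3 fell in PM/PBS and 8 rose and 2 fell in SA/PBS. A peptidoglycan recognition protein (PGRP-SC2-like, DN5977_c1_g2) rose by 2.30 (SE 0.14, adjusted p = 0.000120) and 1.94 (SE 0.14, adjusted p = 9.63e-05). The transcription factor AP-1 (DN4991_c0_g1) rose by 1.95 (SE 0.17) and 1.36 (SE 0.18). Dual oxidases, which make hydrogen peroxide at epithelia, rose too: DN3843_c0_g1 by 1.36 (SE 0.21) and 2.09 (SE 0.22), and DN202_c3_g2 by 1.61 (SE 0.14) and 1.87 (SE 0.11). The adapter MyD88 (DN2869_c0_g1) rose by 1.46 (SE 0.15) and 1.39 (SE 0.12). Toll DN17829_c0_g1 fell by 2.38 in PM/PBS and by 2.96 (SE 0.19, adjusted p = 7.86e-05) in SA/PBS. Toll DN19901_c0_g2 fell by 2.79 (SE 0.80, adjusted p = 0.0340) in PM/PBS and did not pass in SA/PBS at −1.50, and DN19901_c1_g1 did not pass in PM/PBS at −1.75 but fell by 3.11 (SE 0.40) in SA/PBS. Toll DN6658_c0_g1 fell by 1.31 (SE 0.22) in PM/PBS. Kayak (DN1795_c2_g1) rose by 1.06 and 1.03, except when scaled by library size alone or without PBS replicate 2, PM replicate 1 or SA replicate 2. The PM/PBS falls of DN17829_c0_g1 and DN19901_c0_g2 were lost without PBS replicate 1 or 3 or PM replicate 1, the latter also without PM replicate 2. The study picked these unigenes for passing in these libraries, so their counts are not independent evidence. Adjusted over the list alone, 4 and 3 fell. Leaving out PM replicate 3, with the usual adjustment, 10 rose and 4 fell in PM/PBS.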

Within the Toll and IMD signaling pathways, 10 up - regulated genes and 4 down - regulated genes were identified as influencing the defense response and apoptosis. 

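A VEGF-like and an FGF-9 unigene of the MAPK pathway, which relays growth and stress signals, had the largest rises of the 3 pathway lists. Of 31 tested unigenes, 25 rose and 6 fell in PM/PBS and 15 rose and 6 fell in SA/PBS. A VEGF-like unigene (DN1261_c2_g1) rose by 5.51 (SE 0.24, adjusted p = 4.81e-05) and 4.53 (SE 0.31, adjusted p = 9.37e-05). FGF-9 (DN8189_c0_g1) rose by 4.93 (SE 0.43) and 4.56 (SE 0.50), and an FGFR4-like receptor (DN13487_c0_g1) by 1.75 (SE 0.13) and 1.48 (SE 0.09). The p53 unigene DN349_c0_g1 rose by 1.80 (SE 0.17) and 1.58 (SE 0.22). Dual specificity phosphatase 8 (DN759_c0_g4), which switches MAP kinases off, rose by 1.90 (SE 0.49, adjusted p = 0.0233) in PM/PBS and did not pass in SA/PBS at 1.56 (adjusted p = 0.0515). An FGFR3-like receptor (DN7667_c0_g1) fell by 1.82 (SE 0.55, adjusted p = 0.0417) and 2.51 (SE 0.47), and an arrestin (DN1977_c1_g1), of a family that silences G protein-coupled receptors, by 1.65 (SE 0.26) and 1.91 (SE 0.11). Pdzrn3 (DN114517_c0_g2) had too few counts to test, 37 in PM, 42 in SA and 10 in PBS over 3 libraries each. In PM/PBS the phosphatase was lost without PBS replicates 2 or 3 or PM replicate 2, and the FGFR3-like receptor without PBS replicates 1 or 3 or PM replicates 1 or 2. No test compared the 25 of PM/PBS with the 15 of SA/PBS, and 18 rose in SA/PBS when adjusted over the list alone. In PM/PBS 26 rose and 6 fell when PM replicate 3 was left out. The list is the study's own choice from these libraries and thus not independent evidence.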

The MAPK signaling pathway was impacted by 33 DEGs, among which were G protein - coupled receptors (GPCRs), E3 ubiquitin protein ligase (Pdzrn3), myeloid differentiation primary response protein MyD88 - like, specificity protein phosphatase 8 - like, and FGF - 9 (fibroblast growth factor - 9; with 27 up - regulated and 6 down - regulated). Additionally, a total of 14 DEGs (8 up - regulated and 6 down - regulated) were detected in the NF - κB signaling pathway (**Supplementary Table S3**). 

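NF-kappa B genes, which link receptors to immune gene transcription, were divided between rises and falls. Of 12 tested unigenes, 6 rose and 6 fell in PM/PBS and 5 rose and 6 fell in SA/PBS. The Relish-like p110 subunit (DN4879_c1_g1) rose by 2.90 (SE 0.20, adjusted p = 0.000145) and 2.36 (SE 0.14, adjusted p = 5.99e-05). An uncharacterized unigene (DN1251_c7_g1) rose by 3.05 (SE 0.43) and 3.33 (SE 0.44), and a TRAF3-like adapter (DN1665_c0_g1) by 1.47 (SE 0.16) and 1.68 (SE 0.15). TRAF6 adapters fell: DN2859_c0_g1 by 1.98 (SE 0.26) and 2.10 (SE 0.25), and DN47443_c0_g1 by 2.91 (SE 0.69) and 2.33 (SE 0.72). The uncharacterized DN14917_c0_g1 fell by 1.93 (SE 0.45) and 2.26 (SE 0.53), in PM/PBS except without PBS replicate 1 and in SA/PBS except without PBS replicate 1 or SA replicate 3. TAB (DN16209_c0_g1), which activates the kinase TAK1, rose by 1.06 (SE 0.14) in PM/PBS and did not pass in SA/PBS at 0.85. A second TRAF3-like unigene (DN21150_c0_g1) with 67 counts in PM, 51 in SA and 9 in PBS was not tested. With library size as the only scaling, 5 rose and 6 fell in PM/PBS, TAB did not pass, and the list median went from 0.02 to −0.13. Leaving out PM replicate 3 gave 7 rising and 6 falling. DN47443_c0_g1 did not pass in SA/PBS with DESeq2 or without PBS replicate 2 or 3 or SA replicate 2 or 3. This list too was picked by the study from these libraries and is not independent evidence.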

Previous studies have demonstrated that these three pathways regulate innate immune responses in ticks. Specifically, research on *Amblyomma americanum* and *Hyalomma asiaticum* following *Escherichia coli* treatment revealed activation of multiple immune - related genes, as well as the Toll and IMD signaling pathways, MAPK signaling pathway, and NF - κB signaling pathway (21, 33). This indicates conserved functions of these pathways in defending against Gram-negative bacterial invasion and highlights their critical roles in the innate immune defense system of *Hyalomma anatolicum*.

Based on the experimental data, it was observed that bacterial invasion had a significant impact on the gene functional profile of *H. anatolicum*. A detailed analysis was conducted in this study, examining the changes in expression of factors related to the immune response of *H. anatolicum* under the stress of bacterial invasion. Special attention was given to key immune molecules, such as antimicrobial peptides (comprising defensins and Microplusin), lysozymes, and lectins. In comparison to the PBS control group, a total of 16 antimicrobial peptide family members were identified in both the PM group and the SA group, encompassing 9 defensins and 7 microplusin, with 6 of them showing differential up-regulation in expression. Furthermore, 6 lysozyme family members (2 up - regulated) and 12 lectin family members (7 up - regulated) were also detected (**Supplementary Table S4**). These findings uncovered the immunomodulatory mechanisms employed by *H. anatolicum* in response to bacterial challenges.

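Defensins, which damage bacterial membranes, and microplusins, which withhold metals from microbes, had members that rose with both bacteria alike. Of 6 tested defensins 3 rose and 1 fell, and of 7 microplusins 3 rose and 0 fell, in PM/PBS and in SA/PBS, by edgeR and under every scaling. The defensin DN7431_c2_g2 rose by 7.30 (SE 0.48, adjusted p = 0.000137) with PM and by 7.42 (SE 0.48, adjusted p = 7.88e-05) with SA, from 0.0900 CPM in PBS to 15.3 and 16.5. The defensin DN1611_c0_g1 rose by 5.88 (SE 0.54) and 5.92 (SE 0.54), to 864 (SD 120, n = 3) CPM with PM and 885 (SD 116) with SA from 14.7 (SD 10.2) in PBS. DN249_c0_g1 rose by 2.78 (SE 0.17) and 2.67 (SE 0.13). Another defensin, DN82471_c0_g1, fell by 2.66 (SE 0.60, adjusted p = 0.0138) and 2.55 (SE 0.37, adjusted p = 0.00190). Microplusin DN6219_c1_g2 rose by 2.94 (SE 0.28) and 3.11 (SE 0.27), DN1272_c2_g1 by 2.61 (SE 0.25) and 2.81 (SE 0.23), and DN1760_c1_g1 by 1.60 (SE 0.20) and 1.67 (SE 0.20). The 2 most abundant microplusins reached 8074 and 6941 CPM with PM and 9060 and 7928 with SA. In PM replicate 3 the defensins were lower than in the other PM libraries, for DN1611_c0_g1 725 against 944 and 922 CPM. Camera with a preset correlation gave adjusted p = 1.16e-05 and 1.12e-05 for defensins and 0.00218 and 0.00897 for microplusins. With an estimated correlation neither family passed (adjusted p = 0.114 and 0.111, 0.285 and 0.299), though for defensins that correlation was negative (−0.0269 and −0.130). Both families passed as rising with fry (adjusted p = 0.000455 and 0.000175, 0.00584 and 0.00889). From the rise of antimicrobial peptide genes the paper proposes that *H. anatolicum* starts an effective antimicrobial response. Counts of bacteria over time were not part of these data.

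**Figure D2:**
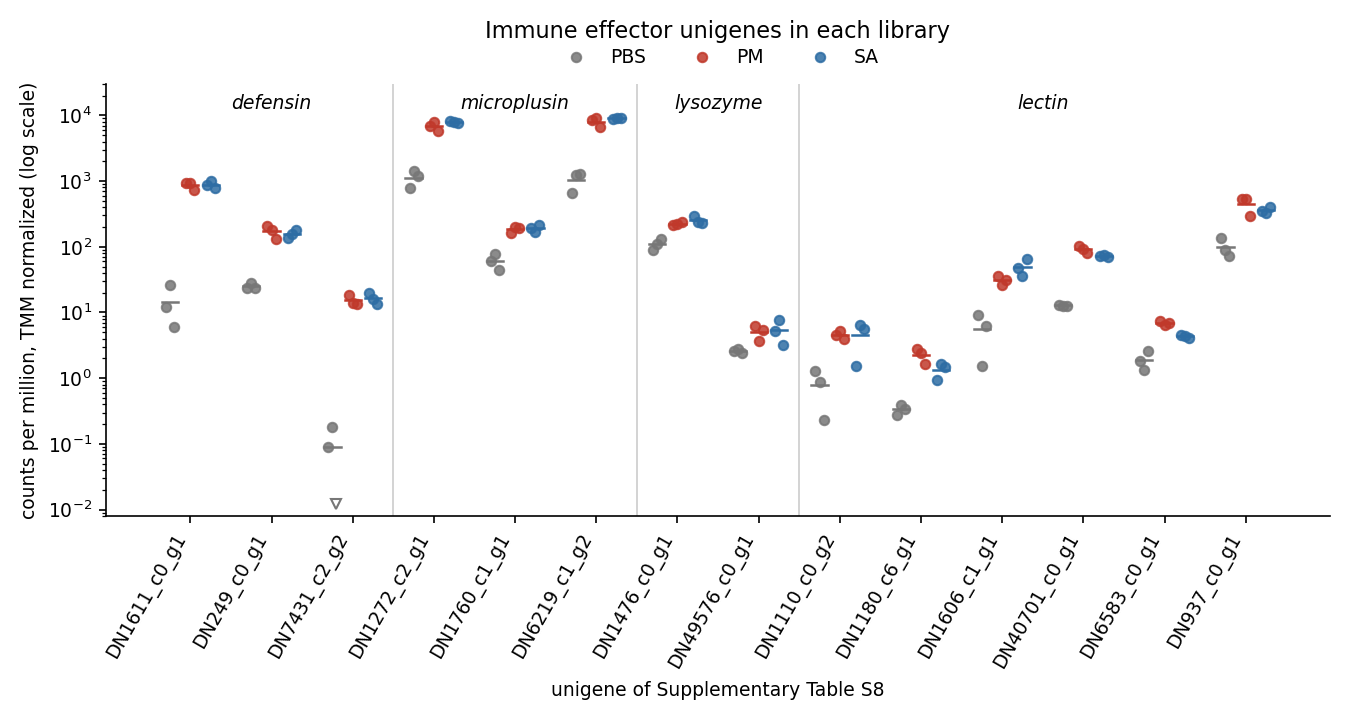
CPM (TMM-scaled, logarithmic axis) of the 14 unigenes of Table S8 in each of the 3 PBS, PM and SA libraries. Lines are group means, for DN249_c0_g1 from 23.5, 27.8 and 24.0 in PBS to 205, 179 and 133 in PM and 138, 159 and 180 in SA. The open triangle marks 0 counts of DN7431_c2_g2 in PBS replicate 3.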

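Lectins, which bind sugars on microbial surfaces, mostly rose, and lysozymes, which cut the bacterial cell wall, moved both ways. Of 9 tested lectins 6 rose and 1 fell in PM/PBS, and of 8 tested 7 rose in SA/PBS. The techylectin-like DN40701_c0_g1 rose by 2.84 (SE 0.12, adjusted p = 4.38e-05) and 2.50 (SE 0.09, adjusted p = 2.07e-05). DN1180_c6_g1 rose by 2.72 (SE 0.33) and 1.98 (SE 0.34), DN1110_c0_g2 by 2.56 (SE 0.47) and 2.56 (SE 0.67), the fibroleukin-like DN937_c0_g1 by 2.18 (SE 0.30) and 1.85 (SE 0.23), and DN6583_c0_g1 by 1.85 (SE 0.25) and 1.17 (SE 0.26). DN17688_c0_g1 fell by 1.82 (SE 0.43) in PM/PBS, lost without PM replicate 1, and did not pass in SA/PBS at −0.45. DN8513_c0_g1 rose by 2.27 (SE 0.66, adjusted p = 0.0351) in SA/PBS, lost without any single PBS replicate or SA replicate 1, and did not pass in PM/PBS at 1.41. Of 6 lysozymes 1 rose and 1 fell in PM/PBS, and 2 rose and 1 fell in SA/PBS. Lysozyme DN1476_c0_g1 rose by 1.02 (SE 0.15) and 1.21 (SE 0.17), in PM/PBS except without PBS replicate 1 or when scaled by library size alone. DN49576_c0_g1 did not pass in PM/PBS at 0.98 and rose by 1.06 (SE 0.30) in SA/PBS, lost without any PBS replicate or SA replicates 1 or 2. DN8460_c0_g2 fell by 2.81 (SE 0.88, adjusted p = 0.0459) in PM/PBS and fell by 4.47 (SE 0.49) in SA/PBS, the former lost without any PBS replicate or PM replicates 1 or 2. The SA/PBS rise of DN1110_c0_g2 was lost without PBS replicates 2 or 3 or SA replicates 2 or 3, and that of DN6583_c0_g1 without PBS replicate 2. Camera gave adjusted p = 1.85e-05 and 1.56e-05 for lectins with a preset correlation and 0.124 and 0.111 with an estimated one, and 0.597 and 0.777 for lysozymes with a preset correlation. With fry lectins passed as rising in both comparisons (adjusted p = 0.00179 and 0.000786). Lysozymes passed with fry in PM/PBS (adjusted p = 0.0205) and not in SA/PBS (adjusted p = 0.306). Without PM replicate 3, the counts over defensins, microplusins, lectins and lysozymes in PM/PBS were 13 rising and 3 falling, the same numbers as with it.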

#### 3.1.4 PPI network analysis and RT-qPCR validation

The PPI network for the DEGs in the PBS/SA group comprised 413 interactions among 194 nodes, whereas the PPI network for the DEGs in the PBS/PM group consisted of 329 interactions involving 168 nodes (**Figure 3**). 

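Genes placed in the interaction networks mostly rose. Of 165 tested nodes of the PBS/PM network 139 rose and 20 fell, and of 192 tested nodes of the PBS/SA network 153 rose and 20 fell. The 3 nodes with most interactions all act in ribosome assembly: WDR12, a pre-rRNA methyltransferase and, in PBS/PM, a WD repeat protein 3-like unigene or, in PBS/SA, a U3 ribonucleoprotein. The WD repeat protein 3-like DN1169_c0_g1 rose by 1.11 and 1.21 (SE 0.10, adjusted p = 0.000143), and the methyltransferase DN4356_c0_g1, which modifies ribosomal RNA, by 1.16 and 1.11. The U3 ribonucleoprotein DN27663_c1_g2 did not pass in PM/PBS at 0.99 and rose by 1.05 in SA/PBS. When only library size was used for scaling, 94 and 112 nodes rose, DN1169_c0_g1 lost its PM/PBS call, and DN4356_c0_g1 and DN27663_c1_g2 their SA/PBS call. With limma on FPKM 64 to 87 nodes of PBS/PM rose and 12 to 15 fell. Without PM replicate 3, 140 rose and 21 fell. Nodes were drawn from genes that had passed in these libraries, so their counts are not independent evidence. Adjusted over each network alone, 140 and 153 rose and 21 and 21 fell.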

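WDR12 and bystin, which assemble the large and the small ribosomal subunit, rose with both bacteria, and heat shock proteins, which fold other proteins, moved both ways. WDR12 (DN142392_c0_g1) rose by 1.36 (SE 0.12, adjusted p = 0.000231) in SA/PBS and by 1.31 (SE 0.14) in PM/PBS. Bystin (DN911_c4_g1) rose by 1.17 (SE 0.10) and 1.25 (SE 0.14) in the same order. Of 25 tested heat shock unigenes 8 rose and 3 fell in SA/PBS, and 5 rose and 3 fell in PM/PBS. Paired values in this paragraph give SA/PBS first, then PM/PBS. HSP90-alpha-like DN4216_c0_g1 rose by 1.87 (SE 0.14) and 1.82 (SE 0.13), HSP105 (DN1484_c3_g1) by 1.68 (SE 0.09) and 1.59 (SE 0.12), and HSP60A (DN2559_c0_g1) by 1.30 (SE 0.12) and 1.21 (SE 0.13). HSP70-like unigenes fell, DN30420_c0_g1 by 1.82 and 1.44, DN20509_c0_g1 by 1.64 and 1.72, and the HSP70 12A-like DN946_c5_g1 by 1.37 and 1.26. The PM/PBS falls of the last 2 were lost without PBS replicates 1 or 3 or PM replicates 1 or 2. Camera with a preset correlation gave adjusted p = 0.00900 and 0.0201 for heat shock proteins, and 0.206 and 0.285 with an estimated correlation. Fry gave adjusted p = 0.00281 and 0.00411. After scaling by library size alone, 5 rose and 3 fell in SA/PBS and 4 and 4 in PM/PBS. With PM replicate 3 left out, 8 rose and 4 fell in PM/PBS. The paper draws WDR12, bystin and heat shock proteins from its changed genes in these libraries. Their counts and tests are thus not independent evidence.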

In the study, significant interactions were identified among genes in the SA/PBS comparison group, which included the ribosome biogenesis protein WDR12, the bystin protein, and heat shock proteins (HSPs). Similarly, interactions were detected in the PM/PBS comparison group, involving the nucleolar complex protein 4, the U3 small nucleolar RNA - associated protein, and the bifunctional glutamate/proline - tRNA ligase (**Supplementary Table S5**). 

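Nucleolar complex protein 4, needed to export small ribosomal subunits, and the U3 small nucleolar RNA-associated protein, which acts in cutting ribosomal RNA, rose with both bacteria. Nucleolar complex protein 4 (DN142125_c0_g1) rose by 1.26 (SE 0.15, adjusted p = 0.000963) in PM/PBS and by 1.37 (SE 0.09, adjusted p = 9.00e-05) in SA/PBS. The U3 small nucleolar RNA-associated protein DN5135_c0_g1 rose by 1.40 (SE 0.15) and 1.56 (SE 0.14). Bifunctional glutamate/proline-tRNA ligase (DN25369_c0_g1), which charges 2 transfer RNAs, rose by 2.34 (SE 0.19) and 2.41 (SE 0.14). RNA levels do not measure the interactions between their proteins.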

Further analysis through GO and KEGG enrichment revealed that these proteins were notably enriched in the IL - 17 signaling pathway, the MAPK signaling pathway, and the aminoacyl - tRNA biosynthesis pathway (**Supplementary Figure S7**). Based on these observations, it is speculated that the IL - 17 signaling pathway, the MAPK signaling pathway, and the aminoacyl - tRNA biosynthesis pathway are potentially involved in regulating the immune defense mechanisms of *H. anatolicum* at the transcriptional level.

**Figure 3:**
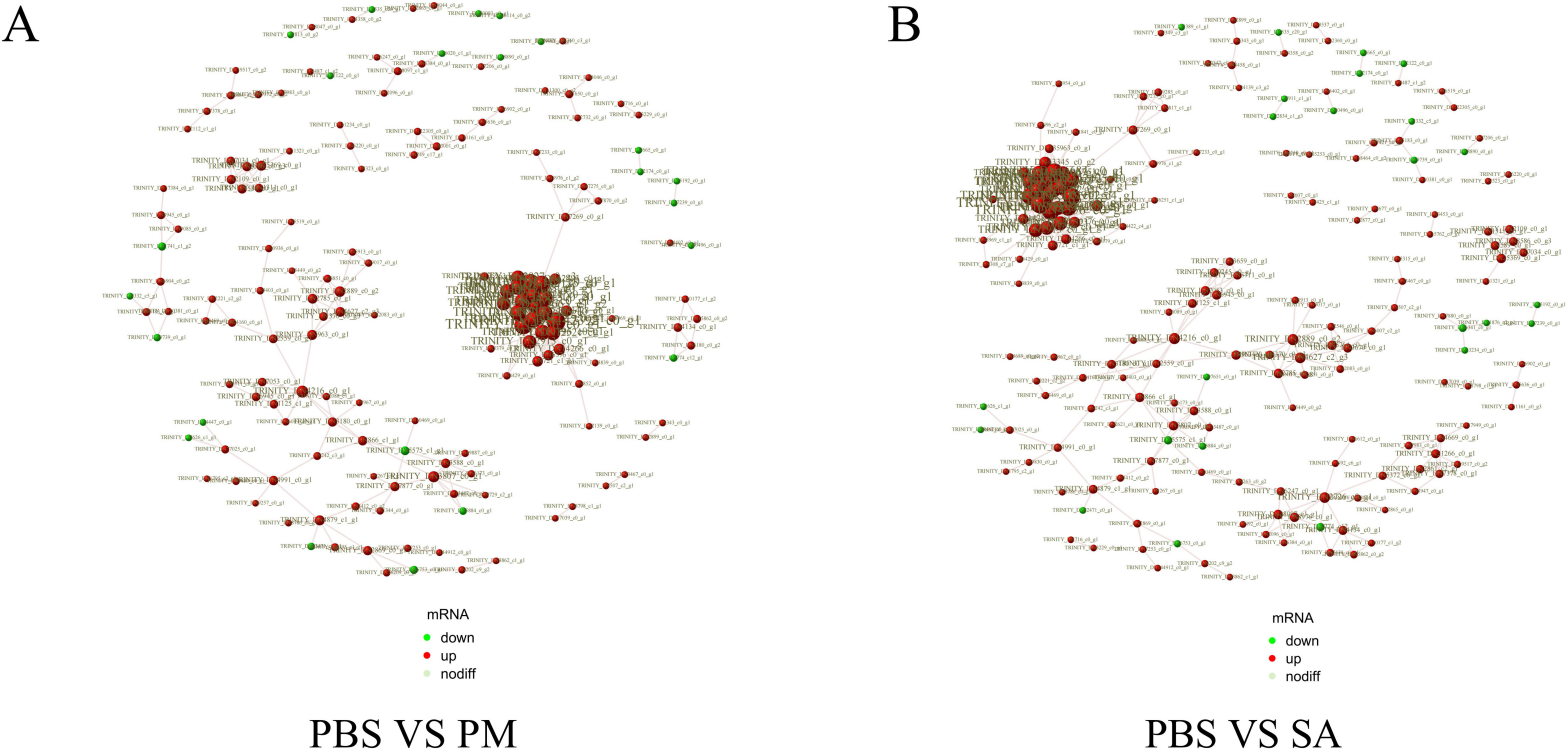
Protein-protein interaction (PPI) networks of differentially expressed genes. Edges represent interactions, and node size indicates degree. The node color (red for up-regulated, green for down-regulated genes) shows the significance of gene expression changes. **(A)** PPI network for the PBS/PM group. **(B)** PPI network for the PBS/SA group.

Six immune - related genes were selected for RT - qPCR relative quantitative analysis, with the aim of further confirming the protein - coding genes identified in the transcriptome. The results obtained from this analysis demonstrated the reliability of the RNA - seq data, as the expression profiles of the selected genes were found to be consistent with the fold change values calculated during the transcriptome analysis (**Figure 4**).

**Figure 4:**
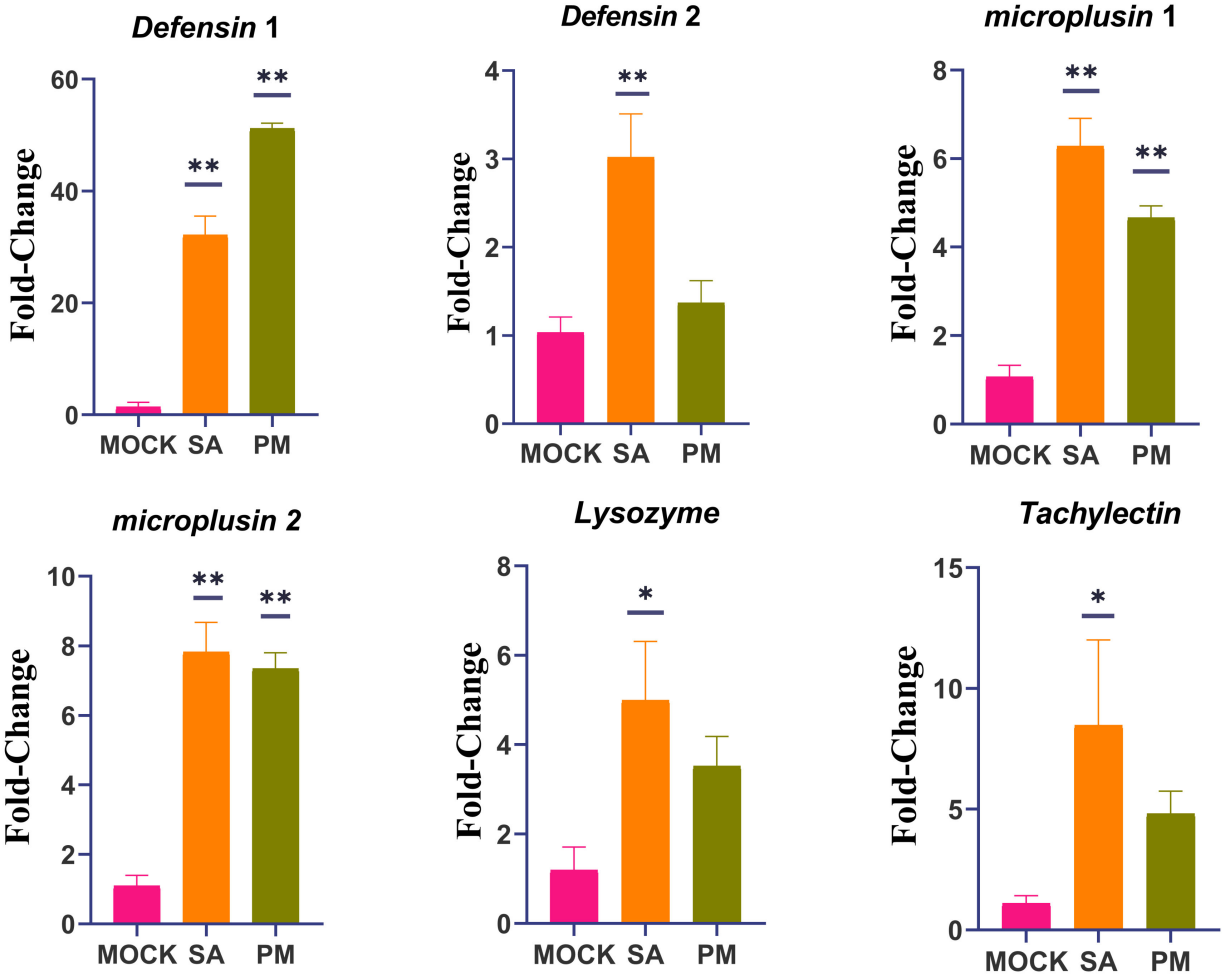
RT-qPCR validation of differentially expressed genes identified by RNA-seq. *H. anatolicum* translation elongation factor EF-1 alpha (ELF1α) was used as an internal control. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01. The experiments were repeated three times. Data were normalized to the expression level of ticks from mock-infected group. Mock, PBS-injected females after 24 h; SA, *S. Aureus*-injected females after 24 h; PM, *P. mirabilis*-injected females after 24 h.

### 3.2 Results of TMT-labeled quantitative proteomics analysis

#### 3.2.1 Protein identification and DEPs screening

To investigate the defense mechanisms and protein dynamics in *H. anatolicum* following bacterial challenge, we conducted TMT-based quantitative proteomic analysis across three comparative groups. Proteomic and transcriptomic profiles were established for *H. anatolicum* specimens treated with Staphylococcus aureus, Proteus mirabilis, or phosphate-buffered saline (**Figure 5A**).

**Figure 5:**
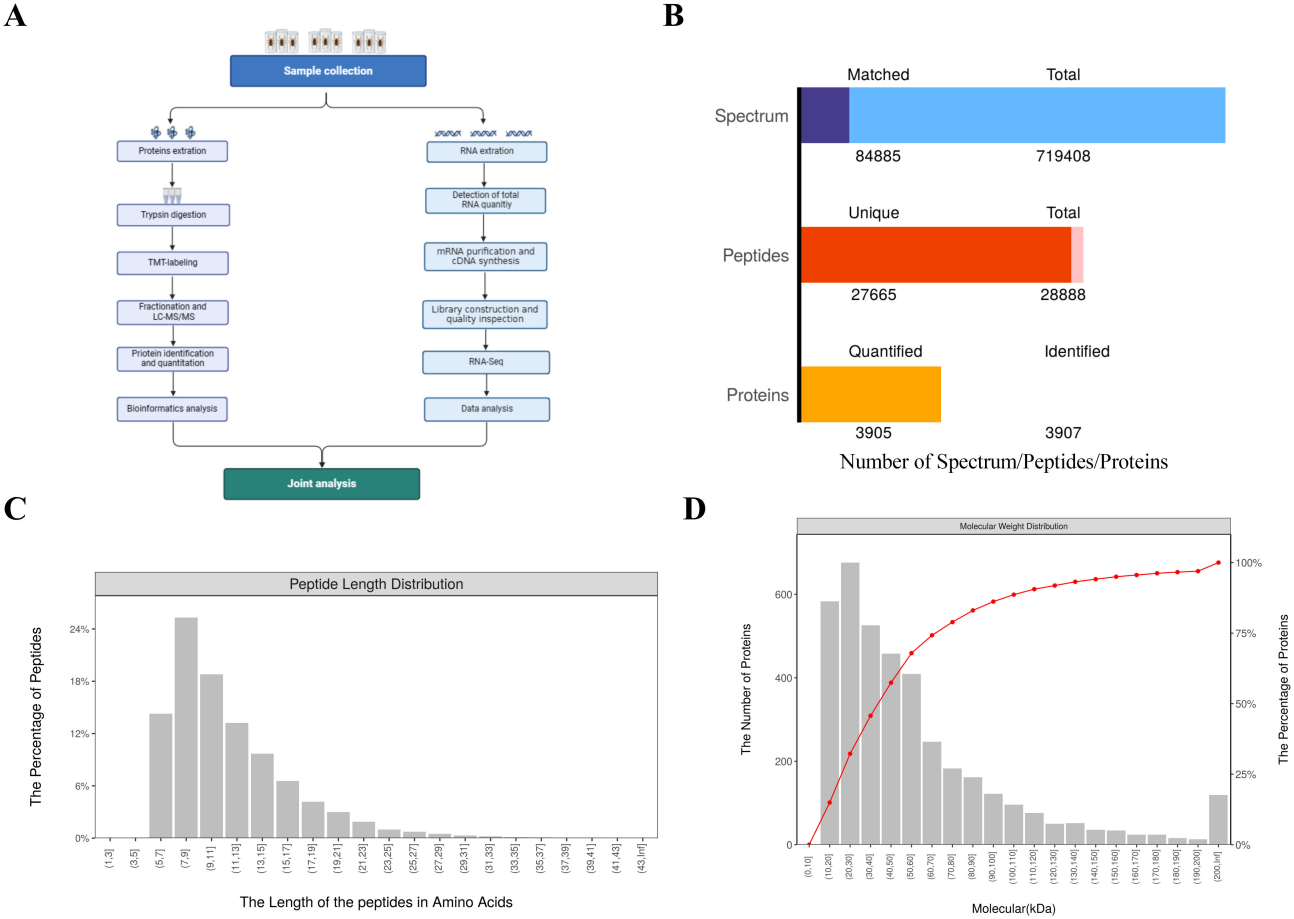
Overview of the combined transcriptome and proteome analysis data. **(A)** Flowchart of the analysis process. **(B)** bar chart summarizing identification and quantification results. **(C)** distribution chart of peptide sequence lengths. **(D)** Relative Molecular Mass Distribution of Identified Proteins.

A comprehensive analysis revealed the identification of 28,888 peptides, including 27,665 unique peptides. Across the three treatment groups, a total of 3,907 proteins were detected, with 3,905 of these being quantifiable (**Figure 5B**). The length distribution of the peptides indicated that the majority ranged between 7 and 15 amino acids (**Figure 5C**). Additionally, the number of identified peptides exhibited a decreasing trend as molecular weight increased from 30 to 200 kDa (**Figure 5D**).

A thorough differential screening of the experimental data was conducted to determine the number of DEPs among the three comparison groups. With FC greater than 1.2 times and *P* < 0.05, the numbers of up - regulated and down - regulated DEPs were obtained for each of the three comparison groups (**Figure 6**). The PM/PBS comparison group showed the highest count of differentially expressed proteins, with a total of 277, whereas the SA/PBS group had 175 DEPs. Among these, 172 proteins in the PM group exhibited significantly higher expression levels compared to those in the PBS group, and 90 proteins were found to be differentially up - regulated in the SA group when compared to the PBS group.

**Figure 6:**
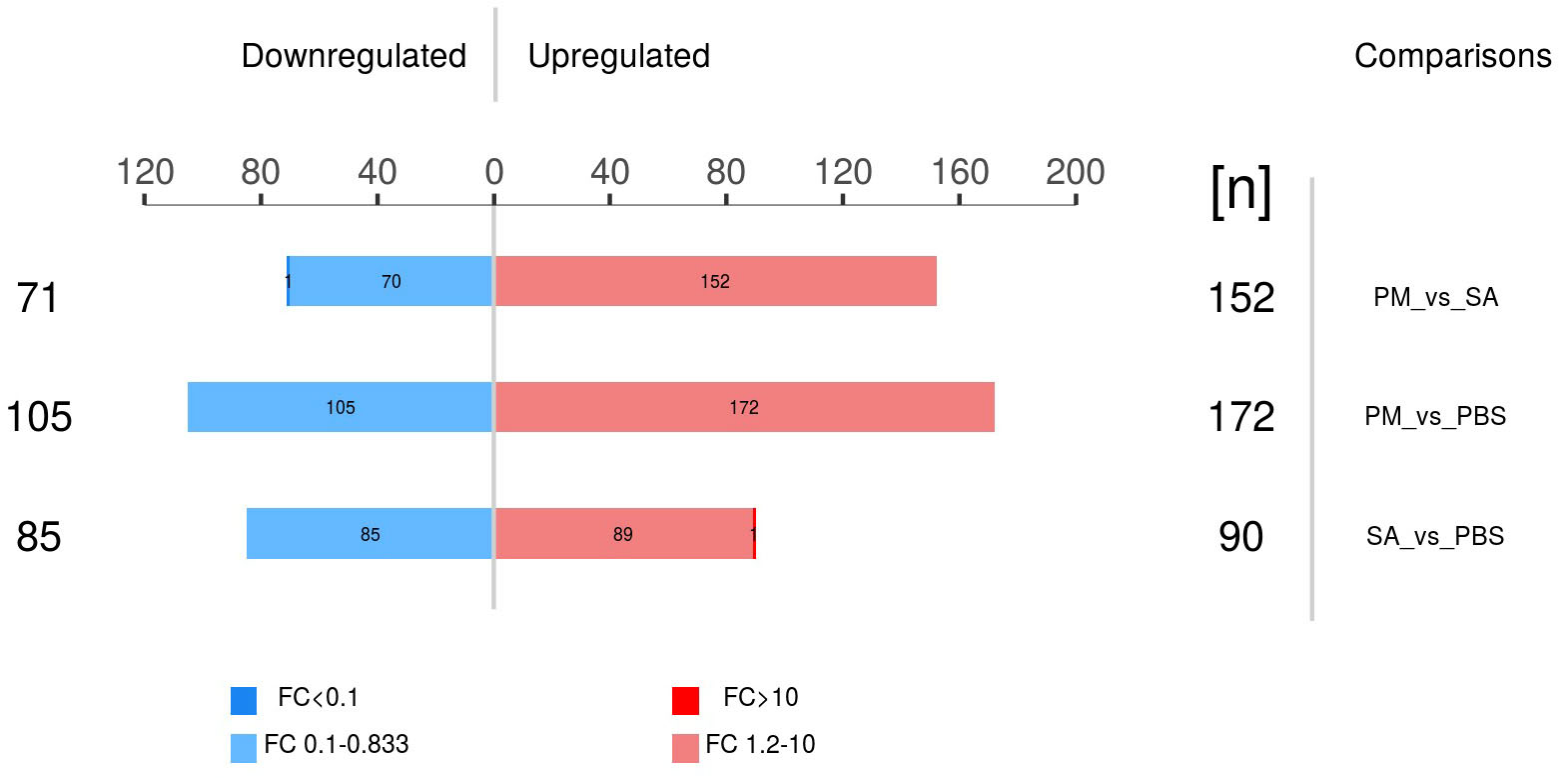
Differential expressed proteins in three comparison groups (p < 0.05, |fold change| > 1.2 or < 0.83).

#### 3.2.2 Functional enrichment analysis of differentially expressed proteins

Functional enrichment analysis of differentially expressed proteins (DEPs) was conducted GO, KEGG, and protein domain databases. In the PM/PBS comparison group, the top five enriched GO terms were cell surface receptor signaling pathway, Toll signaling pathway, enzyme activator activity, mitochondrial organization, and serine tRNA aminoacylation, with the cell surface receptor signaling pathway being particularly significantly enriched. For the SA/PBS comparison group, the top 5 terms were calcium ion binding, oxidoreductase activity, cell surface receptor signaling pathway, coenzyme binding, and cofactor binding, among which calcium ion binding stood out as significantly enriched. Additionally, as depicted in **Supplementary Figure S8**, the majority of the DEPs were categorized under the molecular function terms of catalytic activity and binding. This suggests that these DEPs may play crucial roles in the immune response of ticks.

In the three groups, the DEPs were mainly enriched in the Fanconi anemia pathway, cellular senescence, and signal transduction pathways (**Figure 7**). For the PM/PBS group, the up - regulated DEPs were significantly enriched in the Fanconi anemia pathway, NF - kB signaling pathway, Notch signaling pathway, and Wnt signaling pathway, while the downregulated DEPs were mainly enriched in lysosomes and glycerolipid metabolism (**Figure 8A**). For the SA/PBS group, the upregulated DEPs were significantly enriched in cellular senescence and MAPK signaling pathway. Most of the down-regulated DEPs were enriched in peroxisomes and aminobenzoate degradation (**Figure 8B**). Domain enrichment analysis showed that the serine protease inhibitor and lipase domains were significantly enriched in the PM/PBS group, while the Astacin (a branch of serine peptidases) domain was significantly enriched in the SA/PBS group (**Supplementary Figure S9**). Meanwhile, it was observed that there was a notable enrichment of the C - type lectin domain in the SA/PBS group. These C - type lectin domains possess the ability to recognize and bind to specific sugar structures present on the surface of pathogens. Consequently, they play a part in the recognition and elimination of these pathogens.

**Figure 7:**
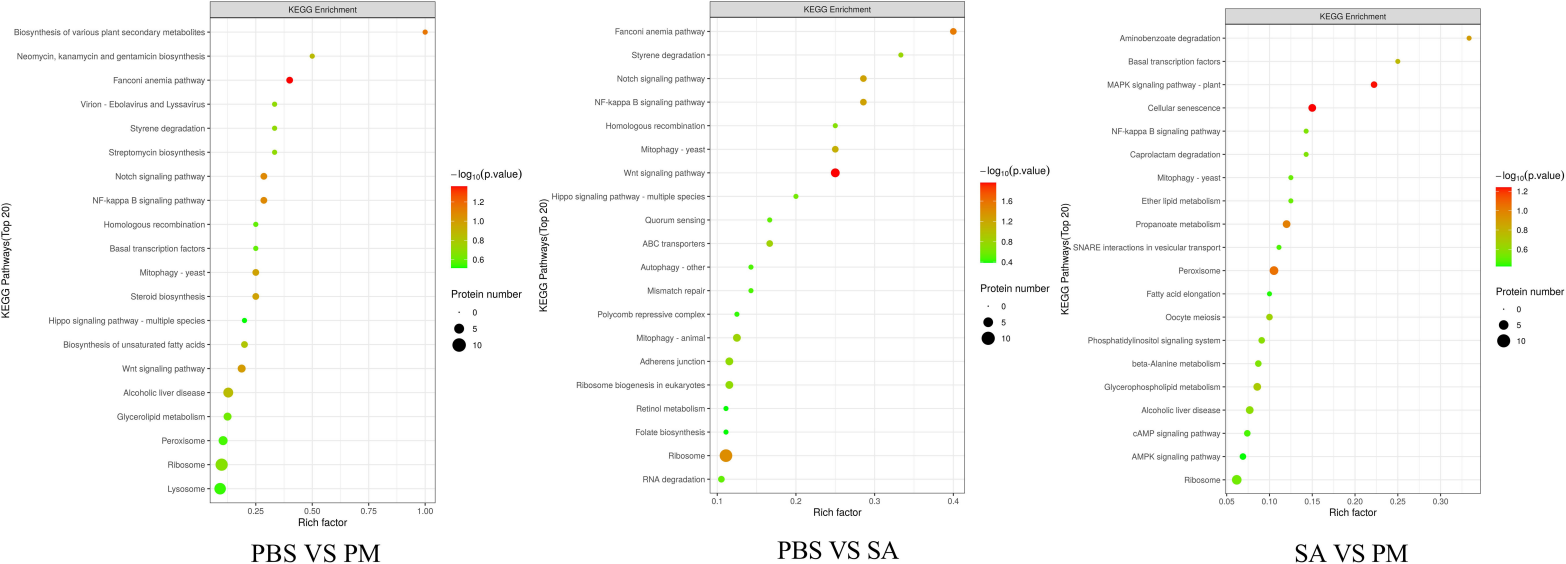
KEGG pathway enrichment bubble plot.

**Figure 8:**
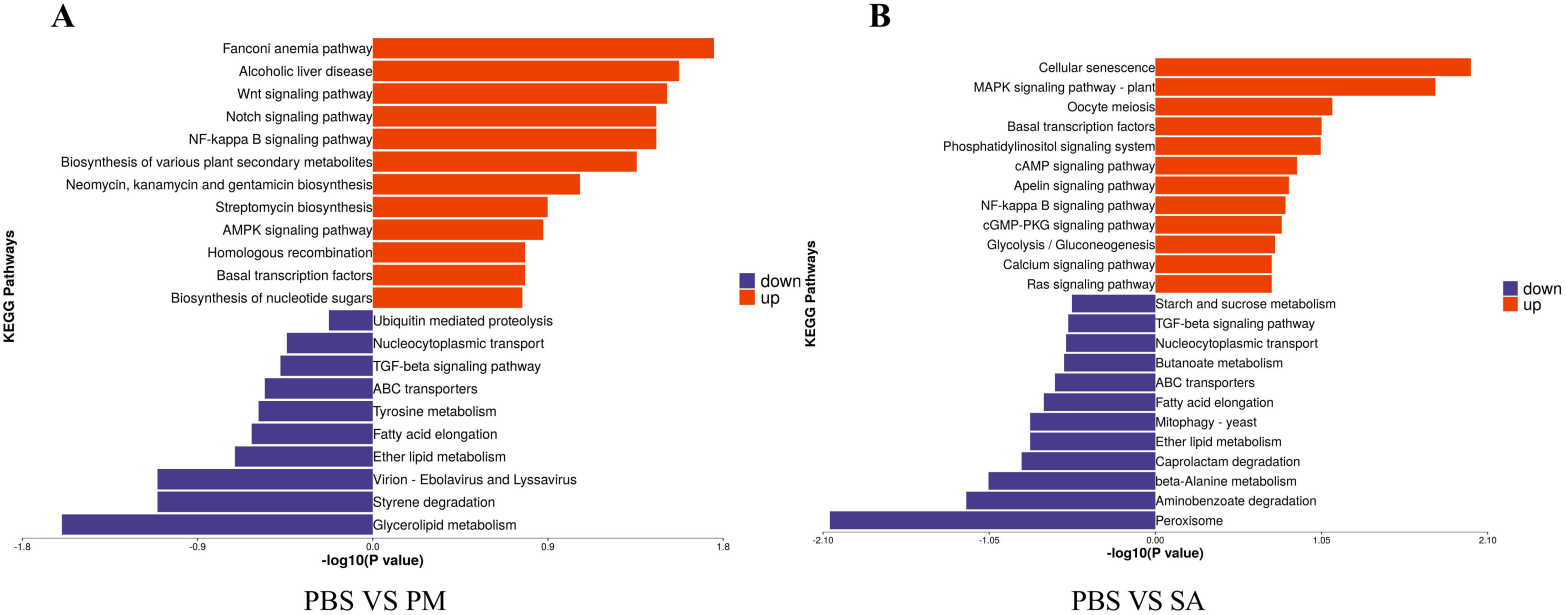
KEGG Enrichment of Differentially Expressed Proteins. **(A)** PBS VS PM treatment group. **(B)** PBS VS SA treatment group.

Furthermore, the research focused on proteins and pathways associated with the innate immune defense mechanisms of ticks, encompassing AMPs such as defensin and microplusin, lectins, as well as signaling pathways including the NF - κB, Toll, and JAK/STAT pathways. Each gene family exhibited distinct expression trends. Intriguingly, defensin and microplusin were absent from the proteomic analysis conducted 24 hours post-puncture injection. Among the various signaling pathways like NF - κB, Toll, IMD, and JAK/STAT, only the NF - κB and JAK/STAT pathways were found to be enriched, while the Toll-like receptor signaling pathway and the IMD immune deficiency pathway were undetected. Additionally, notable differences in immune defense-related proteins were observed between the SA/PBS group and the PM/PBS group.

#### 3.2.3 Differential protein network interaction analysis

The PPI network of DEPs in the PM/PBS group contained 155 edges and 97 nodes (**Figure 9A**). Among them, there were strong interactions among the ribosomal protein family, elongation factor 1-alpha (ELF1α), myosin (Myo9), and actin (Arp1). The PPI network in the SA/PBS group contained 40 nodes and 69 edges (**Figure 9B**). Strong interactions were found between the ribosomal protein family and the helicase family (Rm62). During the process of protein interaction analysis, we observed that a series of proteins were significantly concentrated in the NF - κB signaling pathway and the Wnt signaling pathway in the GO and KEGG pathway enrichment analyses. Moreover, the data analysis revealed that the expression levels of these proteins showed an upward trend with the invasion of bacteria. Based on these findings, we inferred that at the proteomic level, the NF - κB signaling pathway and the Wnt signaling pathway might be involved in regulating the innate immune defense response of ticks.

**Figure 9:**
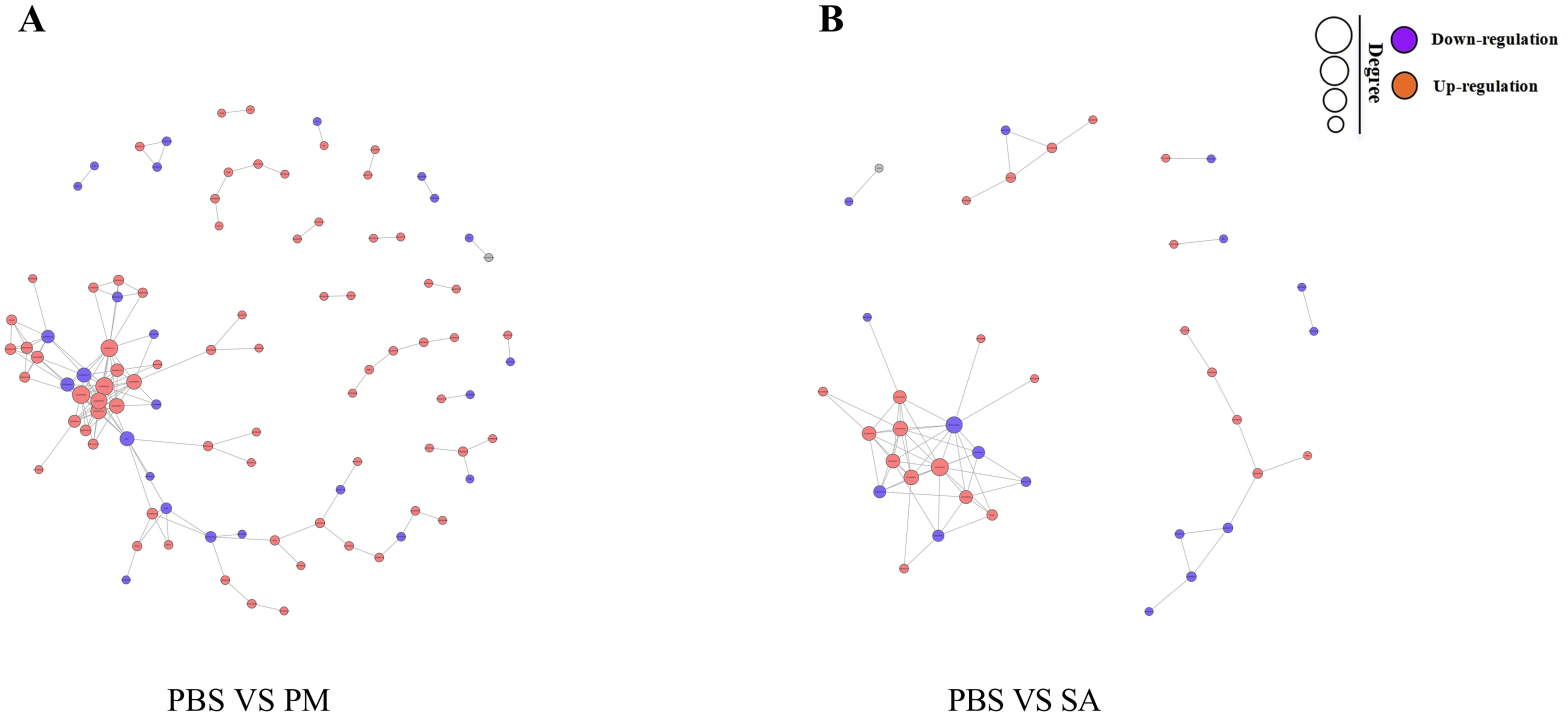
Differentially expressed protein-protein interaction (PPI) networ. Edges represent interactions, and node size indicates degree. The node color (orange for up-regulated, purple for down-regulated genes) shows the significance of gene expression changes. **(A)** PPI network for the PBS/PM group. **(B)** PPI network for the PBS/SA group.

### 3.3 Results of integrated transcriptomics and proteomics analysis

A total of 92, 64, and 11 DEPs and DEGs with corresponding relationships were identified (**Figure 10**). Furthermore, an analysis of the changing trends of these DEGs was conducted across three comparison groups at both the transcriptome and proteome levels. At the mRNA and protein expression levels, in the PM/PBS group, it was observed that 80 genes exhibited the same trend, with 42 being up - regulated and 38 being down - regulated. Additionally, four DEGs showed up - regulation at the transcriptome level but down - regulation at the proteome level, while eight DEGs demonstrated down - regulation at the transcriptome level but up - regulation at the proteome level. In the SA/PBS group, a total of 56 genes displayed the same trend at both the transcriptional and protein levels, with 28 being up-regulated and 28 being down - regulated. Among these, five genes were up - regulated transcriptionally but down-regulated at the protein level, and three genes were down - regulated transcriptionally but up - regulated at the protein level. Lastly, in the SA/PM group, 11 genes were found to have the same trend at both the transcriptional and protein levels, with 10 being up - regulated and 1 being down - regulated.

**Figure 10:**
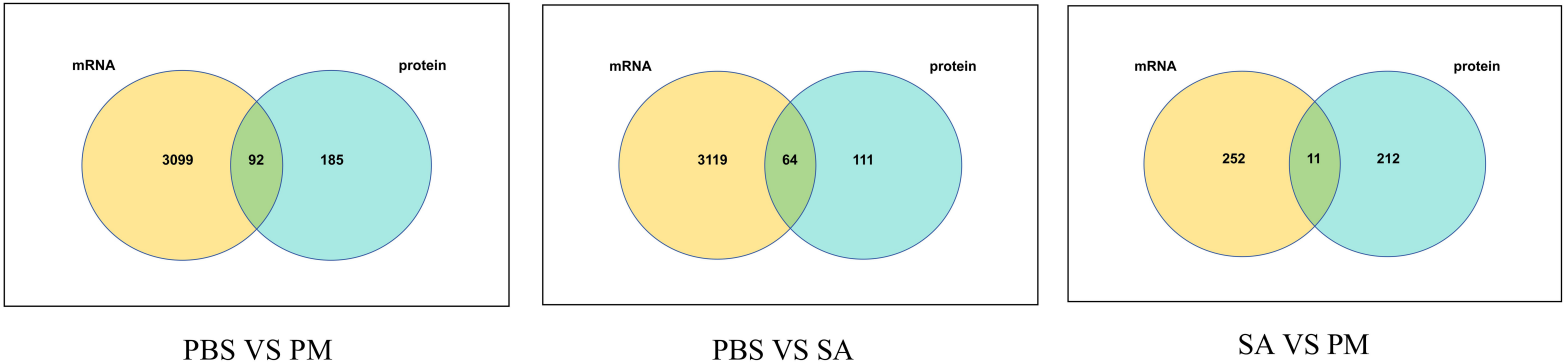
Venn diagram illustrating the corresponding relationships between differentially expressed proteins and their corresponding differentially expressed transcripts. Each circle represents a set of either DEPs or DEGs, with the overlapping regions indicating the number of genes that are differentially expressed at both the transcriptional and translational levels.

Across three groups, more than approximately 26% of the genes and proteins exhibited differential expression patterns. Notably, several proteins situated in the third and seventh quadrants displayed expression patterns that were in harmony with their corresponding genes, indicating that these proteins undergo transcriptional regulation (**Figure 11**). Additionally, a comprehensive analysis revealed 53 DEGs that were up-regulated in both the transcriptome and proteome. These DEGs primarily focused on enhancing immune defense mechanisms, responding to stress, regulating metabolic processes, and maintaining cellular structure and functionality.

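Genes that the study listed as raised at both RNA and protein level mostly had raised transcripts here too. Of 45 tested unigenes of the first part of Table S6, 44 rose in PM/PBS and 0 fell, and of 28 in the second part, 27 rose in SA/PBS and 0 fell. A glycine-rich protein (DN88362_c0_g1) did not pass in PM/PBS at 0.87 and rose by 1.21 in SA/PBS, lost without PBS replicates 1 or 2 or SA replicate 2. A protein unc-119-like unigene (DN938_c0_g1) rose by 1.12 in PM/PBS, except when scaled by library size alone, and did not pass in SA/PBS at 0.99. In SA/PBS, 36 of 39 tested unigenes of the first part rose too, and 0 fell by edgeR. Under the other settings 33 to 51 and 23 to 28 unigenes rose, and without PM replicate 3, 44. Members were chosen by the study for raised transcripts in these libraries, so the counts are not independent evidence.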

**Figure 11:**
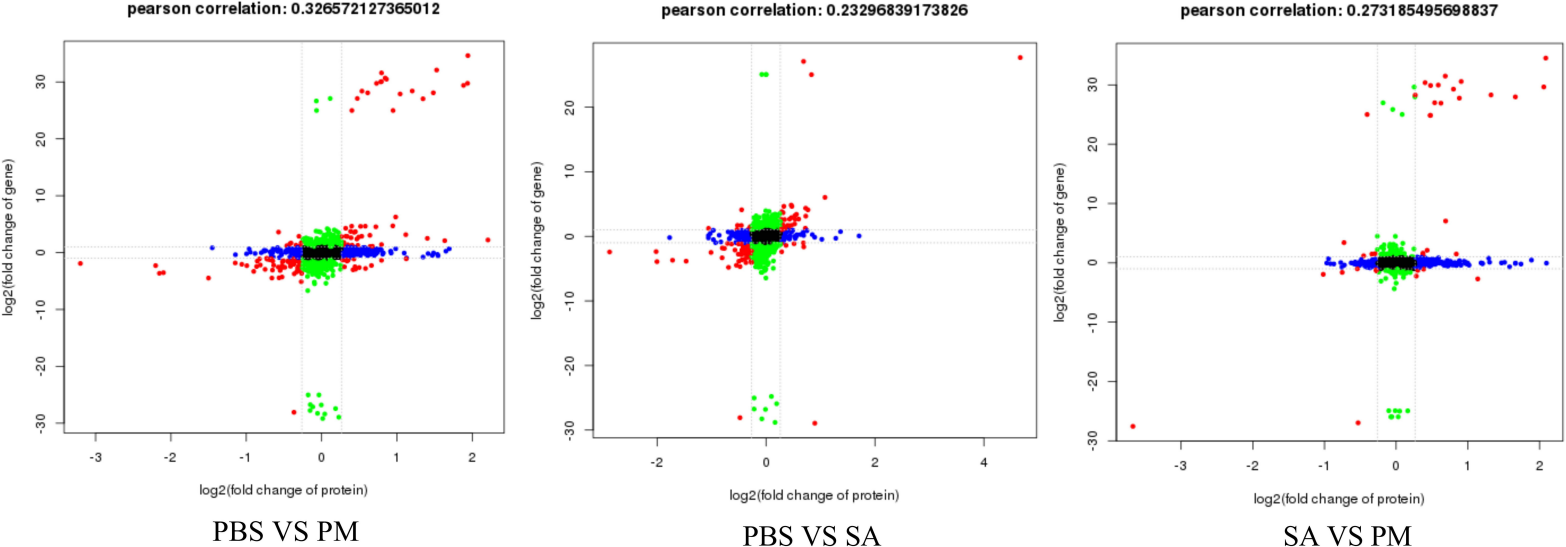
Correlation analysis of protein and gene expression levels. The x-axis and y-axis represent fold changes in protein and gene expression. Red points indicate results with significant differential expression at both transcript and protein levels; blue indicates significant protein-level differences only; green indicates significant transcript-level differences only; black represents no significant differences in either level.

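Bacterial and tick transcripts were both behind the genes raised at RNA and protein level. Among bacterial unigenes with 0 counts in PBS, outer membrane protein F had 744 counts in PM, at least 266-fold above PBS (adjusted p = 0.000163). Outer membrane protein A (DN93239_c0_g1) had 26 counts, at least 9.31-fold, and was not tested. Of bacterial ribosomal proteins, 30S S3 had 128 counts in PM (at least 45.9-fold above PBS, adjusted p = 0.000622) and 50S L3 (DN110932_c0_g3) 42 (at least 15.1-fold, adjusted p = 0.00303). Too few to test were 50S L4 (DN110932_c0_g1) with 25 counts, 50S L6 (DN120375_c0_g1) and 30S S1 (DN41082_c0_g1) with 31 each, 30S S2 (DN55911_c1_g1) and elongation factor G (DN62817_c0_g1) with 10 each, and elongation factor Tu (DN74831_c0_g2) with 20. Translation initiation factor 3 (DN83001_c0_g1) had 91 counts (at least 32.6-fold, adjusted p = 0.000973) and a petrobactin-binding protein (DN156166_c0_g1), which takes up iron, 49 (at least 17.6-fold, adjusted p = 0.00403). Of tick unigenes, a monocarboxylate transporter (DN1639_c0_g1) rose by 6.22 (SE 0.62) and 5.99 (SE 0.64), a proline transporter (DN533_c0_g1) by 4.68 (SE 0.53) and 4.33 (SE 0.38), and a serpin (DN2445_c1_g1) by 4.51 (SE 0.16) and 4.07 (SE 0.12). Hexokinase-2 (DN5183_c0_g1), the first enzyme of glycolysis, rose by 4.26 (SE 0.17) and 3.49 (SE 0.17), acetyl-CoA synthetase (DN487_c1_g2) by 1.35 (SE 0.14) and 1.35 (SE 0.12), and nucleolar complex protein 3 (DN6376_c0_g1) by 1.29 (SE 0.15) and 1.53 (SE 0.13). A dermonecrotic toxin SPH-like unigene (DN44381_c0_g1) rose by 3.12 (SE 0.50) in PM/PBS and was not tested in SA/PBS. The uncharacterized DN33_c0_g3 rose by 2.58 (SE 0.50) and 1.09 (SE 0.28), the latter lost without PBS replicates 1 or 2 or SA replicate 2 and when scaled by library size alone. Of 8 tested unigenes with bacterial words in their description, 4 rose in PM/PBS (camera, preset correlation, adjusted p = 1.85e-05, or 0.114 with an estimated correlation). In SA/PBS 0 of 4 passed by edgeR (camera, adjusted p = 0.468, but fry, adjusted p = 0.000175). In PM/SA 1 of 8 was higher (camera, adjusted p = 2.37e-19, or 0.0191 with an estimated correlation). This group has 50 members. Those with counts only in PM pass the expression filter only by being high there. The set tests of PM/PBS and PM/SA therefore cannot show a rise of the group.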

Among the identified DEGs, there were seven ribosome-related proteins (including four bacterial proteins), two proteins associated with glucose metabolism, one linked to lipid metabolism, two outer membrane proteins originating from bacteria, one MAPK - binding protein, one toxin protein, one nucleolar complex protein, one acetyl - CoA synthetase, and one transporter protein, among others (**Supplementary Table S6**). By comparing transcriptome and proteome data, researchers inferred that the overexpression of numerous ribosome proteins and their intense interaction reactions might contribute to protein stabilization. Furthermore, cells might bolster their stress response and immune defense by upregulating the expression of ribosome proteins (29).

GO and KEGG enrichment analyses further illuminated that these DEGs and DEPs were predominantly involved in Toll and IMD signaling pathways, the PI3K - Akt signaling pathway, and the amino sugar and nucleotide sugar metabolism signaling pathway, among others (**Supplementary Figure S7**).

Finally, the analysis revealed a total of 67 proteins related to the innate immune defense and pathways of ticks, as shown in **Supplementary Table S7**. 

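Among immune genes with a measured protein, most transcripts did not pass, as among all tested unigenes. Of all tested unigenes, 5998 of 32787 passed in PM/PBS and 5907 of 32573 in SA/PBS. Of 64 tested unigenes of Table S7, 8 rose and 3 fell in PM/PBS and 9 rose and 5 fell in SA/PBS. STAT (DN3412_c0_g2), the transcription factor of the JAK-STAT pathway, rose by 1.28 (SE 0.16) and 1.34 (SE 0.23), and the kinase Akt (DN3180_c0_g1) by 1.03 and 1.04, the kinase except when scaled by library size alone or without PBS replicate 1 or PM replicate 1 in PM/PBS or SA replicate 1 in SA/PBS. Neurobeachin (DN2574_c0_g3) rose by 1.14 (SE 0.10) and 1.36 (SE 0.09), papilin (DN171_c0_g1) by 1.01 and 1.25 (SE 0.19), and a prothrombin-like unigene (DN1668_c0_g2) by 1.46 (SE 0.17) and 1.28 (SE 0.16). Neuroglian DN88_c0_g1, a cell adhesion molecule, rose by 1.61 and 1.97, and the neuroglian DN5273_c0_g2 did not pass in PM/PBS at −1.52 and fell by 2.03 (SE 0.45) in SA/PBS. Lachesin (DN6585_c0_g2), another adhesion molecule, did not pass in PM/PBS at −1.98 and fell by 6.46 (SE 0.42, adjusted p = 8.04e-05) in SA/PBS. In PM/SA 0 of 63 tested unigenes of this list passed, so none differed between the bacteria by that test. A MyRIP-like unigene (DN4258_c0_g1) fell by 1.18 (SE 0.16) and 1.13 (SE 0.15), and a zig-8-like unigene (DN14648_c0_g1) by 1.19 in PM/PBS, the latter lost in 5 fits without 1 library. In SA/PBS, ERGIC-53 (DN6007_c2_g1) rose by 1.18 (SE 0.11), casein kinase 2 alpha (DN263_c0_g2) by 1.05, and an IGFBP-related protein (DN3632_c0_g1) fell by 1.1, with similar PM/PBS values of 0.85, 0.92 and −0.78 that did not pass. By group, 3 rose and 3 fell of 40 immunoglobulin unigenes in PM/PBS and 3 and 5 in SA/PBS, 4 of 15 signaling unigenes rose with each, and 1 and 2 of 10 lectin-domain unigenes rose. Log2 changes of RNA and protein correlated weakly over the 64 unigenes: in PM/PBS r = 0.256 (permutation test, p = 0.0438, adjusted p = 0.0876) and rho = 0.126 (permutation test, p = 0.318), in SA/PBS r = 0.227 (permutation test, p = 0.0662, adjusted p = 0.0883) and rho = 0.298 (permutation test, p = 0.0173, adjusted p = 0.0691). Without PBS replicate 2, r of PM/PBS and rho of SA/PBS passed (adjusted p = 0.0499 for each), and without PBS replicate 3, rho of SA/PBS passed (adjusted p = 0.0476). Papilin lost its PM/PBS rise without PBS replicate 2 or PM replicate 1, and neuroglian DN88_c0_g1 both rises without PBS replicates 1 or 2, in PM/PBS also without PM replicate 2 and in SA/PBS without SA replicate 1. The SA/PBS falls of the MyRIP-like and IGFBP-related unigenes were lost without SA replicates 1 and 2 respectively. With library size as the only scaling, papilin and neurobeachin lost their PM/PBS rise and casein kinase 2 alpha its SA/PBS rise. Without PM replicate 3, 10 rose and 7 fell in PM/PBS. Some members were picked by the study from these libraries, which makes the counts not independent evidence.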

Notably, as presented in **Supplementary Table S8**, several key components of the tick’s innate immune system, including AMPs, defensins, and lysozymes, were found to be overexpressed solely at the transcriptional level. This observation may suggest that the protein expression of these factors exhibits certain spatio - temporal specificity. However, the analysis also identified a pathogen - associated molecular pattern (PAMP) - recognizing lectin that was over - expressed at both the transcriptional and protein levels. This finding indicates that the lectin can rapidly respond to the threat posed by external pathogen invasion, further underscoring its significance in the immune defense mechanisms of this tick species.

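Each defensin, microplusin, lysozyme and lectin of Table S8 had higher transcript levels in every library of ticks given bacteria than in any PBS library. For all 14 unigenes each PM and each SA library lay above each PBS library, a separation that chance gives for 5% of unigenes in this direction. Of the 14, 13 rose in PM/PBS and 14 in SA/PBS, and 0 fell by edgeR or under the other scalings. The exception in PM/PBS was lysozyme DN49576_c0_g1. Scaled by library size alone, 12 and 13 rose. All 14 were picked by the study from these same libraries, and as such their counts are not independent evidence. Protein levels were not measured again here.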

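The lectin listed in Table S6 as well as in Table S8, the techylectin-5A-like DN1606_c1_g1, of a family that binds acetylated sugars of bacterial walls, had raised transcripts with both bacteria. It rose by 2.49 (SE 0.53, adjusted p = 0.0107) in PM/PBS and by 3.15 (SE 0.56, adjusted p = 0.00460) in SA/PBS. Its length of 2718 bp equals that of the lectin DN1110_c0_g2, so the 2 unigenes may share reads. In PM/SA its value of −0.65 did not pass (adjusted p = 0.556).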

## 4 Discussion

The innate immune responses in ticks are controlled by an intricate network of genes and signaling pathways. Previous research have illuminated significant transcriptional alterations in ticks on bacterial challenge (28, 30). The IMD, JAK/STAT, and Toll signaling pathways occupy vital roles in managing bacterial, viral, and parasitic infections within tick species. These immune signaling cascades empower ticks to mount effective defenses against a diverse array of microbial threats (11, 31, 32). Activation of the Toll pathway, which is stimulated by fungi and Gram - positive bacteria, is facilitated through an extracellular clip - domain serine protease (cSP) cascade. Conversely, the IMD pathway is engaged by Gram-negative bacteria. Such pathway activations lead to the up - regulation of antimicrobial peptide (AMP) transcription, mediated by the NF - κB transcription factor (33). The JAK/STAT signaling pathway, on the other hand, modulates the expression of AMP genes through STAT transcription factors and has been linked to immune responses directed against viral and parasitic infections (34, 35). Deciphering the intricacies of tick innate immunity presents potential benefits for the prevention of tick - borne infections and the safeguarding of public health.

The selection of these two bacterial strains for the experiment was based on their belonging to different bacterial classifications, facilitating the determination of whether *H. anatolicum* mounts distinct immune responses and produces antimicrobial substances against varying bacterial classes. Following 24 hours of treatment with *S. aureus* and *P. mirabilis*, gene expression analysis was conducted on *H. anatolicum*, revealing numerous DEGs and DEPs. By utilizing FPKM density values to study gene expression, distinct gene and protein expression profiles were identified between the SA and PM treated groups and the PBS control group, further indicating significant expression responses in *H. anatolicum* to bacterial challenge. In a study focusing on *Amblyomma americanum*, significant up - regulation of multiple immune - related genes, including those associated with the Toll, IMD, and JAK/STAT signaling pathways, was observed at 3, 6, 12, and 24 hours post - stimulation with *E. coli* (21). Similarly, in a related study where *Rhipicephalus microplus* was induced with *E. coli*, activation of the tick’s immune system was also observed (36). These findings reveal the existence of a series of conserved immune response pathways at both the cellular and whole - tick levels, playing crucial roles in the tick’s defense mechanisms against bacterial challenges.

In the current study, quantitative proteomics revealed a total of 3,907 proteins across all samples. Through differential analysis, 67 genes related to tick immune defense were detected and quantified in both transcriptome and proteome data. Among these, the differential expression changes of lectins following *S. aureus* and *P. mirabilis* treatments. This observation is in line with earlier studies that explored the role of lectins in immune defense against pathogenic and non - pathogenic bacterial infections (9, 15, 37). Given that ticks may respond to bacterial invasion by enhancing the production or release of lectins, the observed upregulation of lectin expression levels suggests a possible innate immune strategy employed by *H. anatolicum* to defend against bacterial entry.

Many transcription factors serve as key regulators of cell differentiation, environmental stress responses, and immune responses. Some transcription factors, such as zf - LITAF - like, zf - C2H2, and ZBTB, are competent in modulating the innate immune mechanisms of epithelial cells and the host upon pathogen invasion (38, 39). Among the major transcription factor subfamilies, the Homeobox, zf - C2H2, bHLH, and HMG families exhibit the highest number of differentially expressed transcription factors, indicating their significant roles in regulating the observed changes in gene expression. 

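Most transcription factor genes did not pass, with more falling than rising among zf-C2H2, bHLH and homeobox unigenes. By Pfam domain, 7 zf-C2H2 unigenes rose and 10 fell of 219 tested in PM/PBS, and 4 rose and 7 fell in SA/PBS. Of bHLH unigenes 3 rose and 4 fell with each bacterium, of 32 and 33 tested. The hairy-like bHLH repressor DN2473_c0_g1 rose by 1.26 (SE 0.25) and 1.15 (SE 0.22), and the dimmed-like DN6002_c0_g1, of secretory cells, by 1.20 (SE 0.15) and 1.33 (SE 0.14). ID-2-like DN626_c1_g1, which blocks bHLH factors, fell by 2.78 (SE 0.28) and 2.56 (SE 0.23), and an extra-macrochaetae-like unigene (DN3320_c0_g1) by 2.22 (SE 0.32) and 1.93 (SE 0.30). Of 31 homeobox unigenes 0 rose and 4 fell in PM/PBS and 1 rose and 2 fell in SA/PBS, with CDX-1-like DN313_c1_g1 falling by 1.31 (SE 0.23) and 1.34 (SE 0.24) and LBX1-like DN81052_c0_g1 by 1.83 (SE 0.24) and 1.39 (SE 0.30). Of HMG unigenes 2 of 15 rose and 1 fell in PM/PBS and 1 of 16 rose and 2 fell in SA/PBS, and the Sox-5-like DN3221_c0_g1 rose by 1.62 (SE 0.13) and 1.42 (SE 0.14). Of 26 BTB unigenes 2 rose and 0 fell with each bacterium by edgeR, also at the thresholds of the study, while 2 fell with each without the fold change limit. The BTB/POZ unigene DN35743_c0_g1 rose by 1.16 and 1.25, lost with DESeq2 and without PBS replicates 1 or 2. These genes were chosen after their values were seen. For no family did passing unigenes exceed chance (hypergeometric test, adjusted p = 1 for each). In PM/PBS 7.76% of zf-C2H2 unigenes passed, 12.9% of homeobox and 7.69% of BTB unigenes, against 16.3% of all unigenes with a Pfam domain. Above that share were bHLH (21.9%) and HMG (20.0%), and the 1 zf-LITAF-like unigene passed. Without the fold change limit, homeobox unigenes exceeded chance among the falls of SA/PBS, with 12 of 31 (38.7% against 14.4%, adjusted p = 0.0264).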

Various subfamilies of transcription factors have been identified as participating in the regulation of a range of biological processes and possess the ability to modulate the expression of multiple genes. These transcription factor subfamilies may play crucial roles in integrating and coordinating the observed gene expression patterns and their functional transitions (21).

By analyzing the innate immune response of *H. anatolicum* ticks to bacterial stimulation, the defensive mechanisms of ticks against bacterial pathogens have been unveiled. Specifically, genes associated with AMPs, such as defensins and microplusins, exhibited significant up - regulation in the ticks’ immune response. These small molecular AMPs, along with lysozymes and lectins, constitute the basis of the innate immune barrier in organisms and play crucial roles in the immune defense of all arthropods (40–45). These peptide molecules demonstrate remarkable abilities to target and kill bacterial and other microbial pathogens. The enhanced expression of AMP - related genes suggests that *H. anatolicum* initiates an effective antimicrobial response mechanism upon infection with *S. aureus* and *P. mirabilis*, a process that may be crucial for clearing the pathogens that cause infection. Previous studies have shown a significant increase in defensin expression levels in the transcriptome analysis of *H. anatolicum* upon bacterial challenge (33), as well as significant changes in the expression levels of immune response-related genes in *A. americanum* after *E. coli* treatment (21). In this study, 24 genes encoding AMPs, including 9 defensins, 7 microplusins, and 6 lysozymes, were identified and up - regulated upon bacterial challenge, potentially marking a defensive mechanism successful in reducing pathogen invasion. Additionally, 19 lectin genes were identified. Lectins, as a class of proteins competent in binding to polysaccharides, can bind to carbohydrates on the surface of pathogens, leading to damage to the cell wall and preventing microorganisms from attaching to host cells, thereby inhibiting pathogen growth and reproduction (37).

Through comprehensive transcriptome and proteome analyses, it was found that multiple KEGG pathways in *H. anatolicum* ticks were significantly up - regulated within 24 hours of treatment with *S. aureus* and *P. mirabilis*, including those involved in cellular senescence, the MAPK signaling pathway, and the NF - κB signaling pathway. The up - regulation of these pathways indicates the activation of defensive mechanisms against invasive pathogens. Additionally, various genes and proteins related to important signaling pathways such as NF - κB, JAK/STAT, Toll and IMD exhibited differential expression. These signaling pathways are well - known for their crucial roles in controlling immune responses and coordinating immune - related gene expression (9, 11). Interestingly, these immune - related KEGG pathways displayed different changes in the two omics analyses, with the Toll and IMD signaling pathways being significantly enriched in the transcriptome but not in the proteome, while the NF - κB signaling pathway was significantly enriched in both transcriptome and proteome analyses. This suggests a consistency of the NF - κB signaling pathway at both the transcriptional and translational levels and its potential importance in regulating immune responses. Furthermore, a large number of kinases were identified in both the transcriptome and proteome, playing pivotal roles in signal transduction pathways that regulate various cellular processes, including apoptosis, signal transduction, and inflammatory responses. The activity of kinases is tightly regulated, and changes in their activity may affect the host’s ability to respond to bacterial invasion and regulate immune signaling pathways, which are crucial for maintaining tissue homeostasis, eliminating diseased or infected cells, and controlling immune responses (46, 47).

The transcriptional and proteomic changes identified in this study align with and extend the findings from previous studies on tick immune responses. Similar to our results, earlier research has documented the activation of key immune signaling pathways, such as the Toll, IMD, and MAPK pathways, upon bacterial challenge in ticks. For instance, in a study on *Amblyomma americanum*, significant up - regulation of immune - related genes associated with these pathways was observed following *E. coli* stimulation, highlighting the conserved nature of these immune responses across tick species (21). The up - regulation of antimicrobial peptide (AMP) genes, including defensins and microplusins, in our study echoes the findings of other investigations where AMPs were found to play a central role in the tick’s defense against bacterial infections. These small molecular AMPs, along with lysozymes and lectins, form the basis of the innate immune barrier in arthropods and are crucial for their immune defense. The elevated expression of these genes in our study suggests that *H. anatolicum* mounts an effective antimicrobial response to *S. aureus* and *P. mirabilis* infections. While our results confirm the involvement of these well - characterized pathways, they also provide new insights into the complexity of the tick immune response. The integration of transcriptomic and proteomic data in our study offers a more comprehensive view of the immune mechanisms at play. For example, the NF - κB signaling pathway was found to be significantly enriched at both the transcriptional and translational levels in our analysis. This consistency underscores its potential importance in regulating immune responses in *H. anatolicum* and adds to the understanding of its role in tick immunity.

In this study, the observed changes in AMPs, immune - related signaling pathways, and the MAPK signaling pathway likely play pivotal roles in the immune defense of *H. anatolicum* ticks. Due to the complex post - transcriptional regulatory mechanisms within organisms, gene expression at the transcriptional and translational levels is not always consistent (48). Previous studies have shown moderate or low positive correlations between the transcriptome and proteome (49). Correlation analysis was conducted on overlapping DEGs and DEPs in this study. Across the three comparison groups, immune - related genes and pathways in ticks exhibited different expression trends at the transcriptome and proteome levels. There may be two reasons for this phenomenon. Firstly, during the post - transcriptional stage, mRNA undergoes processing such as splicing, capping, and tailing, which may affect mRNA stability. Thus, despite an increase in transcription levels, the actual availability of mRNA decreases, impacting protein synthesis. Secondly, the translated proteins may be regulated by post - translational modifications, which can further affect protein stability, activity, and localization. Given these complex post - transcriptional and post - translational regulatory mechanisms, it is believed that sequencing analysis at multiple time points after puncture induction may more comprehensively capture these dynamic changes, leading to better transcriptome and proteome data. Secondly, we analyzed the entire tick body. While this approach offers comprehensive gene and protein expression data, it doesn’t reveal the specific immune responses of particular tissues or cell types. Future studies could isolate specific tissues or cell types, such as hemocytes, midgut, and salivary glands, to conduct more detailed analyses.

Nonetheless, these results still demonstrate the consistency of these molecular pathways across other species and advance our understanding of the immune - mediated defense mechanisms in *H. anatolicum*. To comprehend the persistence of altered gene expression and functional pathways over extended periods, it would be beneficial to explore the long - term consequences and dynamics of these responses. Determining the functional importance of the identified genes and pathways requires additional experimental validation, despite the wealth of information provided by functional annotation and pathway enrichment analyses.

## 5 Conclusion

This study conducted a comprehensive analysis of the proteomic and transcriptomic changes in the *H. anatolicum* adult female ticks in response to stimulation by *S. aureus* or *P. mirabilis*, revealing a series of mRNAs and proteins involved in innate immune responses. Significant changes occurred in biological processes related to cellular senescence, MAPK signaling pathways, NF - κB signaling pathways, Toll and IMD signaling pathways in bacterial invasion to *H. anatolicum*. A large number of AMP genes and immune - related signaling pathways genes played crucial roles in the innate immune defense of the tick species. The proteomic and transcriptomic data resources provided by this study may offer valuable insights for a deeper understanding of the immune defense mechanisms of ticks and the acquisition of sequence information for antimicrobial proteins.

## Data Availability

The data presented in the study are deposited in the NCBI repository, accession number PRJNA1189655. Regarding the mass spectrometry proteomics data, they have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository, dataset identifier PXD032781.

# Supplementary material for: Integrated transcriptomic and proteomic analysis of the immune response in Hyalomma anatolicum to bacterial invasion
**Source:** Front Immunol. 2025 Sep 4;16:1576721. doi: 10.3389/fimmu.2025.1576721
**Supplement:** Supplementary file 1

Supplementary Material

# 2 Supplementary Figures and Tables

## 2.1 Supplementary Figures

**
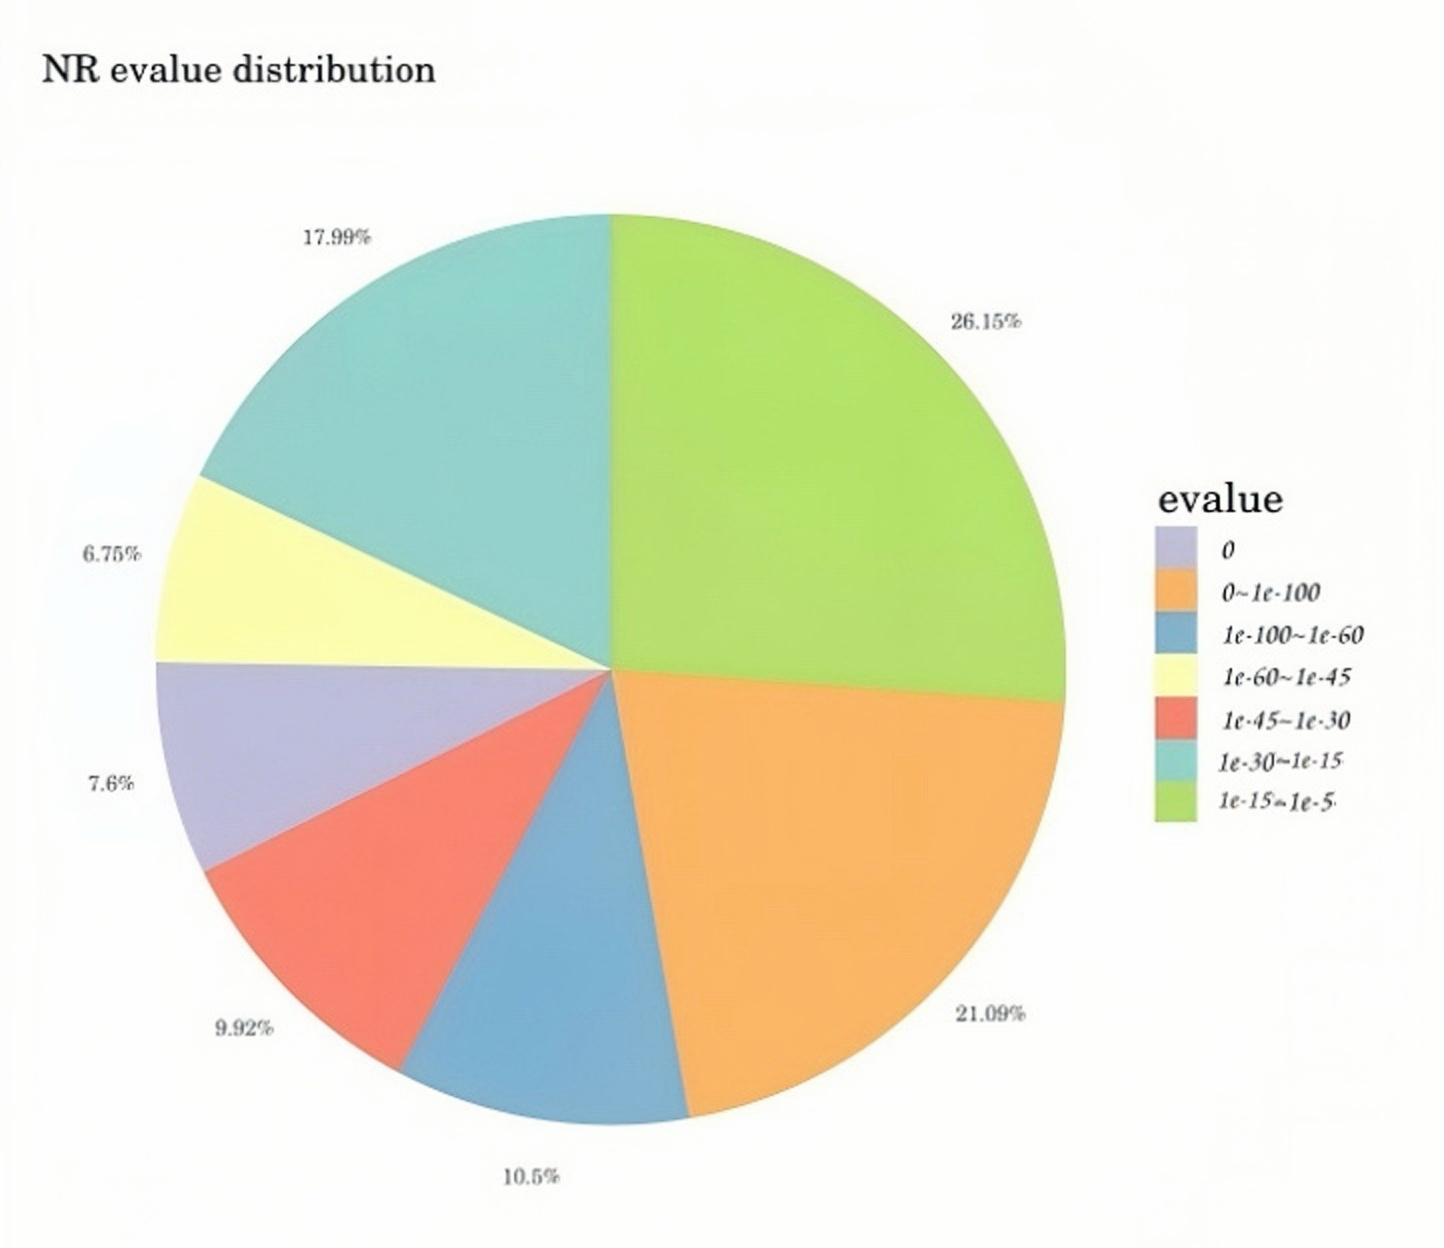
**

**Supplementary Figure 1.** Distribution of E-values from gene alignment based on the NR database.

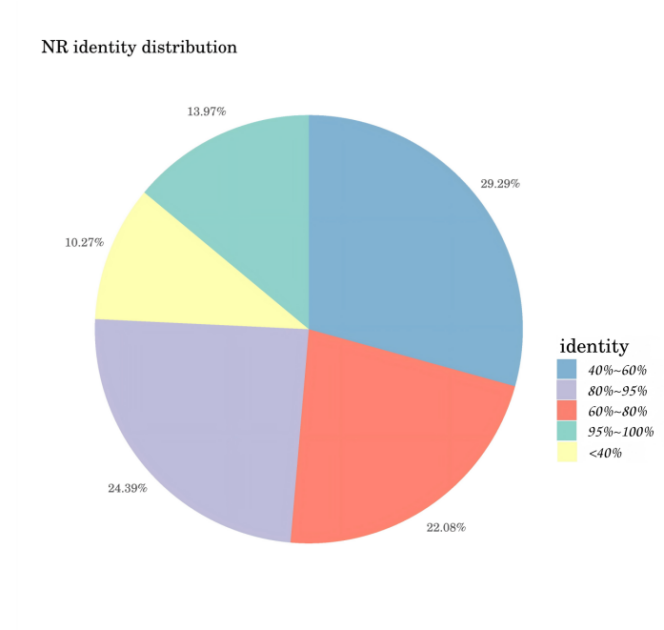

**Supplementary Figure 2.** Distribution of gene sequence identity based on the NR database.

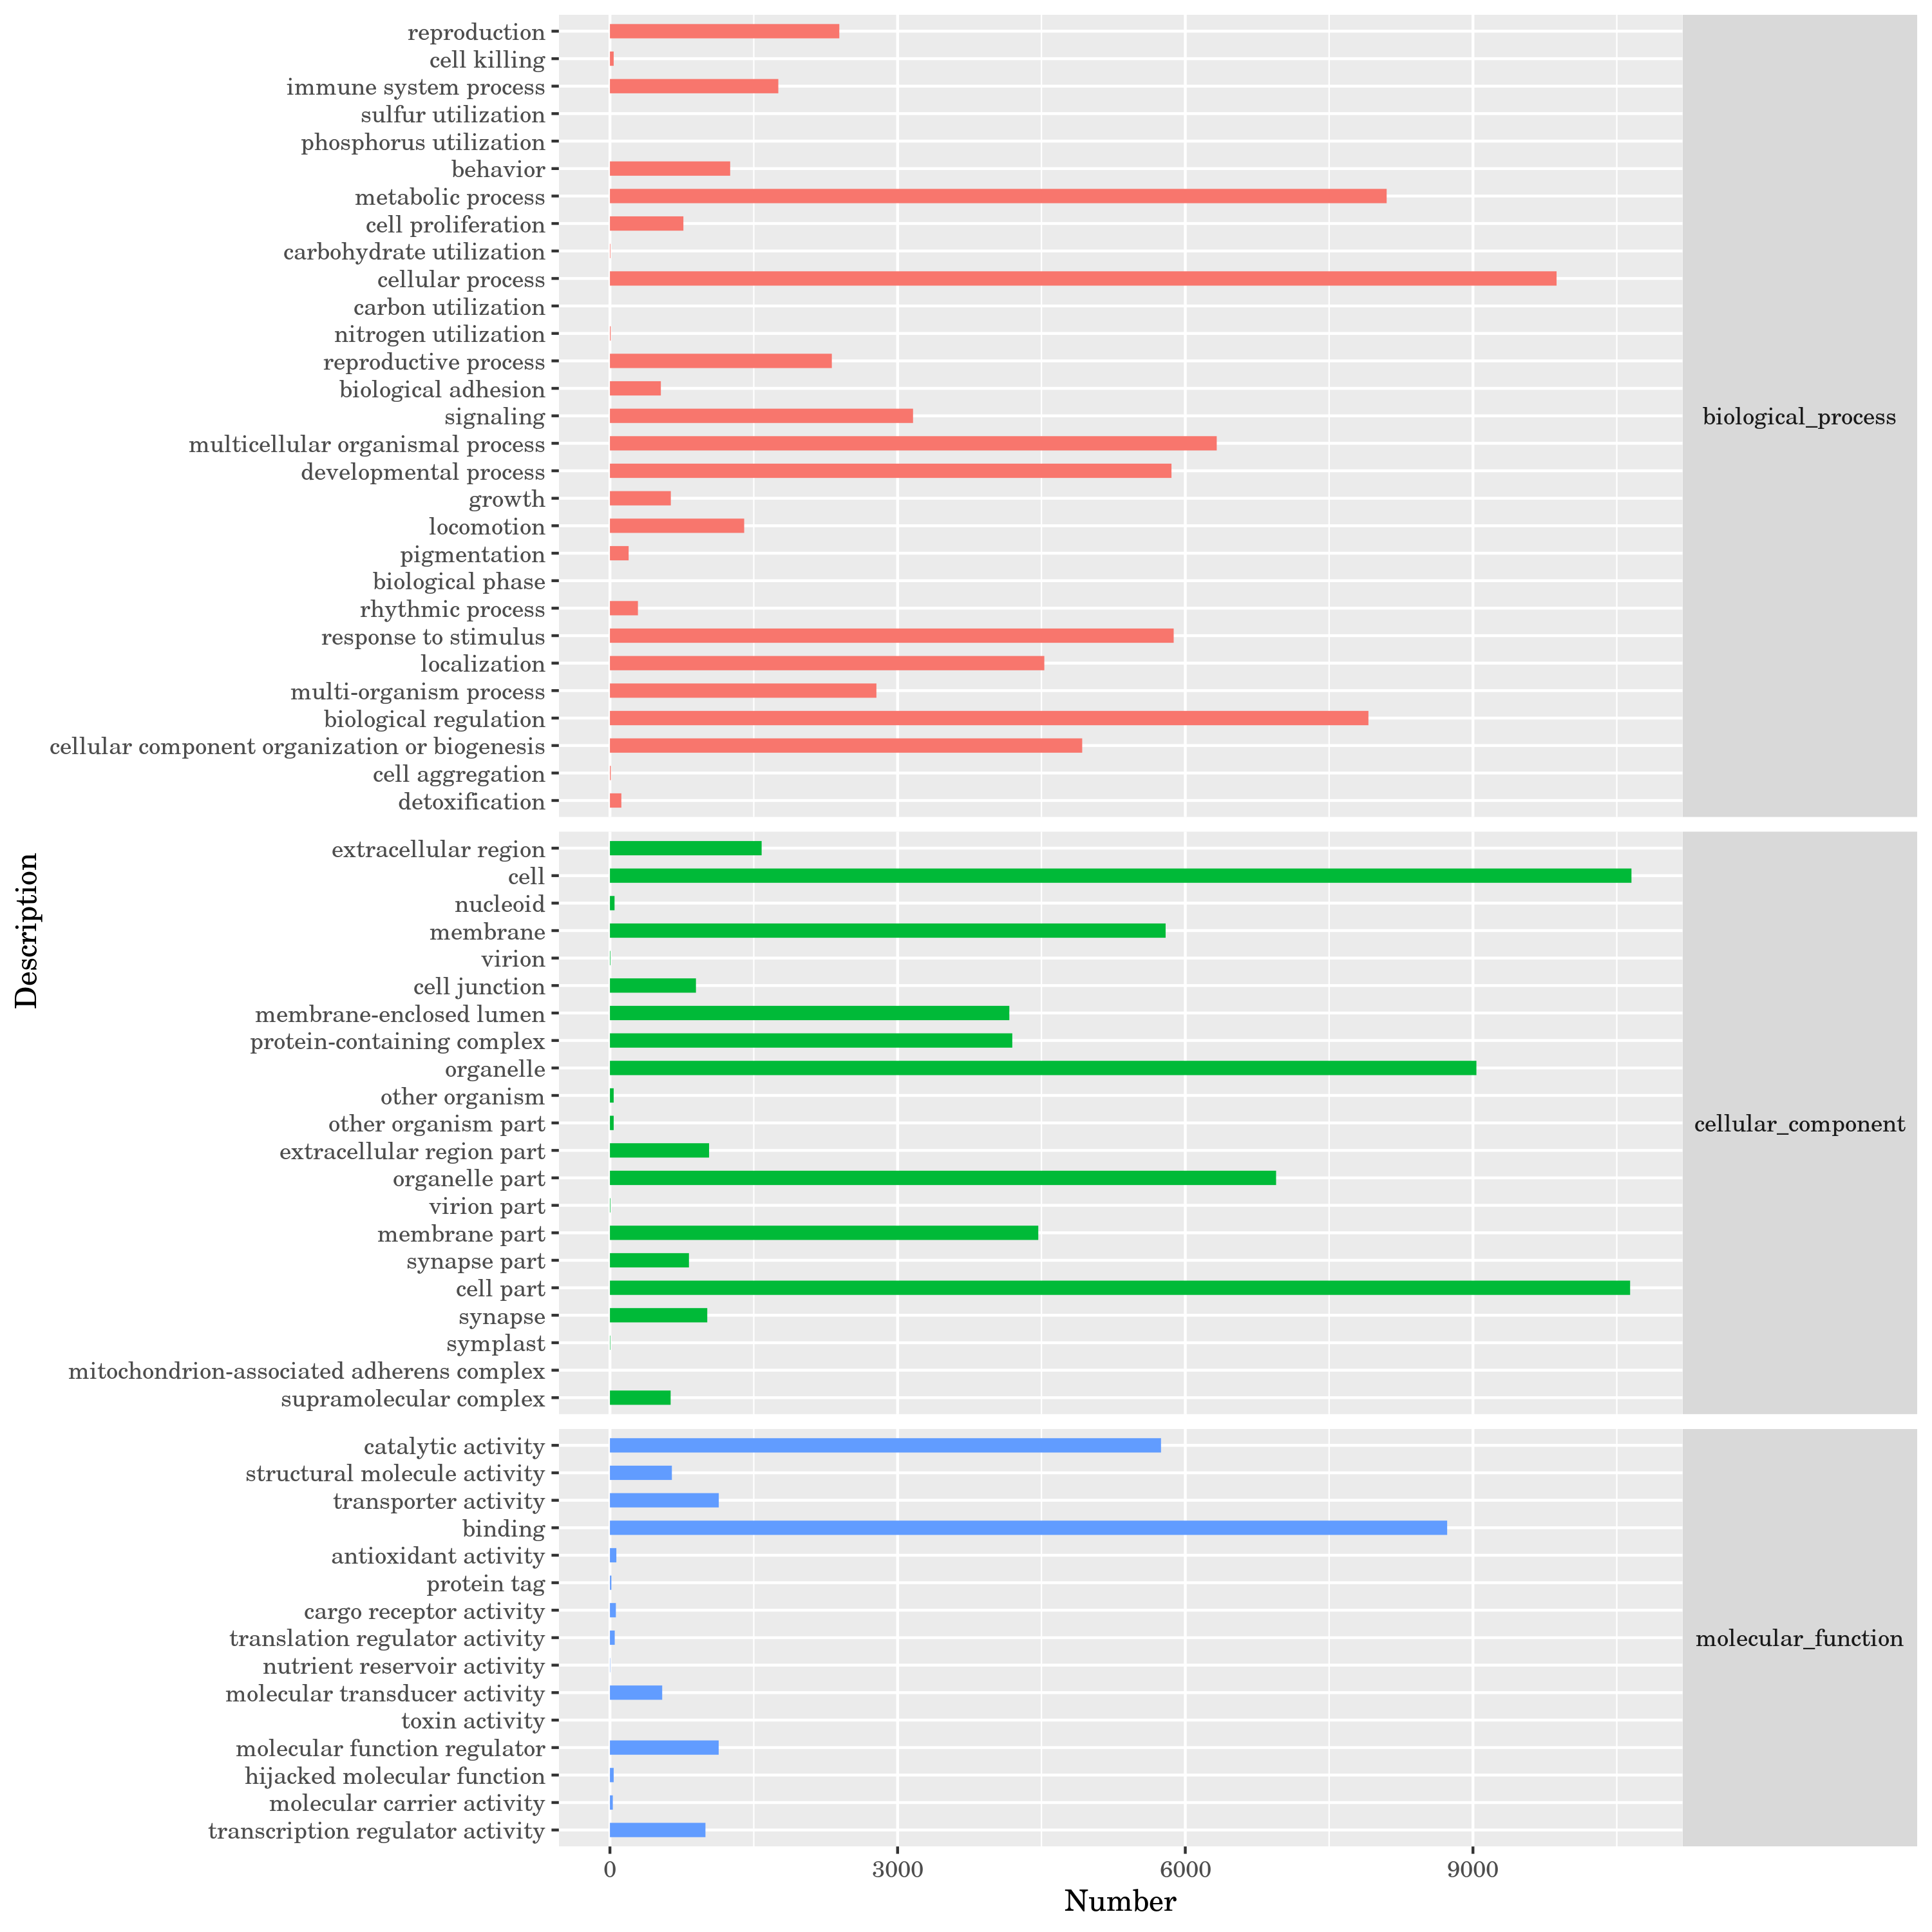

**Supplementary Figure 3.** Gene Ontology (GO) functional classification statistics.

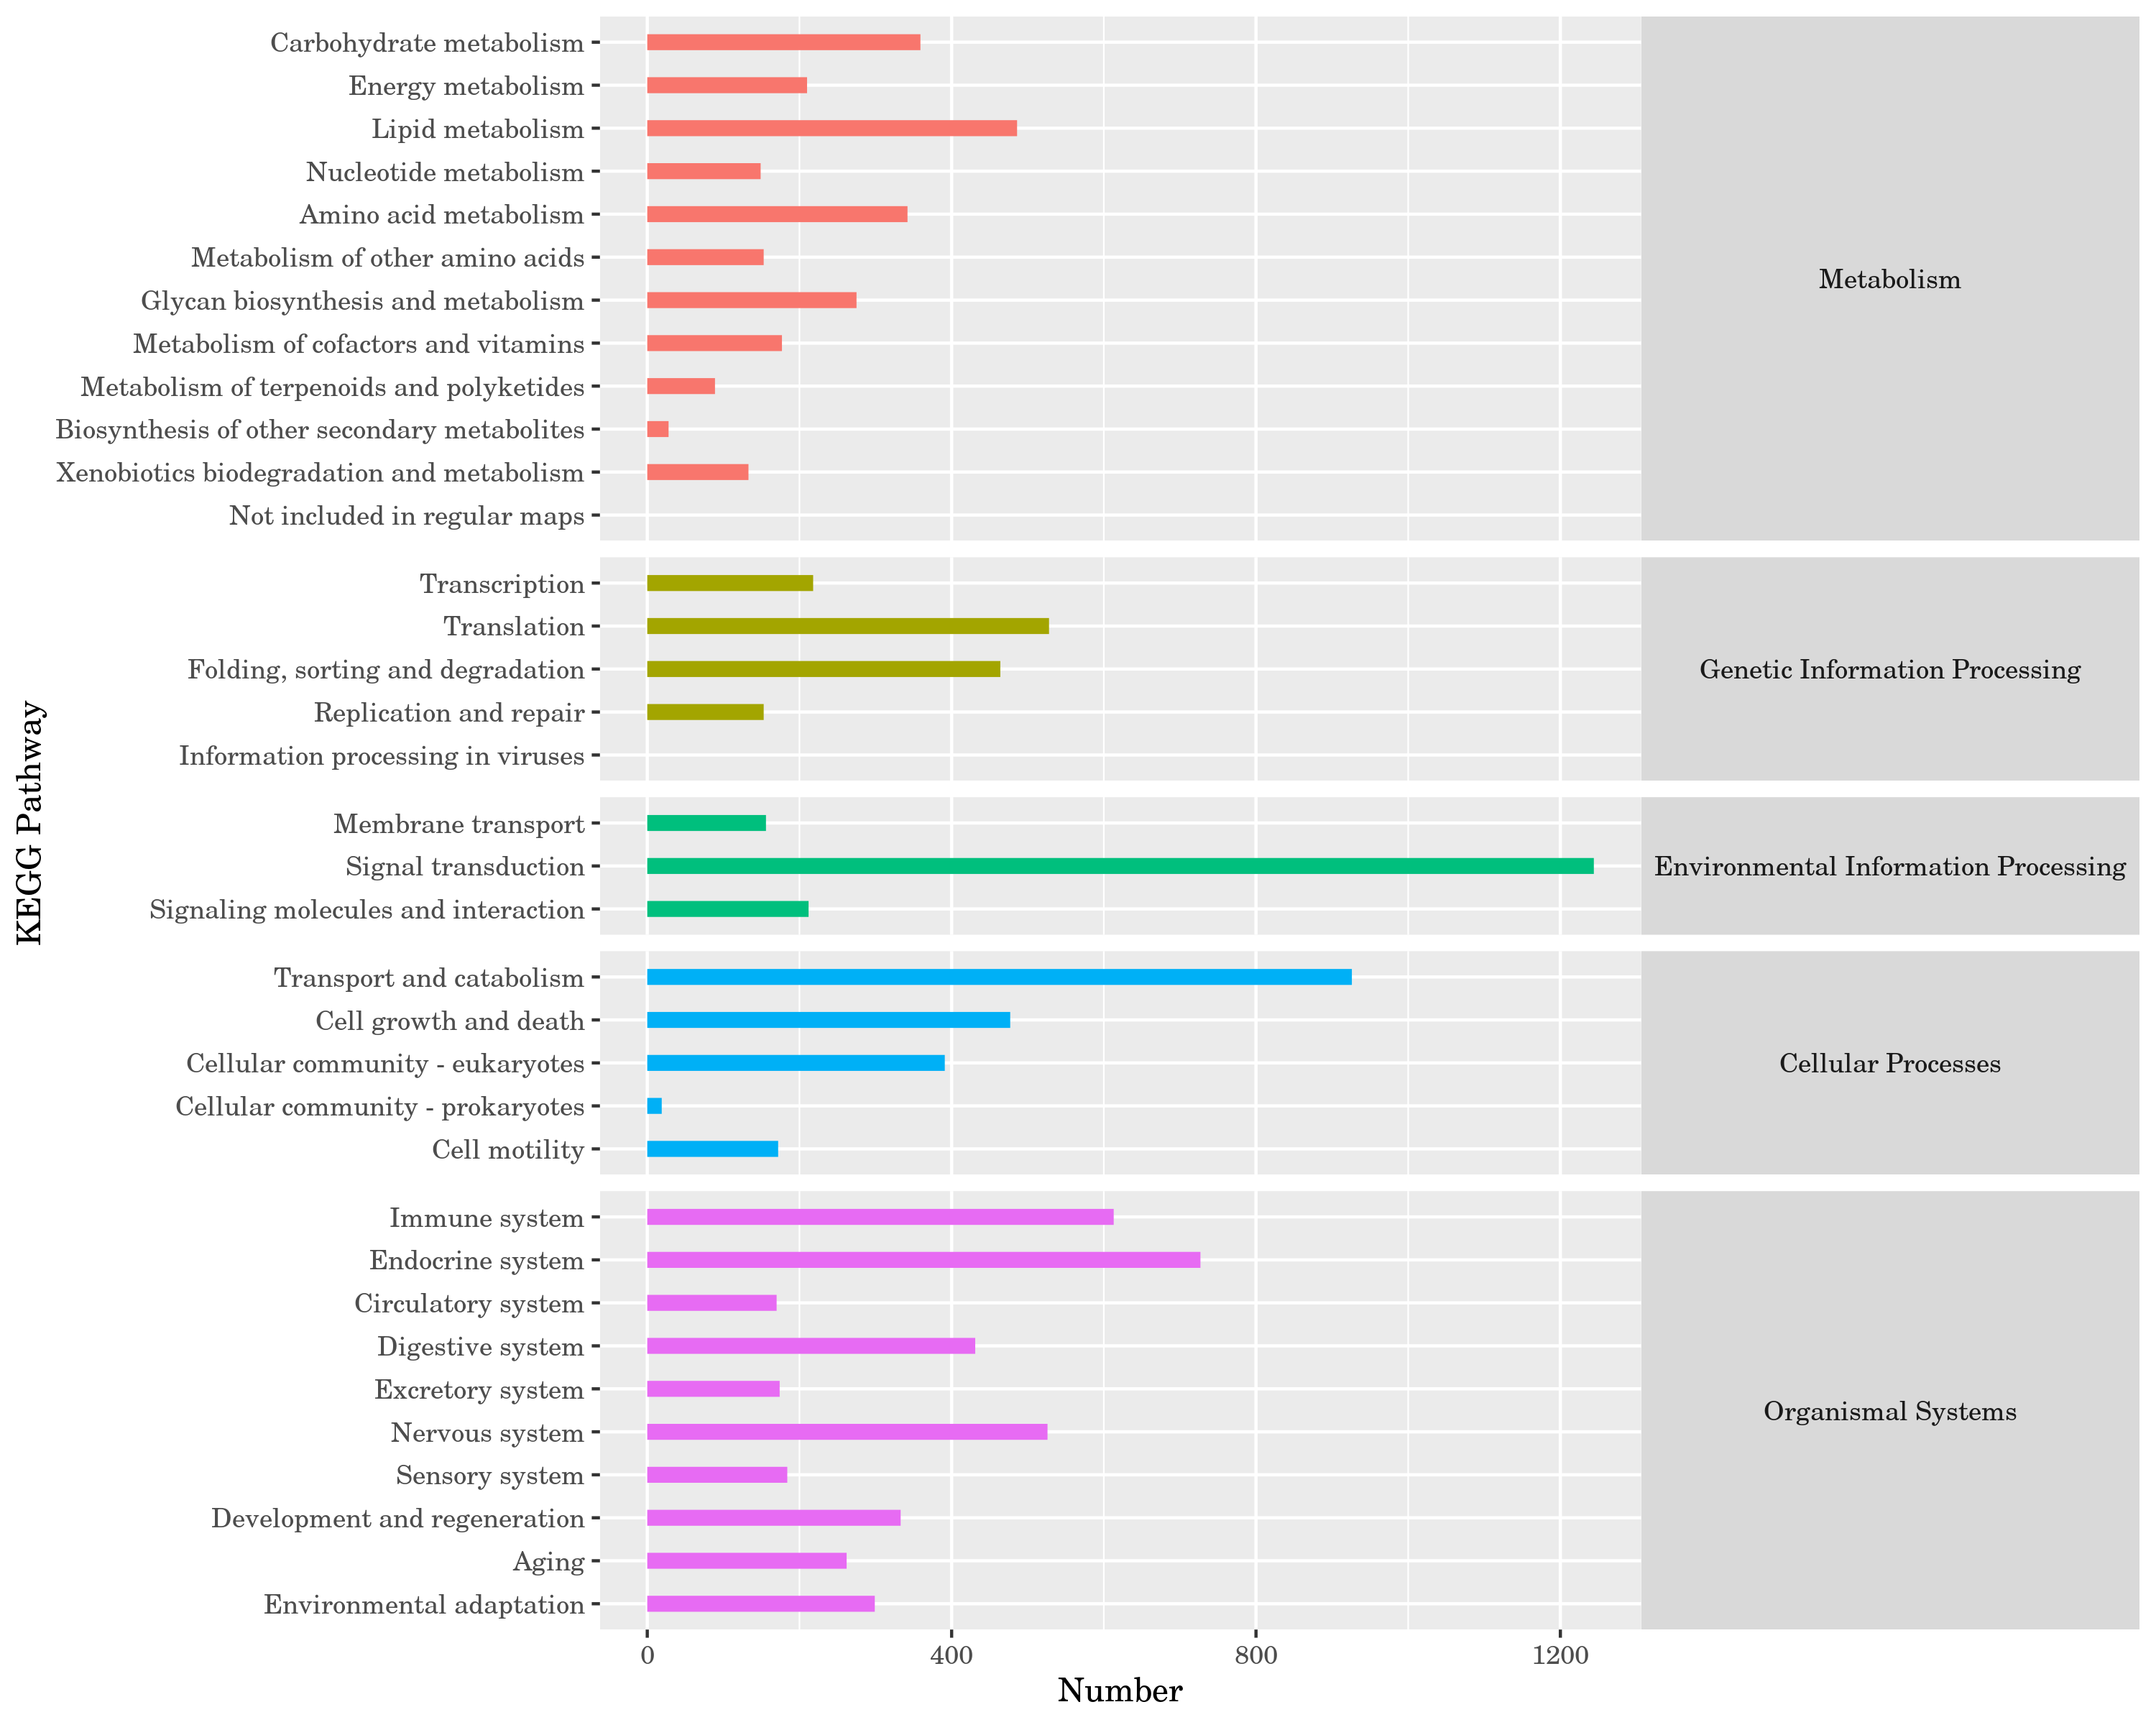

**Supplementary Figure 4.** KEGG metabolic pathway and functional category enrichment analysis.

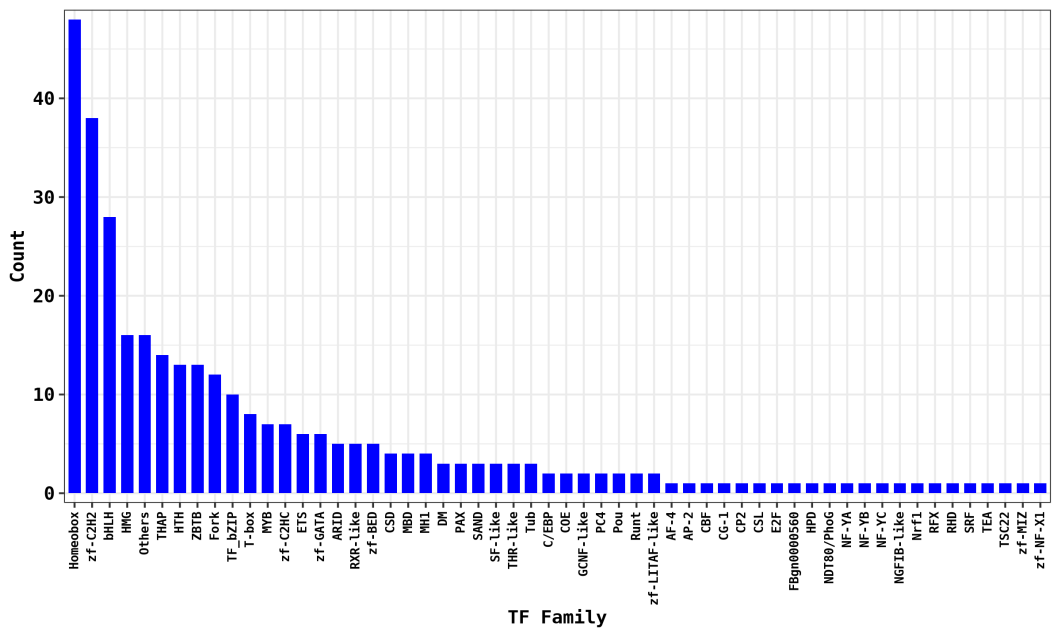

**Supplementary Figure 5.** Statistical chart of transcription factor families.

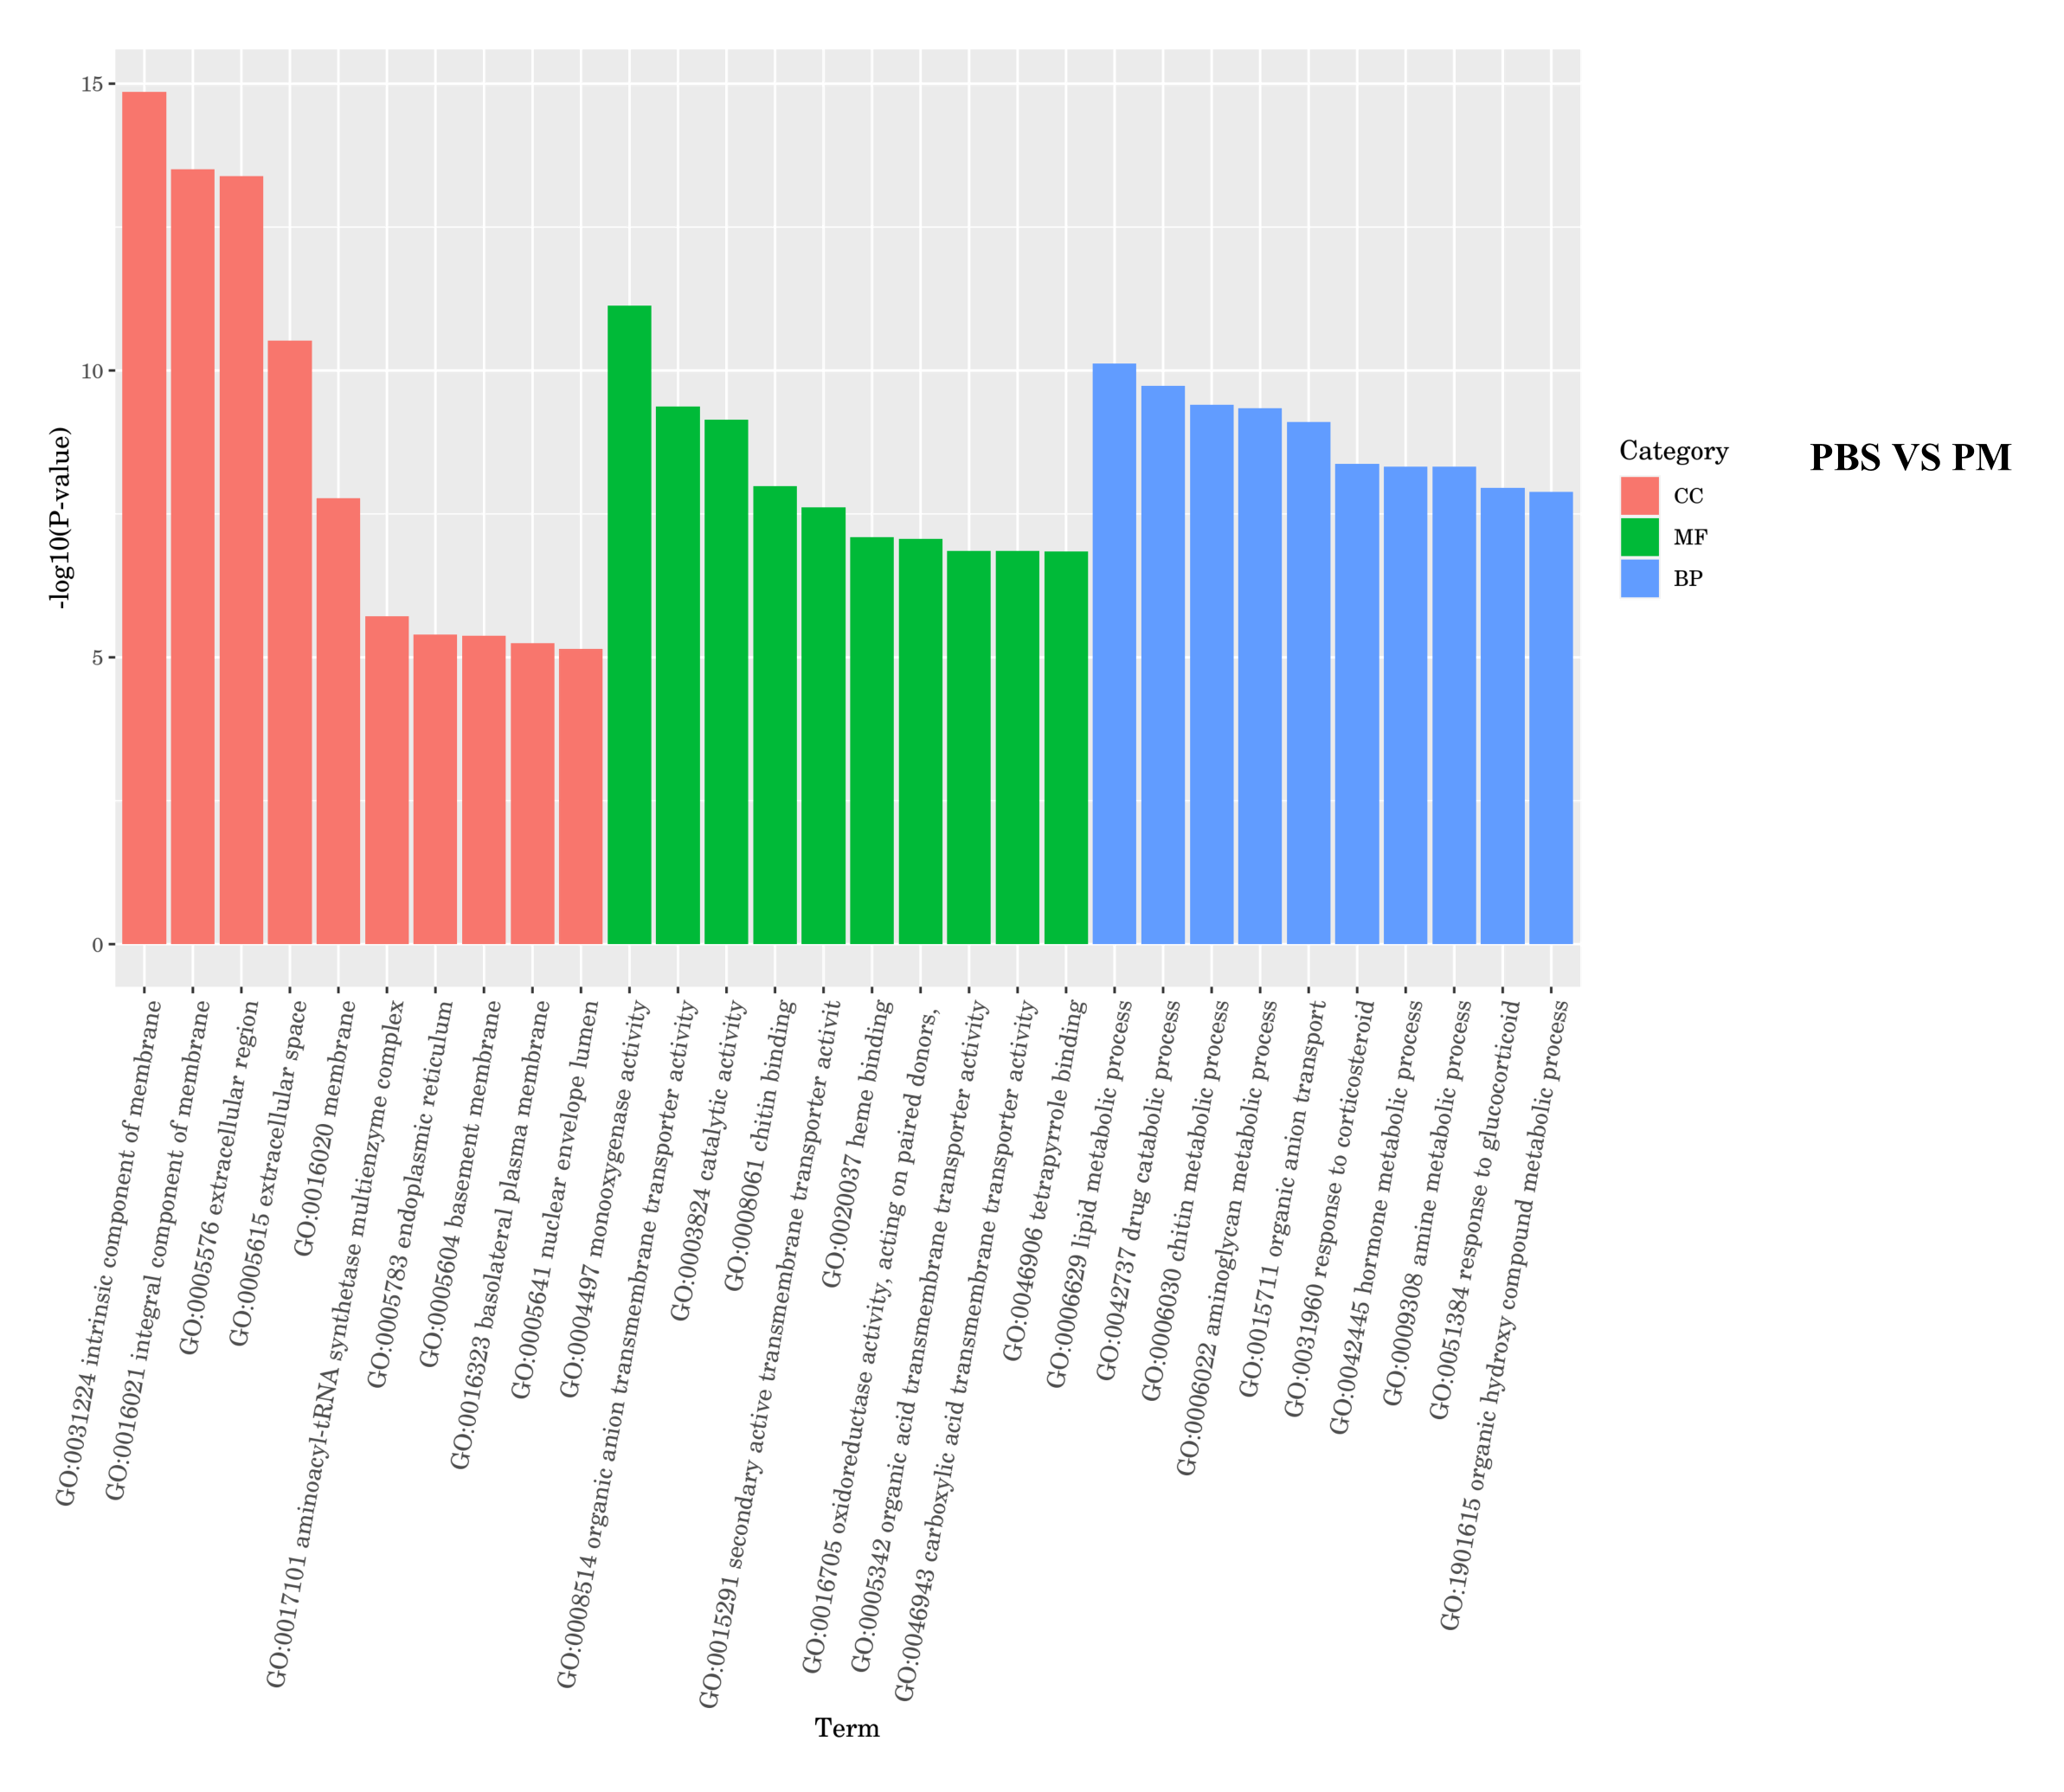

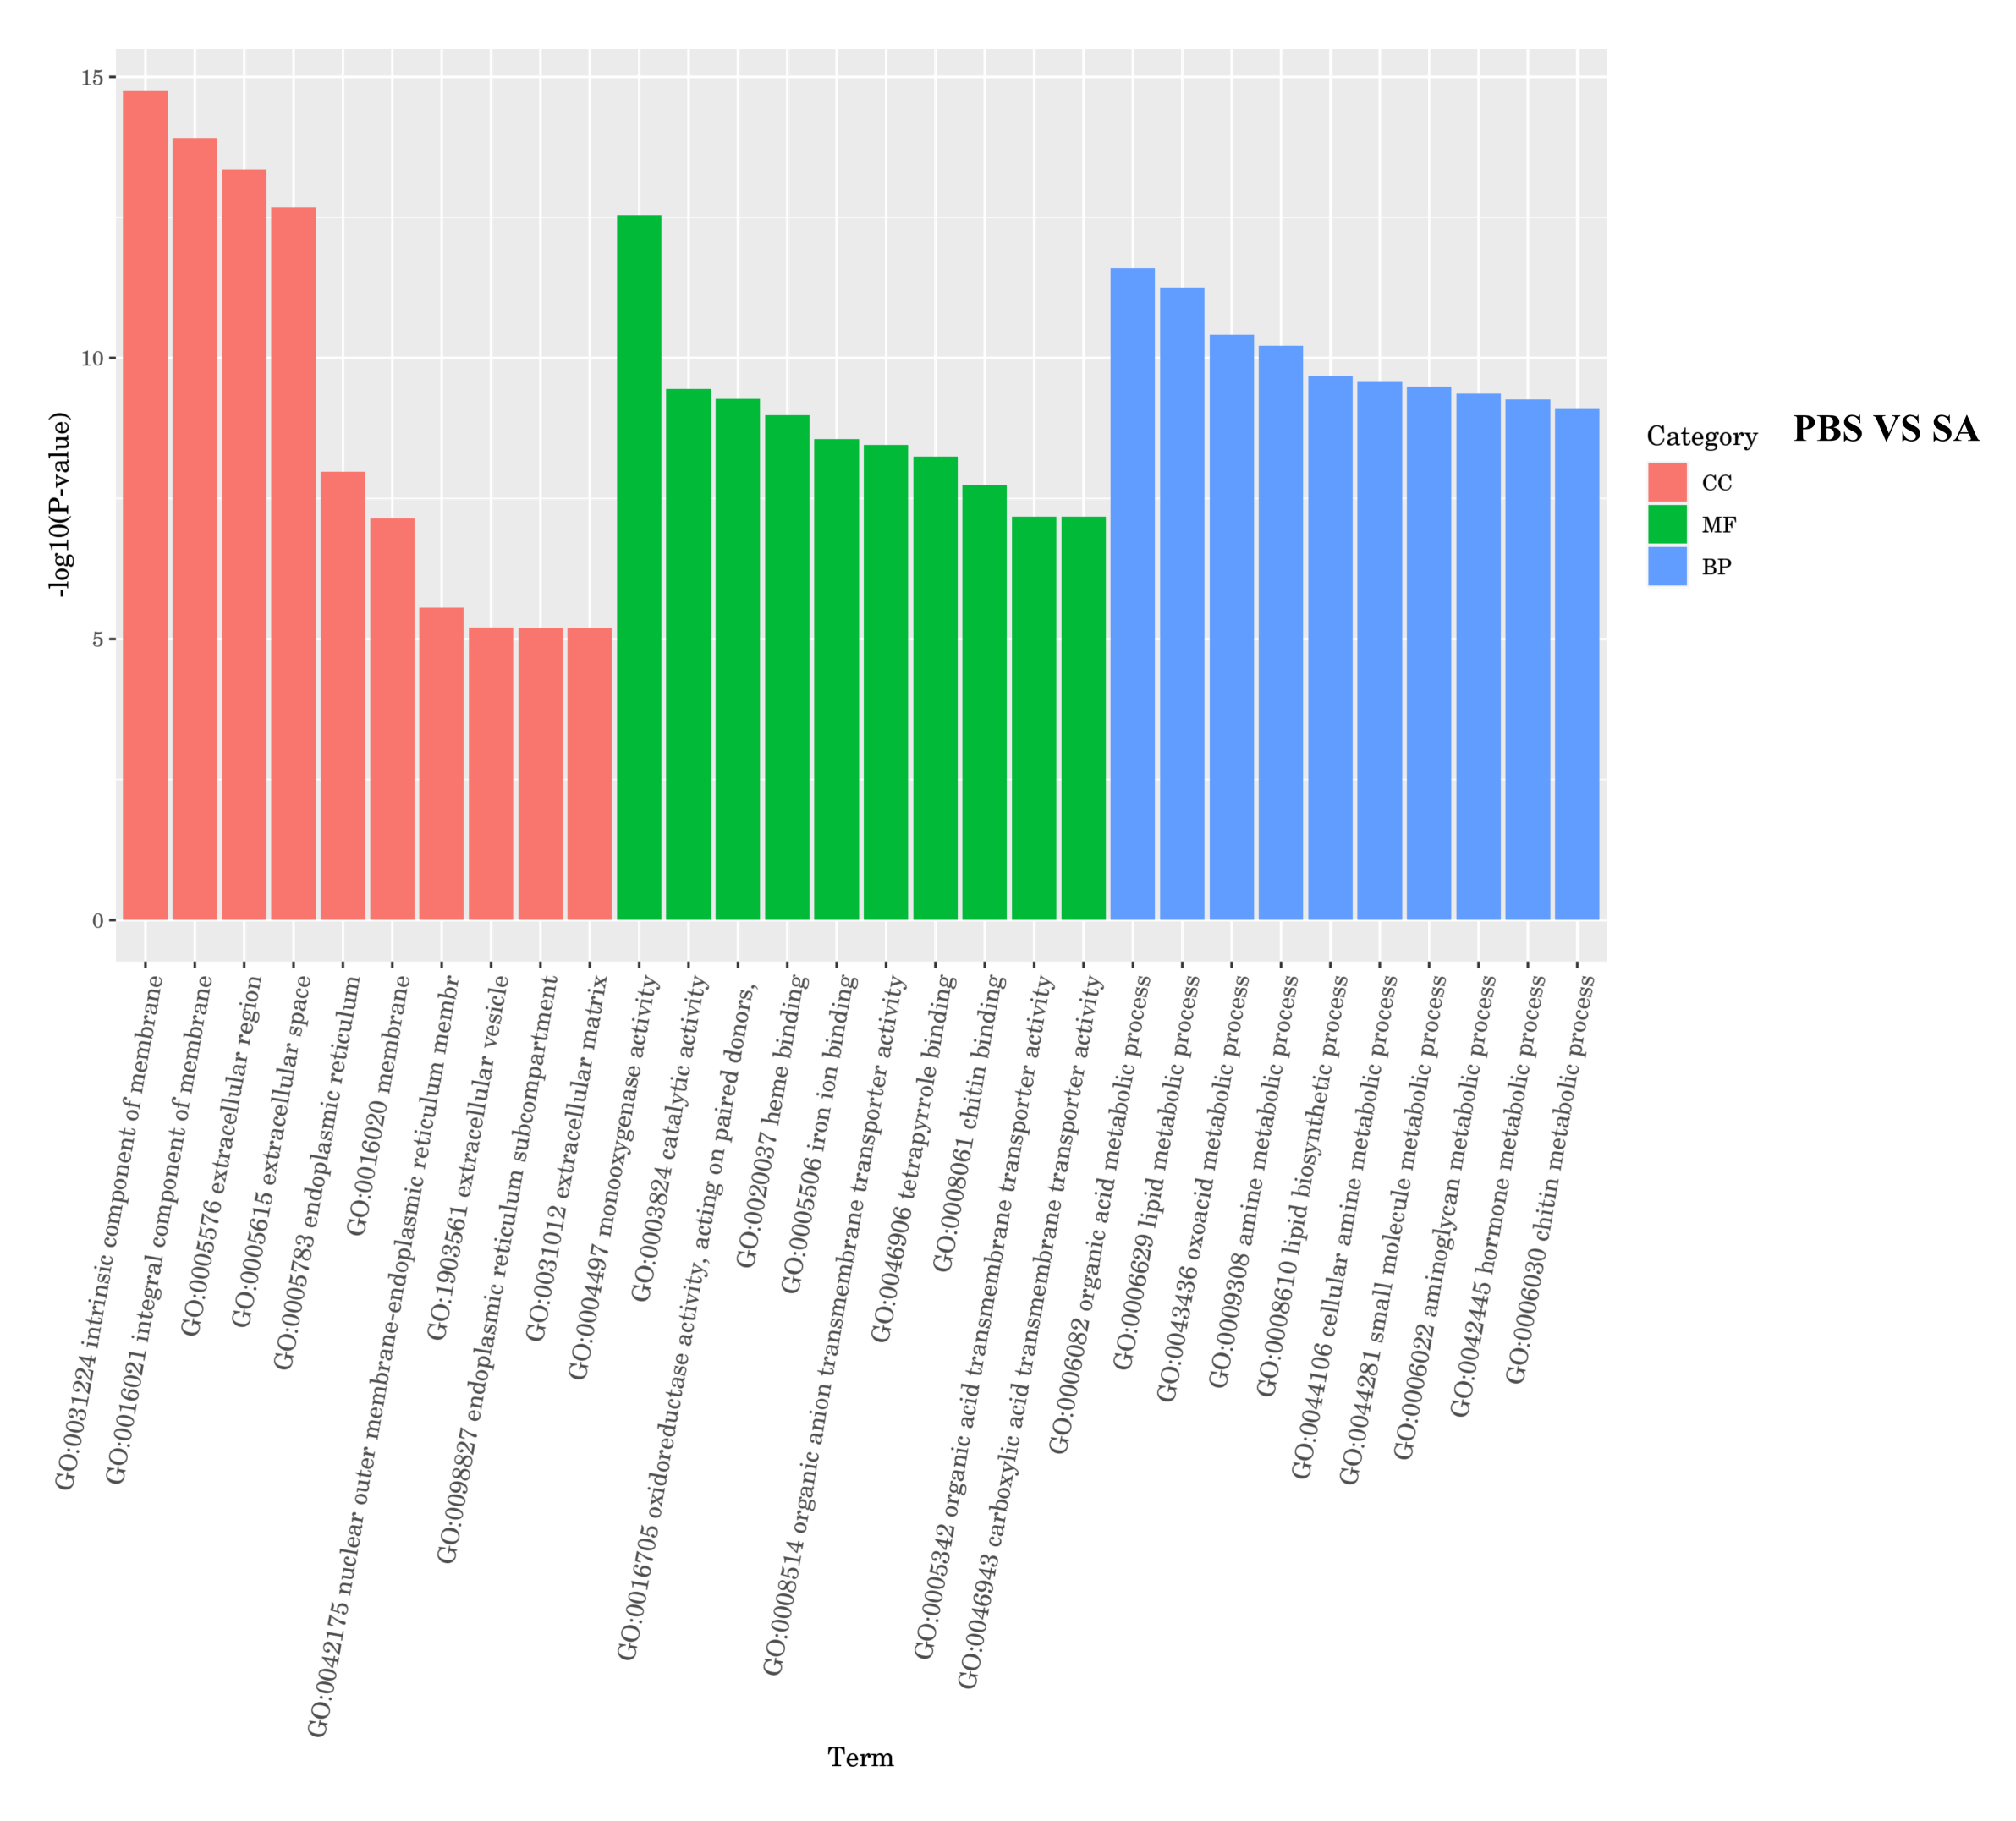

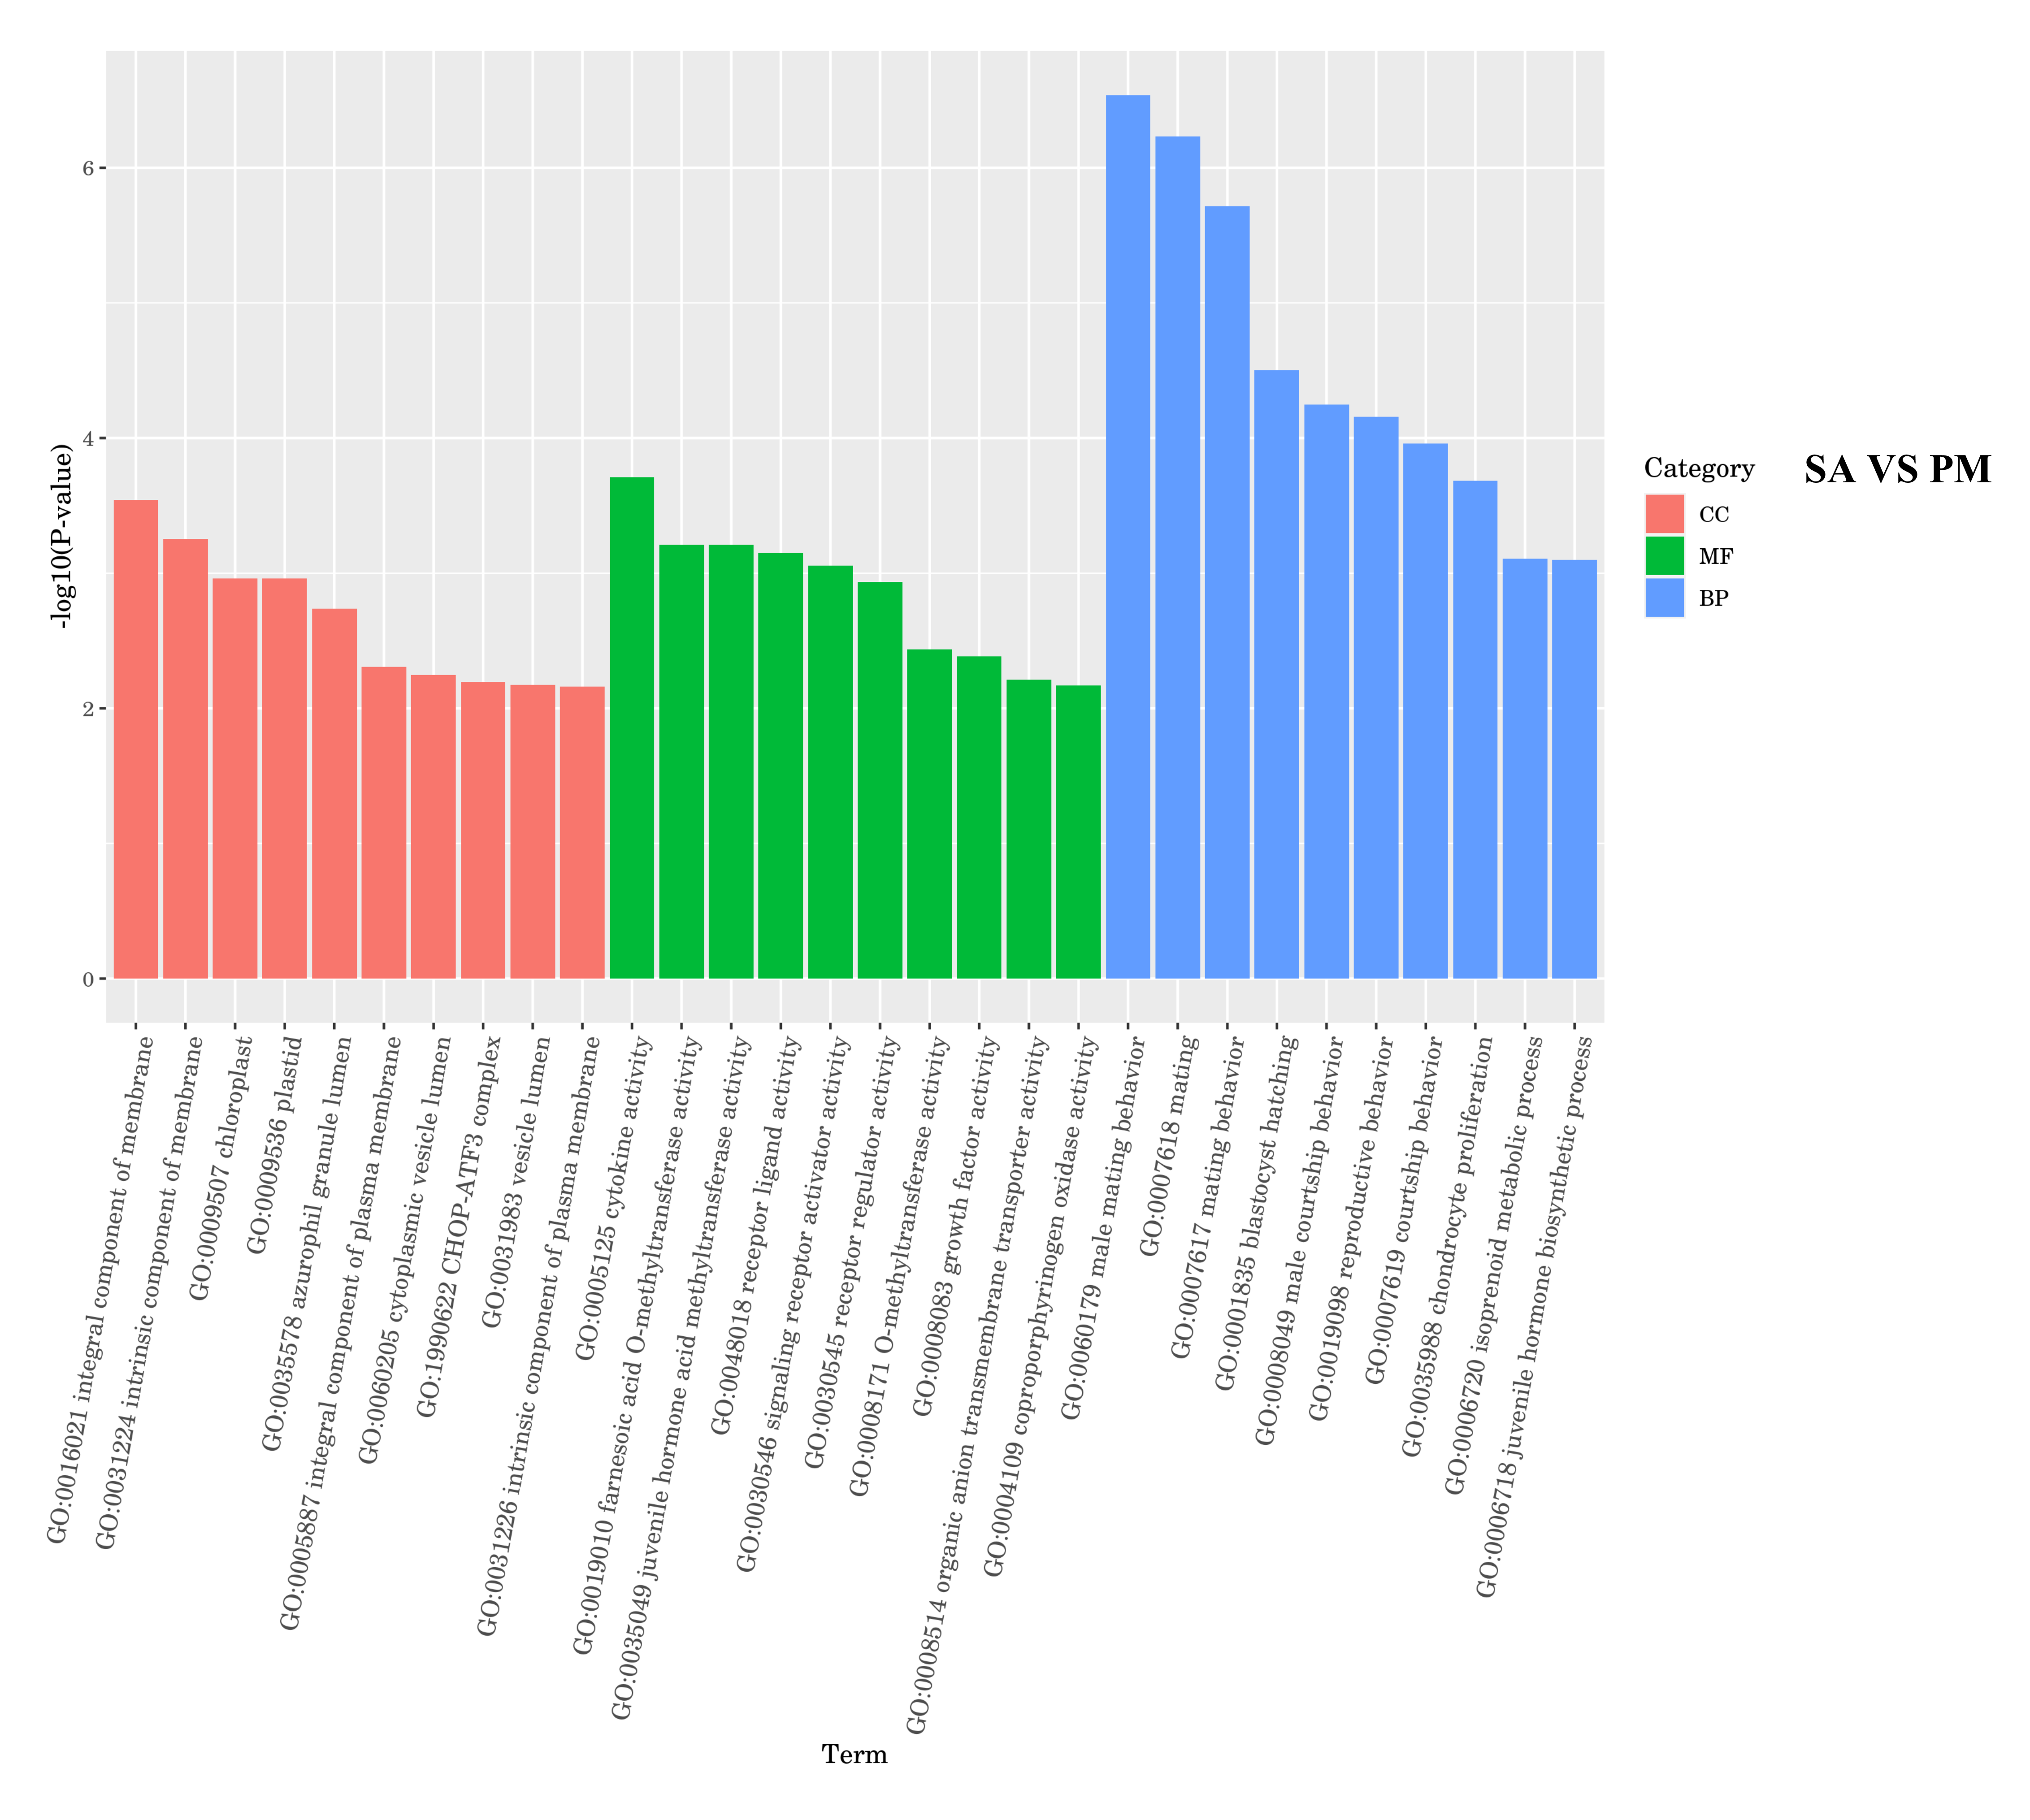

**Supplementary Figure 6.** Bar plot of GO enrichment analysis.

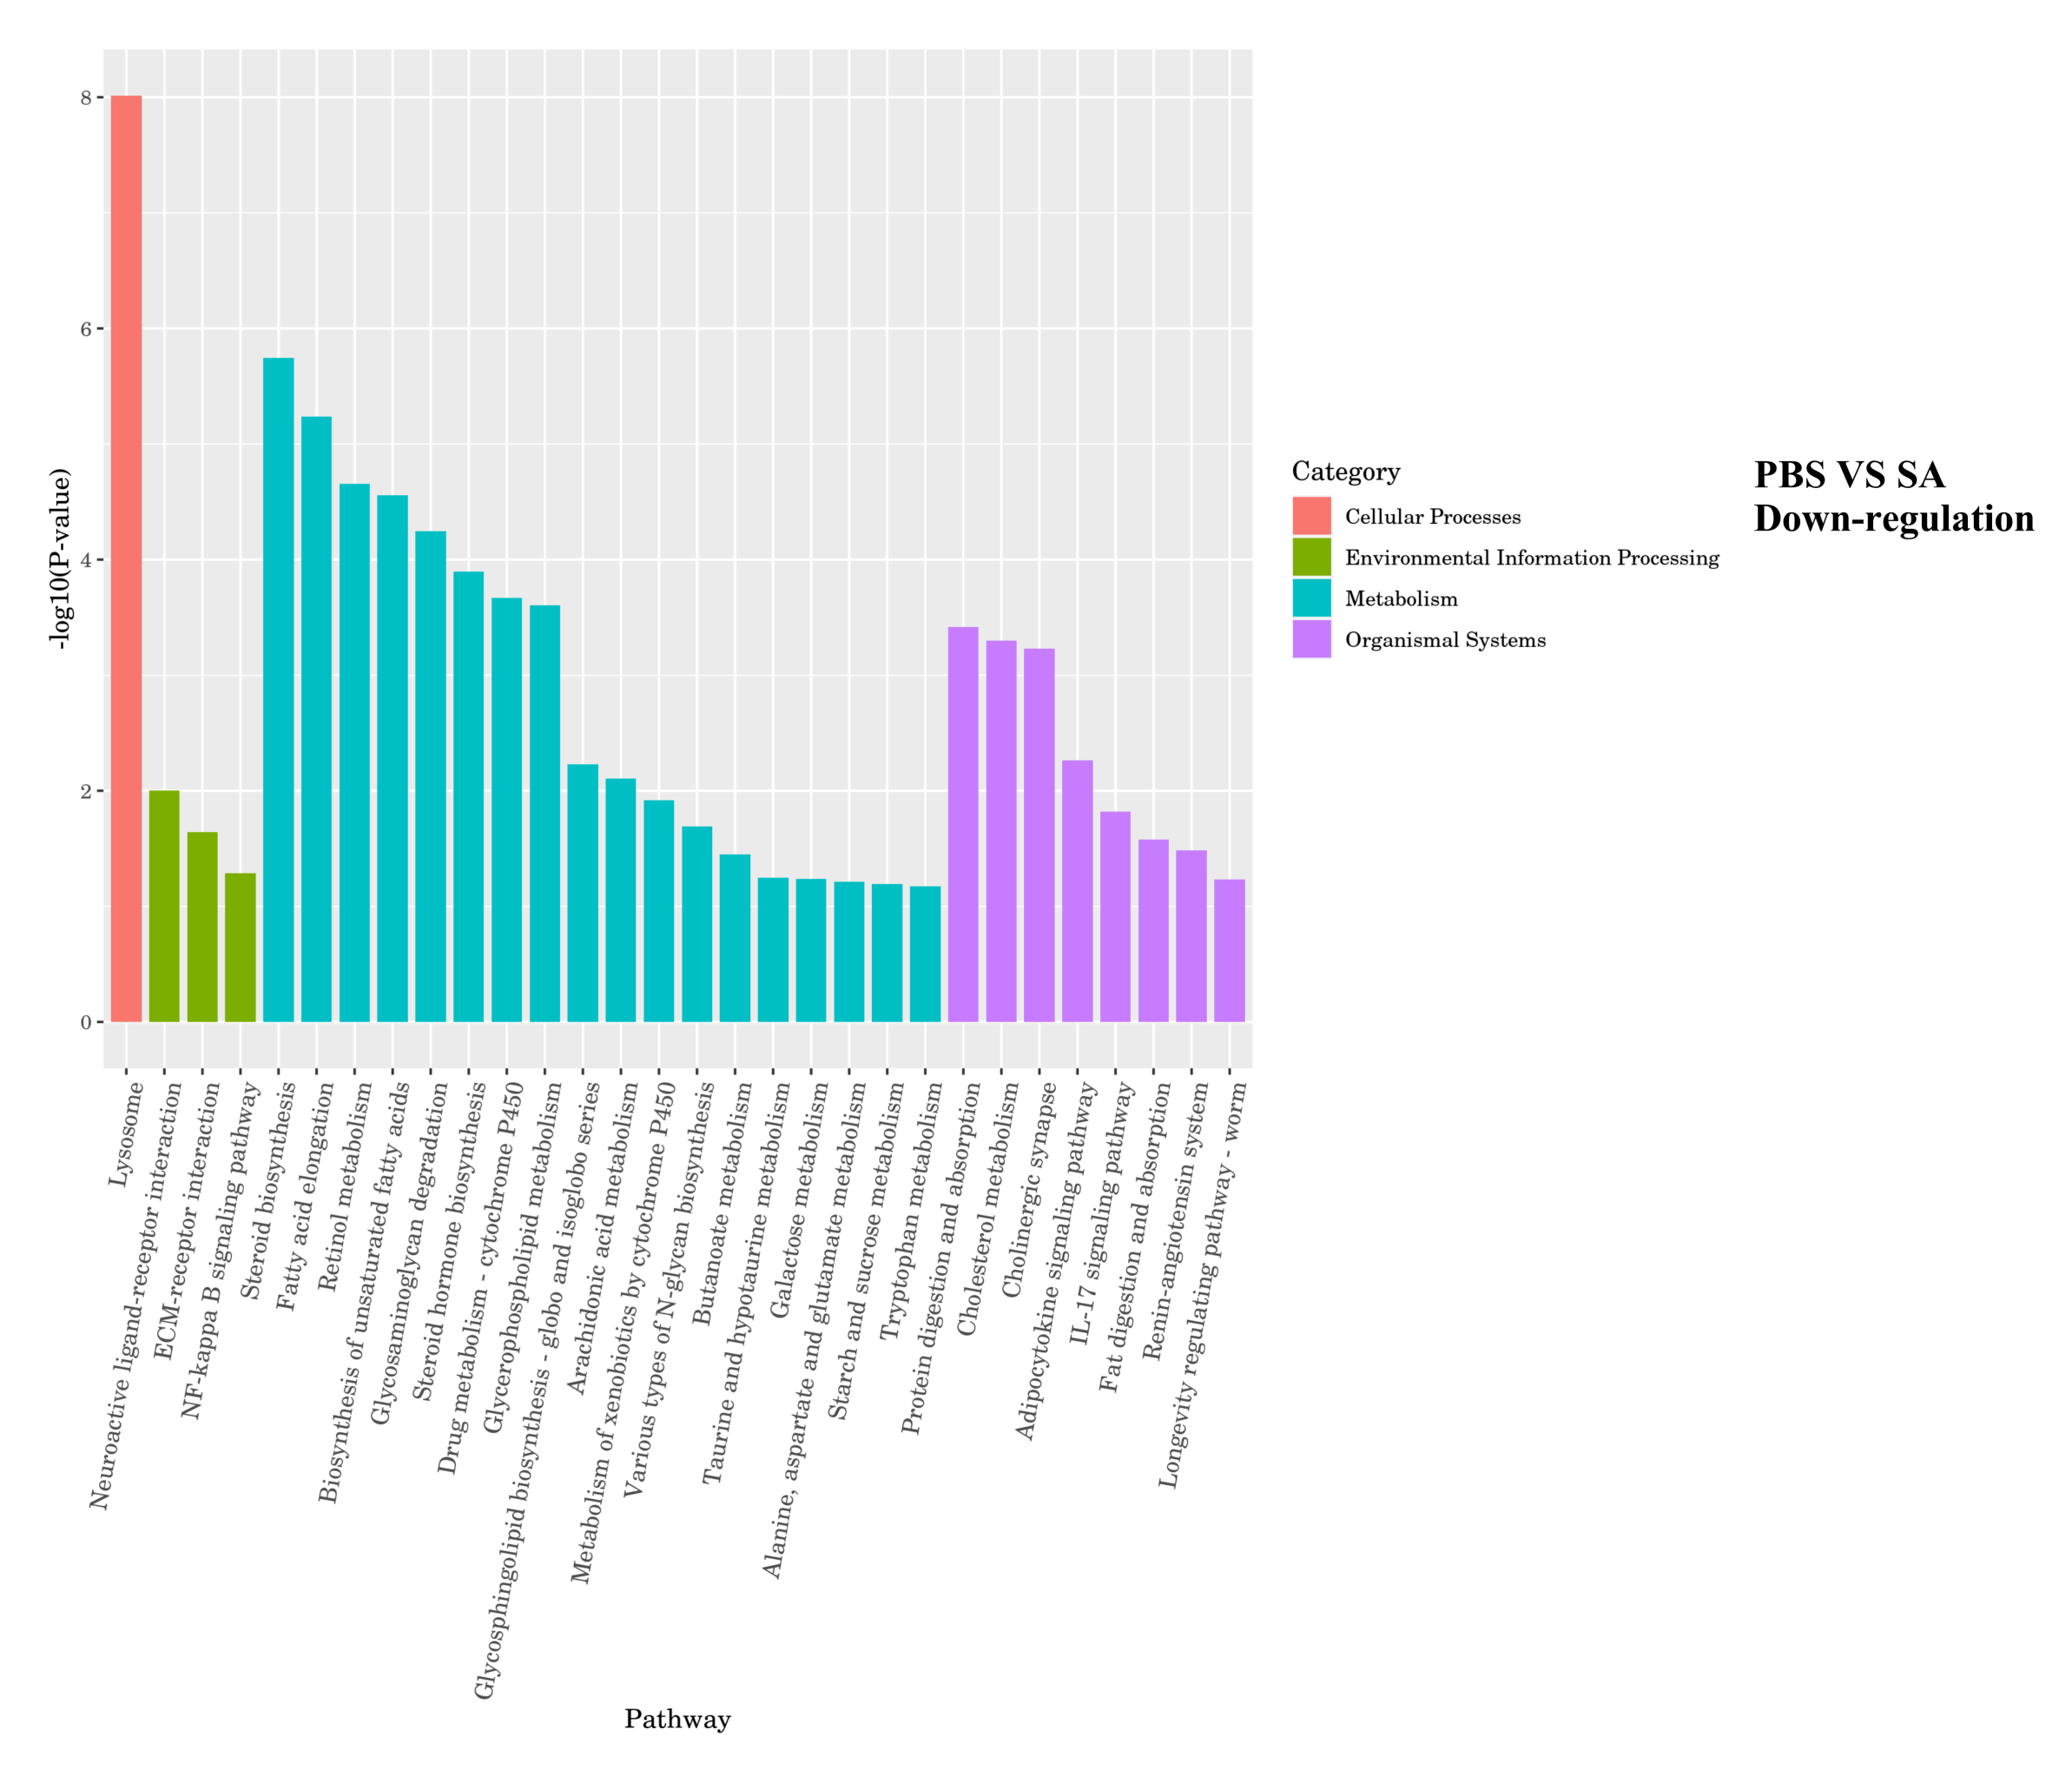

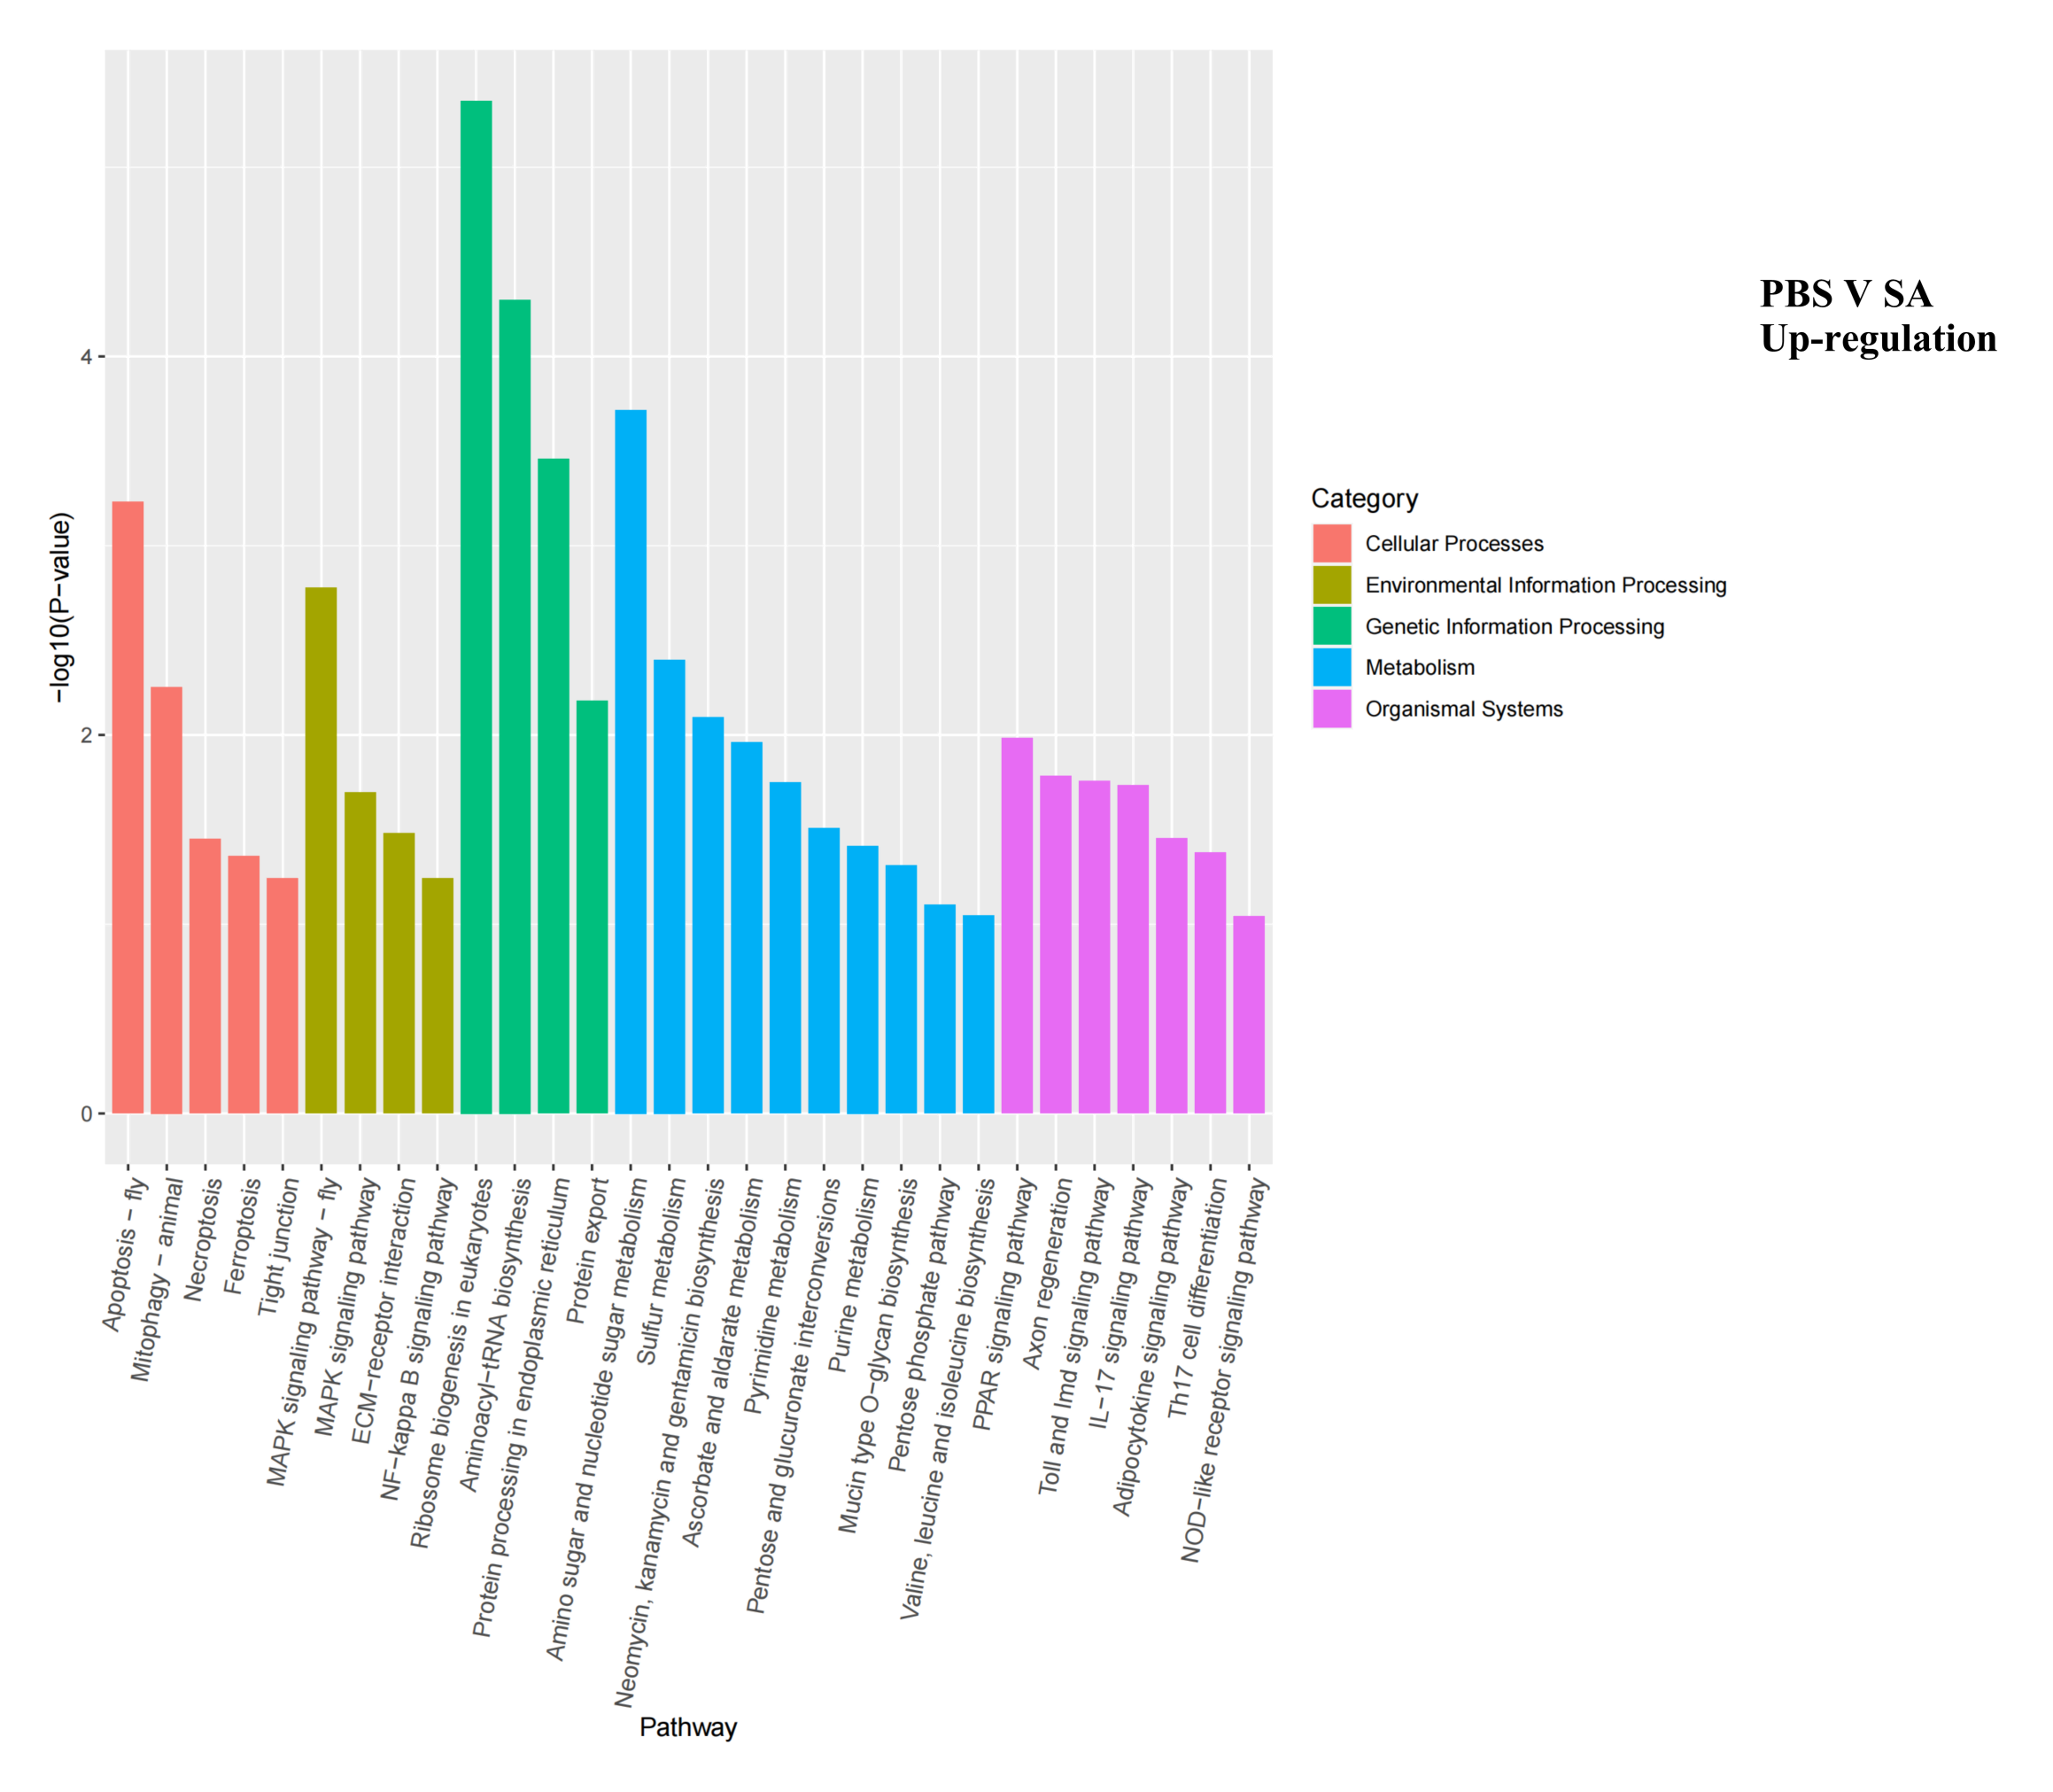

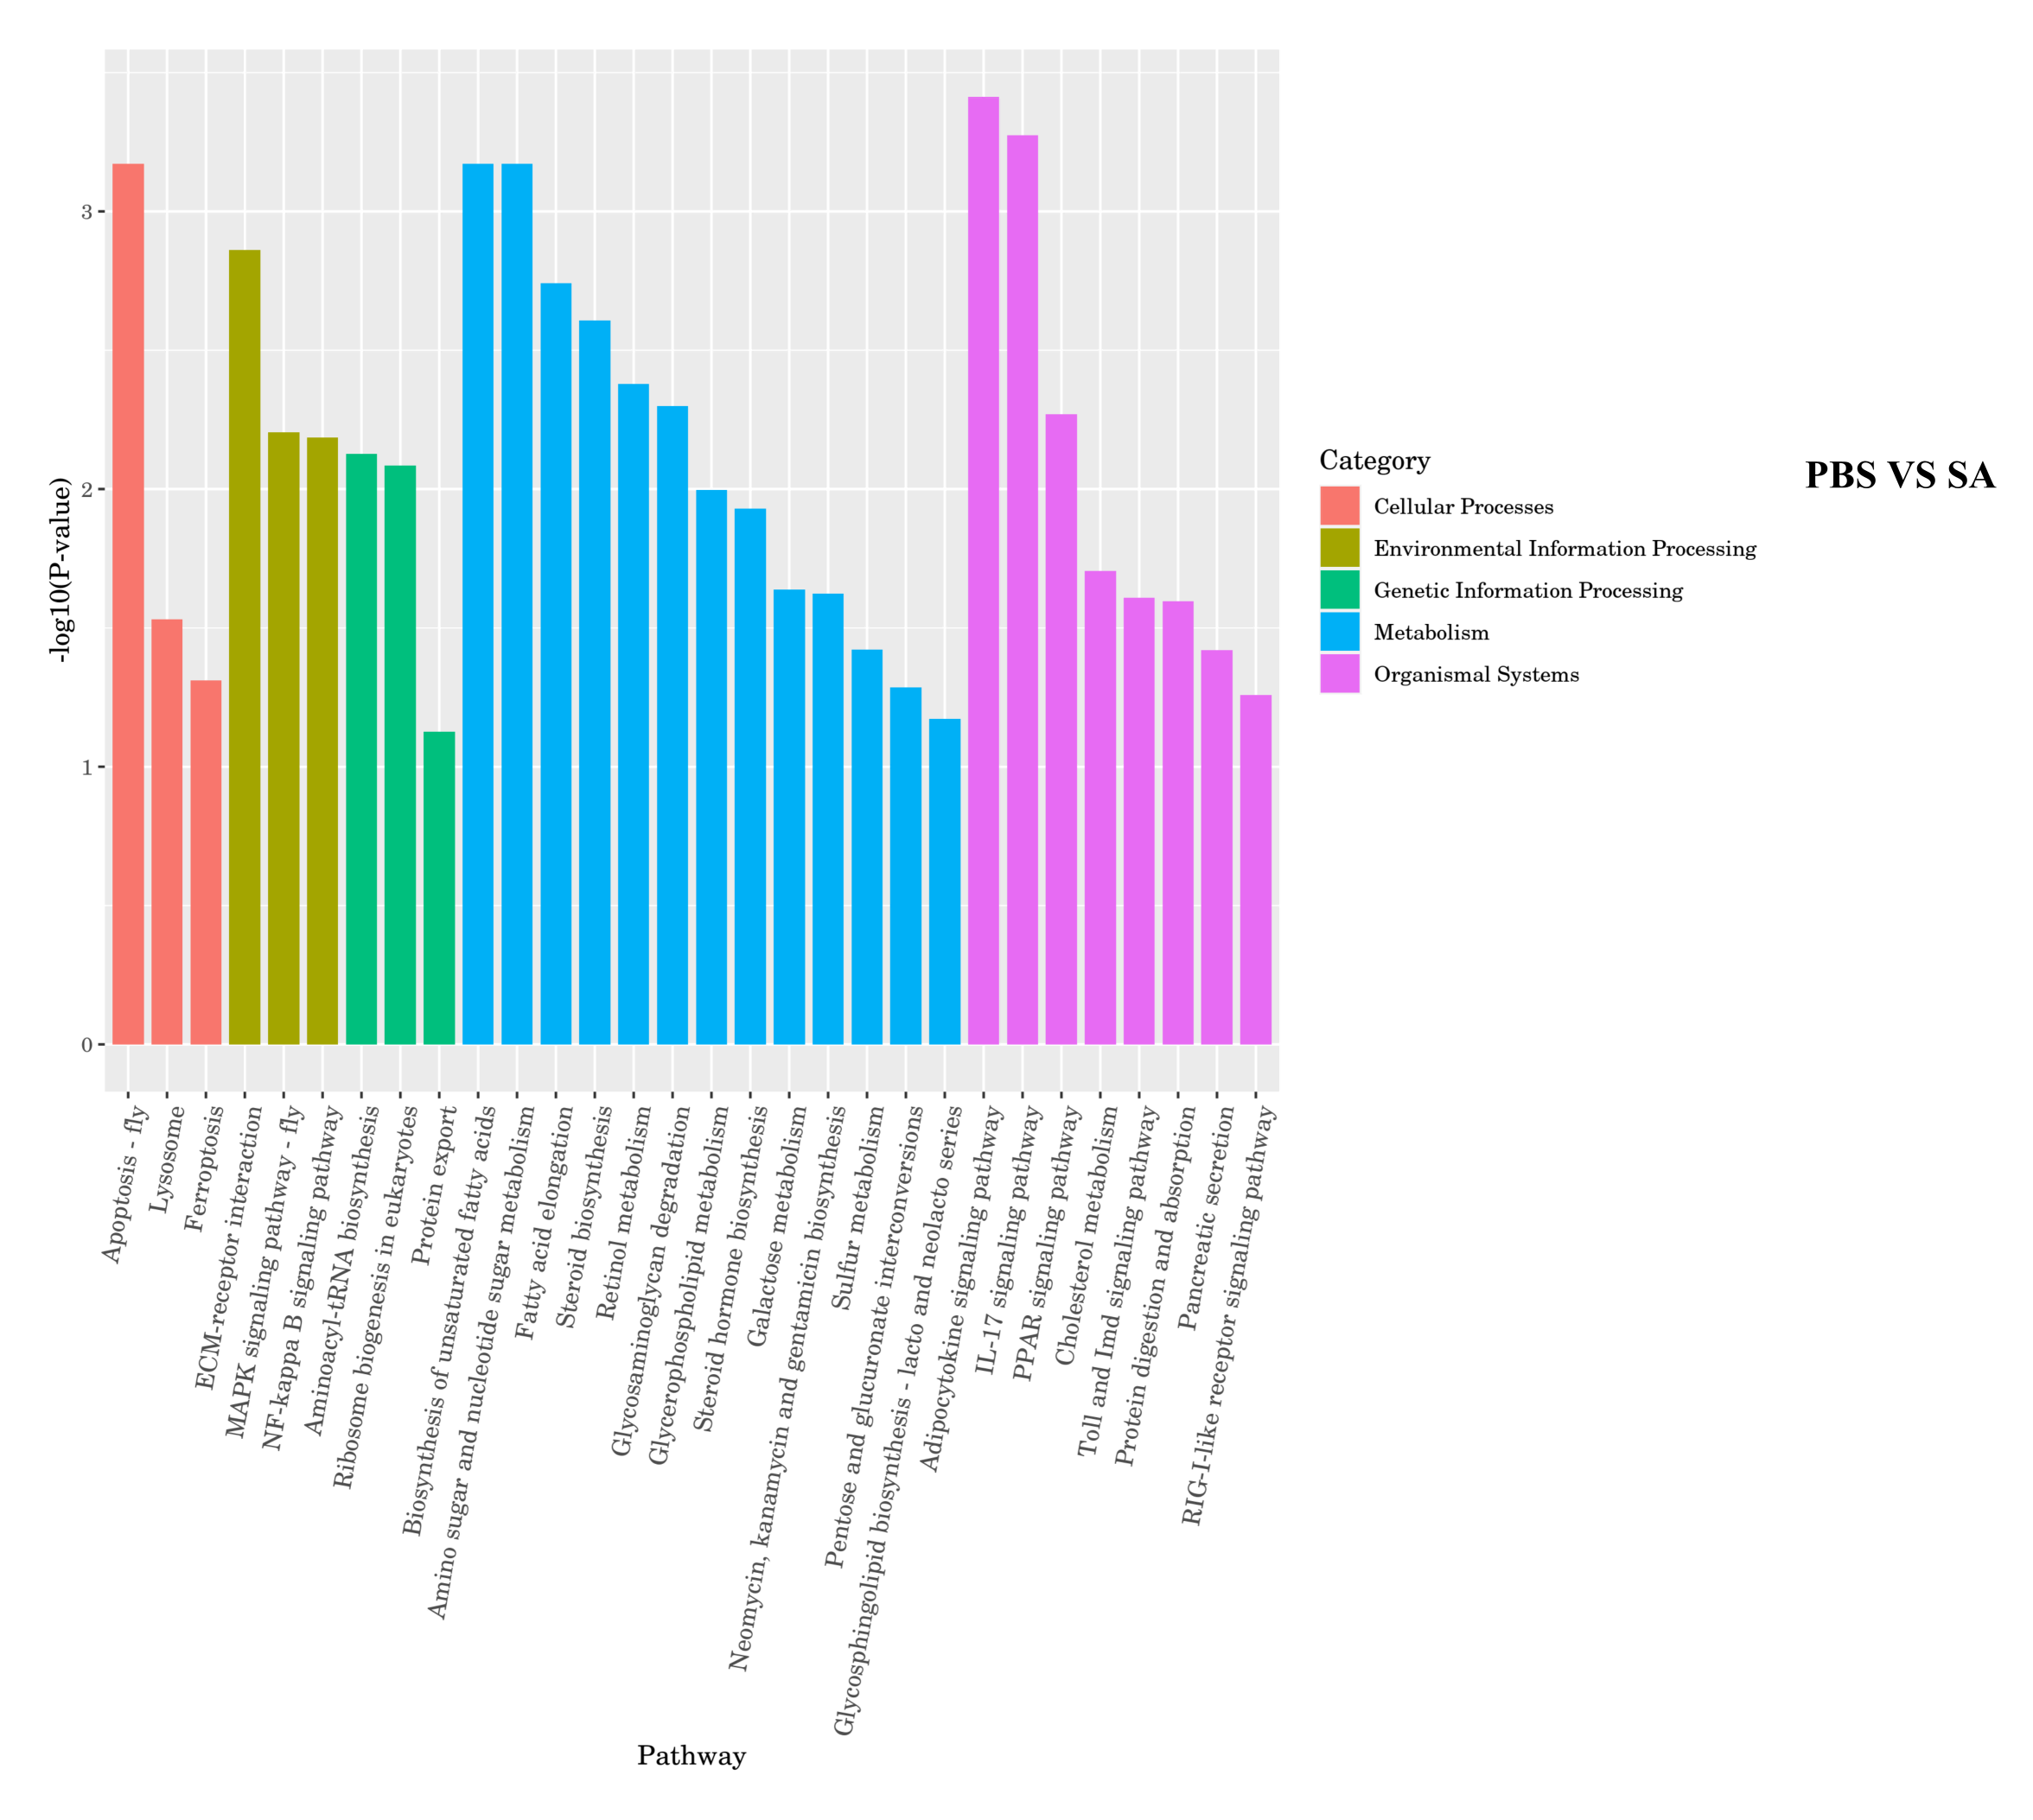

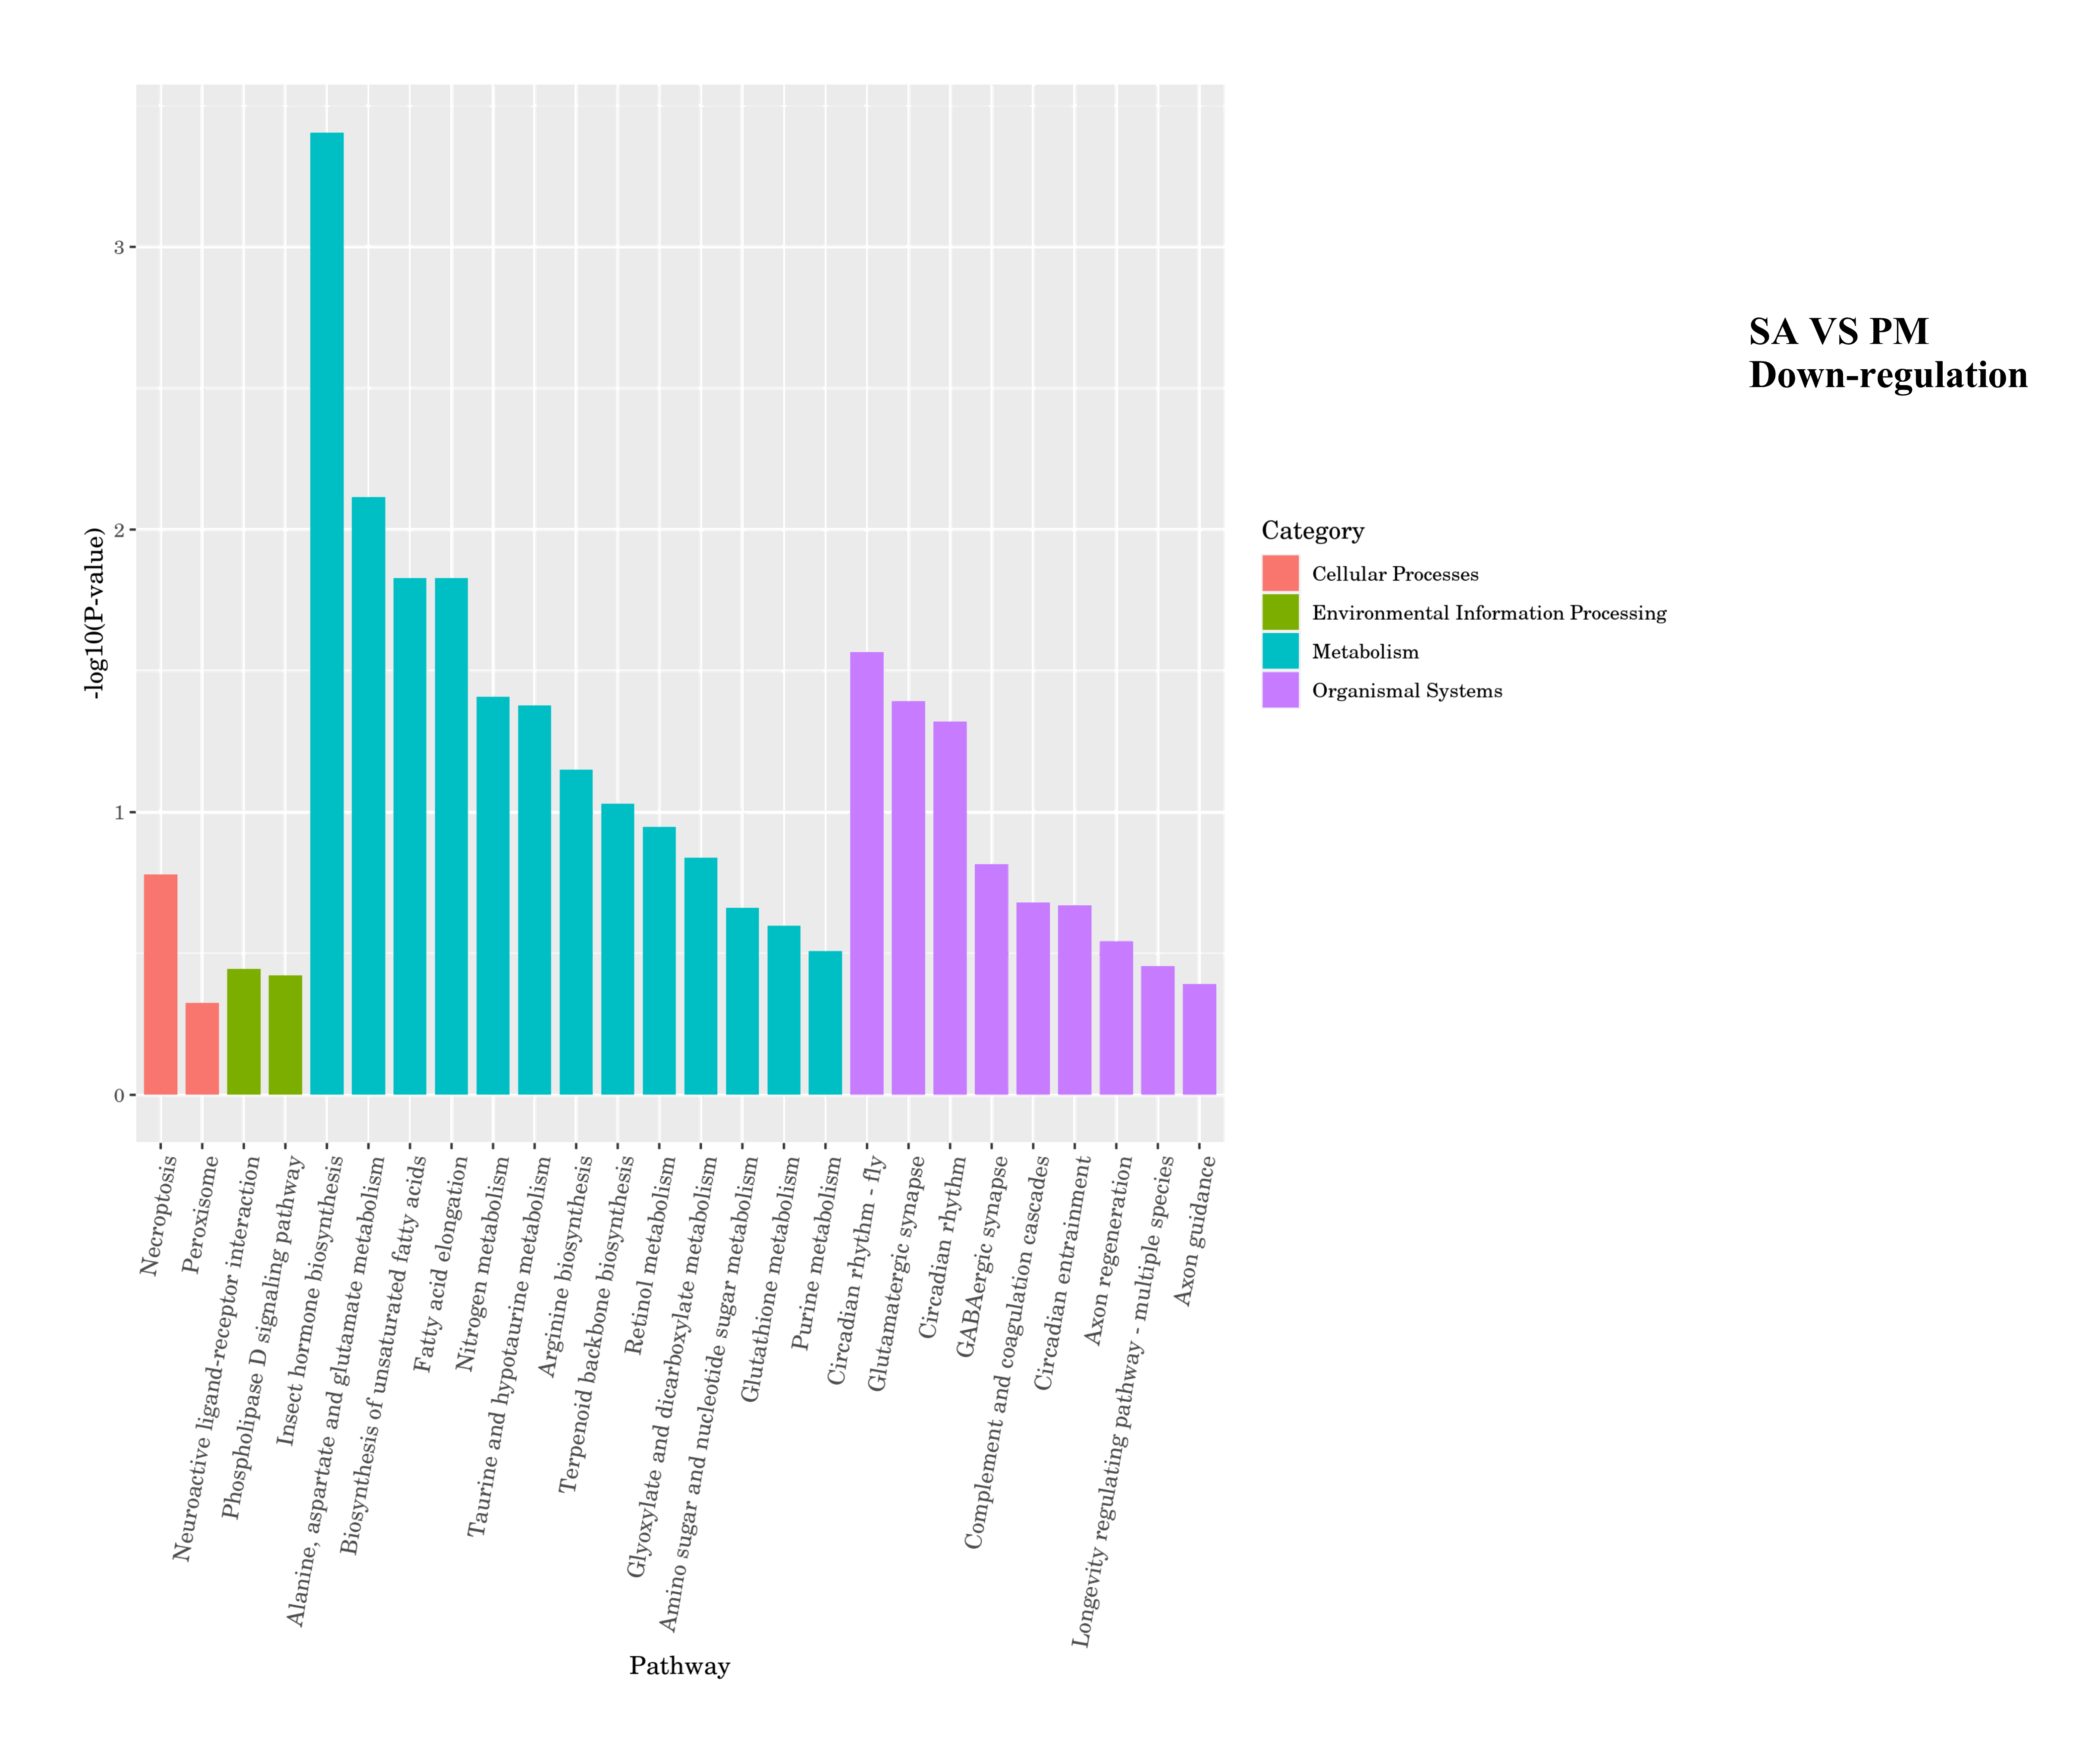

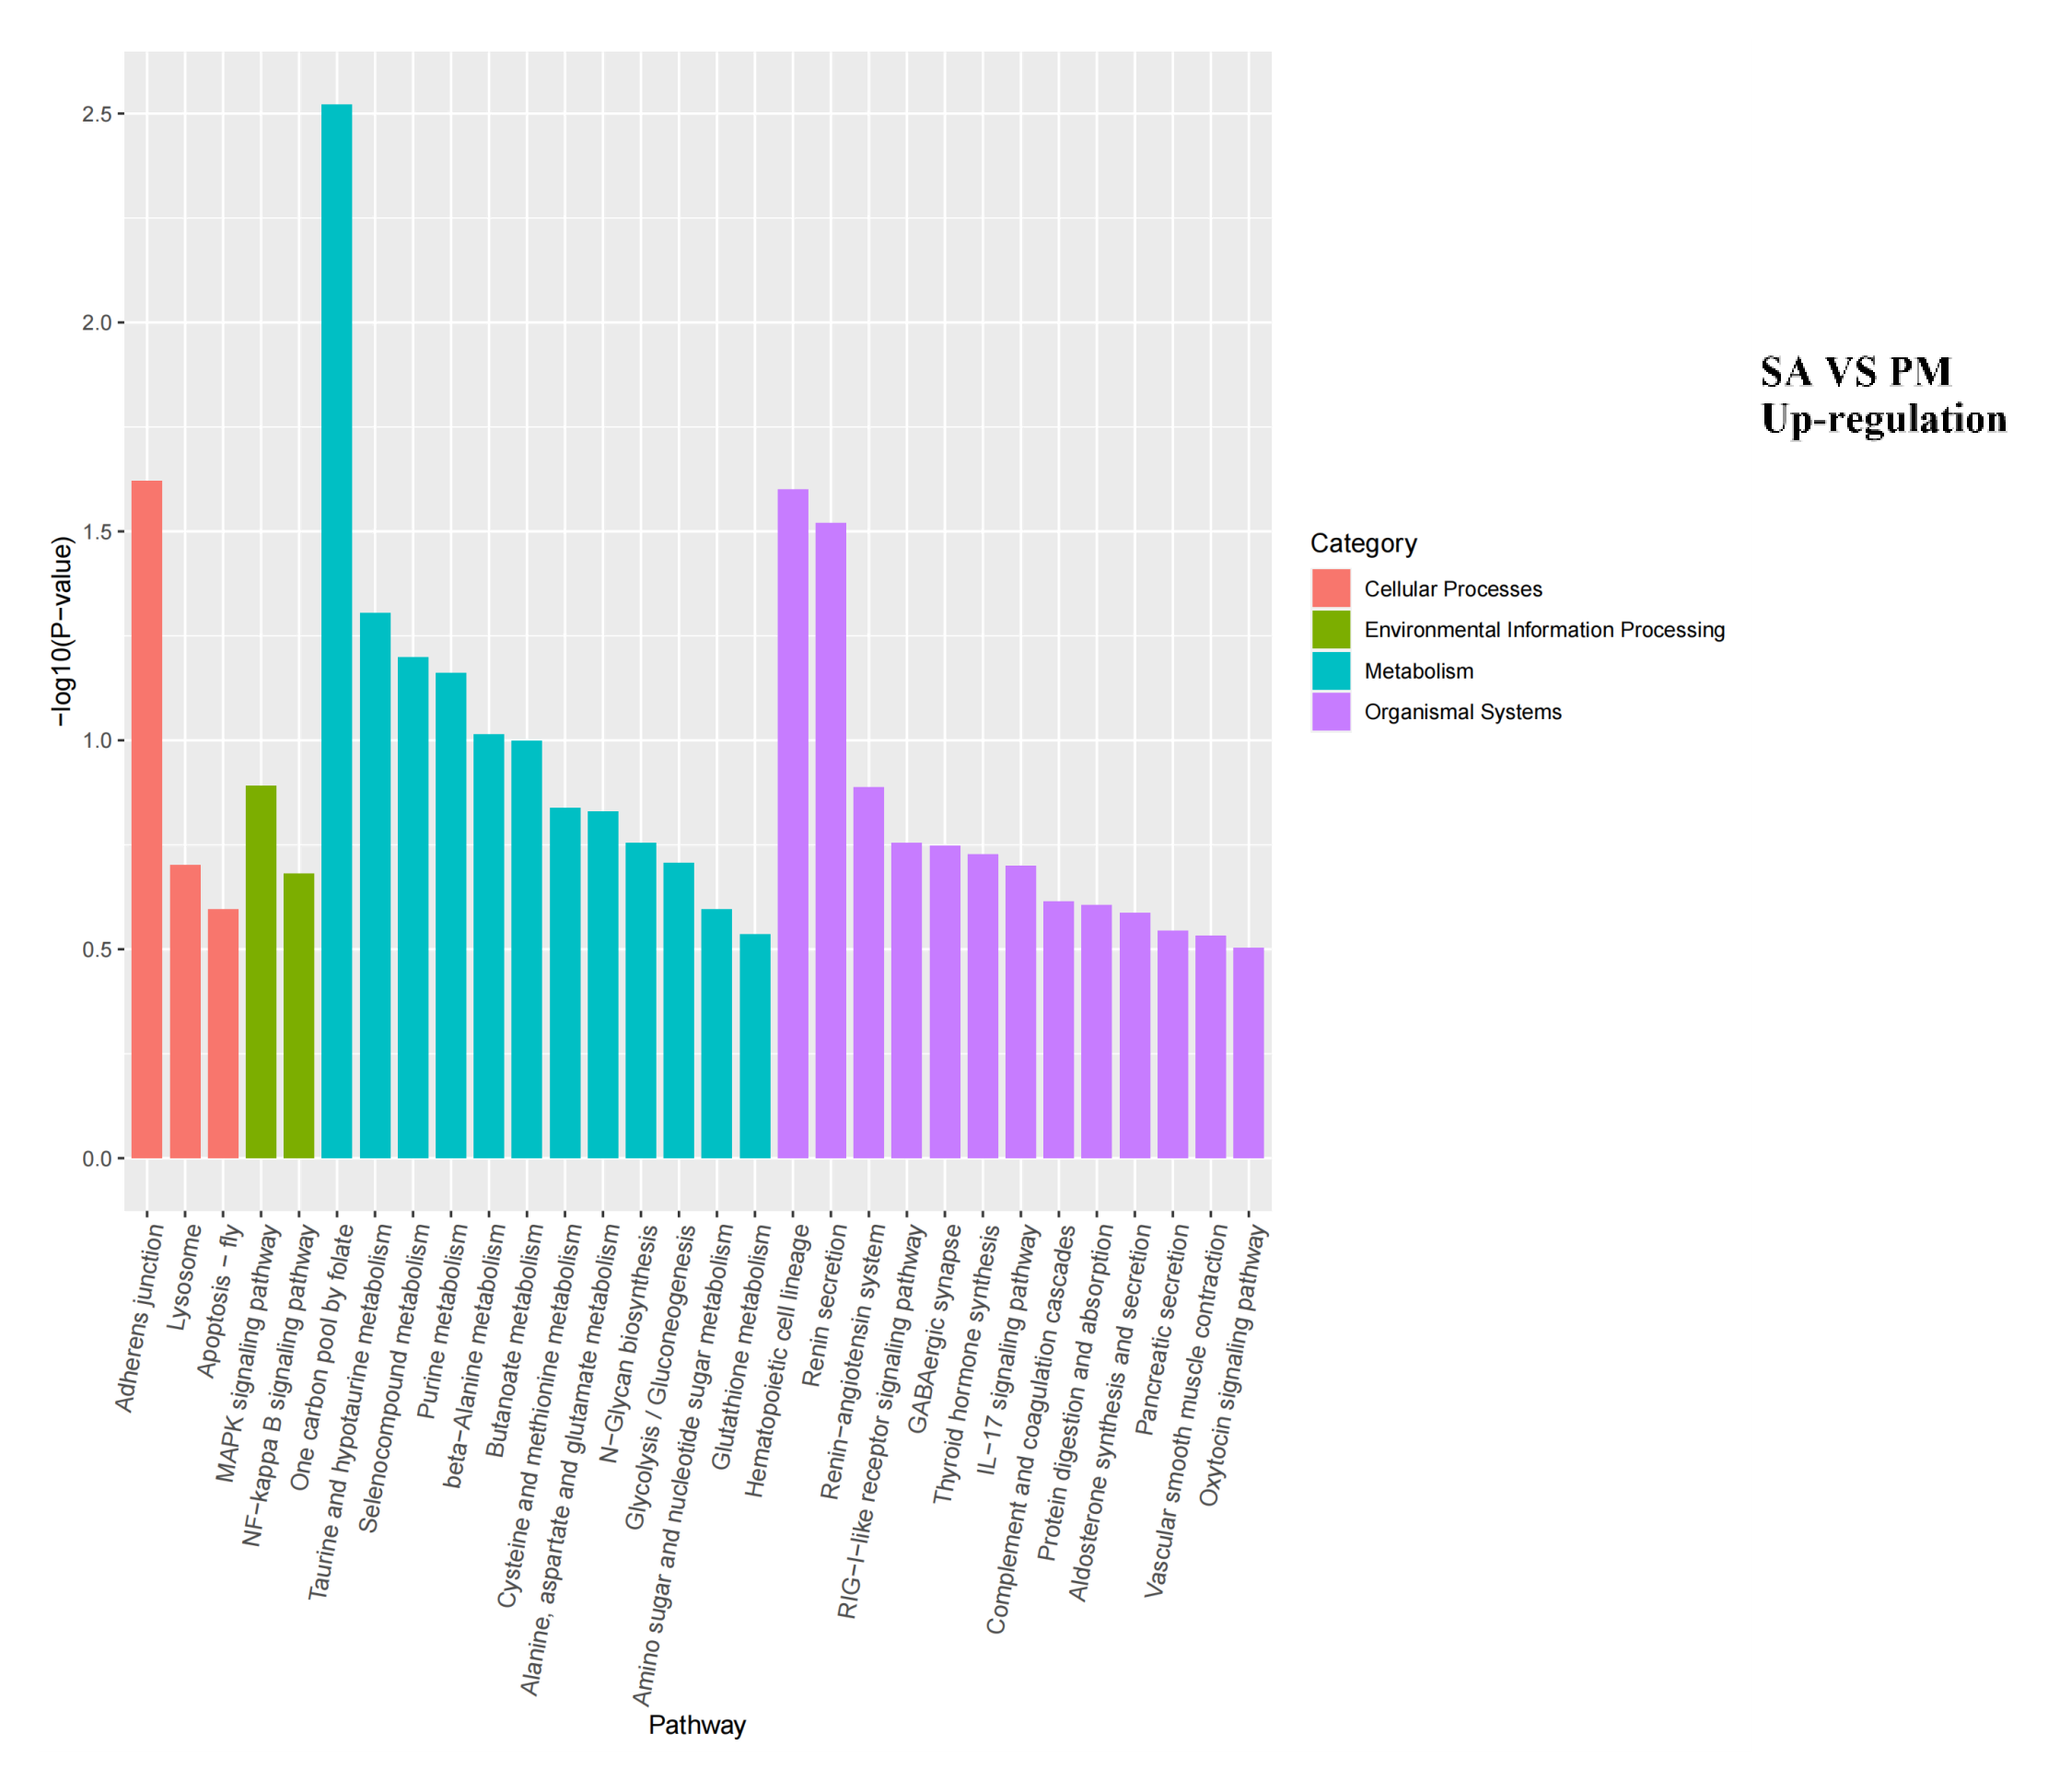

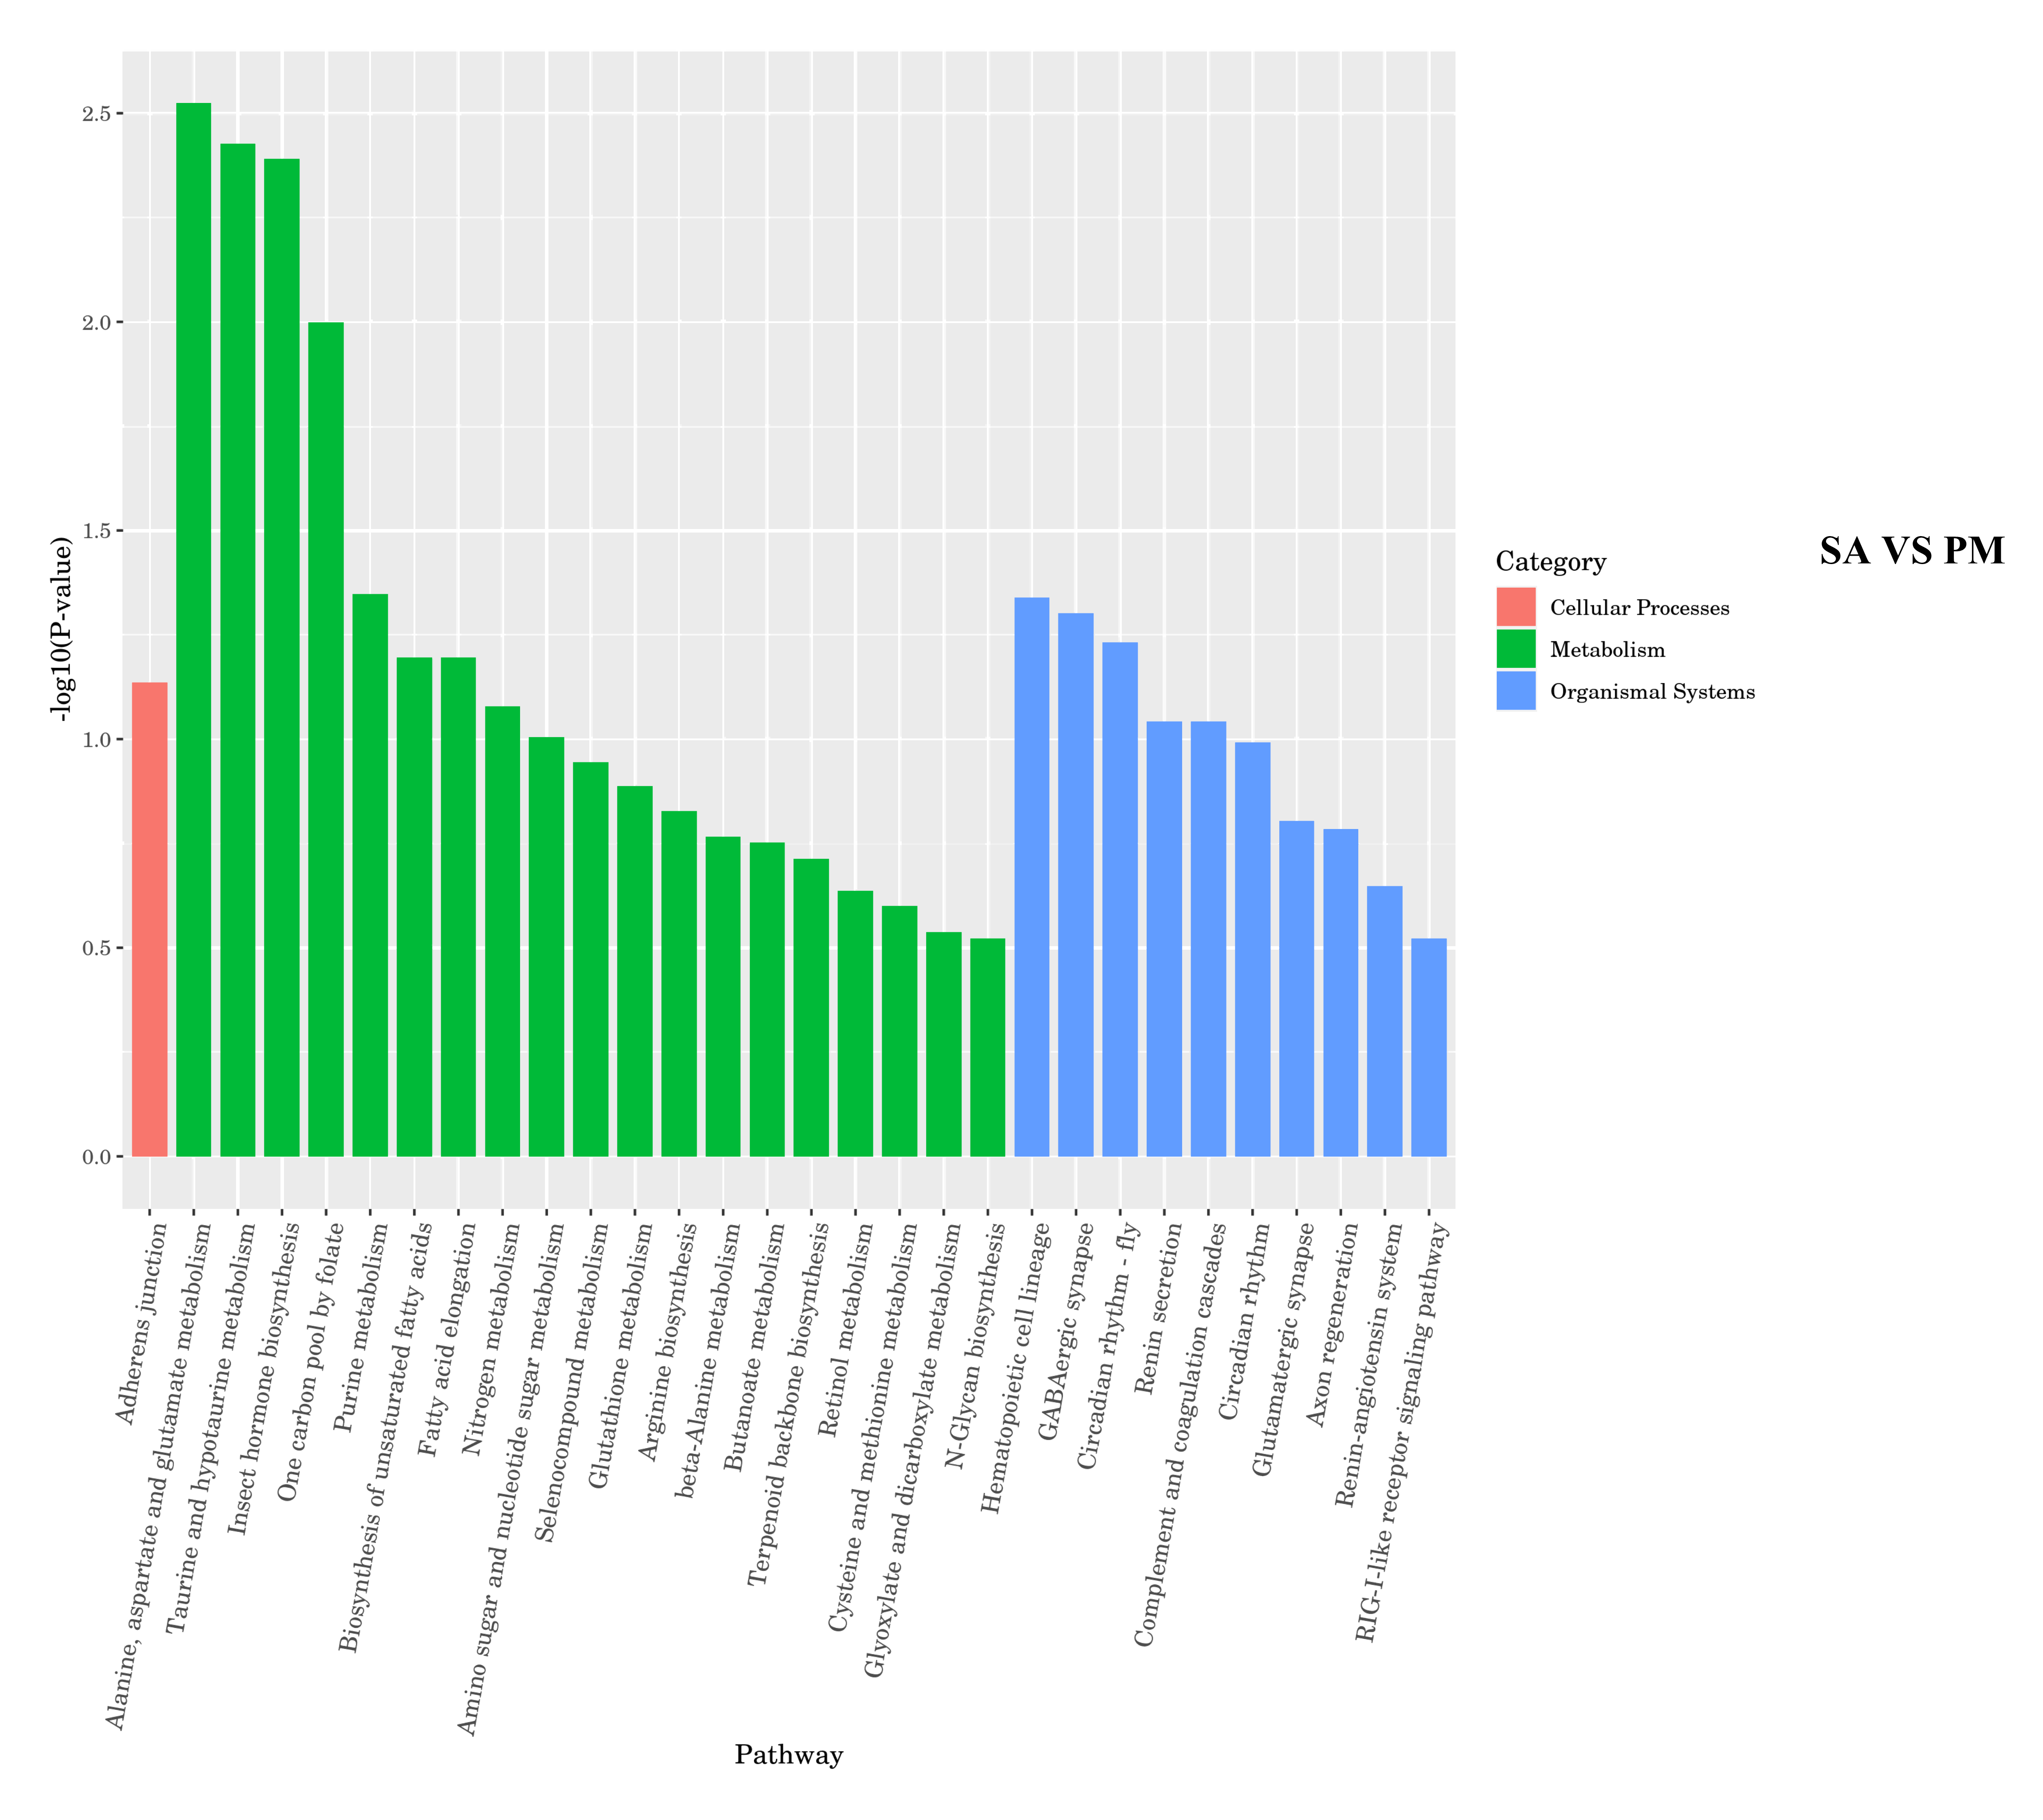

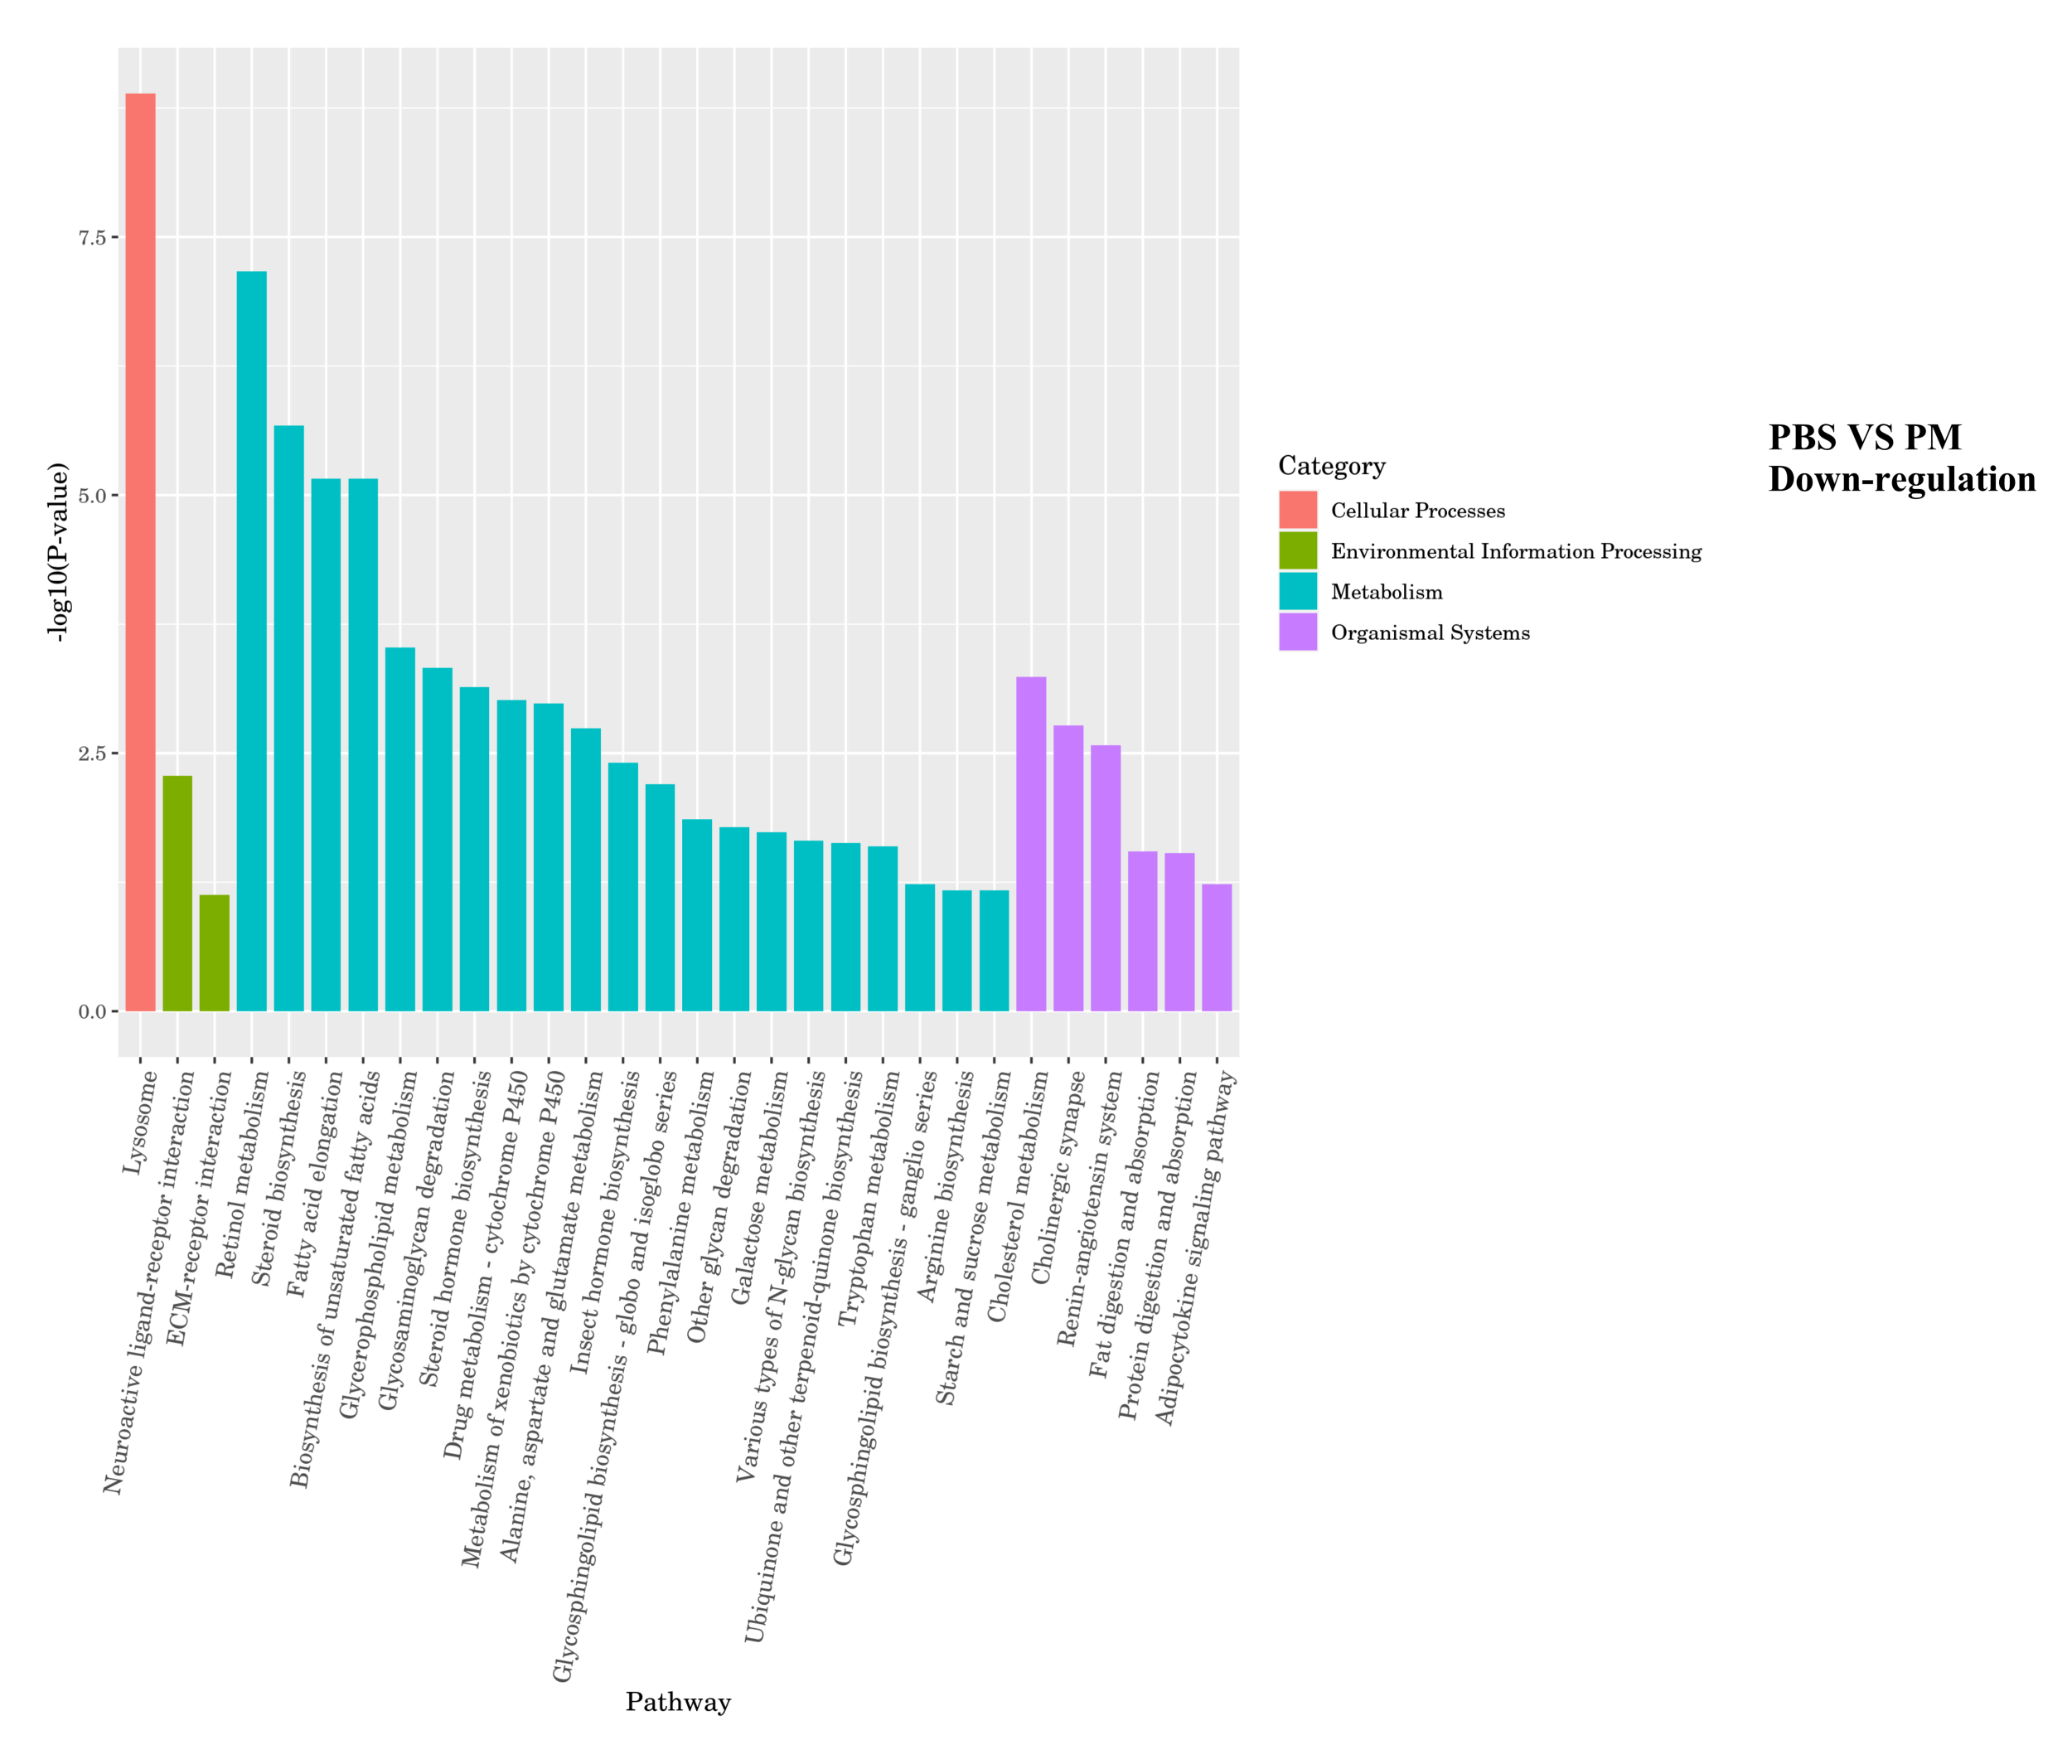

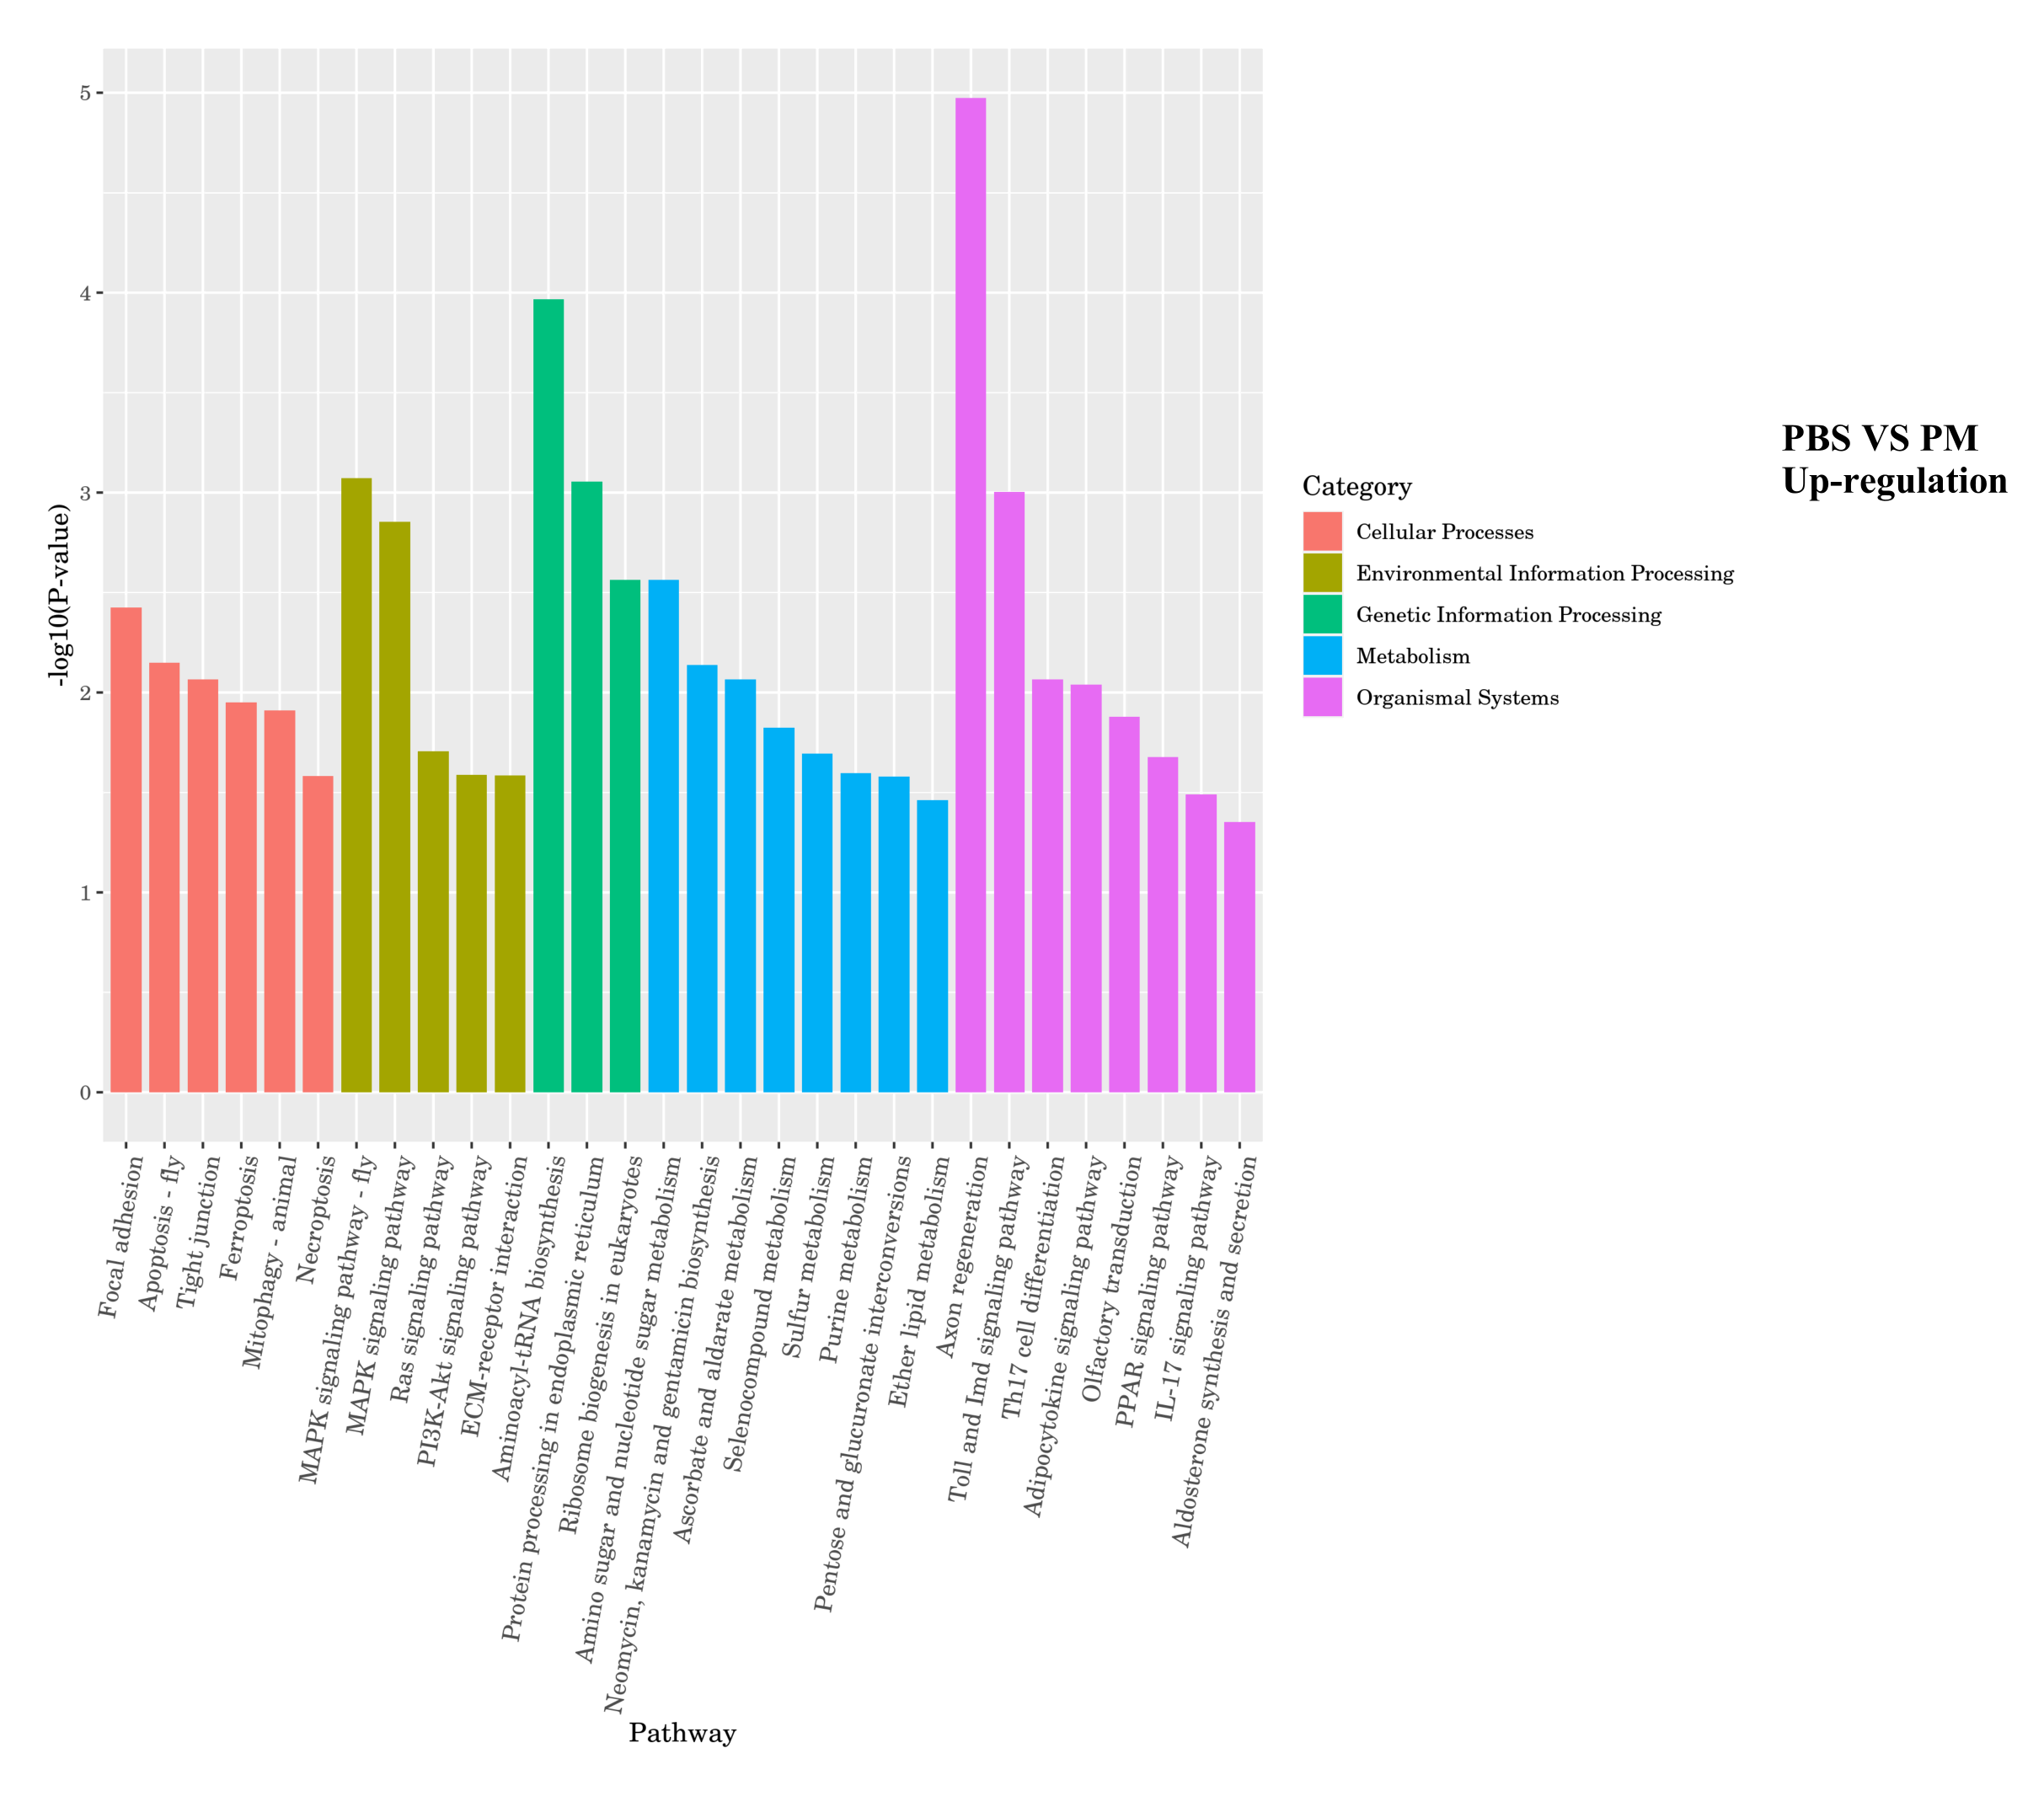

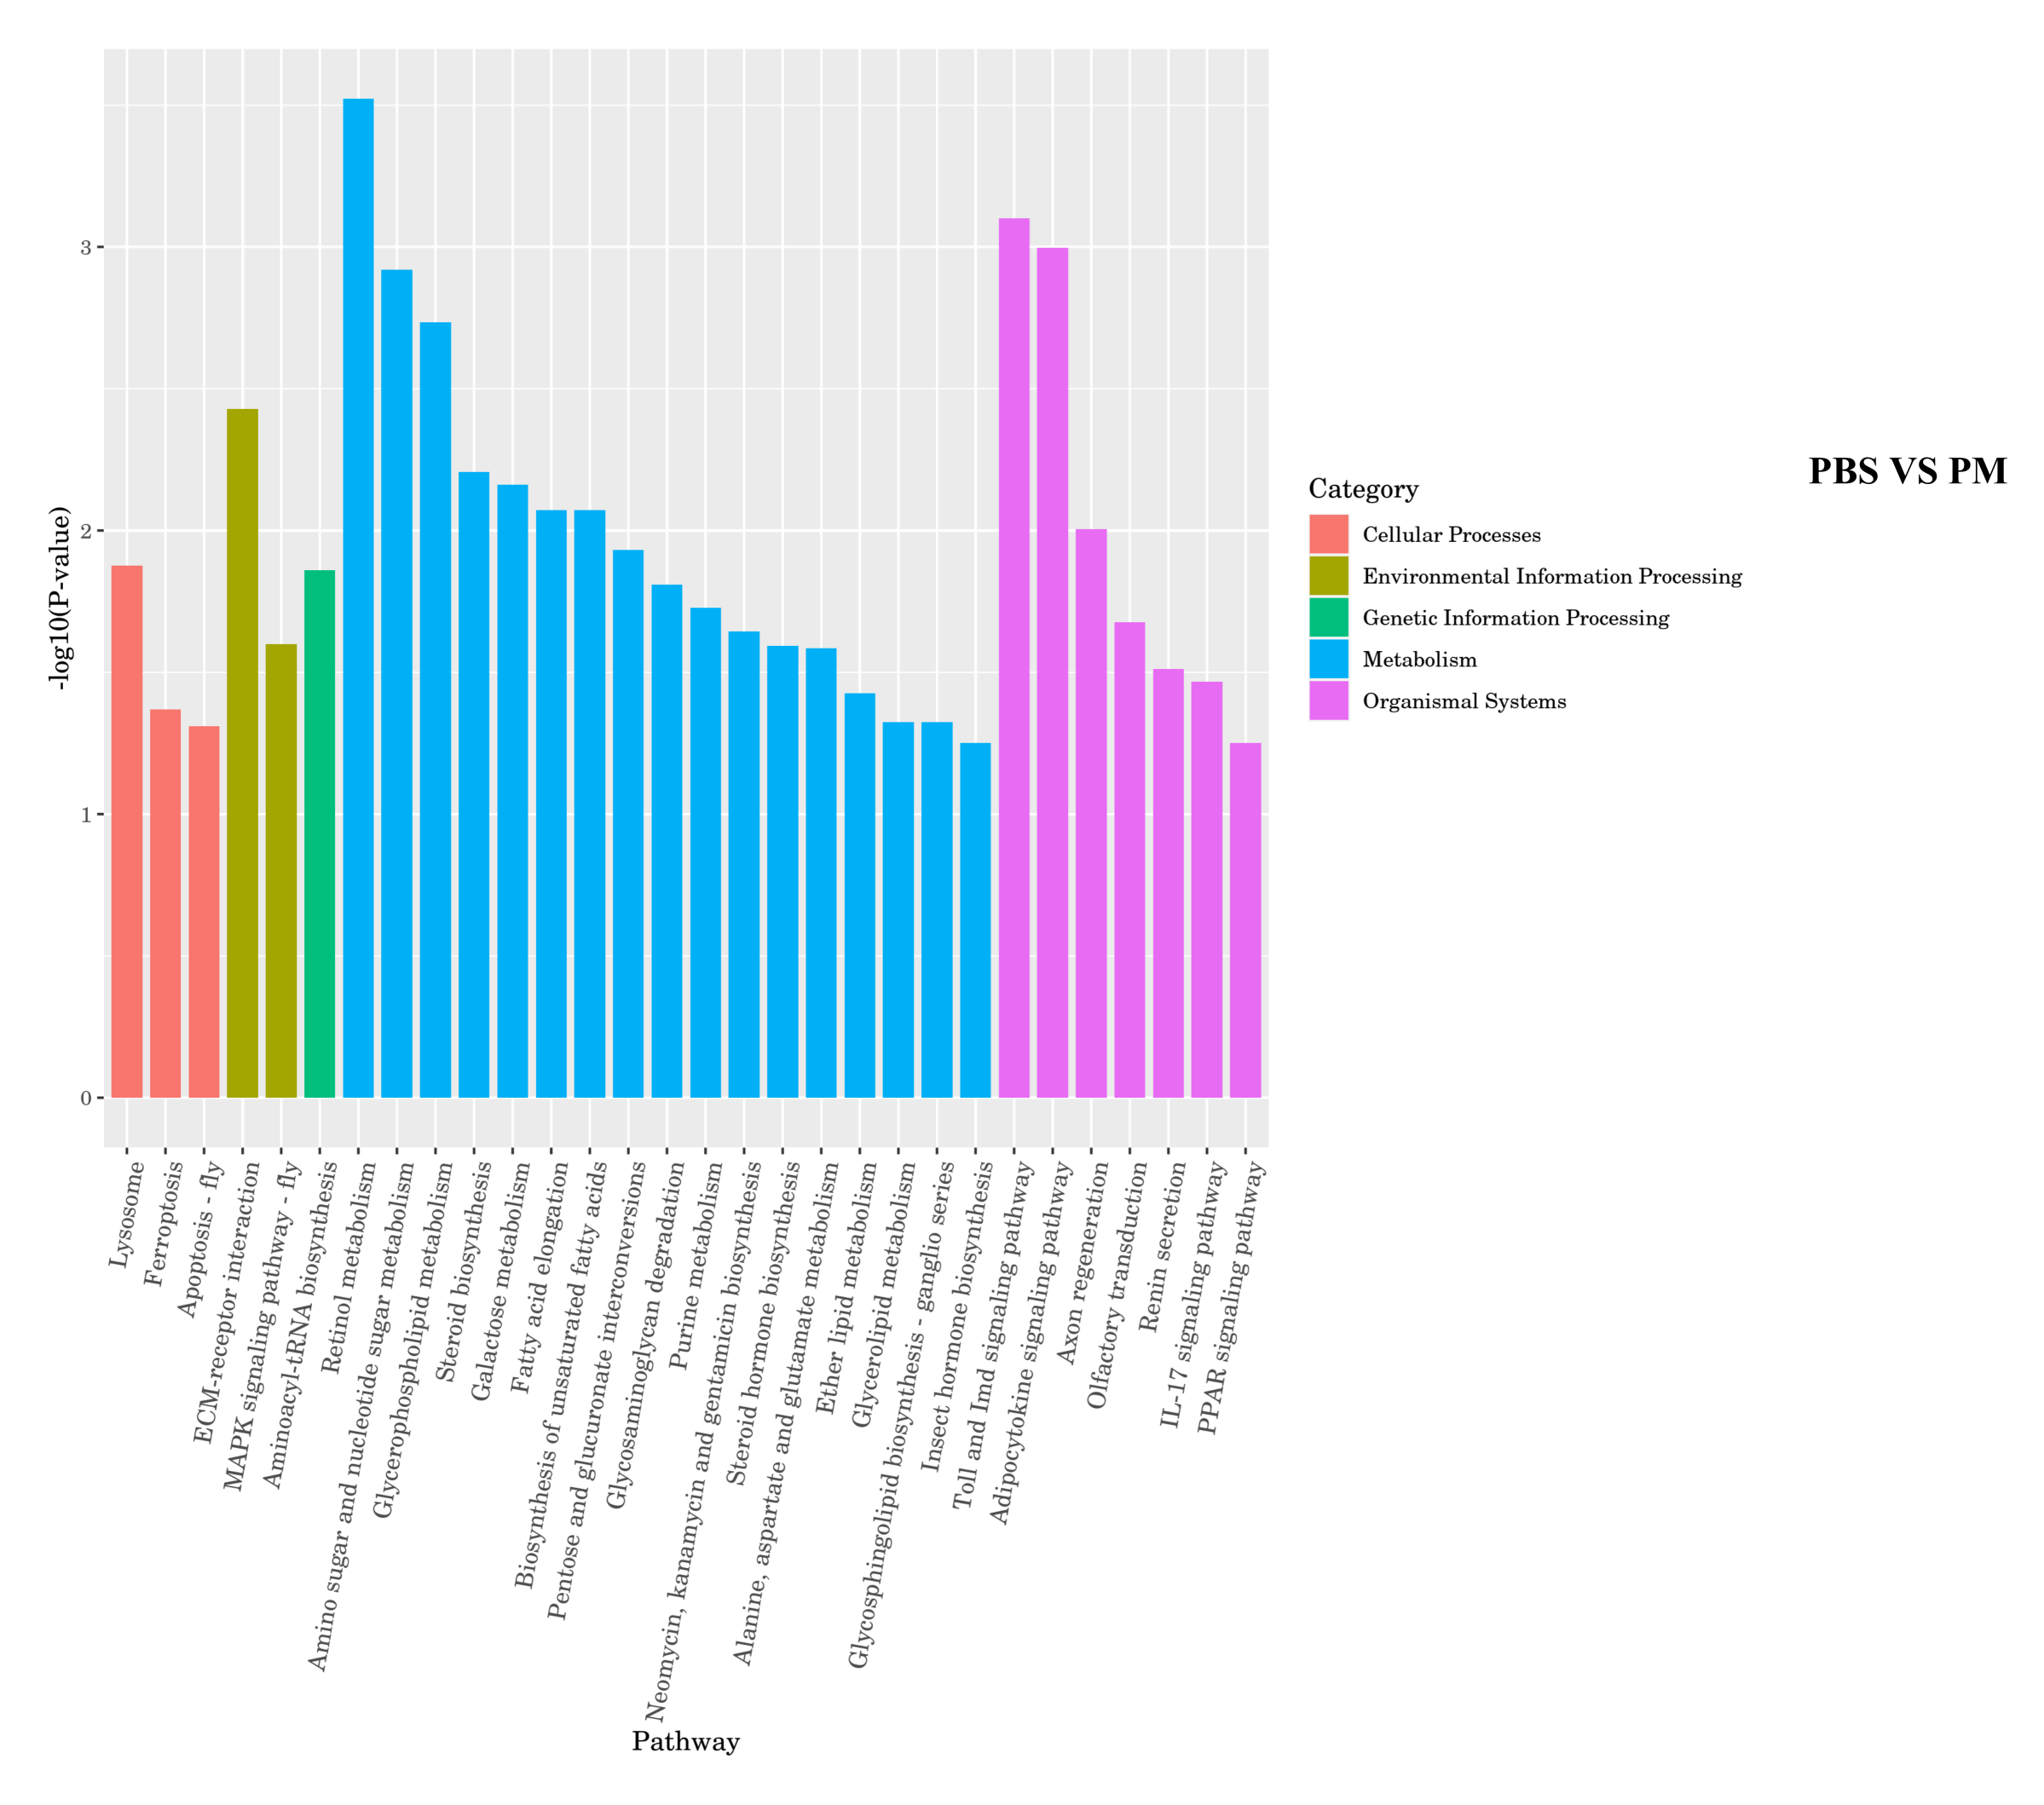

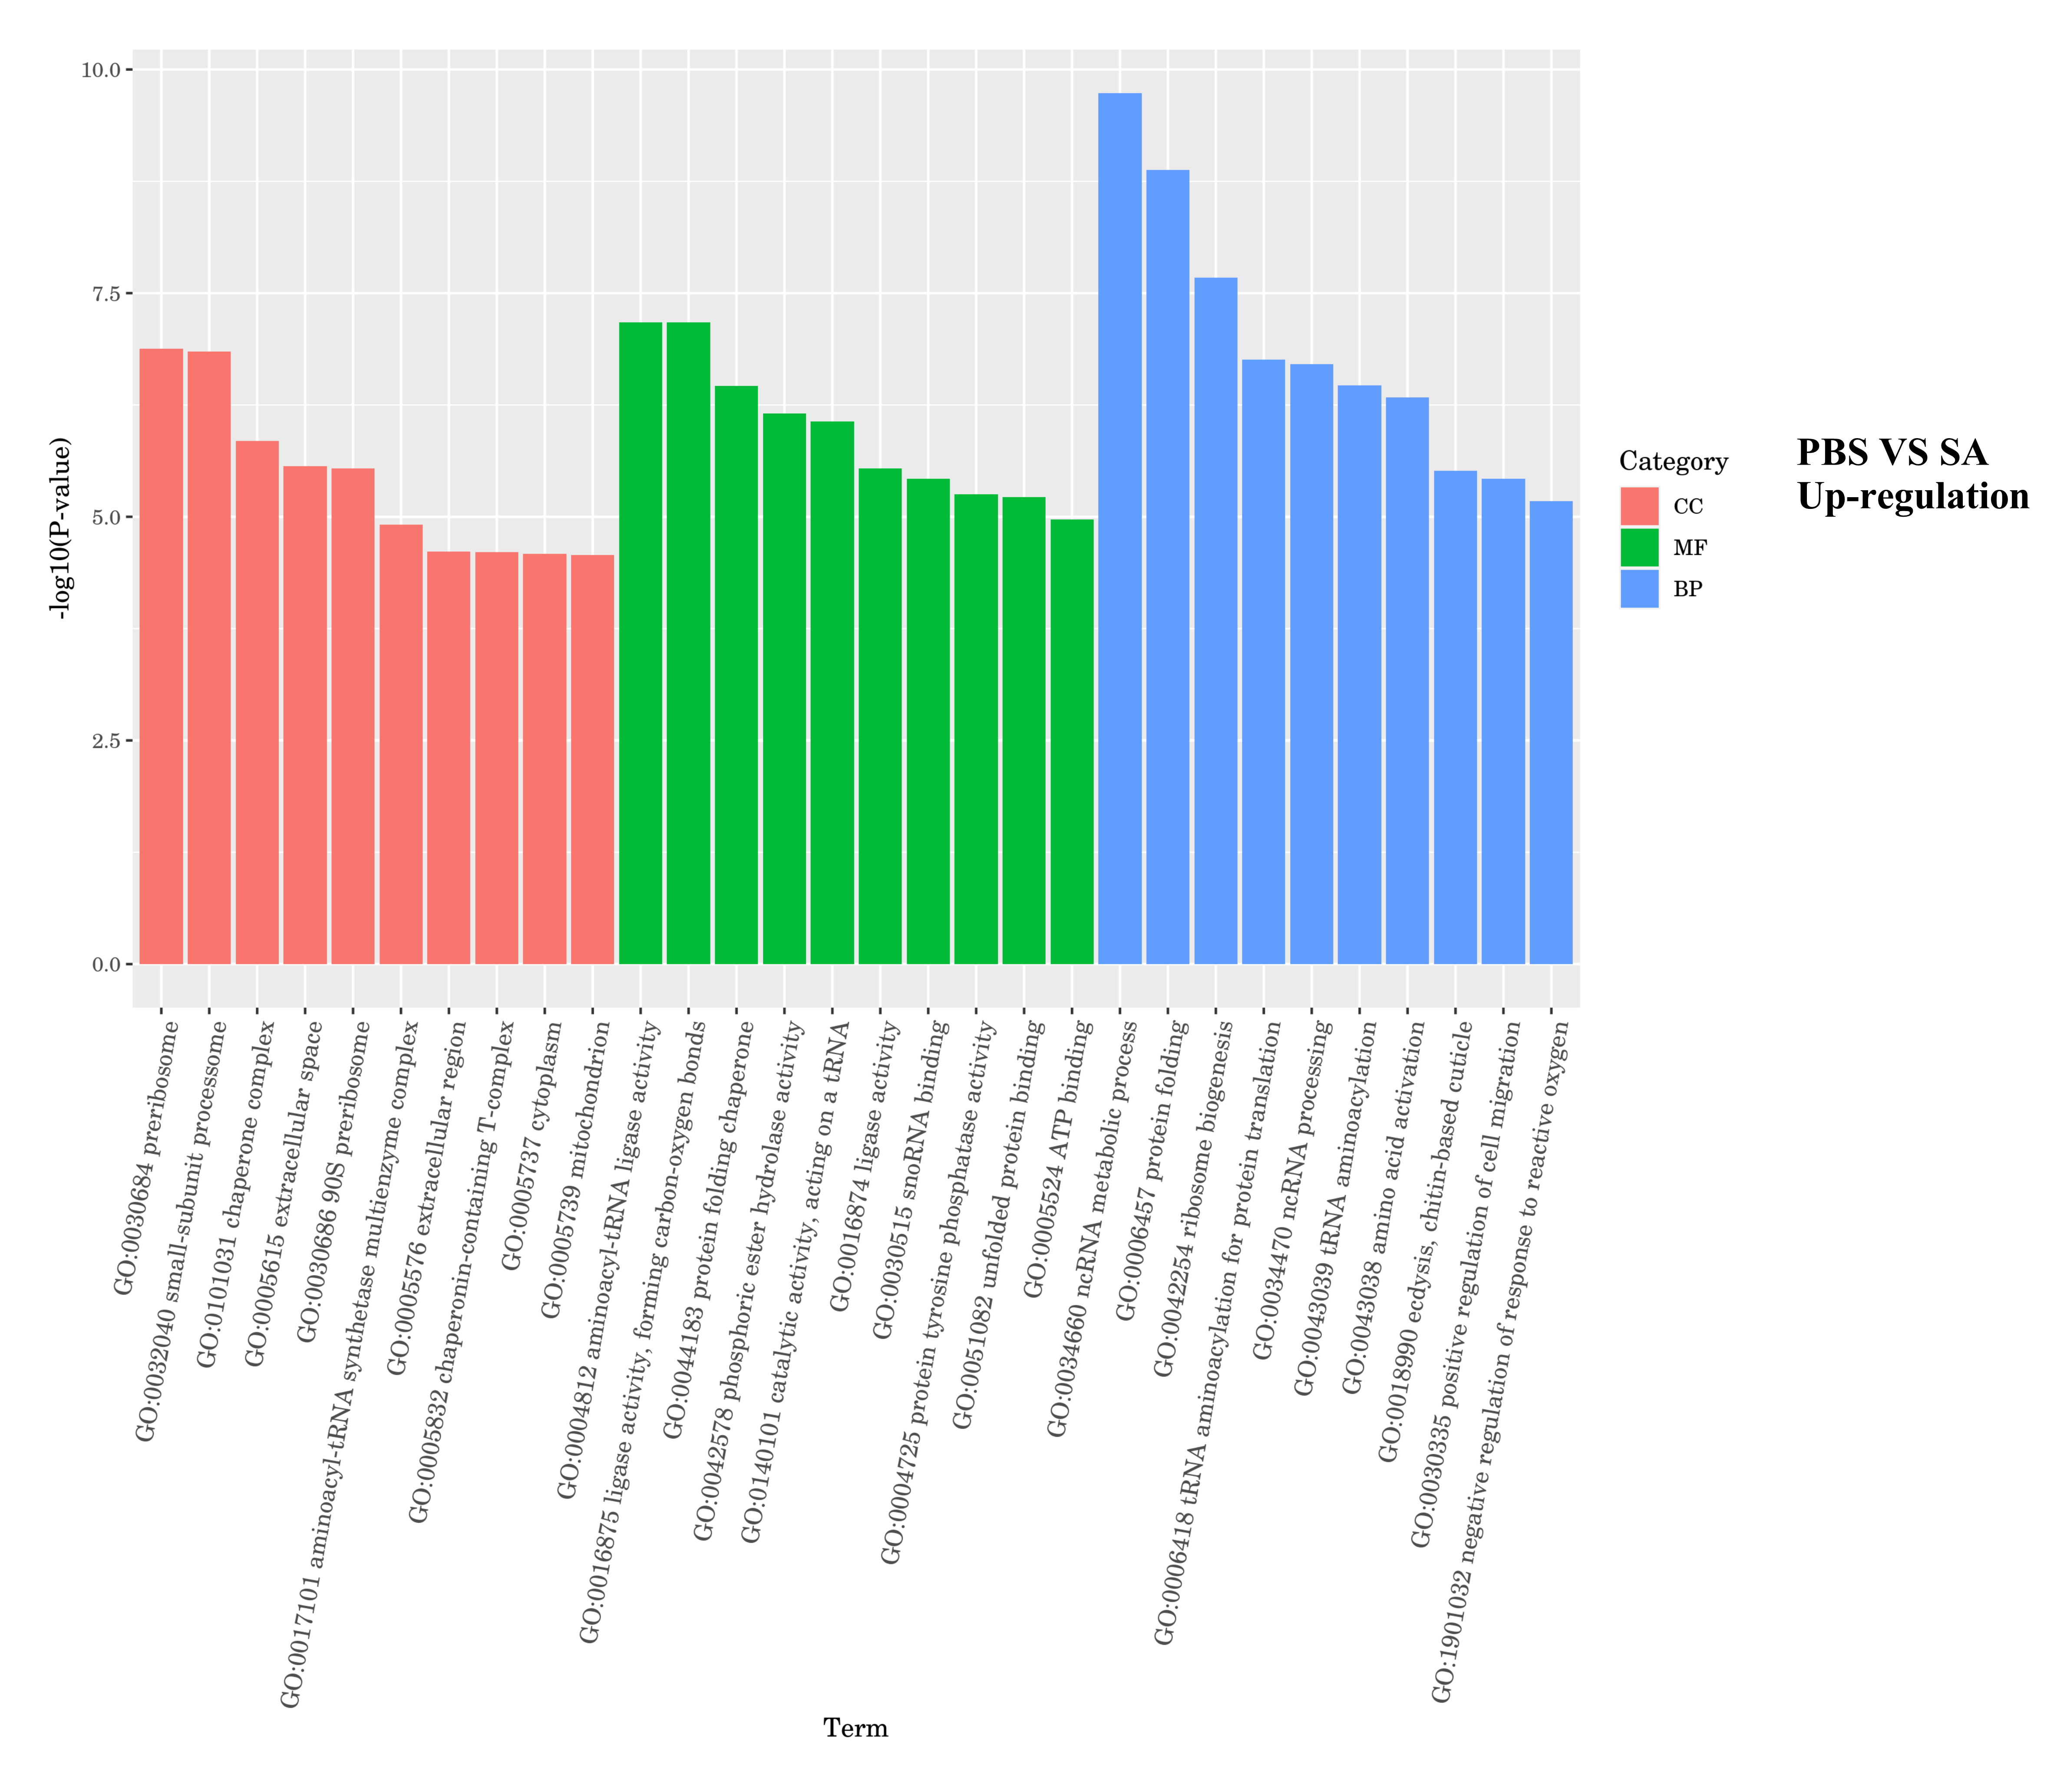

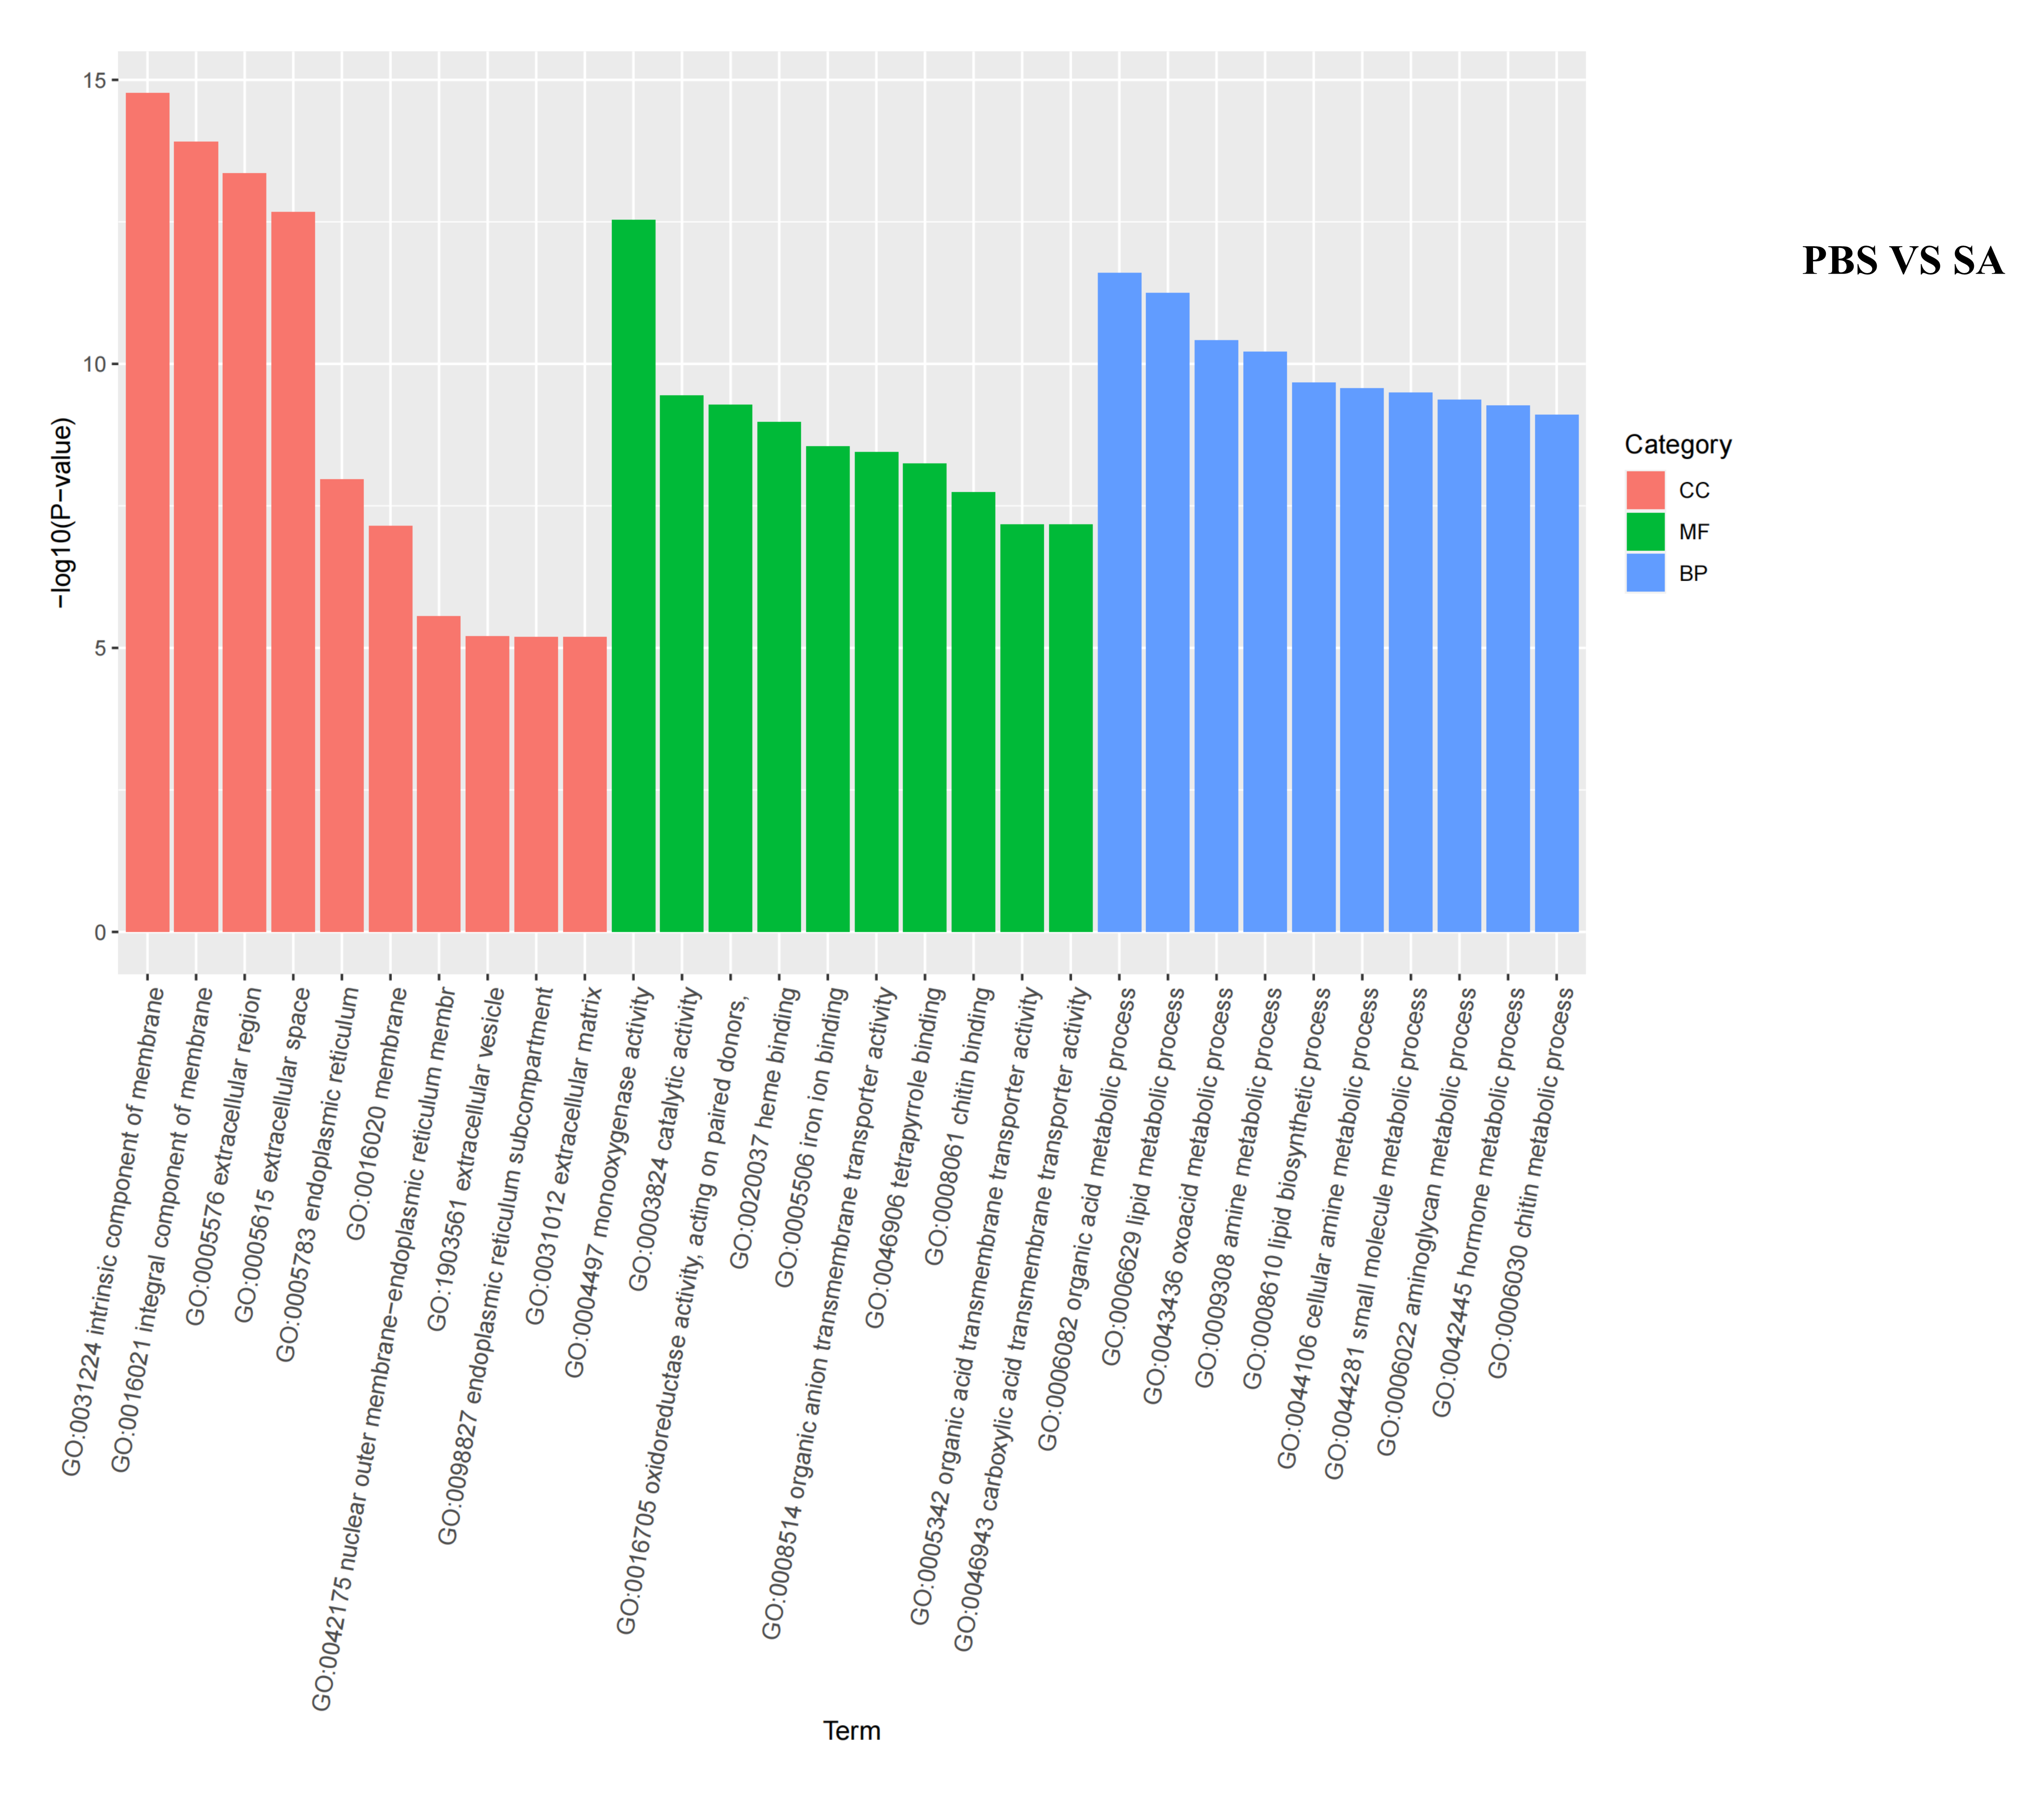

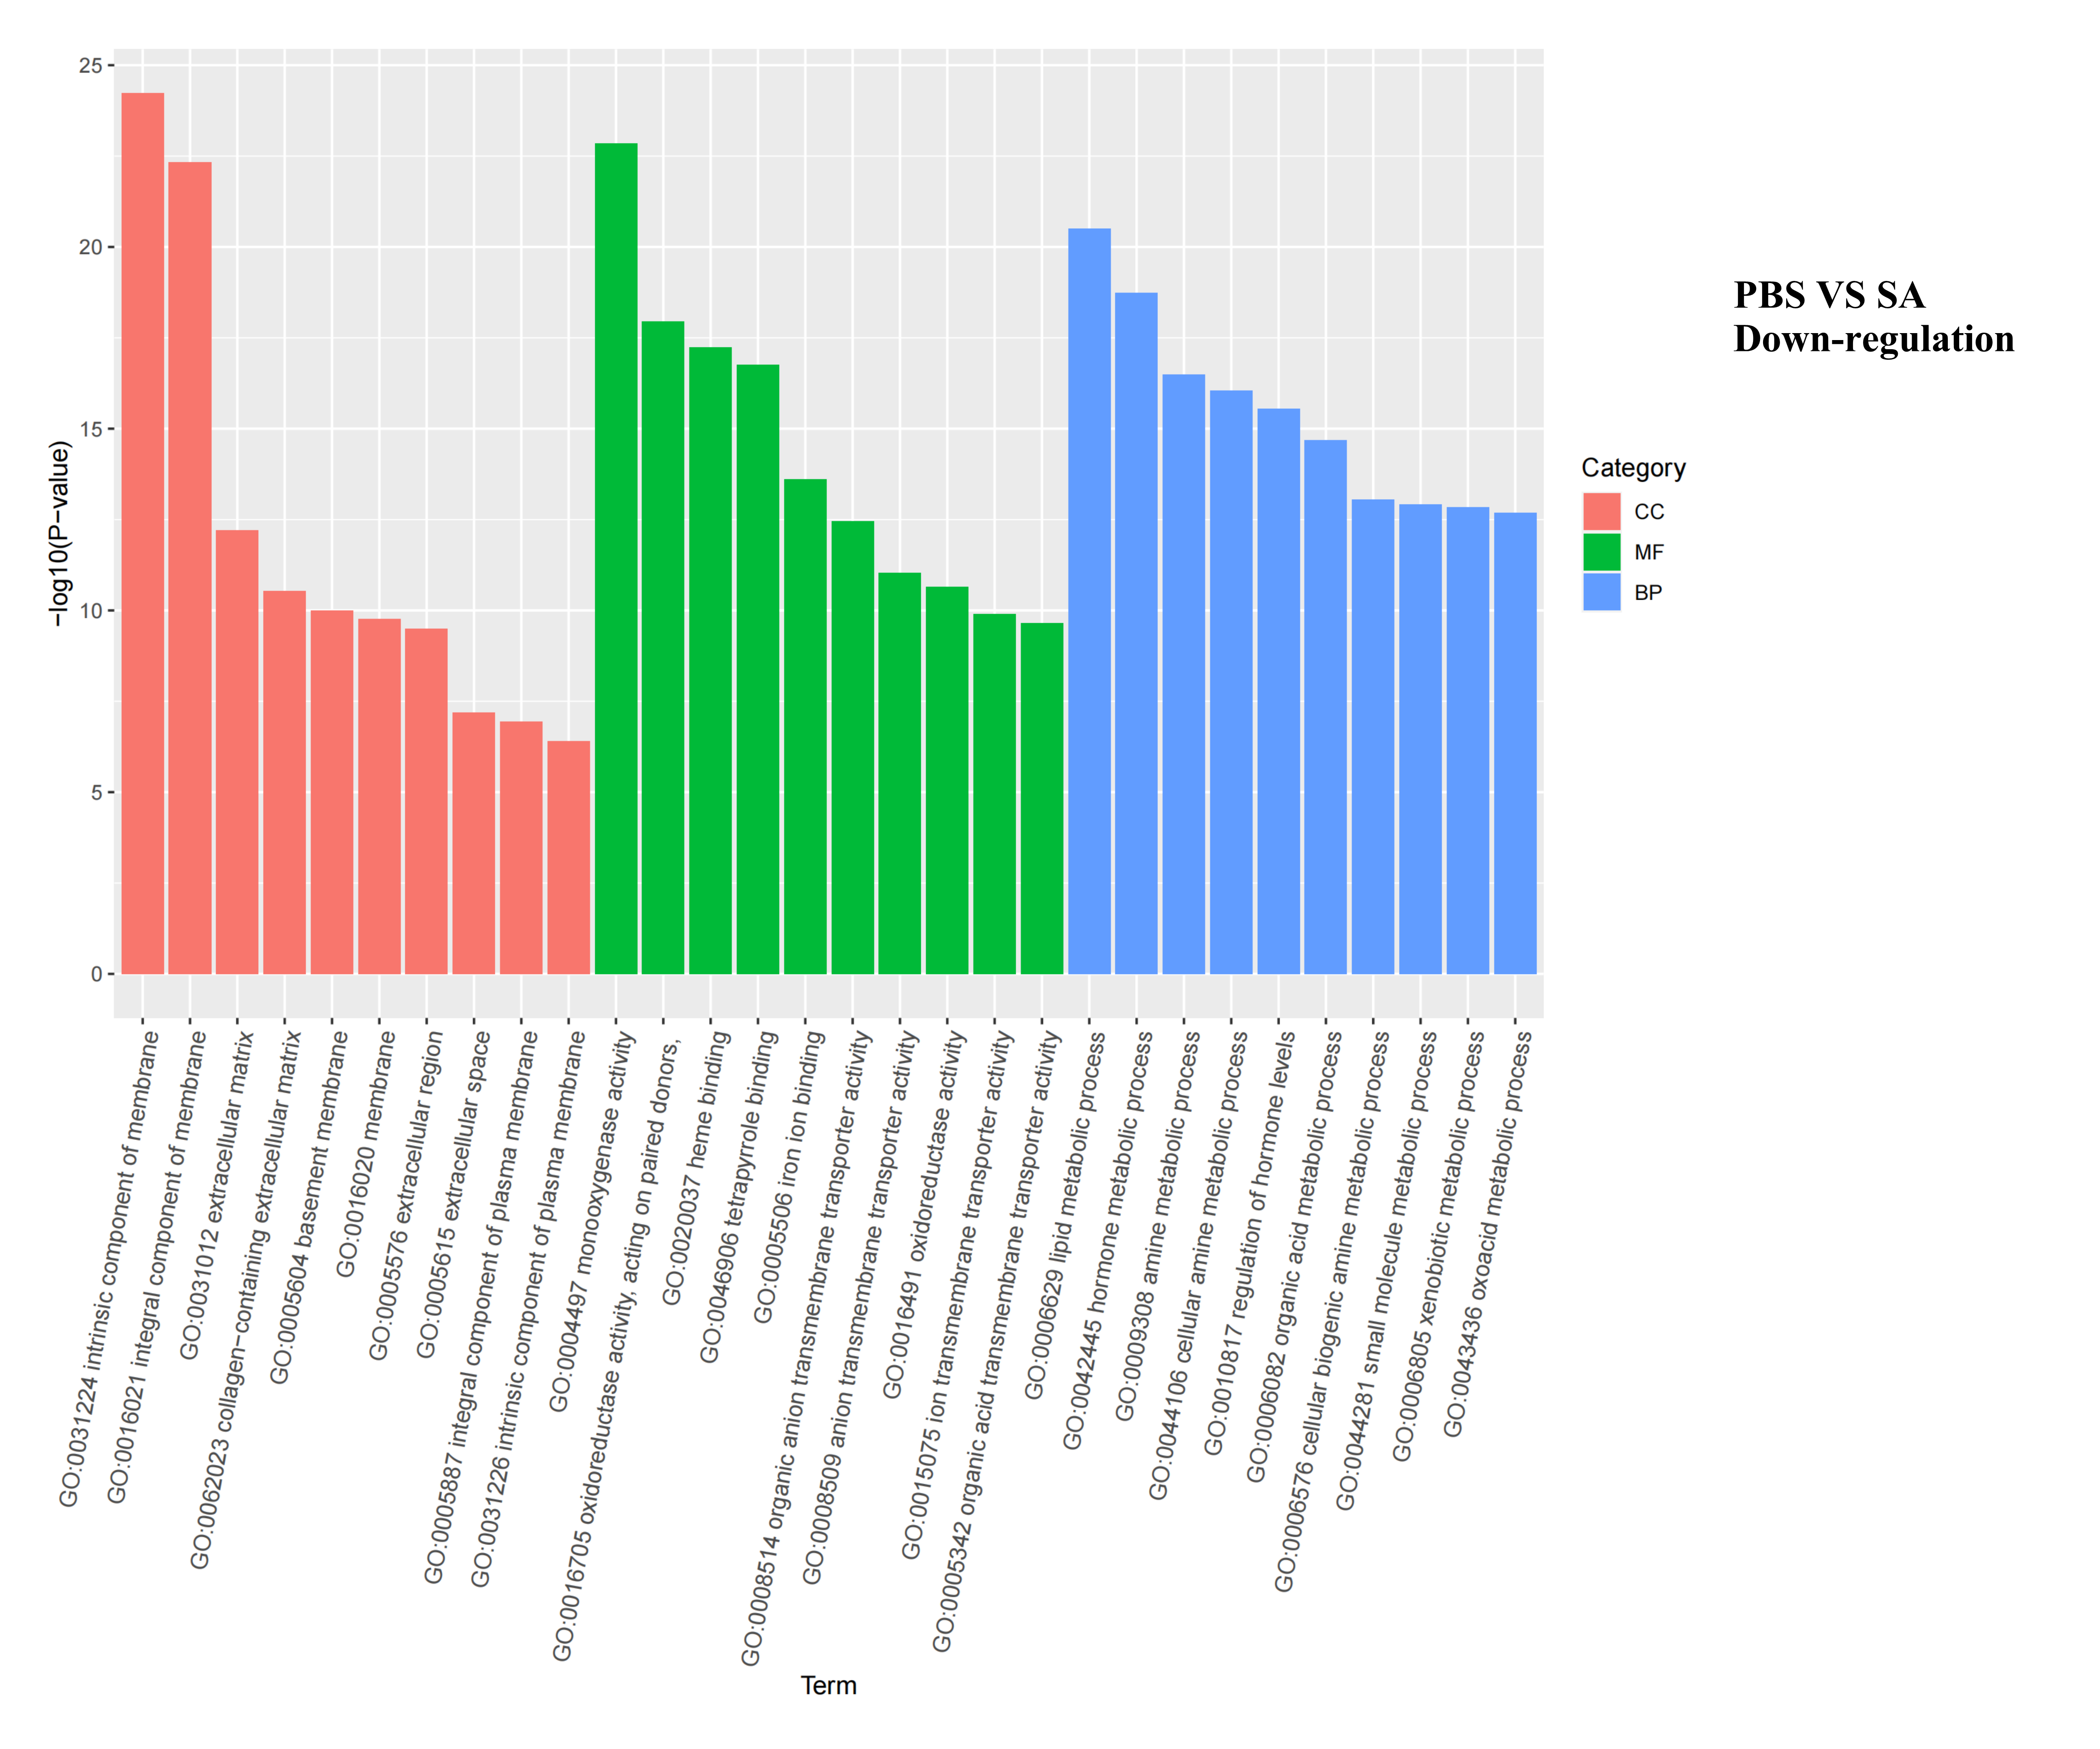

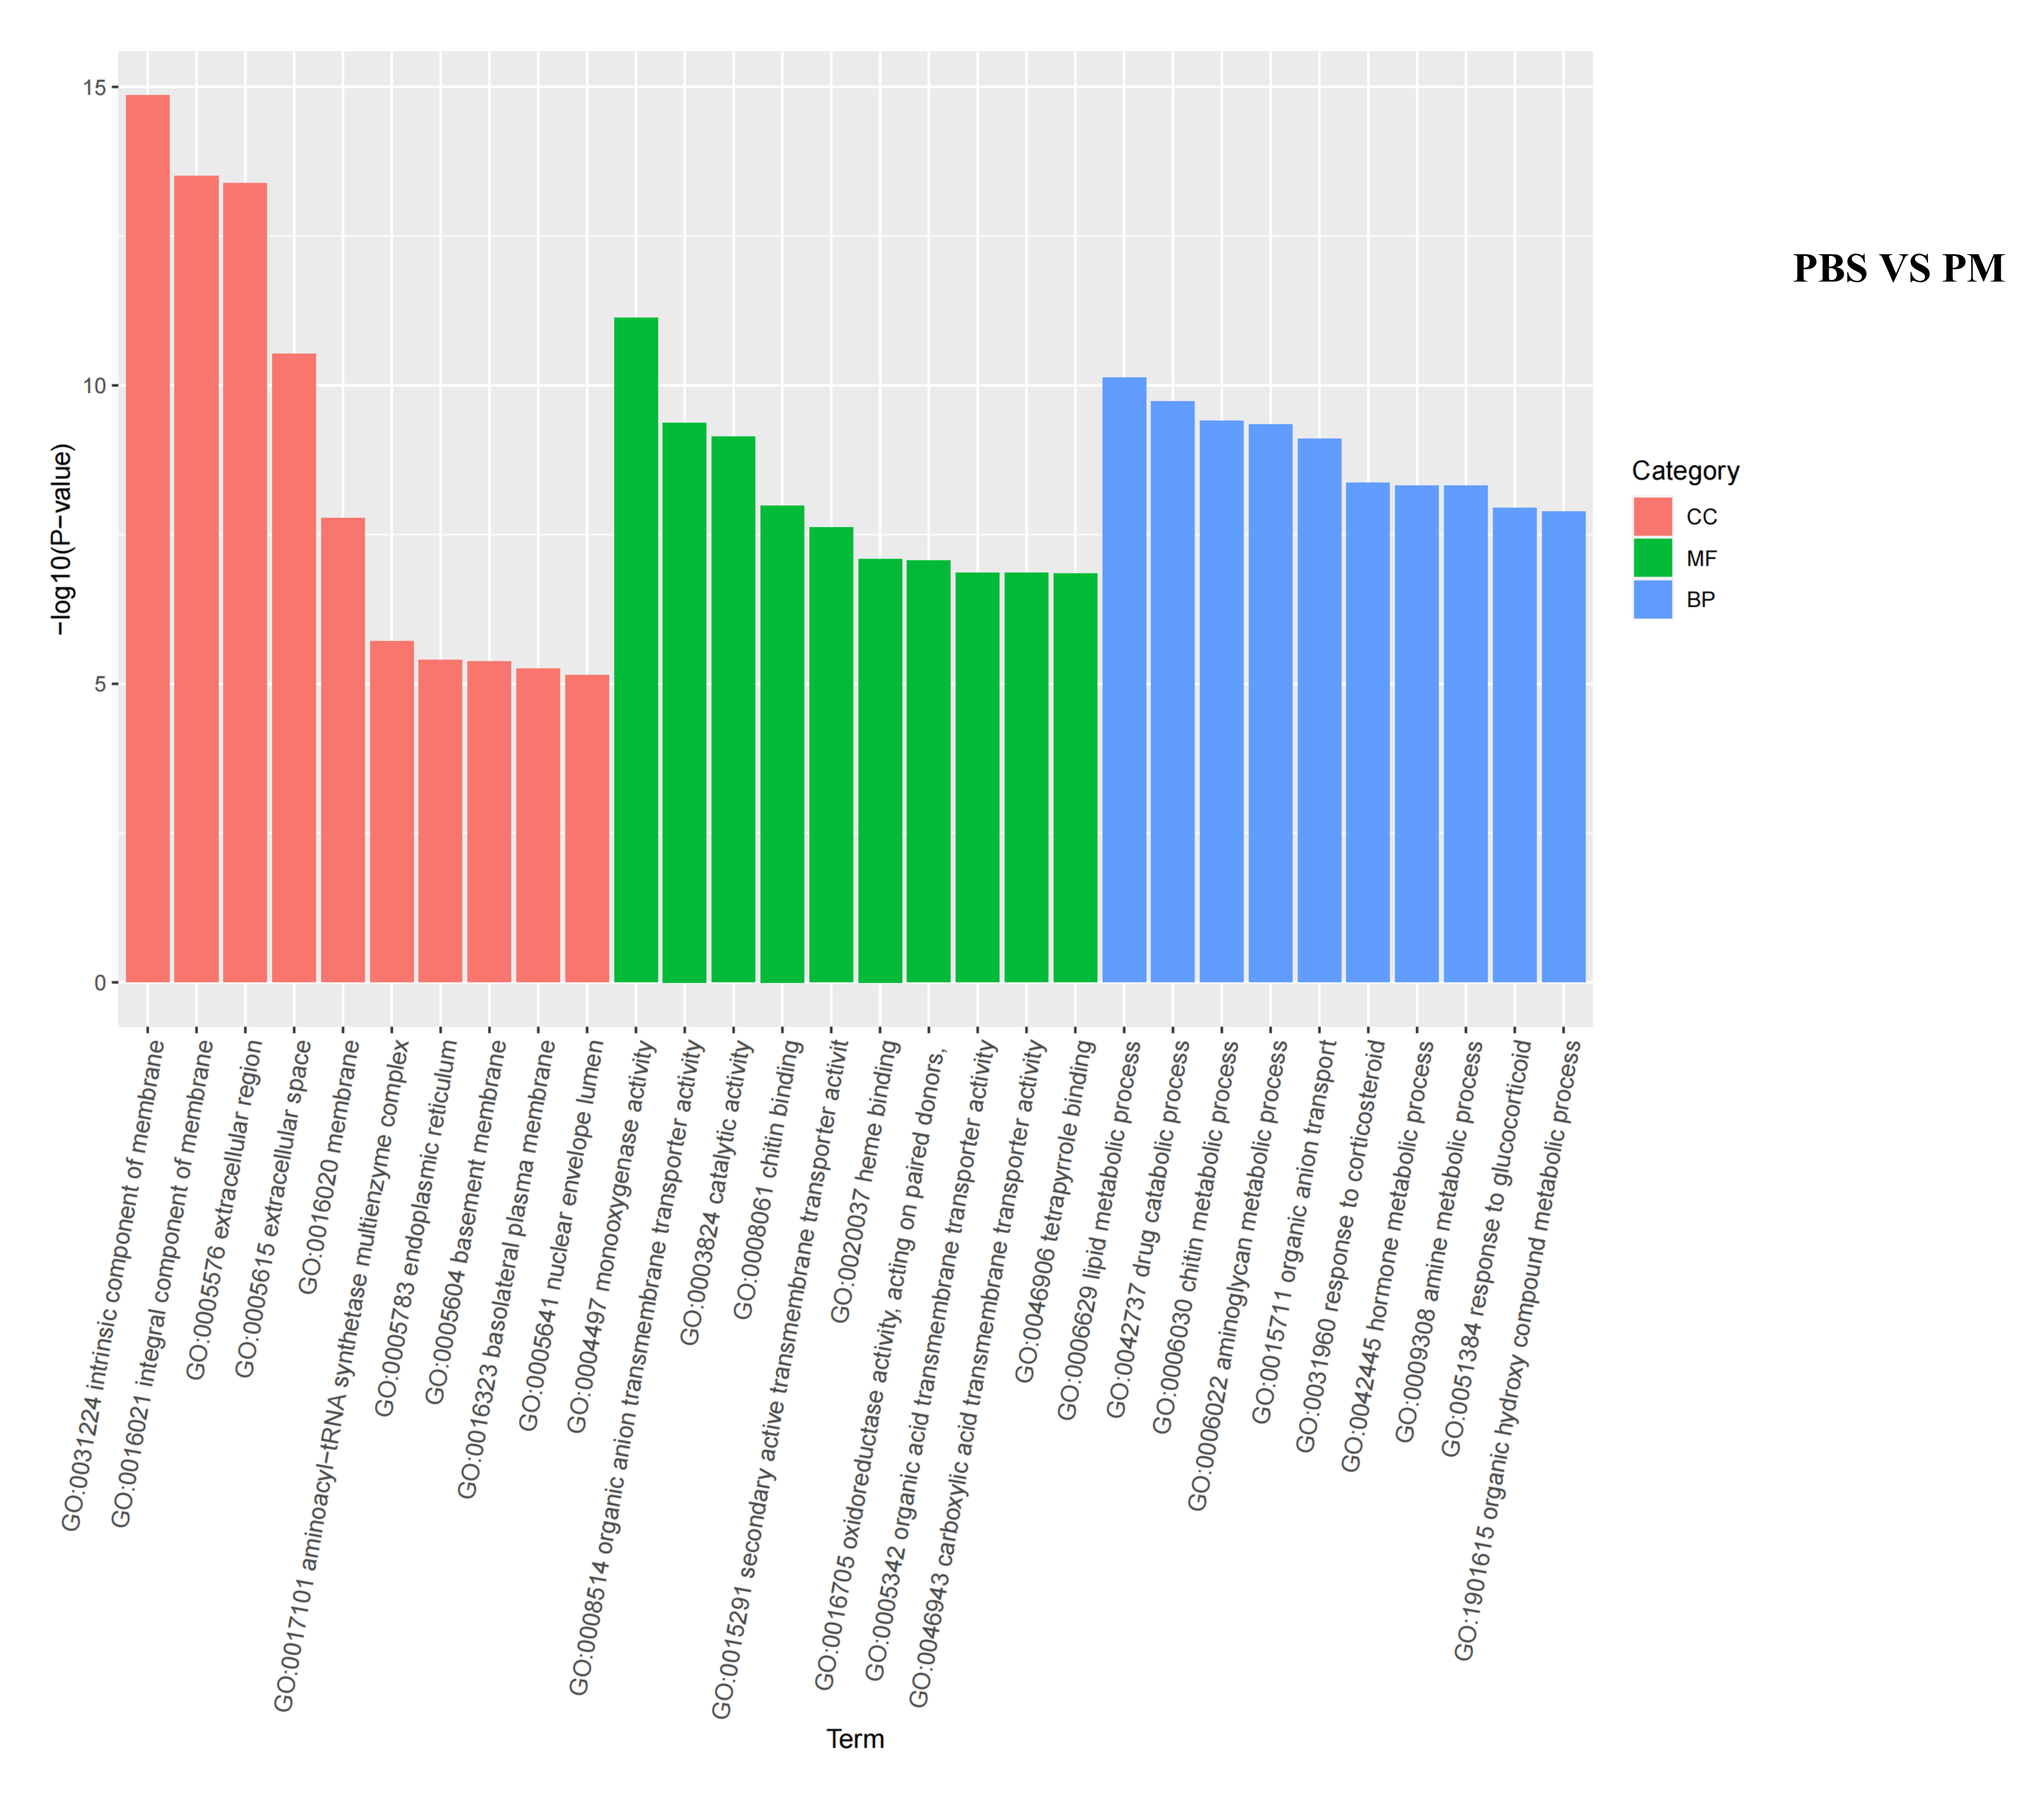

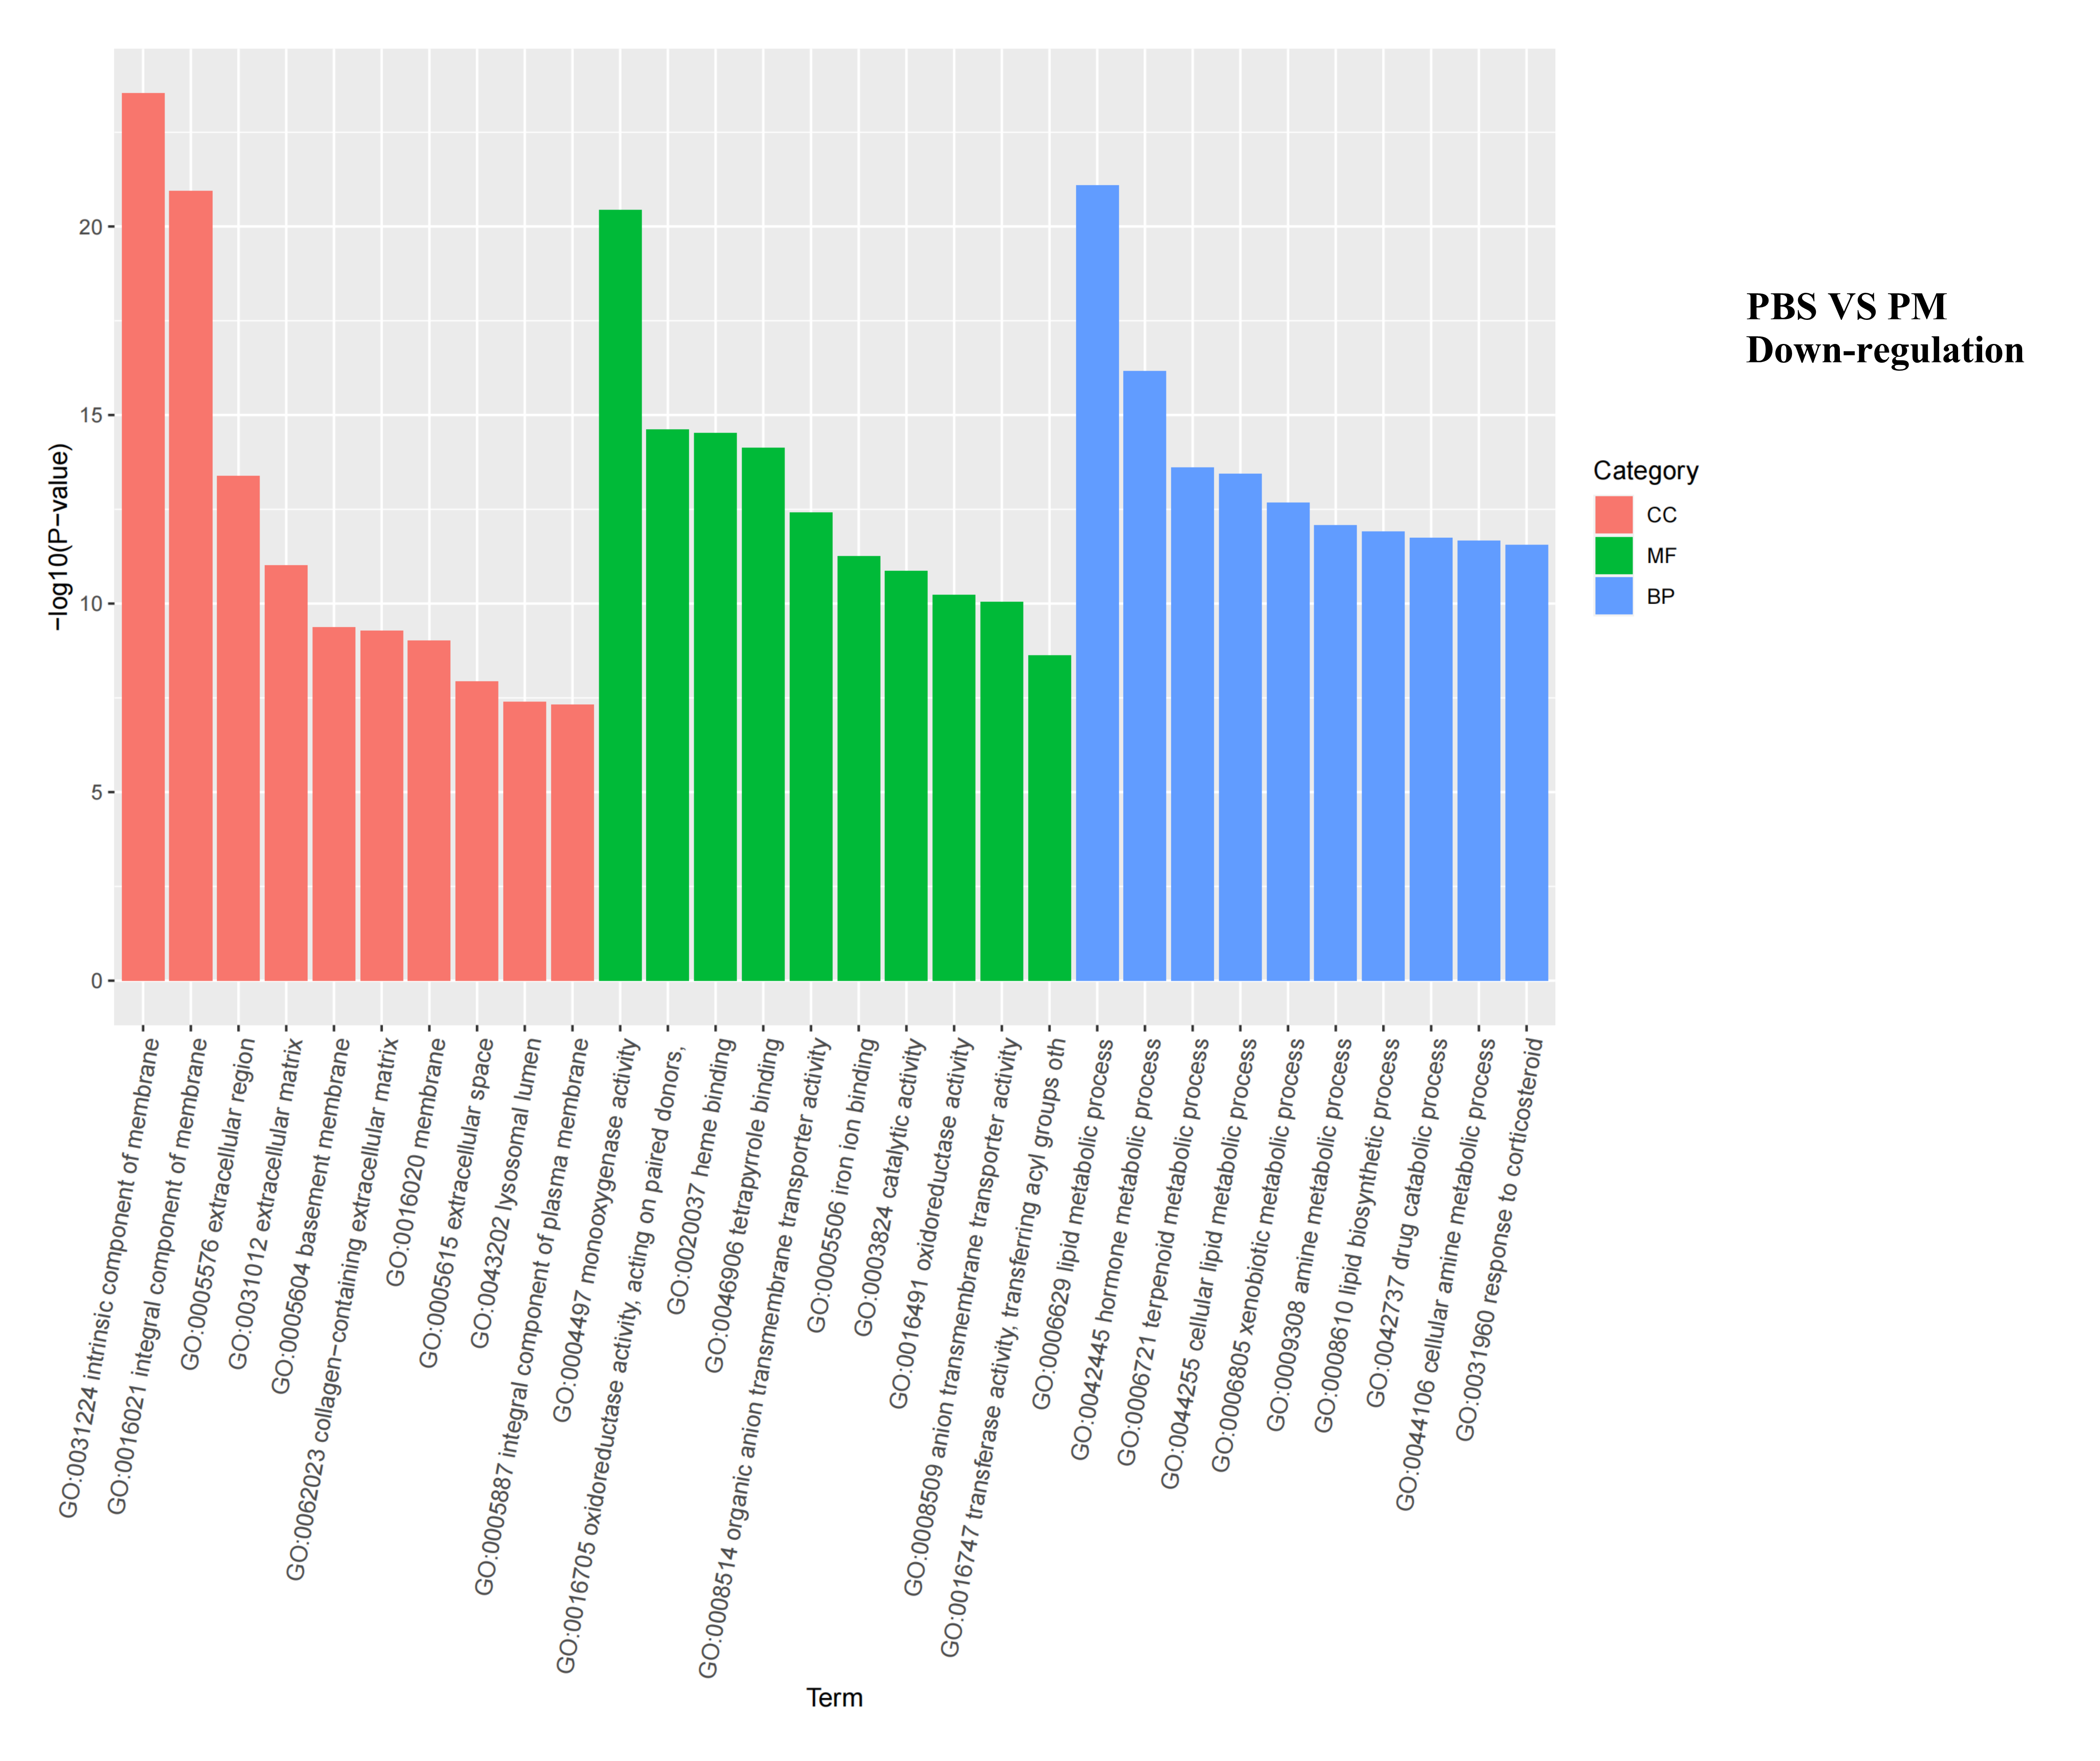

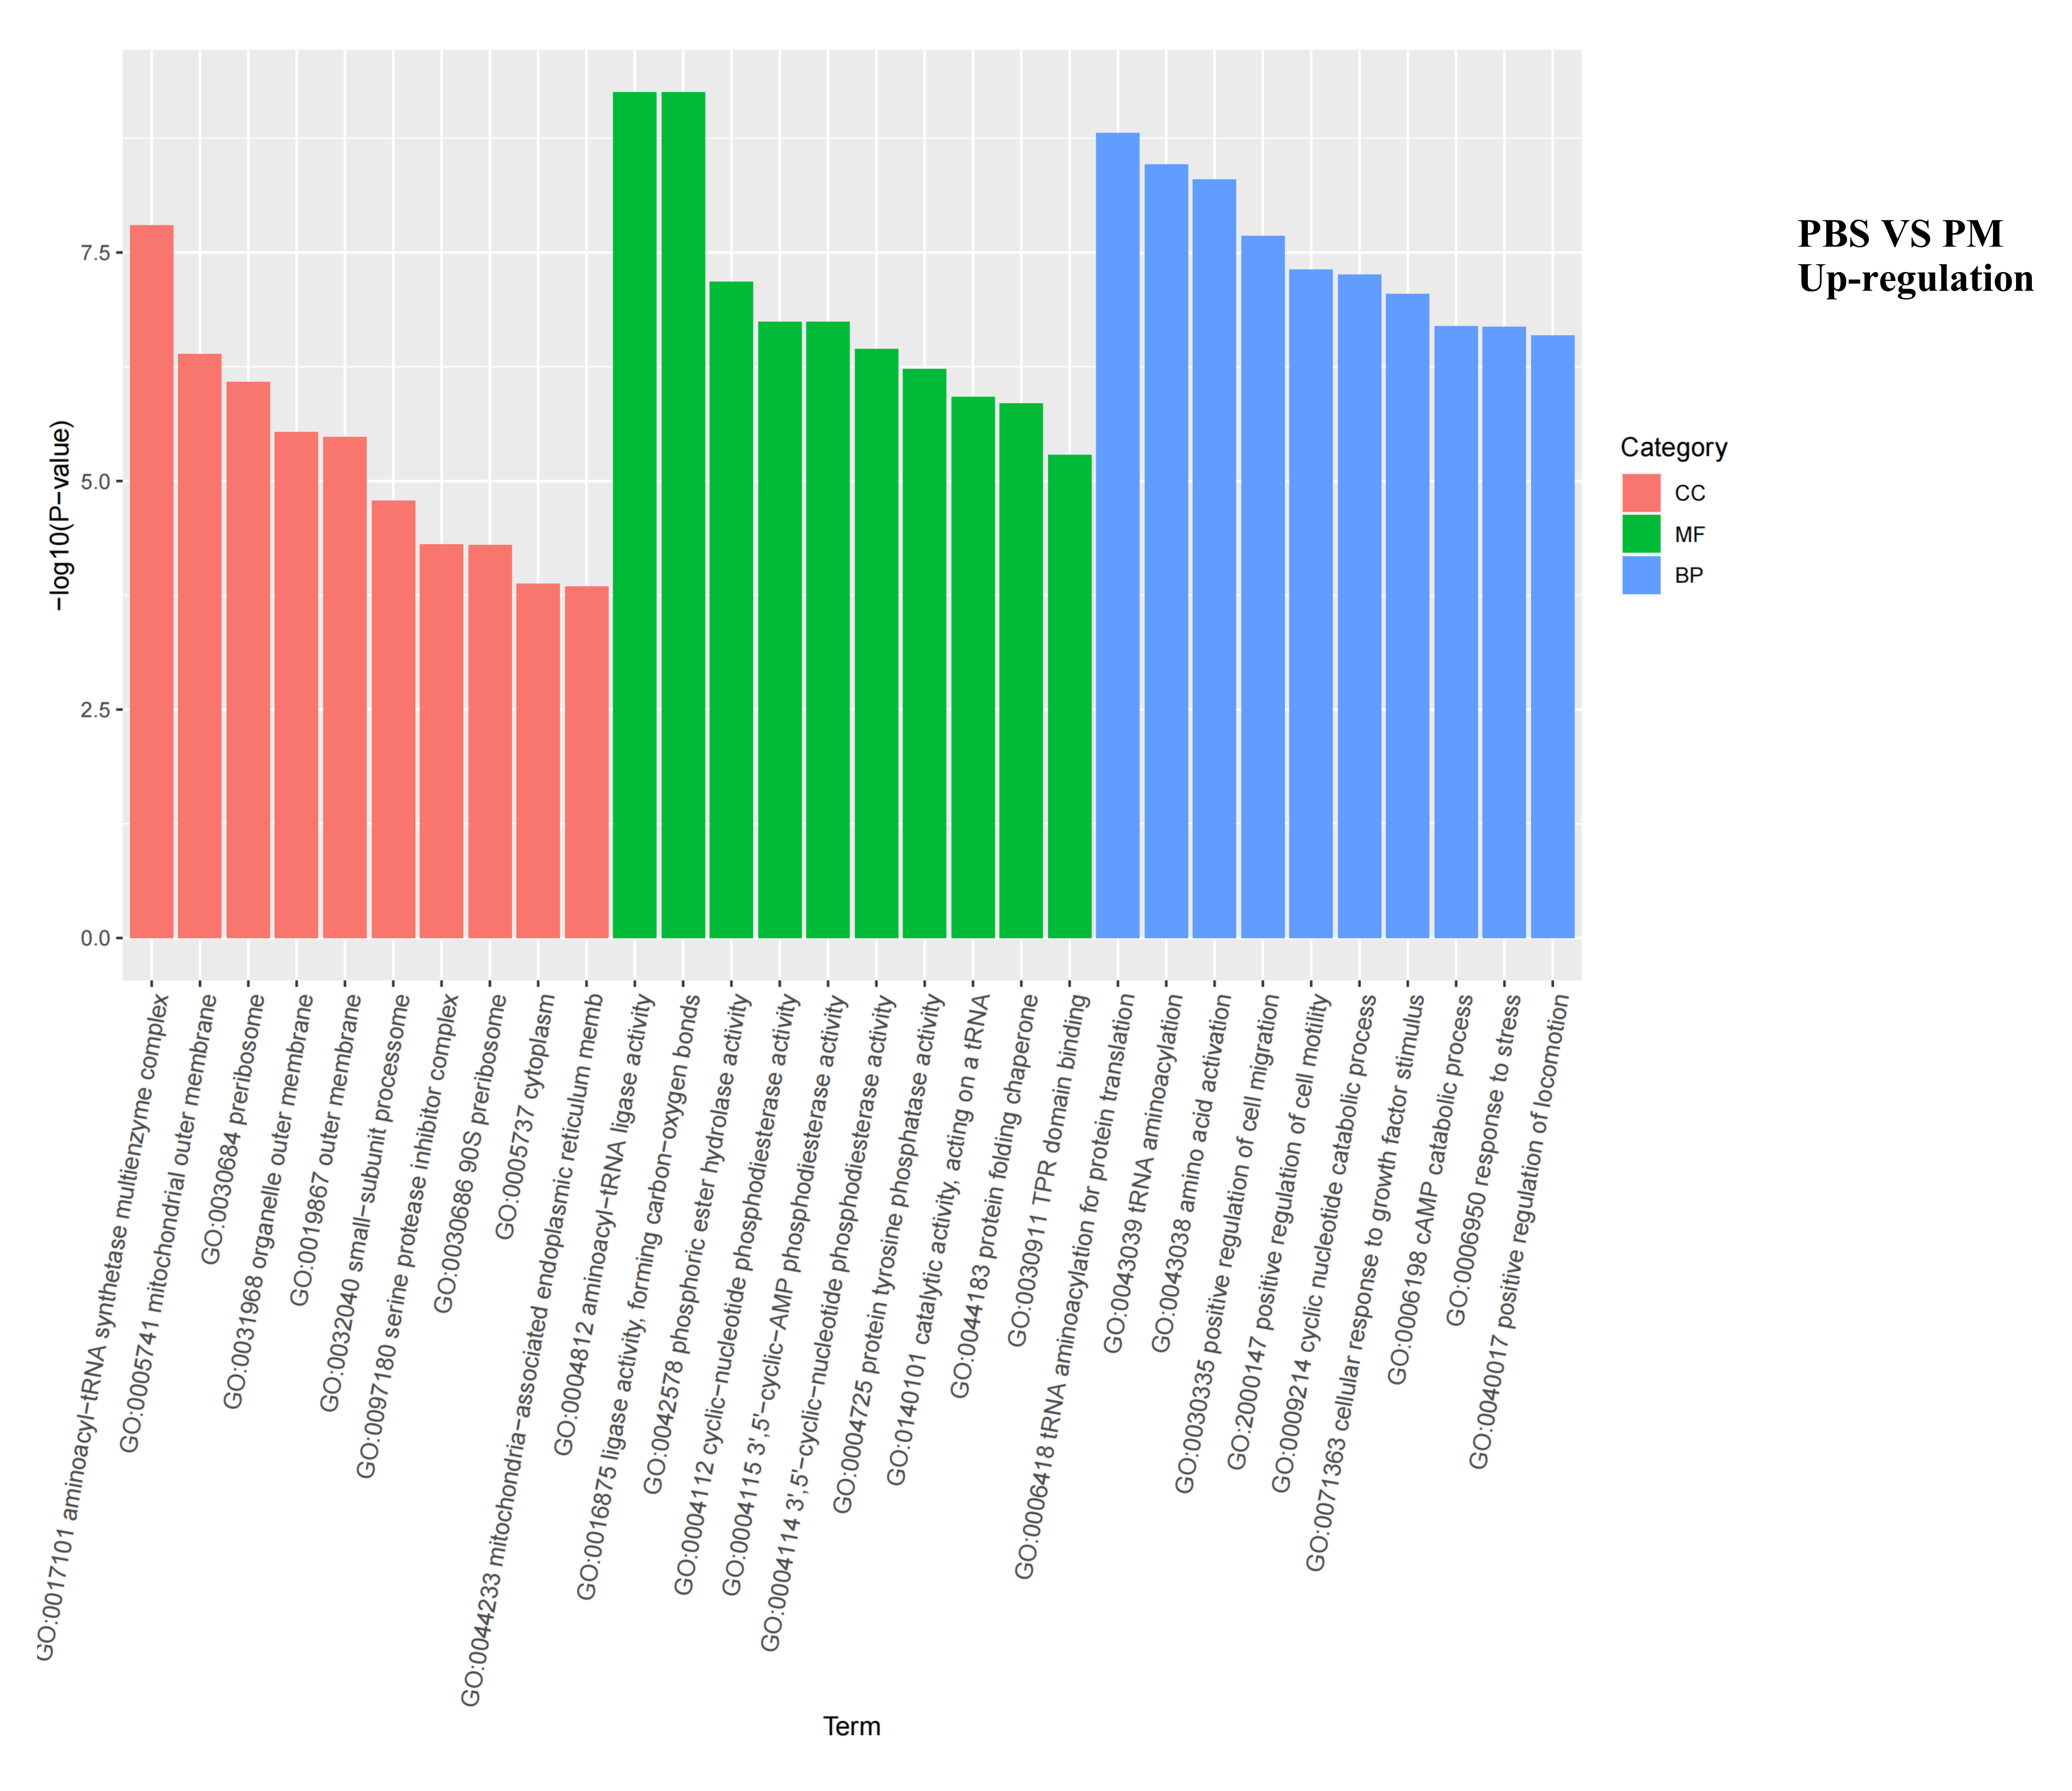

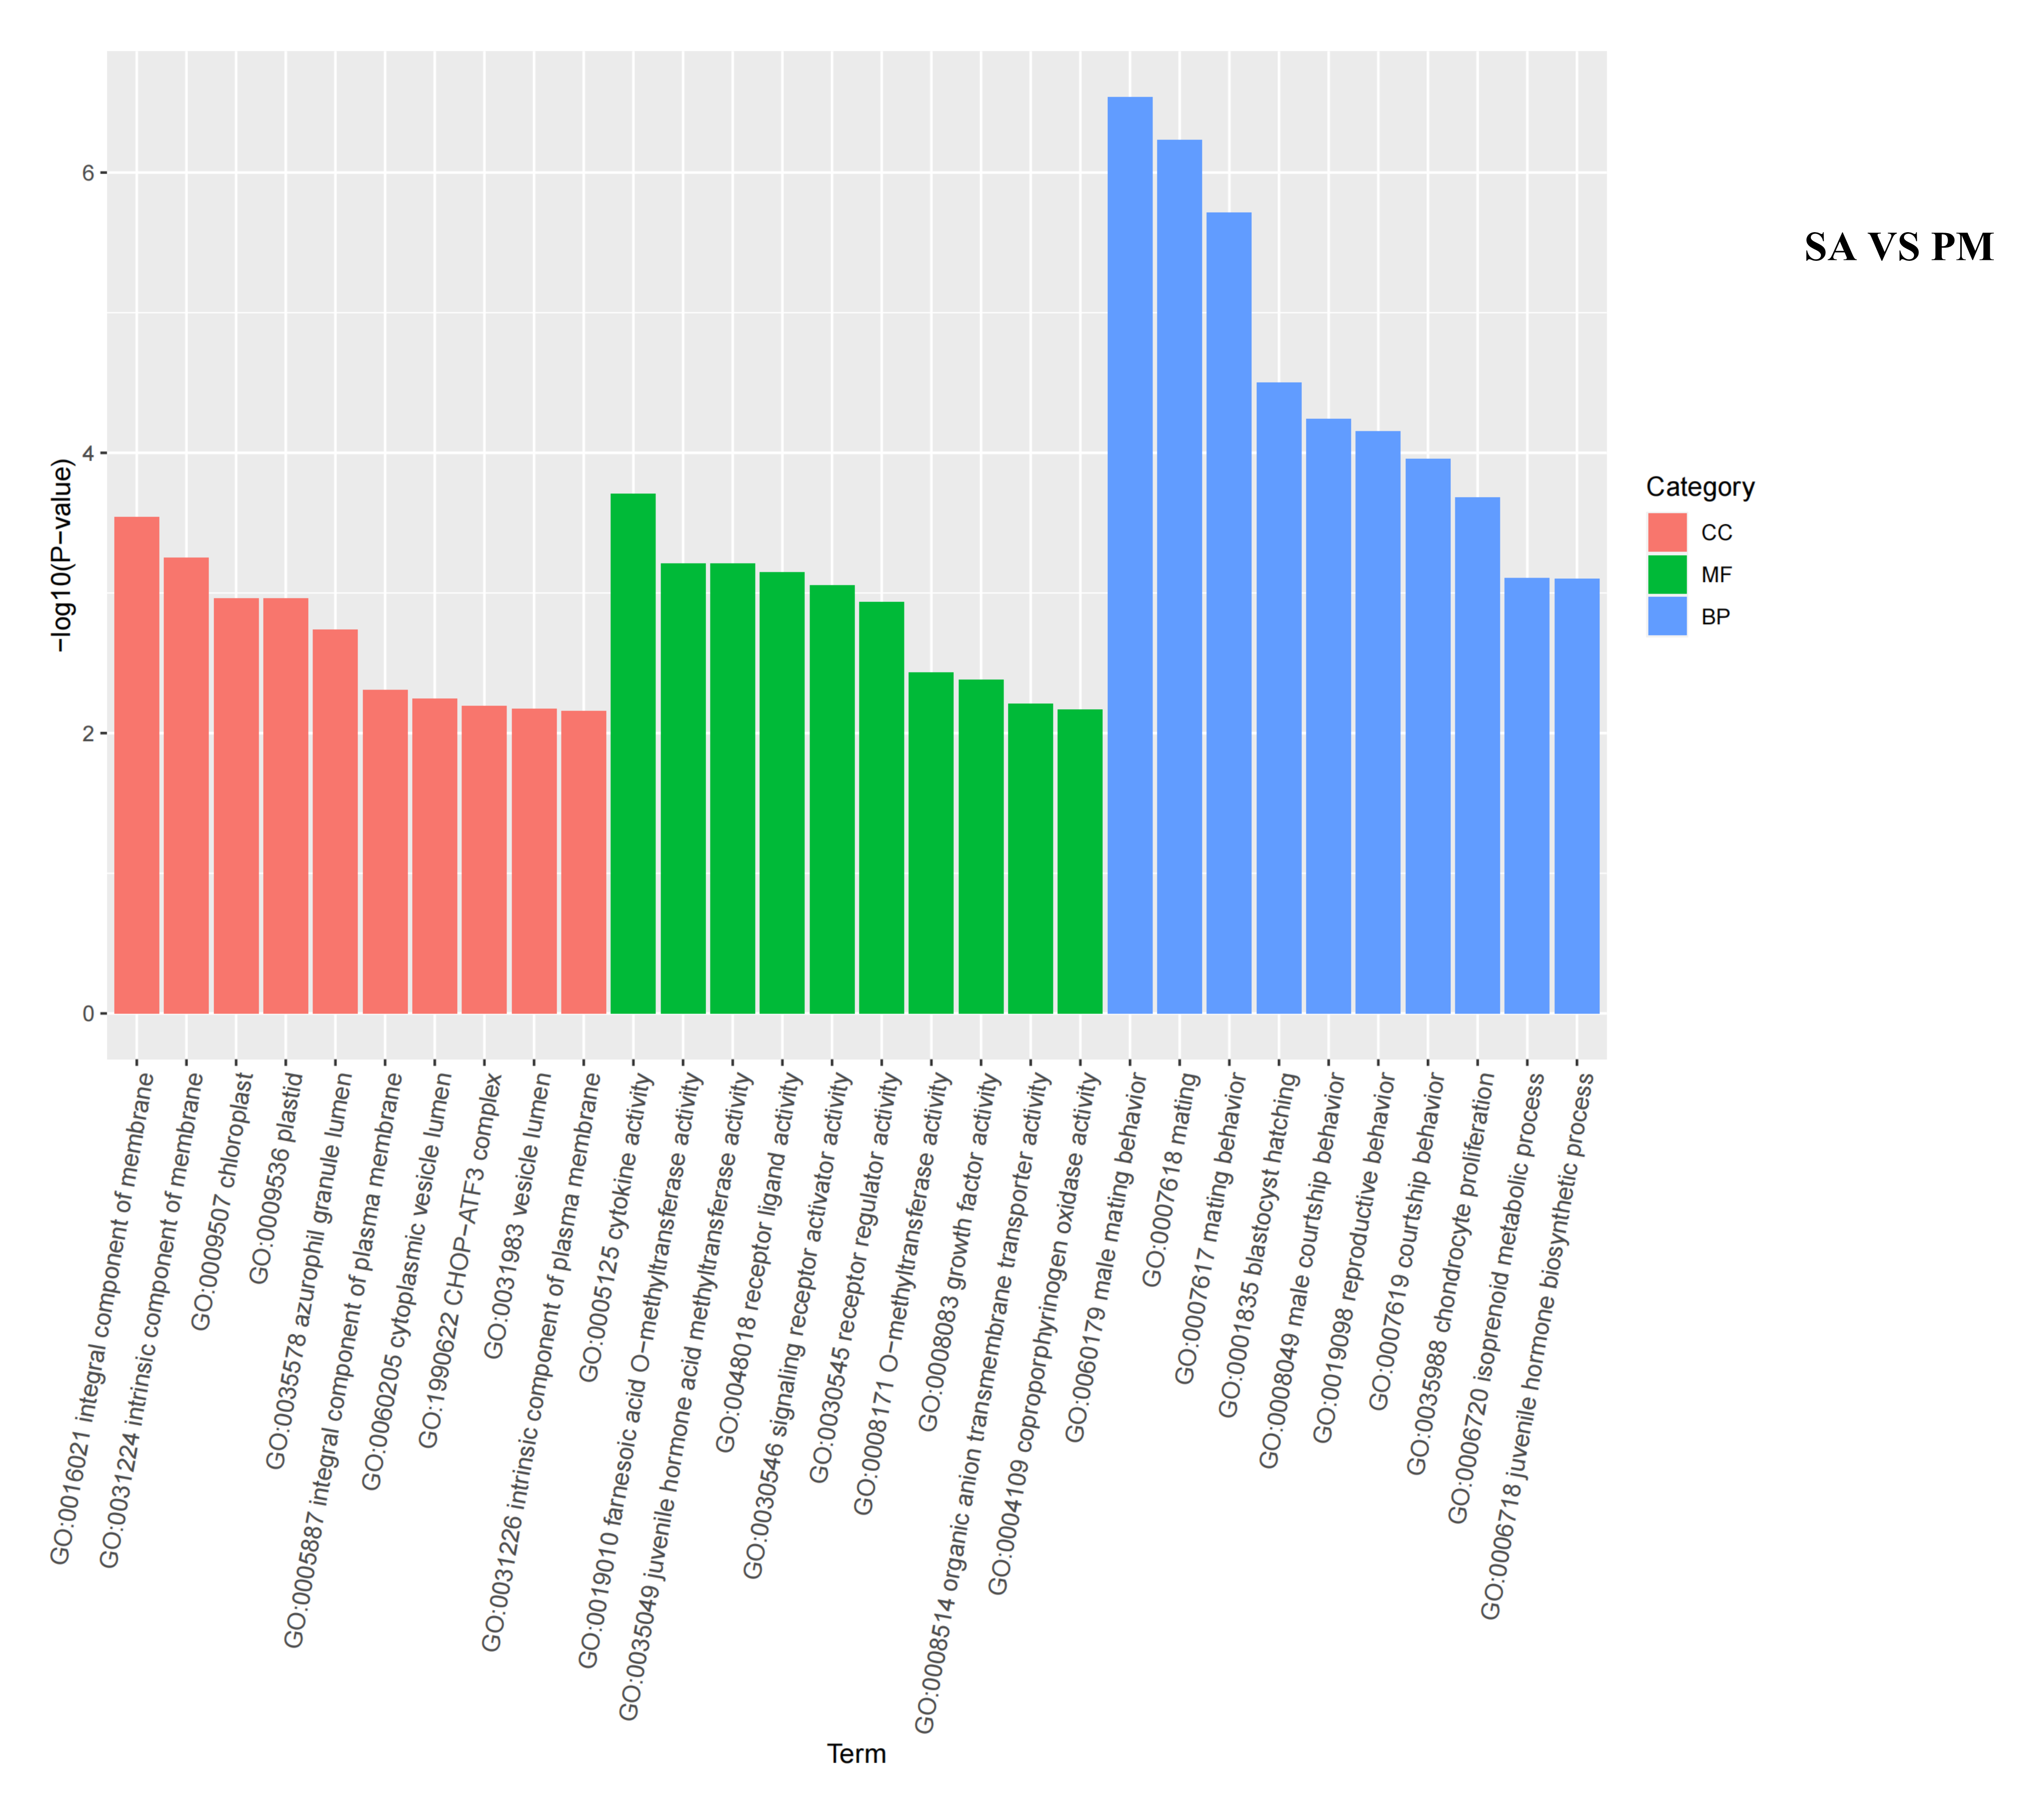

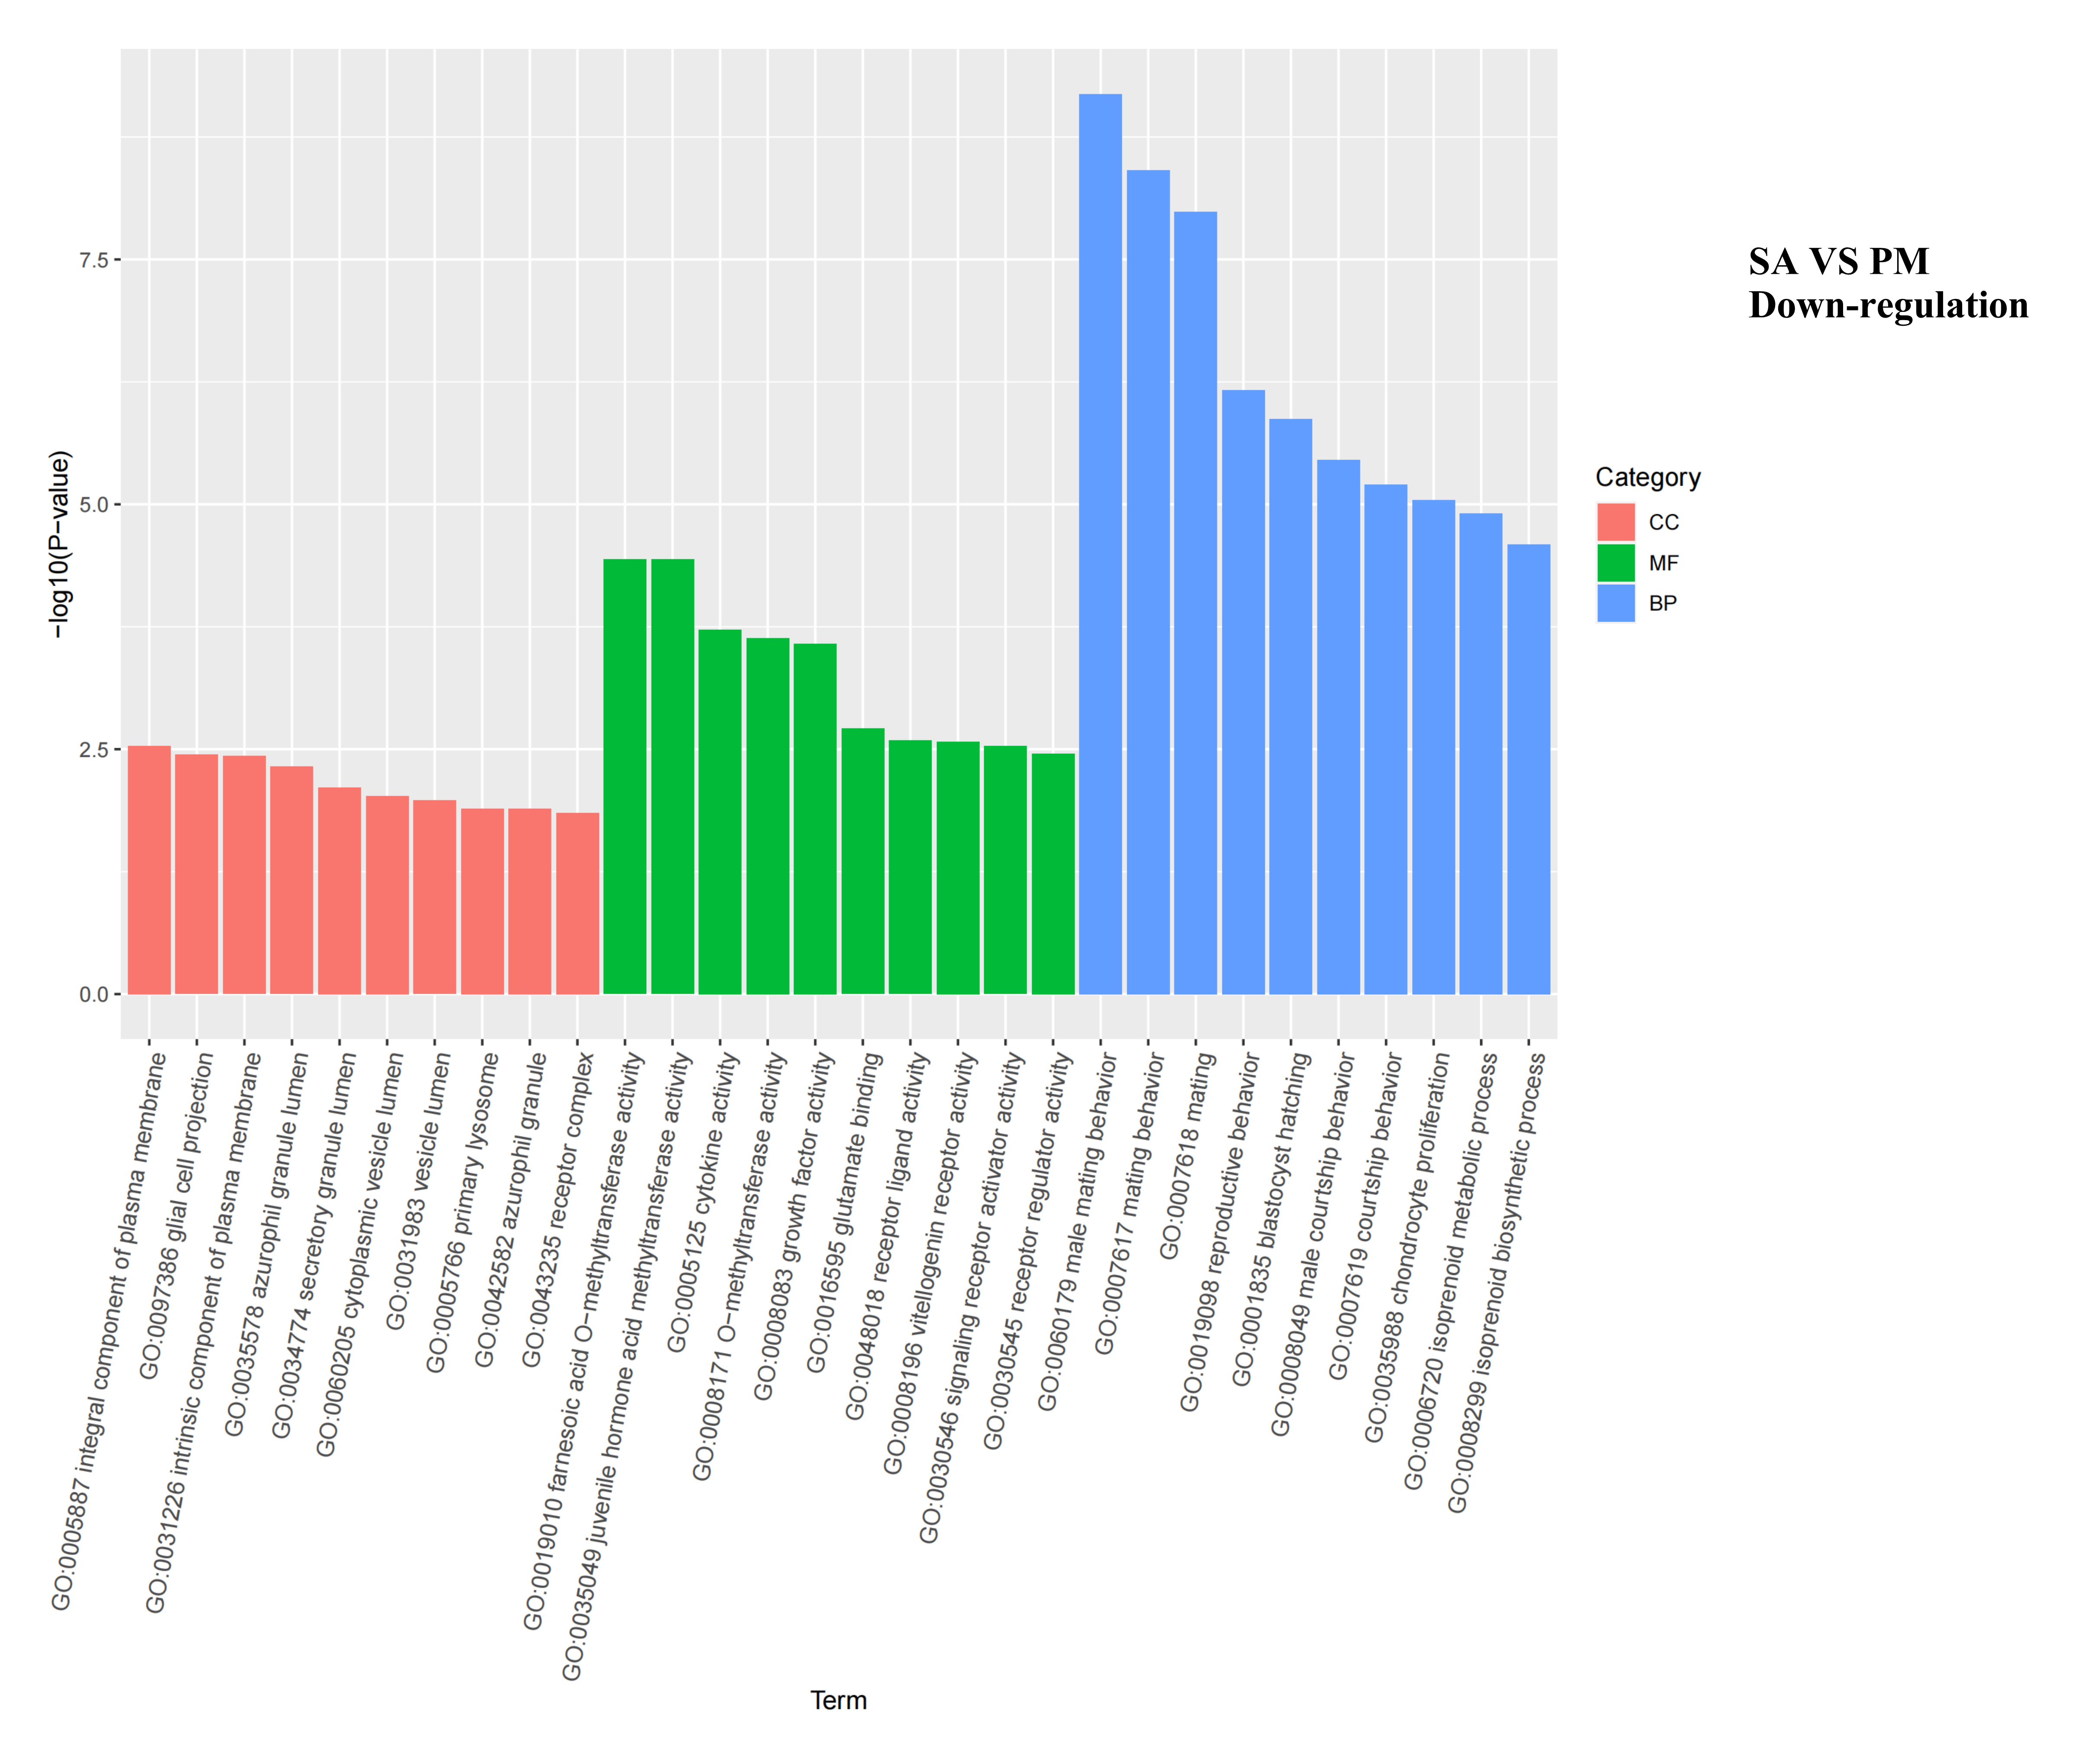

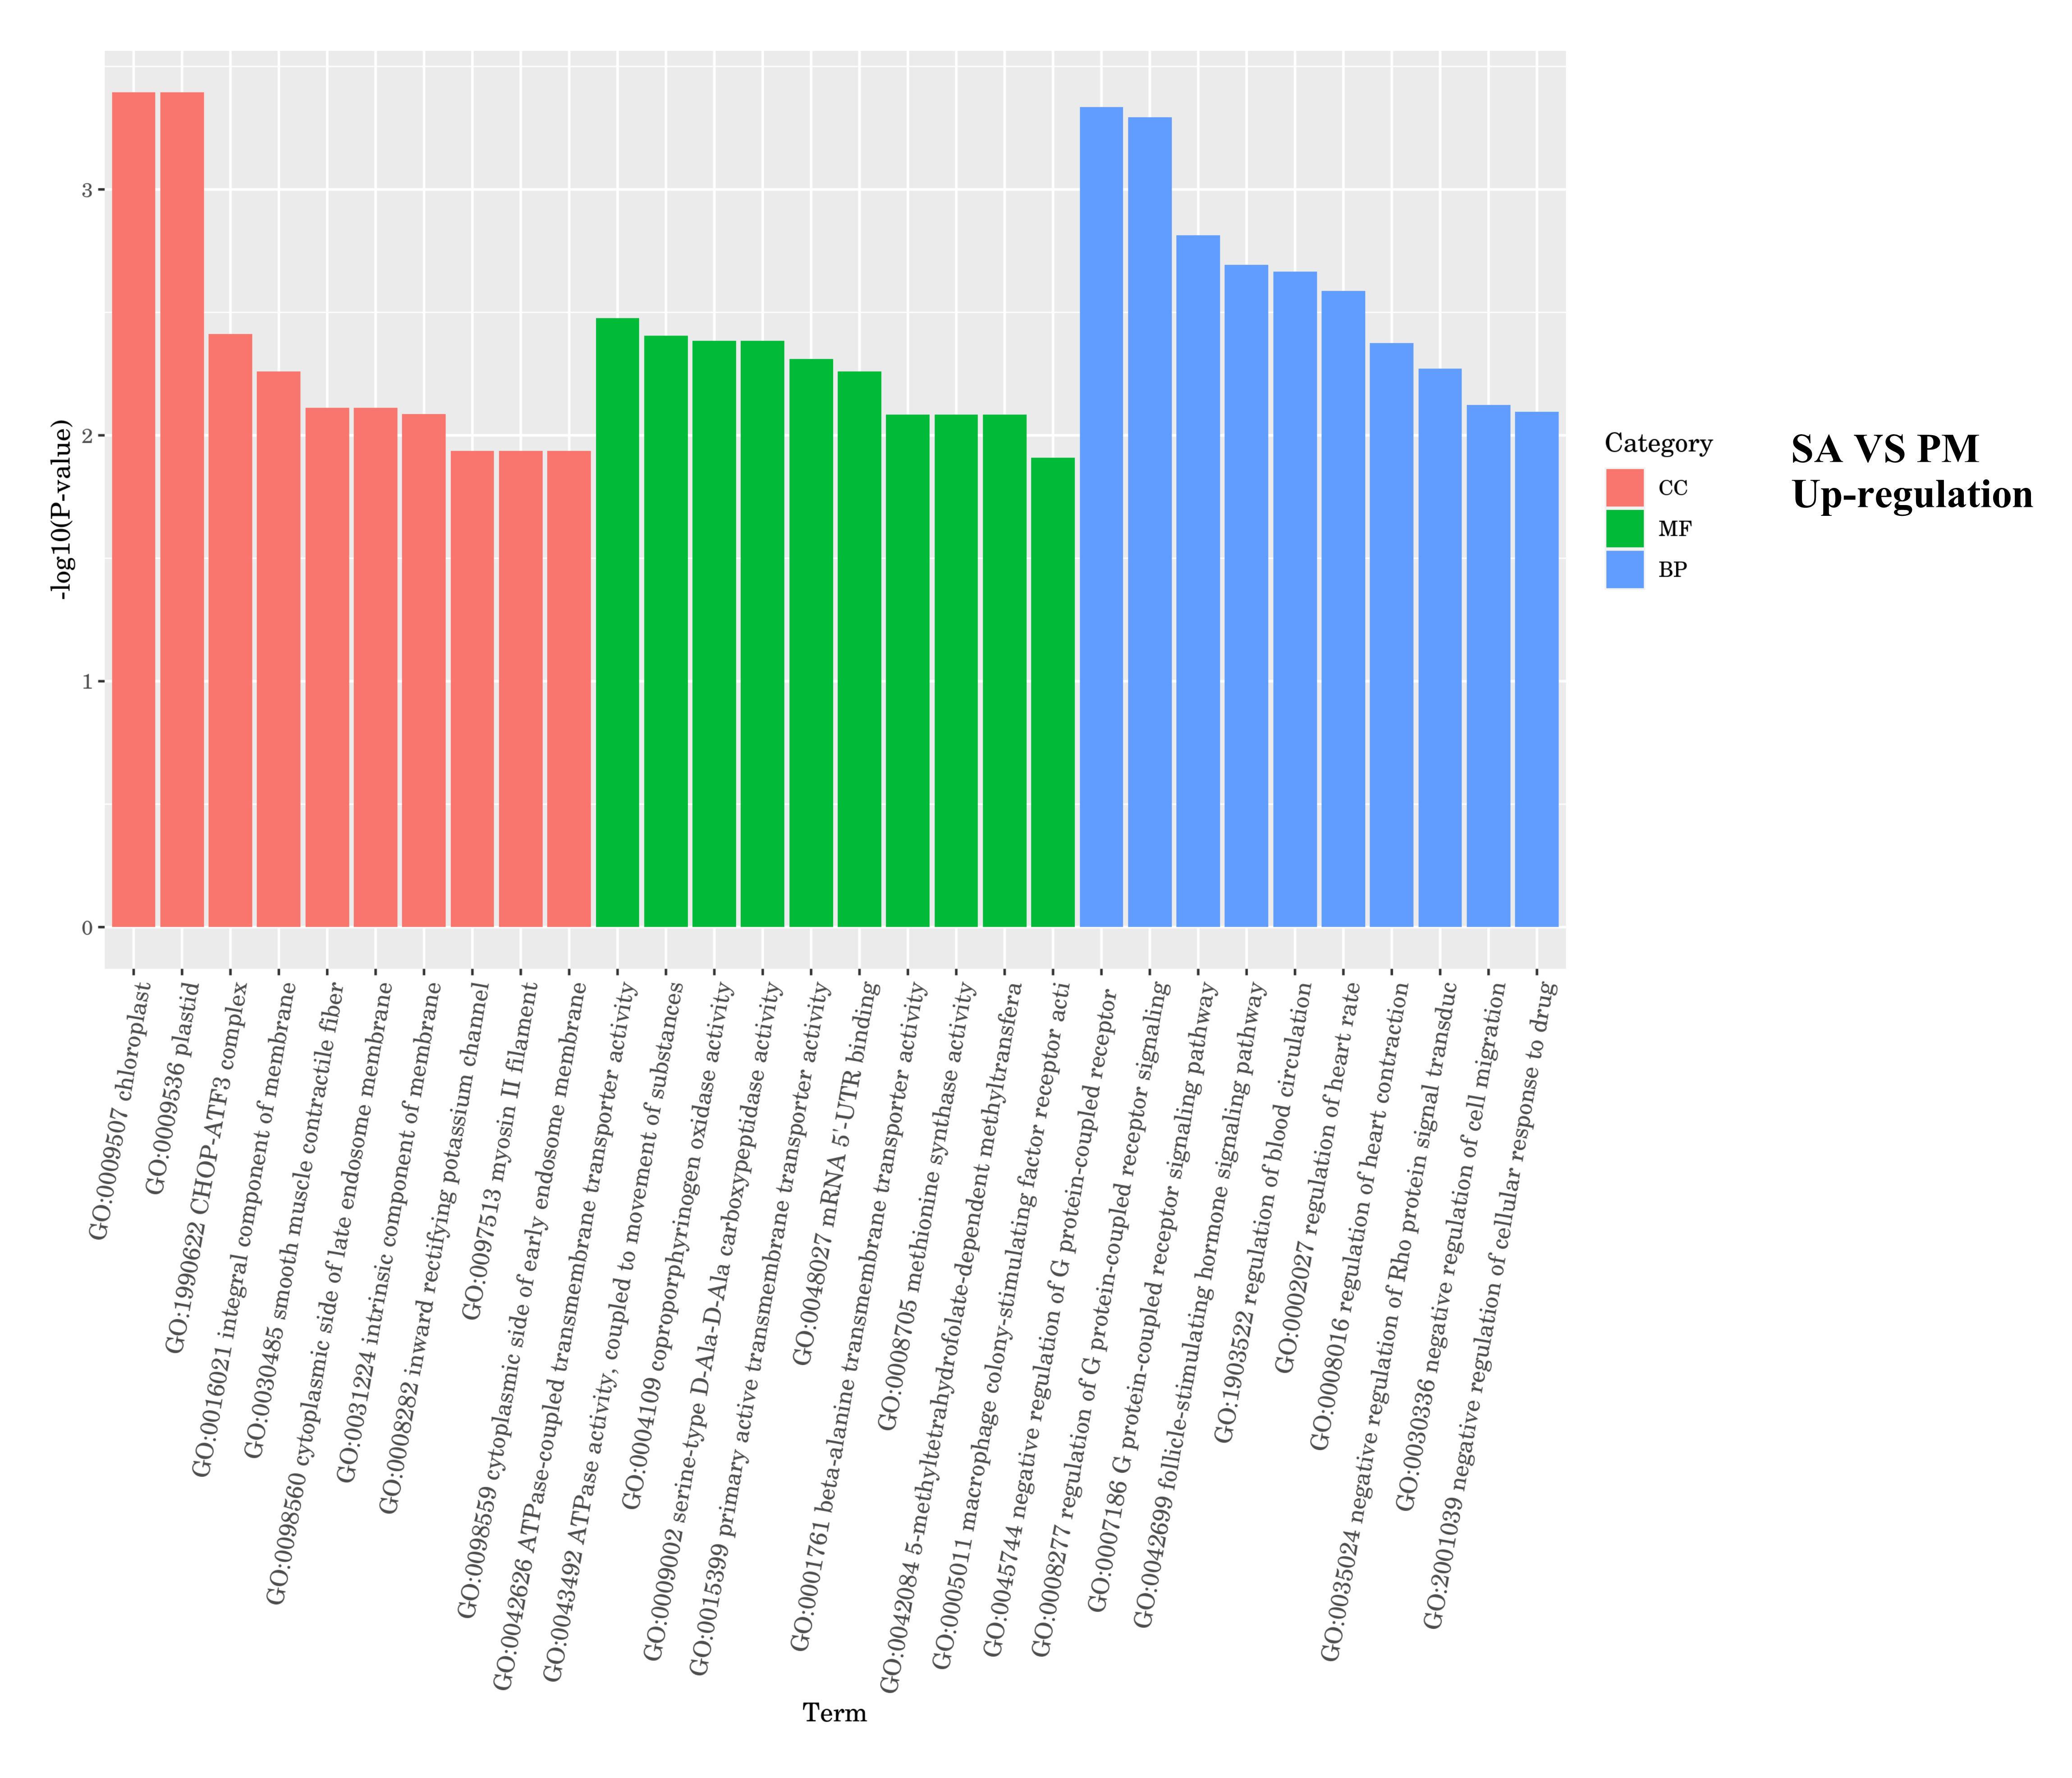

**Supplementary Figure 7.** GO and KEGG enrichment analysis of differentially expressed genes (DEGs).

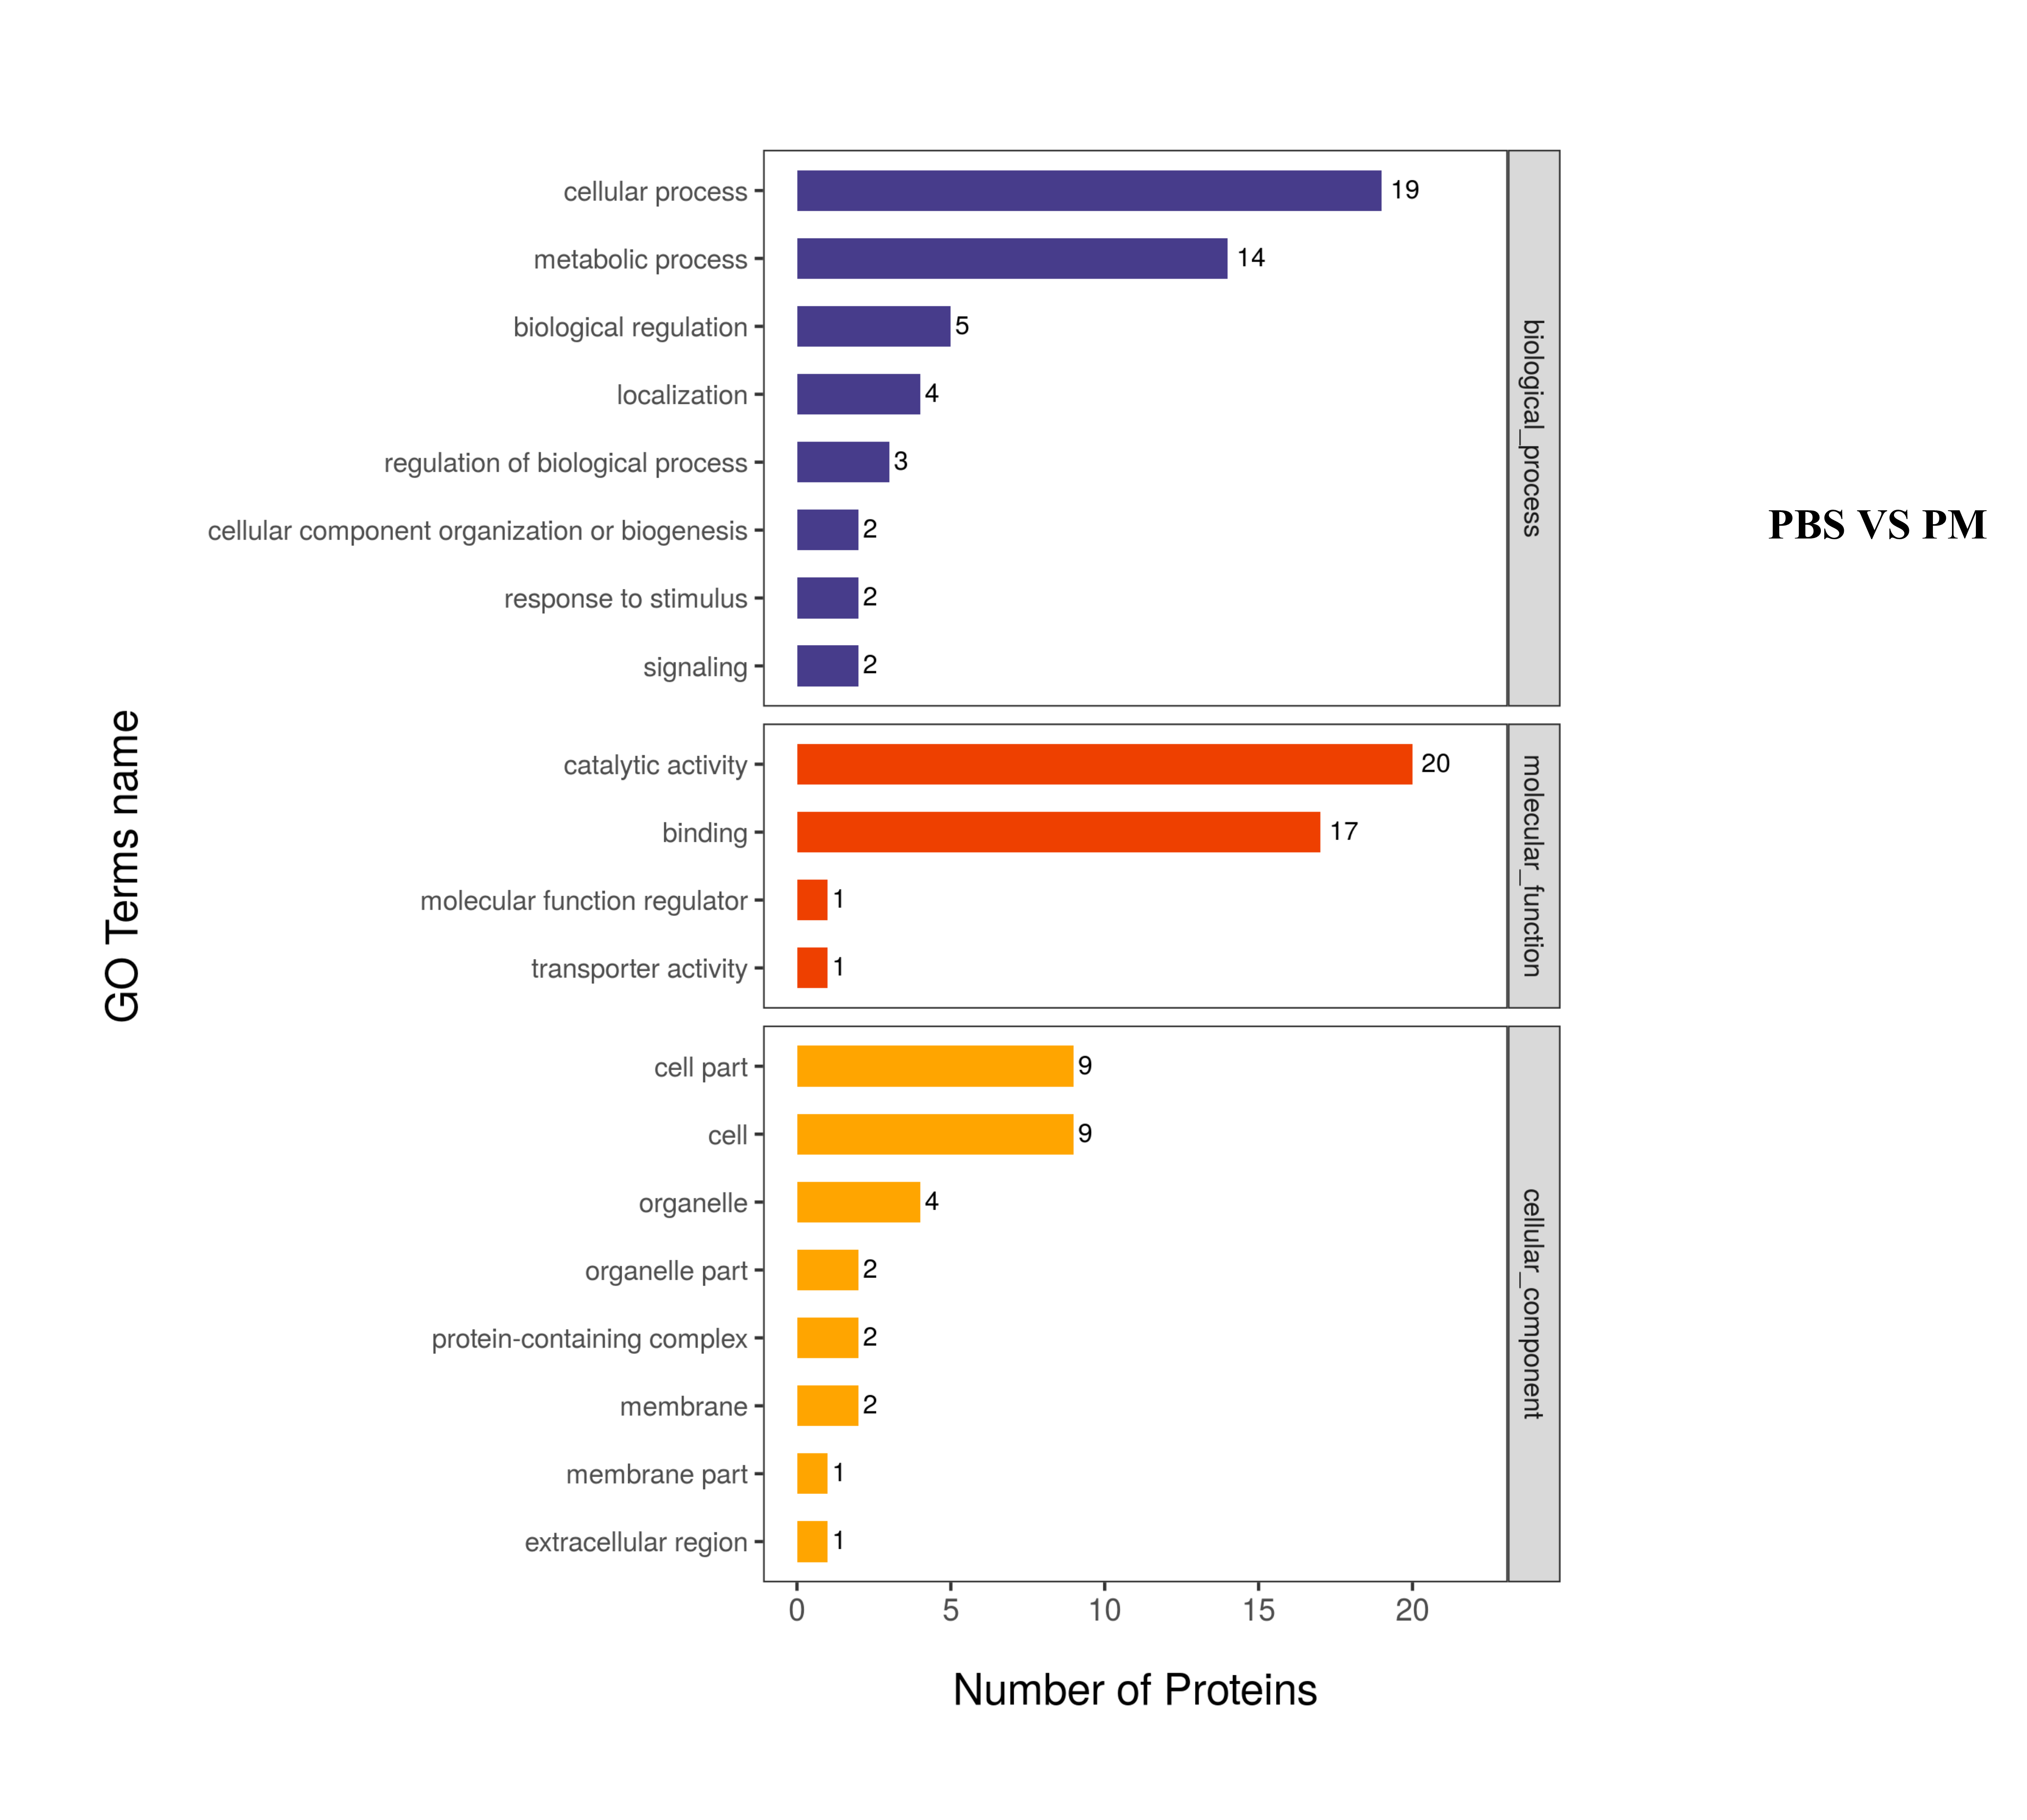

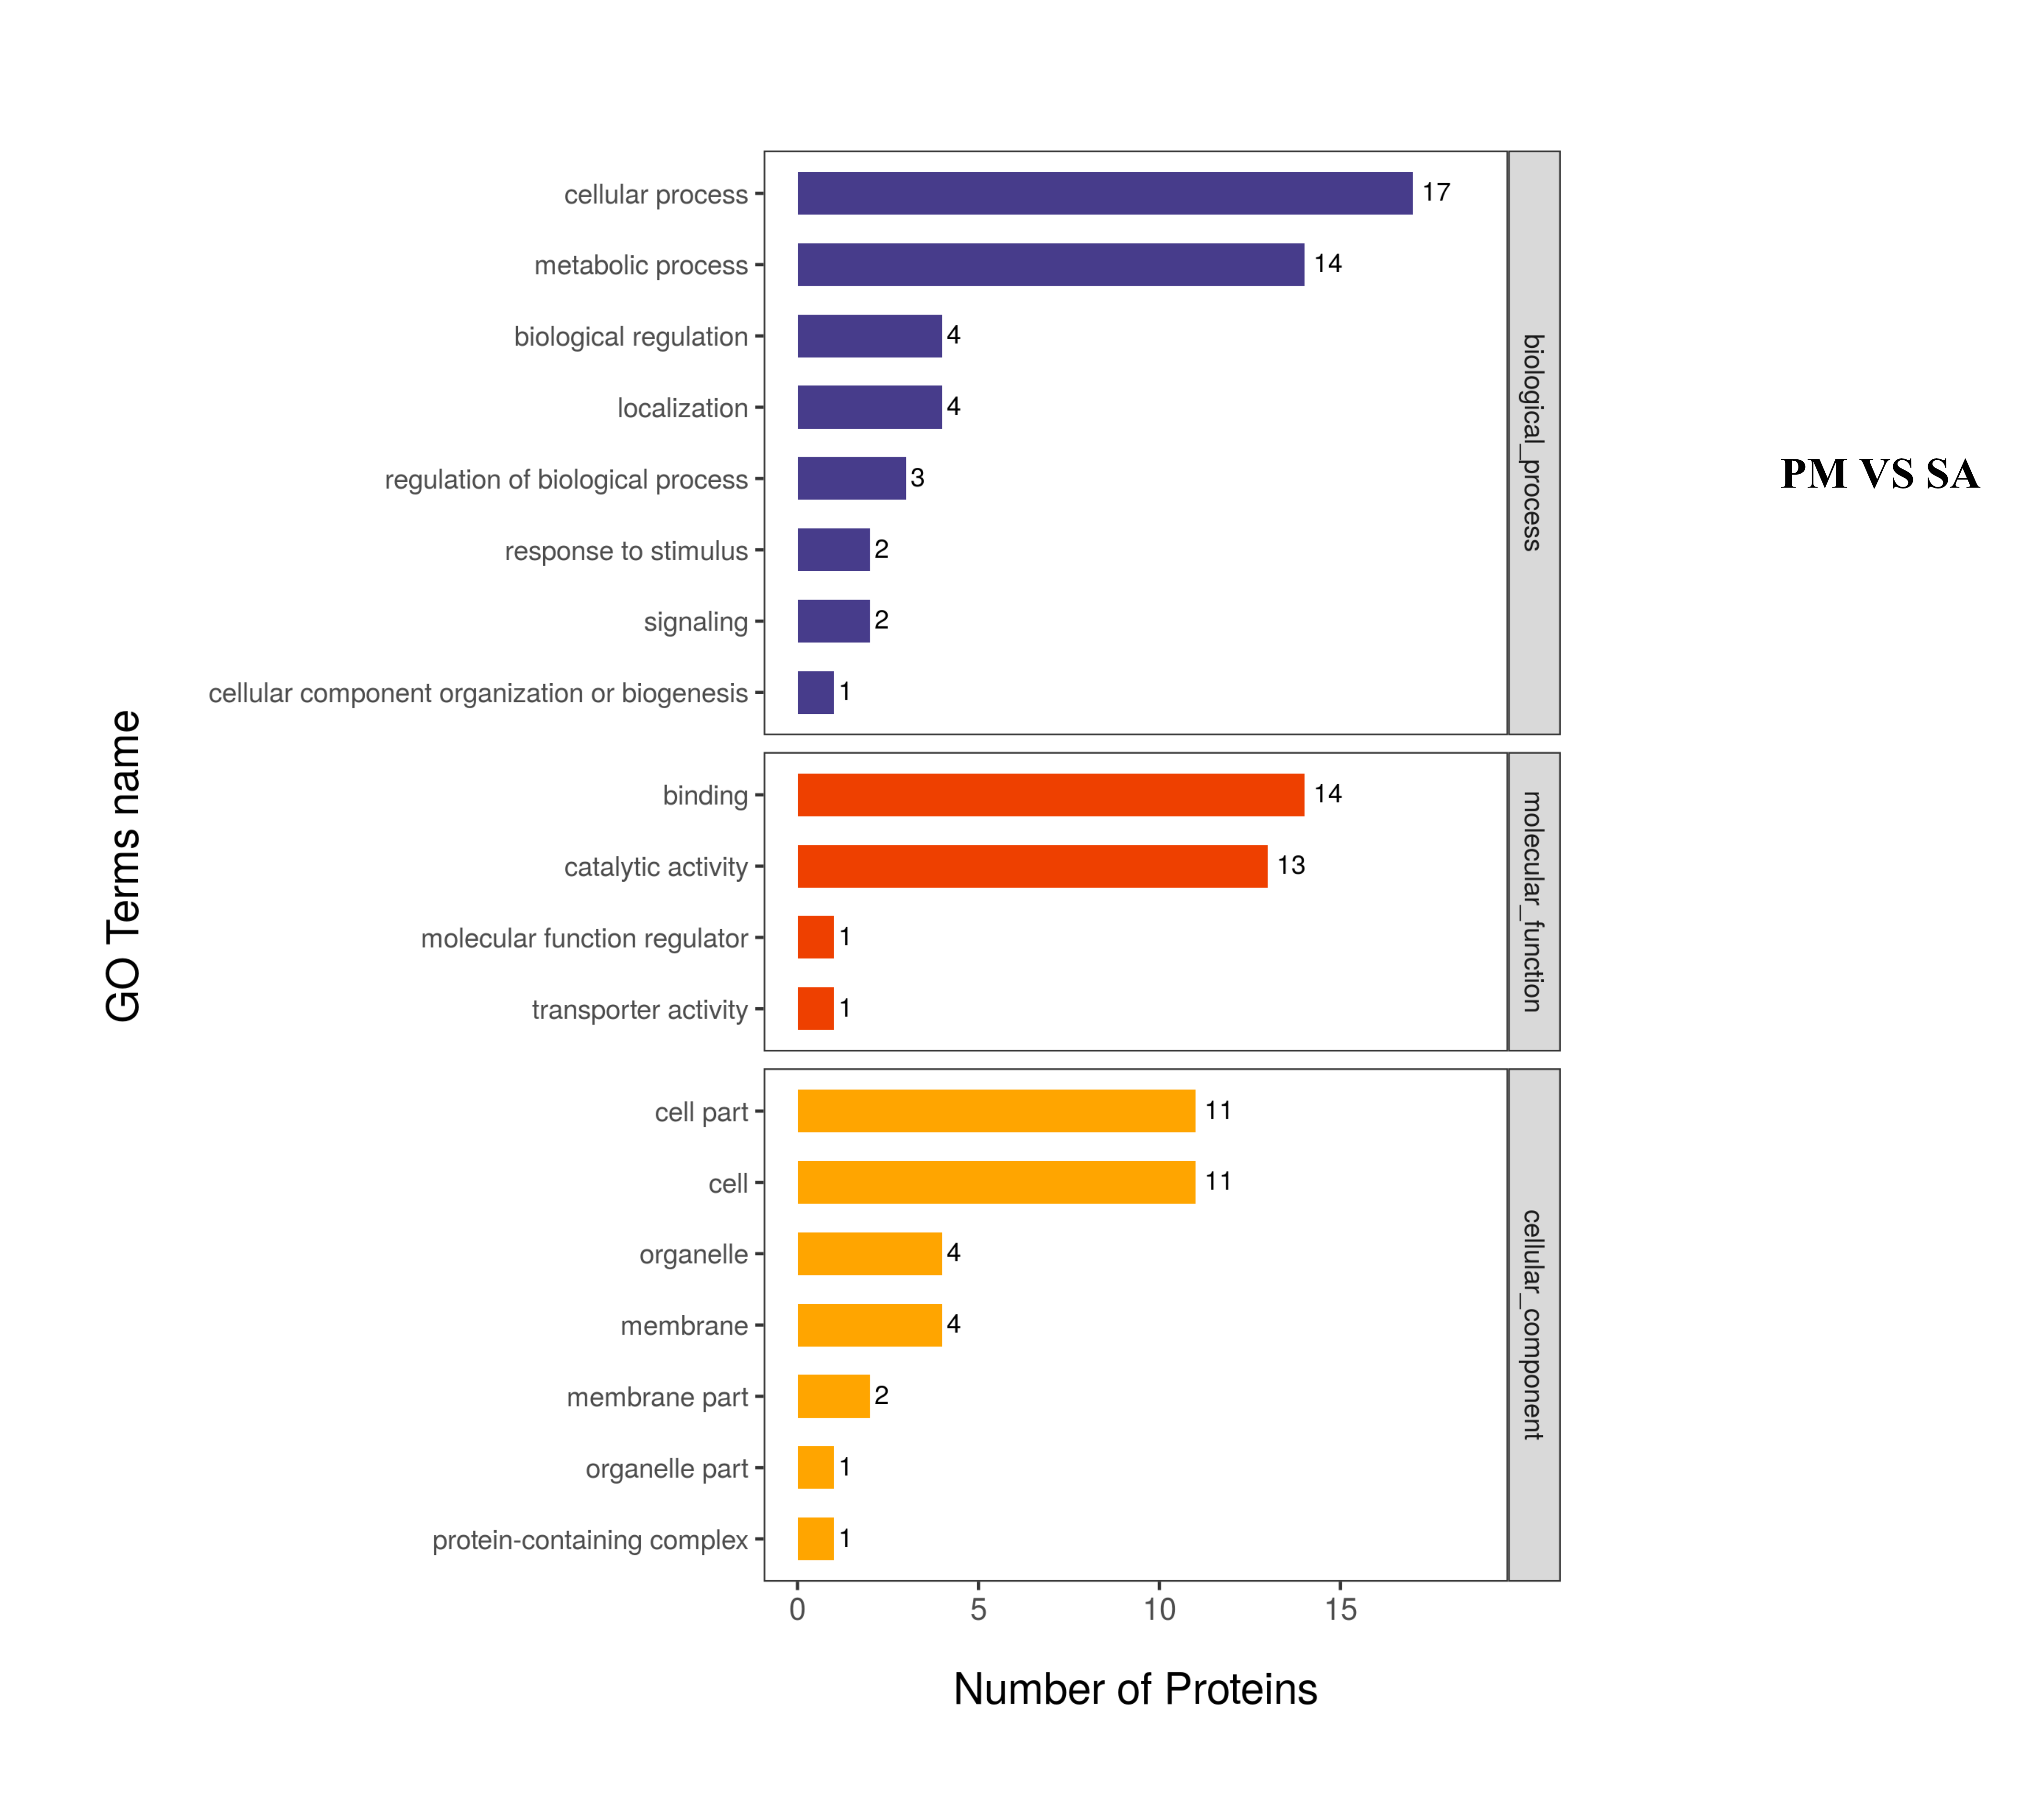

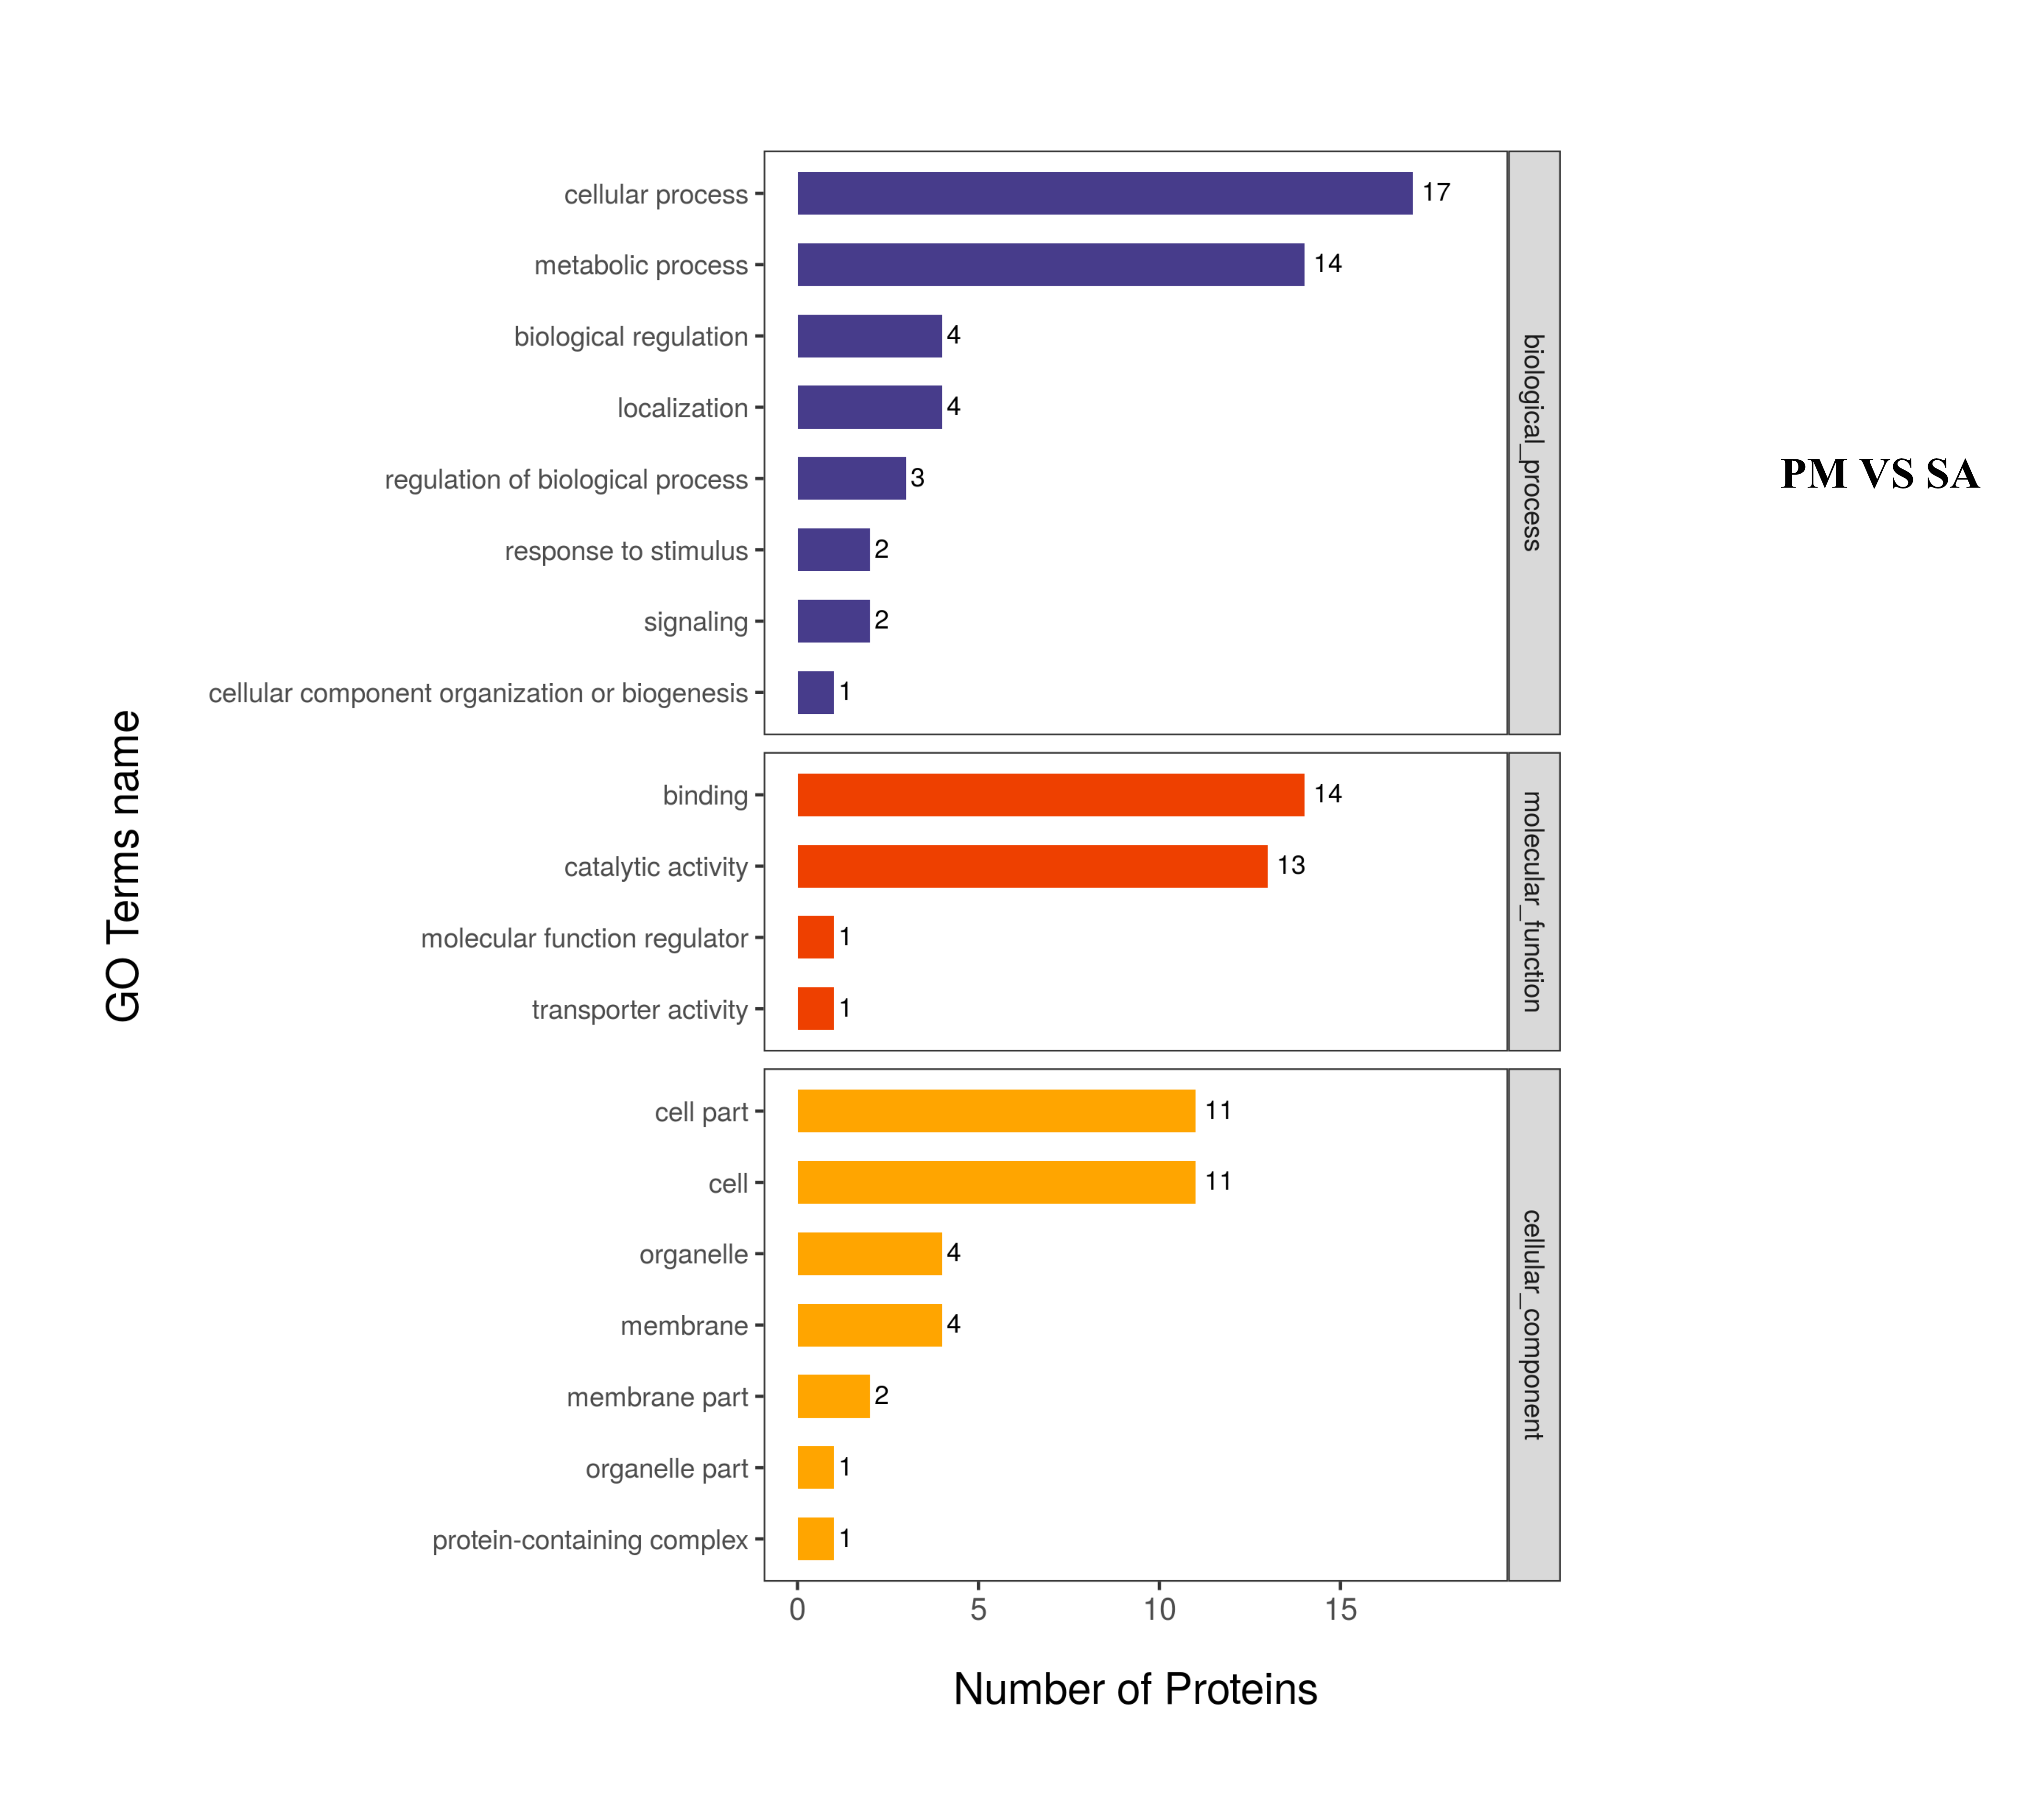

**Supplementary Figure 8.** GO annotation statistics of differentially expressed proteins (DEPs).

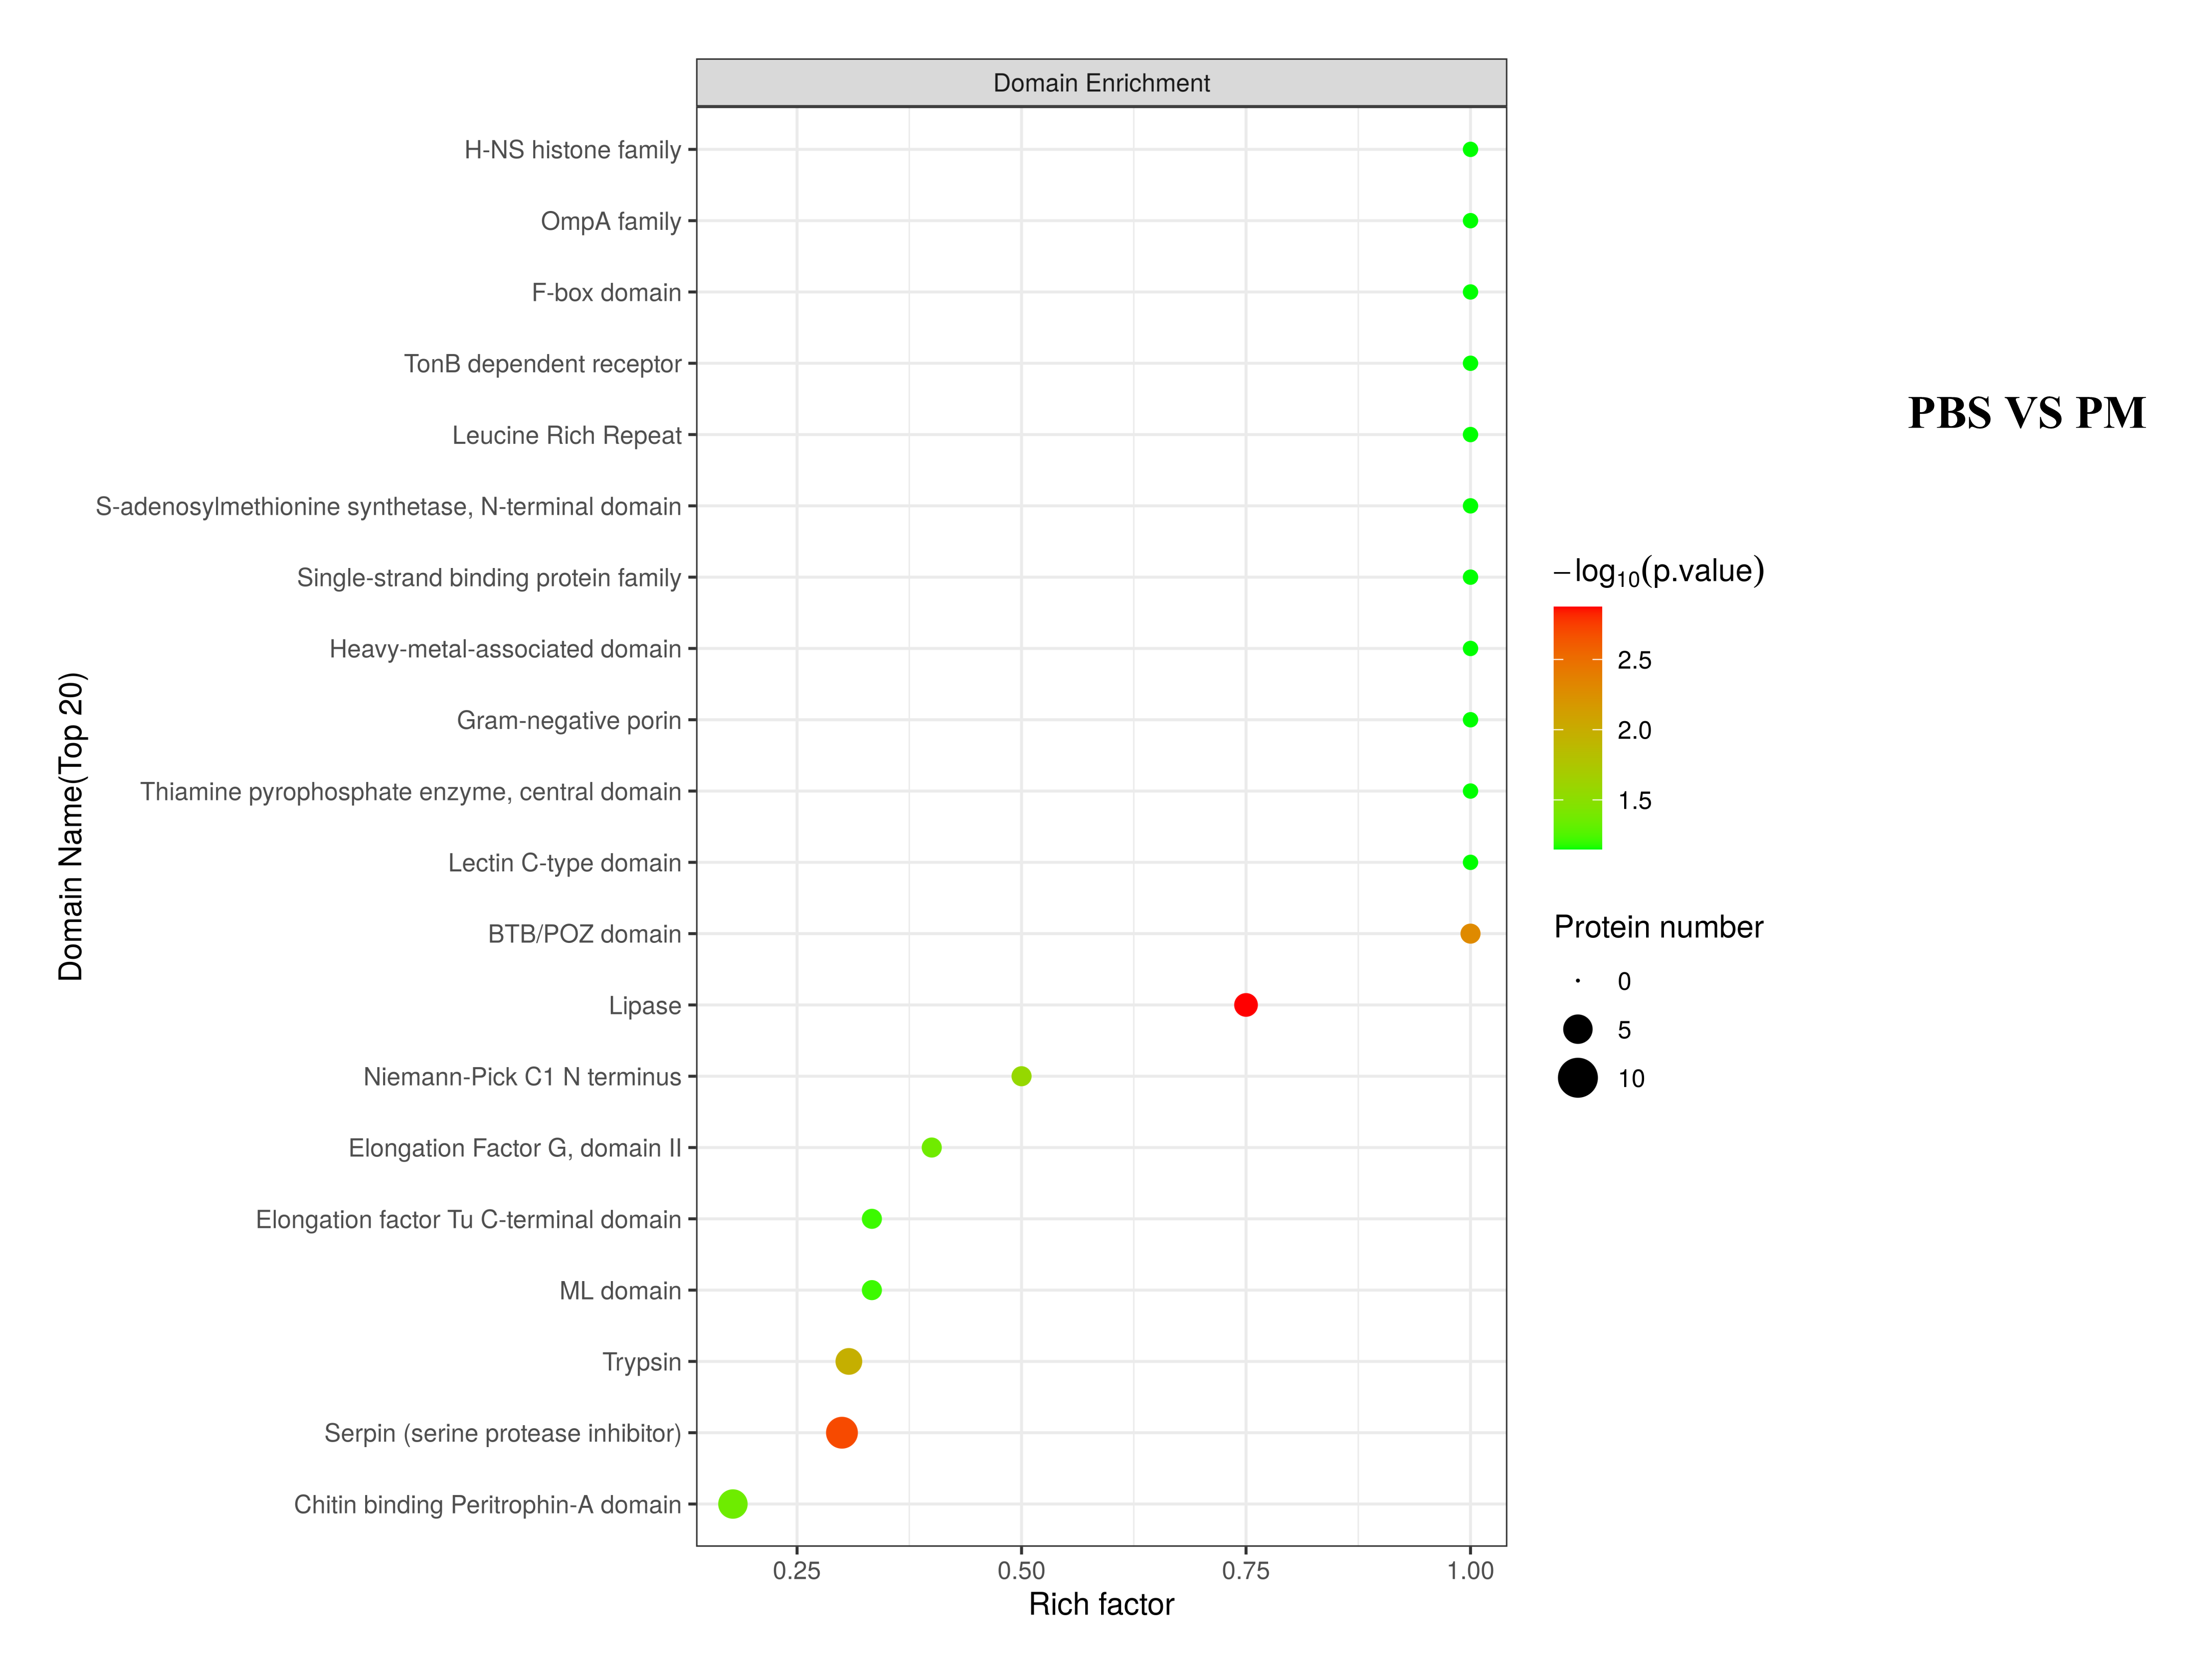

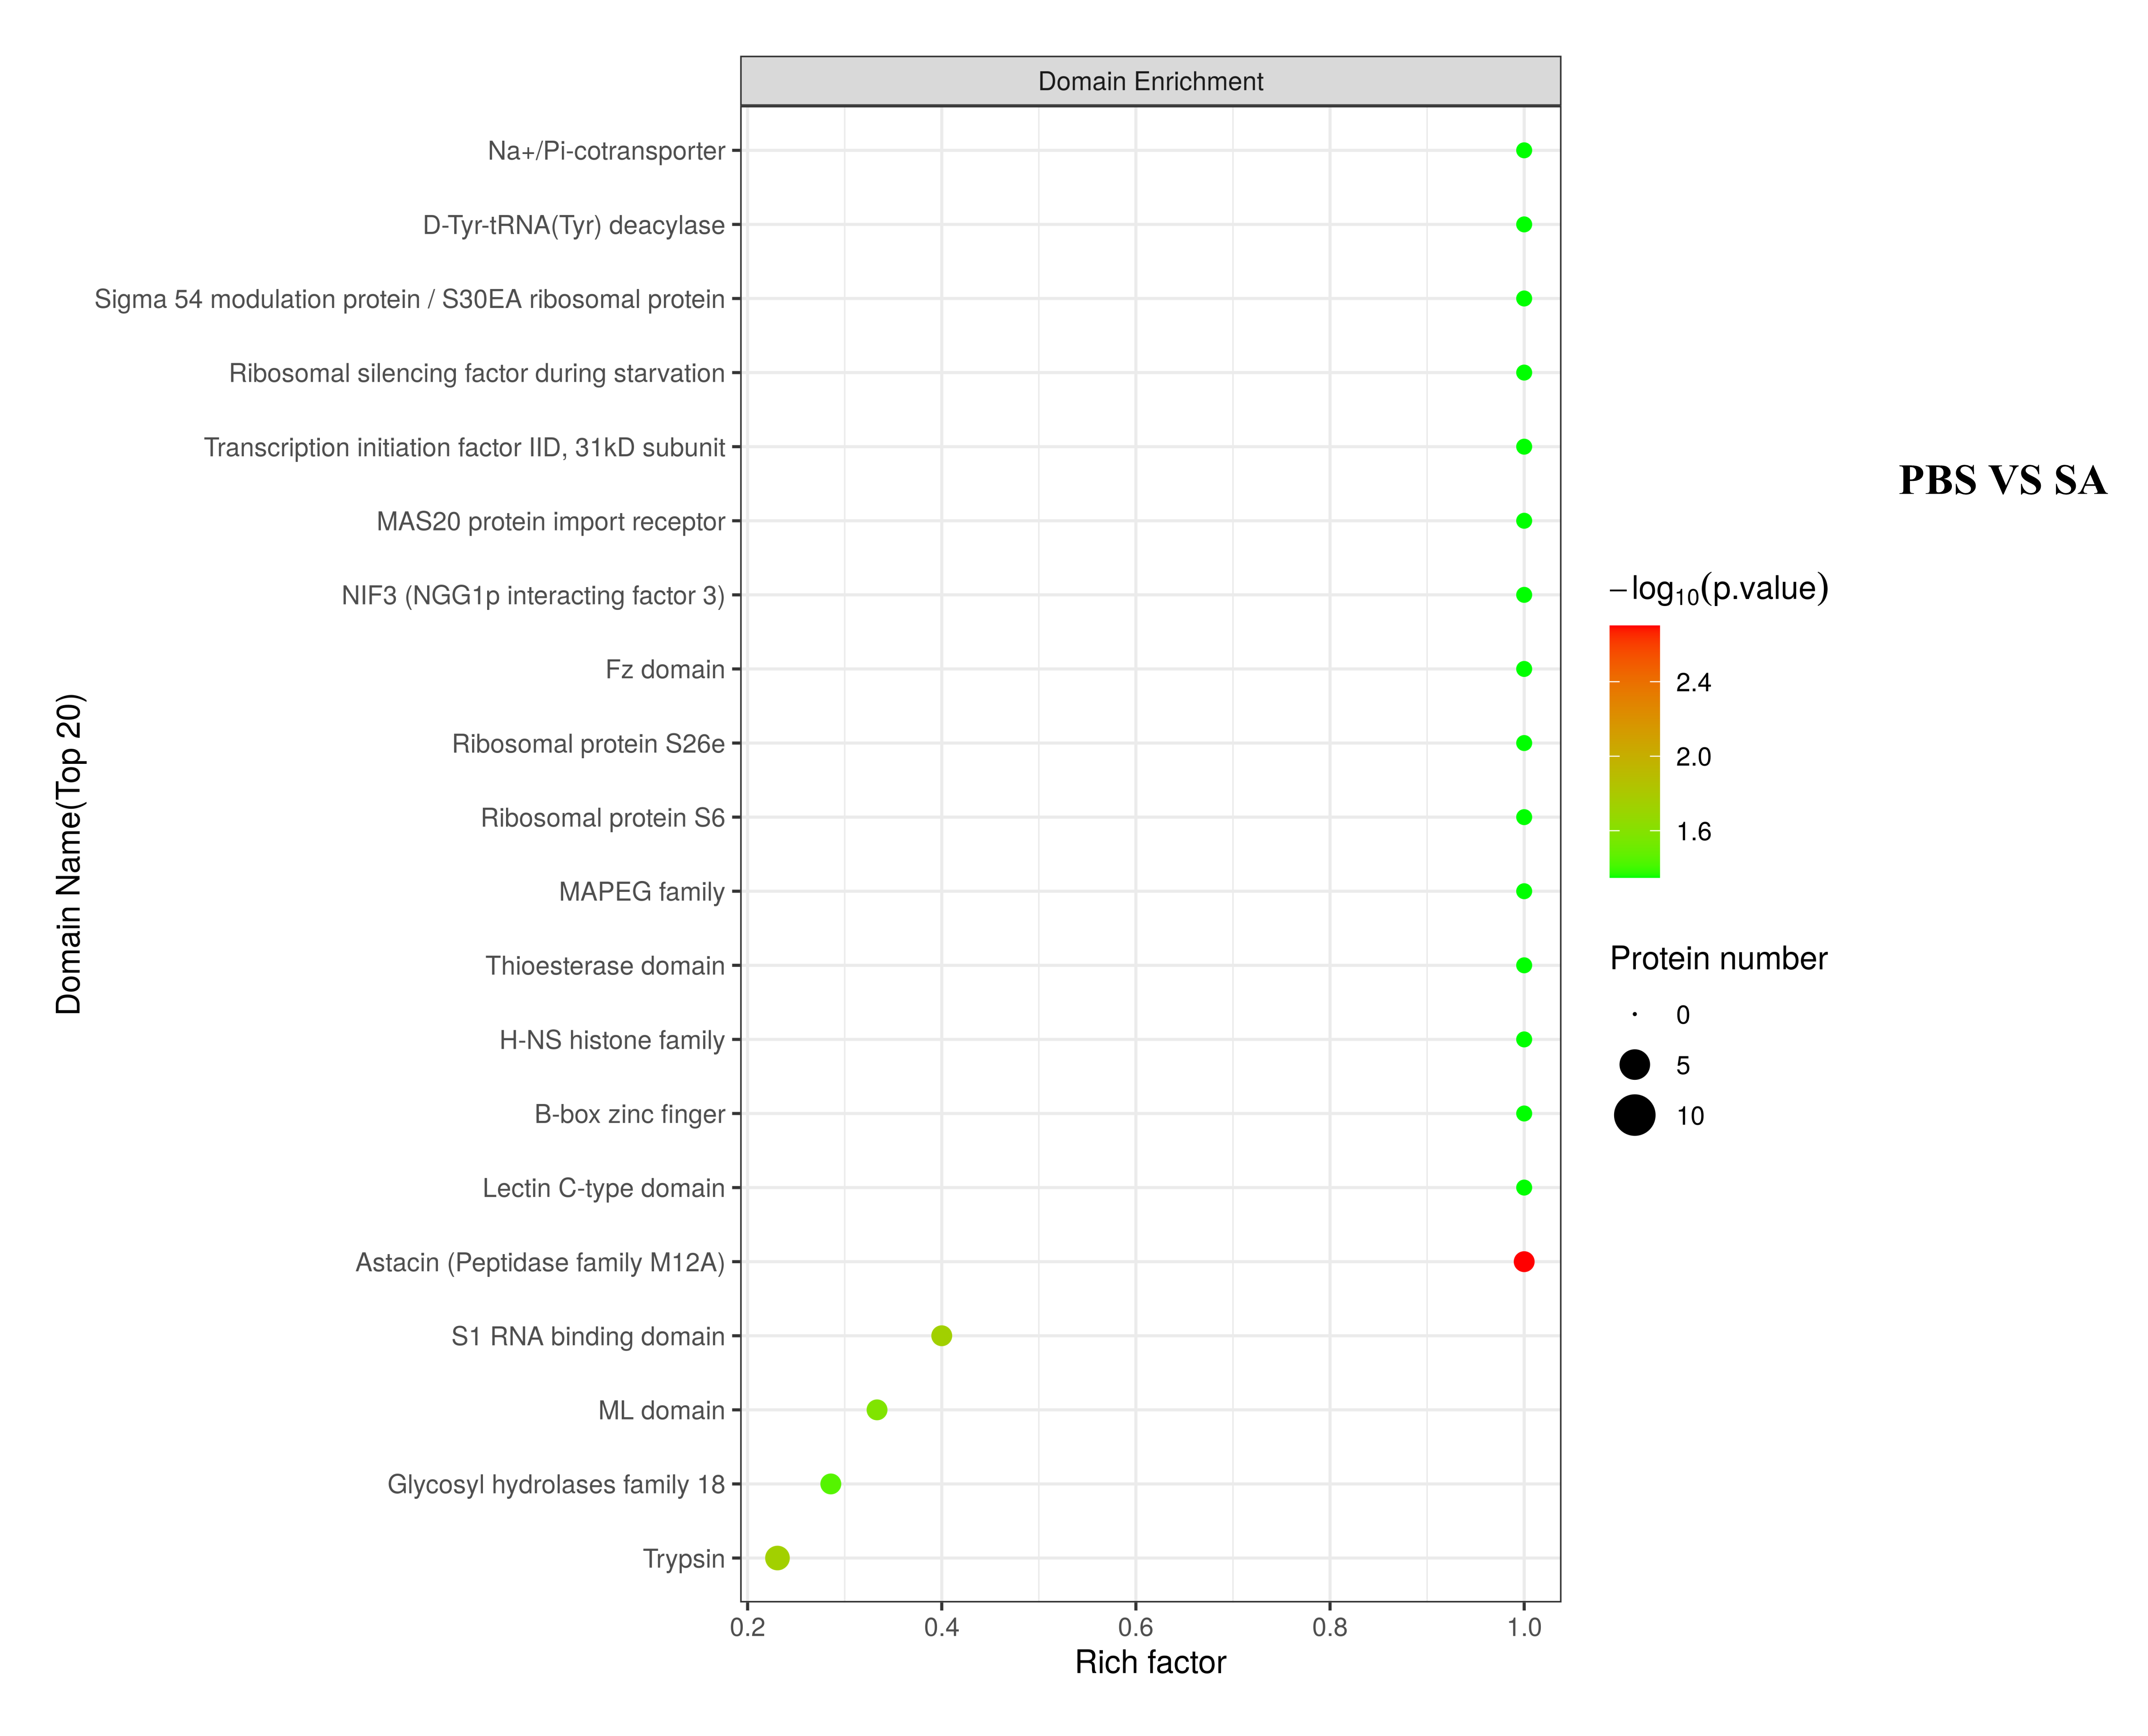

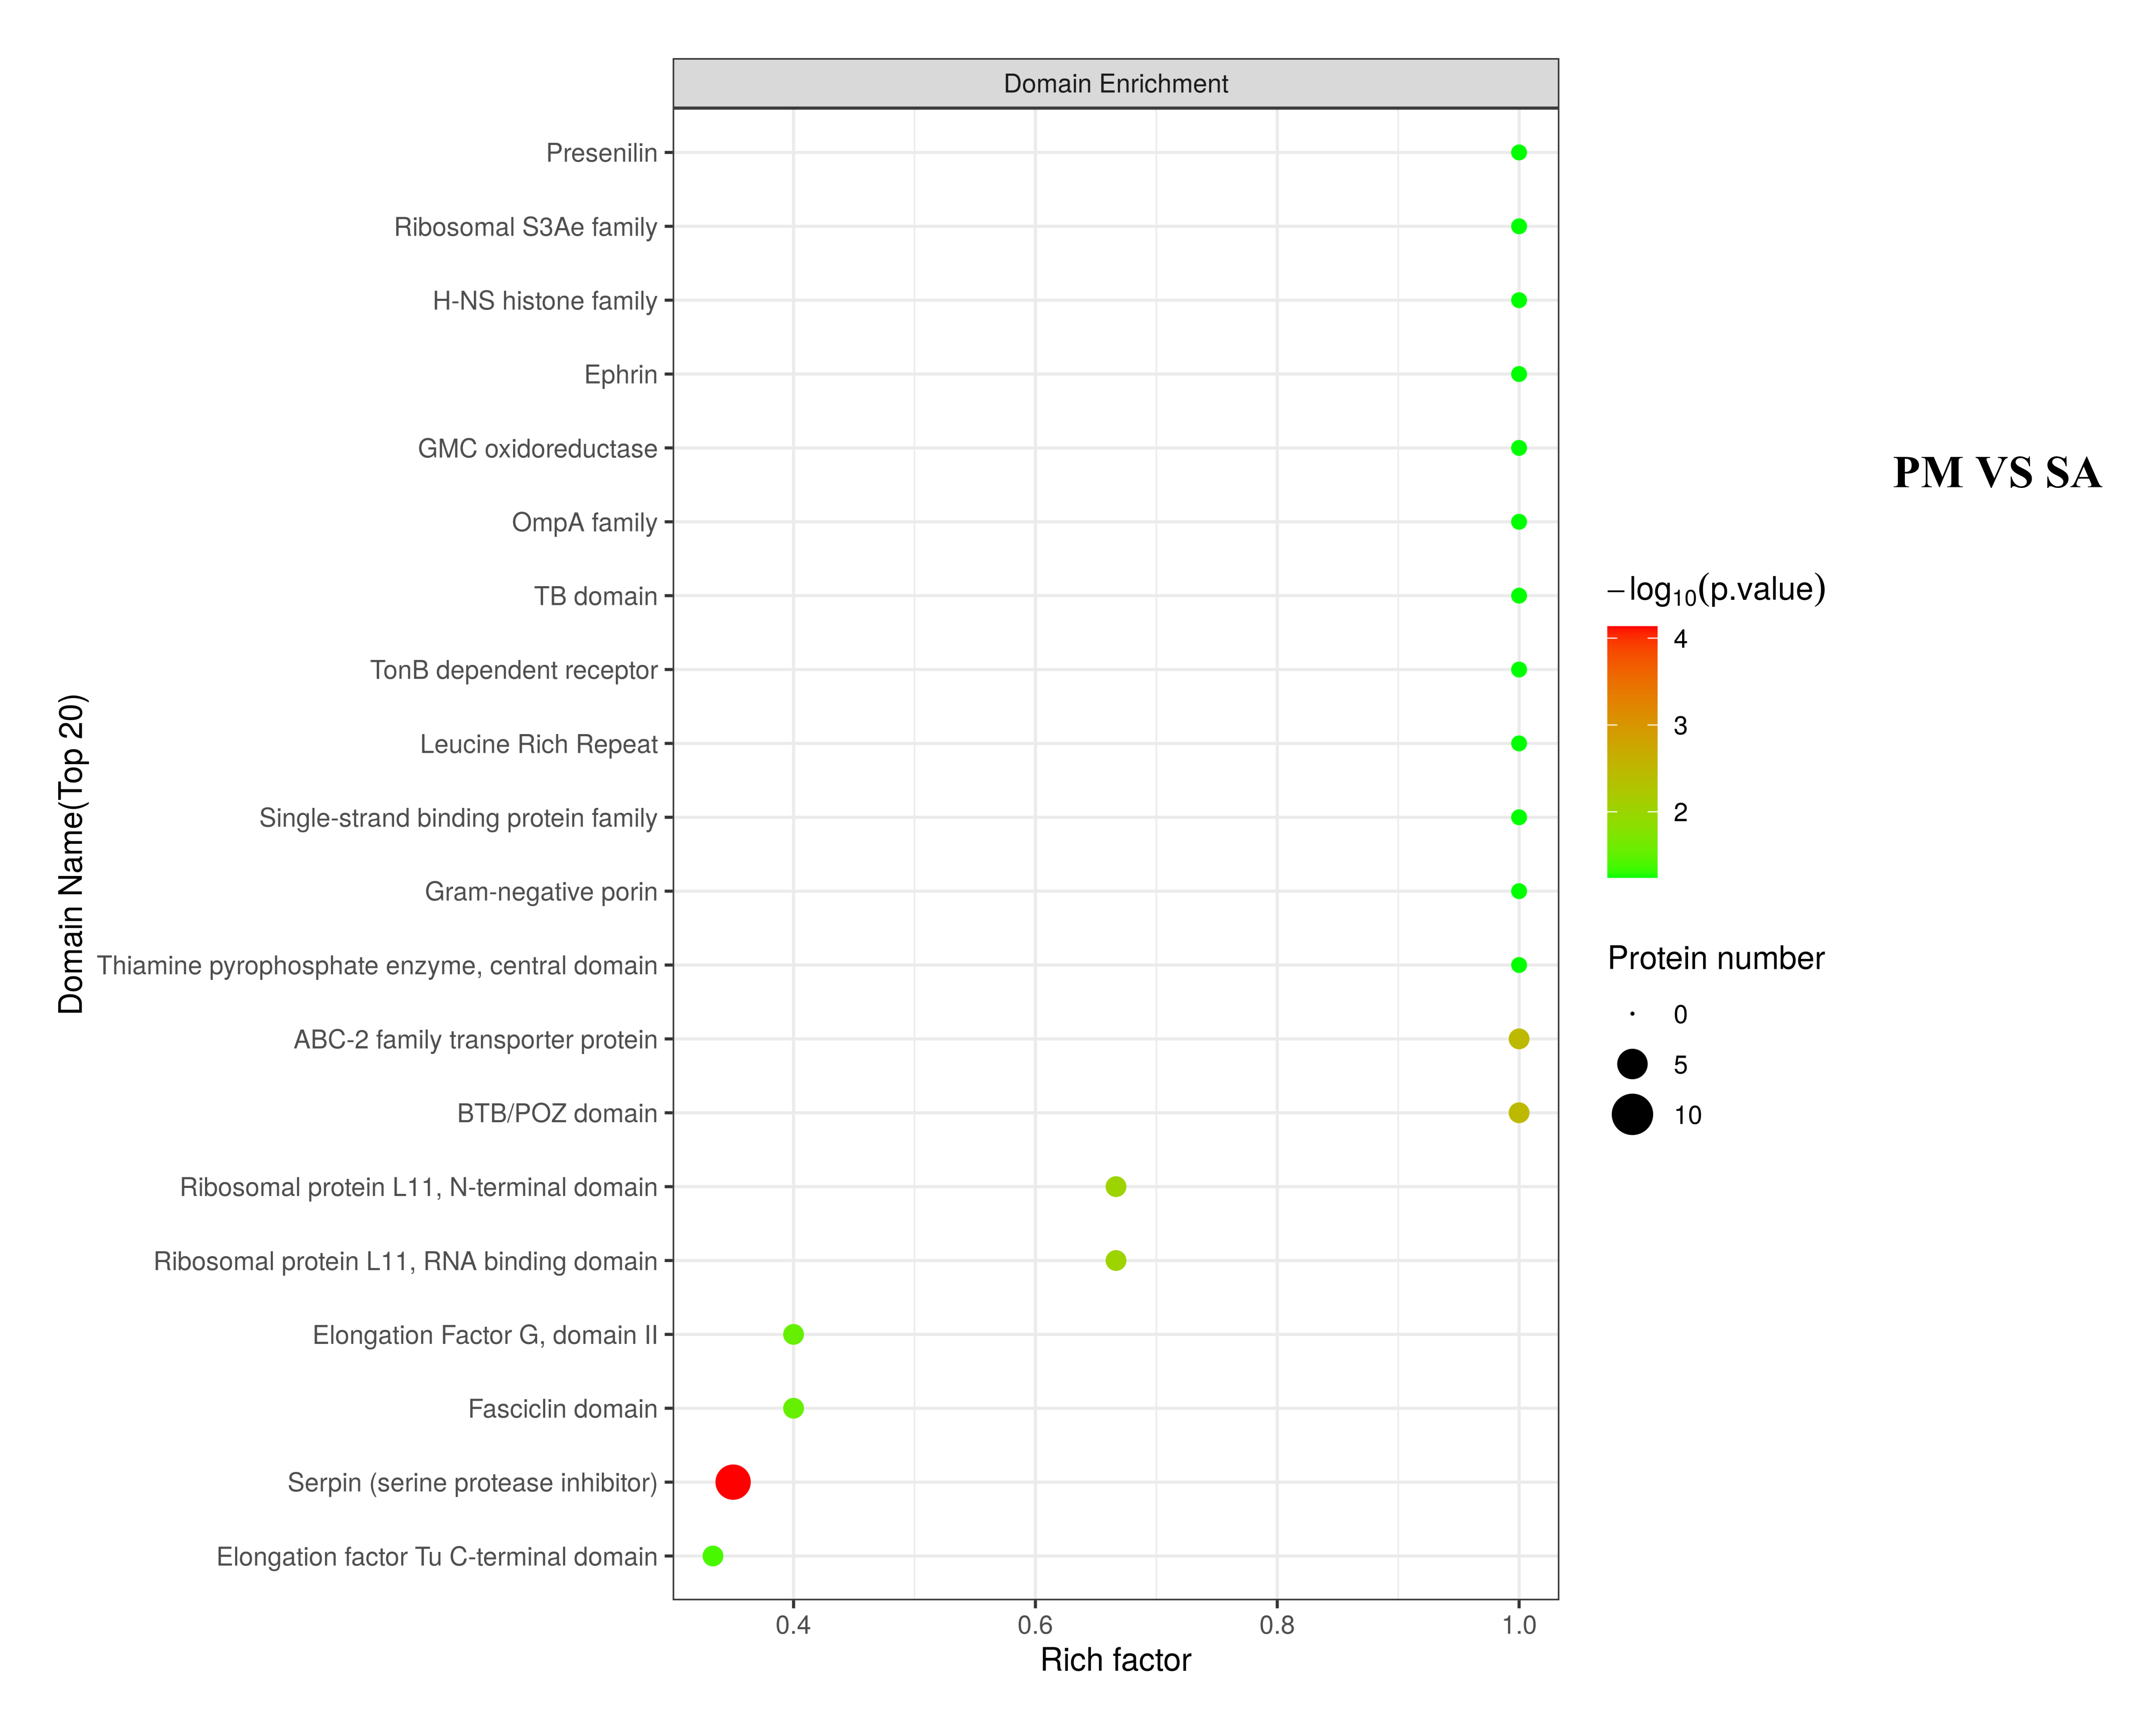

**Supplementary Figure 9.** Domain enrichment analysis of differentially expressed proteins (DEPs).

## 2.2 Supplementary Tables

**Supplementary Table 1.** Specific Primers and Amplification System for RT-qPCR Validation of RNA-seq Results.

| **Primer pairs** | **(5’ to 3’ end)** | **Anotation** | **PCR Product** | **Amplification system** |
| --- | --- | --- | --- | --- |
| Defensin1-RT-F  Defensin1-RT-R | TATTATTCGTCACCATCATCA  TACTGTAGCGAACCACTGAG | Defensin | 110 | 20 μl reaction, 2 × qPCR Mix 10 μl, 1μl each for forward and reverse primers, 1 μl of sample cDNA, 7 μl of ddH_2_O. |
| Defensin2-RT-F  Defensin2-RT-R | GTTTCTTCCACAGGTCGC  CCGTGGAGGCTTCTGTAG | Defensin | 95 |  |
| Microplusin1-RT-F  Microplusin1-RT-R | CGAACTTTCACGCATACACC  AGGAAATCCGTCCCTCTTG | Microplusin | 120 |  |
| Microplusin2-RT-F  Microplusin2-RT-R | GTGTACTGTGCGATGTCTGGG  AAAGTGCCGTTGATTGATTGA | Microplusin | 138 |  |
| Lysozyme-RT-F  Lysozyme-RT-R | TAACTGGGTCTGCCTCGTCA  CGTAGTCCACAGTGCCATCC | Lysozyme | 83 |  |
| Techylectin-RT-F  Techylectin-RT-R | TACTAAGGAGCACTGGATTGGA  CAGTATGGTTCGTTAGCAGGAT | Techylectin | 95 |  |
| Ef-1α-RT-F  Ef-1α-RT-R | CCTGCCAACCTGACCACTGA  CCACACACATATCCTCGGCG | Elongation factor 1 alpha | 137 |  |

**Supplementary Table 2.** Annotation summary with DIAMOND software.

| **Database** | **Number** | **Ratio (%)** |
| --- | --- | --- |
| NR | 32,059 | 22.19 |
| GO | 12,239 | 8.47 |
| KEGG | 9,078 | 6.28 |
| Pfam | 11,677 | 8.08 |
| EggNOG | 22,306 | 15.44 |
| Swissprot | 14,158 | 9.80 |
| In all database | 5,702 | 3.95 |

**Supplementary Table 3** Tables of Differentially Expressed Genes in the Toll, IMD, MAPK, and NF-κB Signaling Pathways

**Supplementary Table 4** Tables of Key Immune Molecules Identified at the Transcriptional Level.

Upload as an EXCEL table separately.

**Supplementary Table 5** Table of Protein Network Interaction Statistics. Upload as an EXCEL table separately.

**Supplementary Table 6** Differentially Expressed Genes with Transcriptional-Translational Upregulation Concordance. Upload as an EXCEL table separately.

**Supplementary Table 7.** Identification and statistical table of immune defense related proteins.

Upload as an EXCEL table separately.

**Supplementary Table 8.** *Hyalomma anatolicum* differentially up-regulates innate immune related genes.

| **Name** | **PBS** | **PM** | **SA** | **FC**(PM/PBS) | **FC**(SA/PBS) | **Up/Down** | **Annotation** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| TRINITY_DN1272_c2_g1 | 25,566.45014 | 158,724.9001 | 185,790.5137 | 6.208327681 | 7.215043403 | Up | microplusin |
| TRINITY_DN1760_c1_g1 | 1,379.590463 | 4,250.803851 | 4,526.518795 | 3.081207042 | 3.25697176 | Up | microplusin |
| TRINITY_DN6219_c1_g2 | 23,780.68118 | 184,672.364 | 212,332.5867 | 7.765646519 | 8.866549429 | Up | microplusin |
| TRINITY_DN1611_c0_g1 | 329.3018605 | 19,756.88664 | 20,757.51382 | 59.99628005 | 62.53112359 | Up | defensin |
| TRINITY_DN249_c0_g1 | 566.4901001 | 3,948.816157 | 3,726.290063 | 6.970671079 | 6.531400395 | Up | defensin |
| TRINITY_DN7431_c2_g2 | 2.018650623 | 349.4052127 | 386.2707364 | 173.0885021 | 189.7365211 | Up | defensin |
| TRINITY_DN1180_c6_g1 | 7.594843801 | 51.87069646 | 31.63734781 | 6.829725247 | 4.136085742 | Up | lectin |
| TRINITY_DN1606_c1_g1 | 127.8281008 | 720.8050463 | 1,158.156893 | 5.638862203 | 9.004271681 | Up | lectin |
| TRINITY_DN40701_c0_g1 | 289.6115711 | 2,096.757691 | 1,695.158717 | 7.239896124 | 5.812711406 | Up | lectin |
| TRINITY_DN937_c0_g1 | 2,250.946066 | 10,360.00647 | 8,389.2055 | 4.602512083 | 3.701012926 | Up | lectin |
| TRINITY_DN6583_c0_g1 | 43.58199922 | 158.6968867 | 101.2250071 | 3.641340221 | 2.307646642 | Up | lectin |
| TRINITY_DN1110_c0_g2 | 17.70677338 | 104.9402699 | 107.086401 | 5.926560852 | 6.002980881 | Up | lectin |
| TRINITY_DN1476_c0_g1 | 2,518.79228 | 5,167.272281 | 5,994.315694 | 2.051488058 | 2.363593525 | Up | lysozyme |
| TRINITY_DN49576_c0_g1 | 58.96546623 | 116.8373343 | 126.2274936 | 1.995526044 | 2.140702036 | Up | lysozyme |

How the deposited data were processed for this re-analysis (not part of the article)

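RNA of *H. anatolicum* females, 2 weeks post molting, was sequenced 24 hours after injection of 500 nL of PBS or of 500 nL holding 10000000 CFU of *S. aureus* or *P. mirabilis*, with 10 ticks per pool and 3 pools per group. Library names gave the group and the replicate number, and all 18 value columns matched 1 of the 9 libraries. The authors made the libraries from poly(A) RNA, trimmed reads with fastp 0.22.0, assembled all clean reads with Trinity and estimated abundance with RSEM. The aligner is not stated.

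The deposited table holds, for each unigene and library, a count that the authors took from RSEM and that is a whole number in the file. Its deposited FPKM values, scaled by the authors for length and depth, have 2 decimals. Of 144465 lines, 1 without a name was left out, and 1978 unigenes had 0 counts in all libraries. Library totals were 21138729, 25601670 and 24619710 counts for PBS, 24553362, 20756234 and 21088327 for PM, and 22368752, 22794001 and 22734031 for SA, 86.4 to 87.3% of the read pairs that the paper gives. TMM factors were 1.05 to 1.09 for PBS, 0.948 to 0.988 for PM and 0.944 to 0.989 for SA. The table's last columns hold descriptions, GO terms, Pfam domains and KEGG orthology numbers. KEGG pathways are not in the table, so pathway enrichment was not repeated, and groups of unigenes made from words in the descriptions were used instead.

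Pairs of groups were compared with edgeR 4.0.16 (glmQLFit and glmQLFTest, filterByExpr, TMM) in R 4.3.3, with Benjamini-Hochberg adjustment. A unigene passed at an adjusted p under 0.05 and an absolute log2 fold change above 1. Alternatives were RLE size factors, library size only, no filter, at least 10 counts in 3 libraries, DESeq2 1.42.0, all 9 libraries in 1 fit, a replicate block, exclusion of unigenes detected in 1 group only, limma 3.58.1 on log2 FPKM with 0.1 or 1 added or with an FPKM of at least 1 in 3 libraries, and each library left out in turn. These and the comparisons with edgeR were set before the data were examined. Exclusion of unigenes matched to enterobacteria, exclusion of the 10 most abundant unigenes, the tests of GO terms and Pfam families, and the tests of a shared contaminant and of fewer bacteria in PM replicate 3 were added later. Where a call was ended only by a limma fit on FPKM, this is counted in the closing section and not said at the gene. The edgeR test was tested on simulated data with 50 unigenes changed at each of 4 sizes, called by adjusted p without the fold change limit. In SA/PBS it found 18 of 50 changed 2-fold and 45 of 50 changed 3-fold, in PM/SA 27 and 43.

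Gene groups came from words fixed before the data were examined: aminoacyl-tRNA synthesis (tRNA ligase, tRNA synthetase), ribosome biogenesis (ribosome biogenesis, nucleolar, U3 small nucleolar, bystin, WDR12), ribosomal proteins, heat shock, lysosomal proteases (cathepsin, legumain), fatty acid elongation (elongation of very long chain fatty acids), cytochrome P450, glutathione S-transferase, protease inhibitors (serpin, Kunitz, cystatin, trypsin inhibitor), pattern recognition (peptidoglycan recognition, scavenger receptor, Toll, ixoderin, ficolin, tachylectin), NF-kappa B signaling (relish, dorsal, cactus, MyD88, pelle, IMD, TRAF6, NF-kappa-B inhibitor), proteasome, lipocalins (lipocalin, histamine binding), evasins, muscle (myosin, troponin, tropomyosin, titin, paramyosin), cuticle (cuticle protein, cuticular protein, chitin-binding), ovary and fat body (vitellogenin, hemelipoglyco), hemocyte (hemocytin, prophenoloxidase, thioester), salivary gland (metis, salivary) and bacteria (Proteus, Staphylococcus, 30S ribosomal, 50S ribosomal, outer membrane protein). The study's tables had been seen by then. Some words, such as bystin and WDR12, name genes or pathways that the paper reports as changed in these libraries. Tests of such groups are not independent evidence. Tables S3, S4, S6, S7 and S8 and the networks gave the study's lists. Camera (limma, preset correlation of 0.01, or estimated) and fry tested 24 lists. Hypergeometric tests compared passing unigenes of a GO term or Pfam family with all tested unigenes that had any term or domain, over 48 and 36 tests in PM/PBS and SA/PBS together.

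Named unigenes followed a rule: each unigene of Table S8; each other member of Table S4 past the threshold; the 2 largest rises and 2 largest falls of each pathway list of Table S3; the 5 unigenes of Table S6 with the largest protein ratio; each member of Table S7 past the threshold; the 3 network nodes with most interactions; and, of unigenes in no study table, the 2 that rose and 2 that fell with the smallest p. Values in the study's tables had been seen when the rule was written. The first part of Table S6 was read as PM/PBS and the second as SA/PBS, although both are headed PBS VS PM, since the fold changes of 39 of 46 unigenes of the first part lay within 0.3 of PM/PBS here and those of 28 of 28 of the second within 0.3 of SA/PBS. Some other study values are not reported here.

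RNA and protein changes of Table S7 were correlated with 100000 permutations of the unigenes, adjusted over 4 tests. Principal components used log2 CPM with a prior count of 2. Unigenes seen in 1 group only had at least 10 counts in each of its libraries and 0 in the others. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and data.table 1.17.8 were used.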

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

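The tests of a shared contaminant and of fewer bacteria in PM replicate 3 were chosen only after the result was seen.

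PM replicate 3 lay nearer to the PBS libraries than the other PM libraries did. A candidate explanation is RNA of PBS-injected ticks mixed into this library, or some of its ticks responding less: of 51 unigenes with at least 10 counts in each PBS library and 0 in PM replicates 1 and 2 and all SA libraries, 48 had counts in PM replicate 3, at 0.344 of the PBS level, and the amounts by which rising and falling unigenes lay short of the other PM libraries differed by −0.0135. Against mixing, which would dilute bacterial RNA too, *Proteus*-matched CPM were 0.981 of the mean of the other PM libraries (95% counting interval 0.805 to 1.19), but those of the 18 unigenes detected only in PM were 0.766 (0.697 to 0.839), 29.4 against 38.7 and 38.1. For fewer bacteria left in PM replicate 3, the bound was a ratio of 0.75. The first ratio and that of 87 unigenes detected only in PM with at least 10 counts over its libraries (0.837, 0.778 to 0.901) lay above it with their intervals. The interval of the 18 includes it. Libraries were made from poly(A) RNA, so bacterial counts need not follow the number of bacteria, and these ratios cannot decide this. Male ticks in the PBS pools and in PM replicate 3 were looked for by 21 tested unigenes with testis or sperm in the description. In SA/PBS 0% of them fell, 2 rose and 9 had an unadjusted p under 0.05 by edgeR. These unigenes were not shown to be specific to males, so this cannot decide the question. The paper states that females were injected.

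*Proteus*-matched unigenes had 488 counts in PM. A contaminant shared by all libraries would also reach PBS and SA, where there were 0 counts over 6 libraries. RNA of the injected *P. mirabilis* is a candidate explanation: of 87 unigenes with at least 10 counts over the 3 PM libraries and 0 elsewhere, 57 had a Swiss-Prot match, and 86.0% of these were matched to an enterobacterial genus. Whether that RNA came from live bacteria cannot be told from counts.

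The number of unigenes that passed could depend on the most abundant ones, which took fewer counts after bacteria. Without the 10 most abundant unigenes, 6065 passed in PM/PBS and 5982 in SA/PBS, close to the 5998 and 5907 with them. Regrouping the 6 libraries of a comparison gives 10 splits, too few for a share under 0.05, and 1 split, the real one, was as large as the real value in each case. The real value and the highest other were 5998 and 0 for PM/PBS, 5907 and 0 for SA/PBS and 7 and 1 for PM/SA, and at the thresholds of the study 7173 and 533, 6845 and 592, and 799 and 700.

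The unigenes that differed between PM and SA were outer membrane protein F (DN23719_c0_g1, at least 254-fold), SecY (DN82190_c0_g1, at least 50.1-fold), the IpgC-like chaperone (DN59745_c1_g2, at least 63.7-fold), the AbTIR-like hydrolase (DN153451_c0_g1, at least 54.5-fold), 30S S3 (DN83789_c0_g1, a ratio of 131), the transposon-derived DN1251_c8_g1 (1.06) and the solute carrier DN7118_c1_g2 (−1.16). Unigenes with at least 10 counts in each library of 1 group and 0 elsewhere numbered 18 in PM, 3 in PBS and 0 in SA. Over 84 choices of 3 libraries, the highest number in a choice other than these groups was 0. Without PM replicate 3 the number for PM was 22.

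Other gene groups had members that passed: hemocyte unigenes (5 rose and 0 fell of 9 in PM/PBS by edgeR, and 5 rose and 1 fell of 8 in SA/PBS), protease inhibitors (10 rose and 4 fell of 51, and 11 rose and 3 fell of 53), evasins (1 of 3 rose in each) and cuticle (2 rose and 20 fell of 36, and 0 rose and 17 fell of 36). Protease inhibitors and evasins did not pass as sets (camera, adjusted p = 0.299 and 0.209, 0.299 and 0.466), though protease inhibitors passed with fry in SA/PBS (adjusted p = 0.0388, and 0.0576 in PM/PBS). Hemocyte and cuticle genes passed with fry in both comparisons and with camera only at a preset correlation. Among unigenes of no study table, PM/PBS changes were 3.01 for DN127_c7_g1, 3.74 for DN210_c1_g1, −2.87 for DN2374_c0_g1, 5.60 for DN2615_c0_g1, 2.70 for DN3970_c0_g1 and −2.4 for DN7619_c0_g2. SA/PBS changes were −5.61 for DN1000_c0_g1, −6.50 for DN1229_c0_g1, 2.83 for DN127_c7_g1, 3.31 for DN210_c1_g1, 4.98 for DN2615_c0_g1, 2.57 for DN3970_c0_g1 and −3.18 for DN7619_c0_g2.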

How the results depend on the processing

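The exclusion of enterobacterial unigenes and of the most abundant unigenes were settings added after the result was seen. In PM/PBS, 5998 unigenes passed, 9420 without a filter, 2780 with limma on log2(FPKM + 1), and 4628 to 7709 with a library left out, the highest without PM replicate 3. In SA/PBS, 5907 passed, 9058 without a filter, 3071 with limma on log2(FPKM + 1), and 5212 to 6025 with a library left out.

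PM/SA moved most. Against 7, the number was 724 without a filter, 134 with DESeq2, 3 in the fit of all 9 libraries, 4 without unigenes detected in 1 group only, 2 with limma on log2(FPKM + 1), 1 with limma on FPKM of at least 1, 0 without enterobacterial unigenes, and 0 to 1 with a library left out.

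At the thresholds of the study, 7173 in PM/PBS became 17685 without a filter and 17236 with limma on log2(FPKM + 0.1). In SA/PBS 6845 became 16701 and 16646. In PM/SA 799 became 5020 without a filter, 1256 with DESeq2, 5050 with limma on log2(FPKM + 0.1) and 1054 to 1268 with a library left out.

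A replicate block, with libraries matched by number, gave 5182 in PM/PBS (2811 rose), 4889 in SA/PBS (2494 rose) and 0 in PM/SA by edgeR, with 2026 at an unadjusted p under 0.05. Pairing by number had little basis in the counts: same-number pairs correlated with −0.148 to 0.0492 after group means were removed, a mean of −0.0371, and 0 of 9 exceeded 0.1.

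Of named unigenes, 216 of 246 tested passed in PM/PBS and 188 of 224 in SA/PBS. Scaling by library size alone ended 26 and 20 of these calls, limma on log2(FPKM + 0.1) 64 and 40, limma on log2(FPKM + 1) 79 and 52, the replicate block 7 and 7, and DESeq2 1 and 2. A library left out ended 2 to 25 in PM/PBS, 6 to 12 in SA/PBS and all 7 in PM/SA. The fit without PM replicate 3 ended 2 of the PM/PBS calls, and 13 named unigenes that had not passed in PM/PBS passed in it. No call turned direction. Of lists that did not pass with camera at an estimated correlation, these passed with fry in PM/PBS and SA/PBS: aminoacyl-tRNA synthesis, ribosome biogenesis, ribosomal proteins, heat shock, proteasome, lysosomal proteases, fatty acid elongation, cytochrome P450, glutathione S-transferase, NF-kappa B signaling, hemocyte, cuticle, bacteria, defensins, microplusins and lectins.

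Of the study's signaling lists, 32 members rose in PM/PBS, and 18, 16 and 20 with limma on log2(FPKM + 0.1), on log2(FPKM + 1) and with an FPKM of at least 1. Network nodes rising in PM/PBS (139) became 81, 64 and 87, and in SA/PBS (153) 83 with limma on log2(FPKM + 1). Table S7 members rising in PM/PBS (8) became 4 with library size only and 4, 3 and 4 with the limma fits, and in SA/PBS (9) 5 and 3 with the first and second. Of 1463 list counts in each comparison over all settings, 210 in PM/PBS and 109 in SA/PBS moved over 1.5 times.

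The RNA and protein correlation of PM/PBS was 0.202 to 0.285 with a library left out, against 0.256. The lowest correlation between libraries, 0.922, was 0.87 with FPKM, 0.820 with ranks and 0.952 without a filter. The first principal component held 55.1% of the variance over all filtered unigenes and 66.5 to 78.2% with a library left out. Unigenes shared by PM/PBS and SA/PBS (4141) numbered 7321 without a fold change limit, and those detected in 1 group only (21) numbered 68 at 5 counts and 57 with up to 1 count elsewhere.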

Differences from the paper's values

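Of the tests in this part, those of Pfam families were chosen only after the result was seen.

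Between PM and SA the paper gives 830 genes up and 479 down. Its direction is not certain, as it also writes SA/PM. A count is said to differ here when 1 number is over 1.5 times the other. Read as PM over SA, 830 stands against 505 here at the paper's thresholds and 479 against 294, and both differ. Of 17 alternatives set before the data were examined, 9 lay within 1.5 times of 830, from 576 (without PM replicate 2) to 822 (without SA replicate 2): DESeq2 (786), the fit of all 9 libraries (772), limma on log2(FPKM + 1) (619) and the 6 fits without 1 library. The other 8 did not. For 479, 11 alternatives lay within 1.5 times, from 322 to 511: at least 10 counts in 3 libraries (322), DESeq2 (470), the fit of all 9 libraries (405), limma on log2(FPKM + 1) and with an FPKM of at least 1 (424 each), and the 6 fits without 1 library. The other 6 did not. Read as SA over PM, 830 stands against 294 and differs, and 479 against 505 does not. The paper's totals for PM/PBS (5,240 and 4,990) and SA/PBS (4,493 and 5,283) are higher than 3591, 3582, 3171 and 3674 here but within 1.5 times, and DESeq2 without adjustment gave 5238, 4903, 4549 and 5220. The paper's 21,315 is the sum over its 3 comparisons, here 14817, and counts a gene once per comparison.

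The paper states that 33,743 unigenes (23.36%) matched none of the databases. Here 110722 unigenes (76.6%) had no match, and 33742 (23.4%) had at least 1. No alternative applied to this.

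For lysozymes rising in PM/PBS the paper has 2, and 1 passed here. The other, DN49576_c0_g1, has a log2 fold change of 0.997 in the paper's Table S4, under the limit of 1 that the paper states, and 0.98 here. Fits without PBS replicate 2, PBS replicate 3 or PM replicate 2 gave the paper's number, and the other 14 alternatives did not. For zf-C2H2 transcription factors the paper gives 38, while 269 unigenes carry the Pfam domain here, and no alternative applied to this. The paper predicted transcription factors with Animal TFDB, so its family numbers and the Pfam counts here rest on unlike methods. The paper's number of homeobox factors is 48, and here 41 unigenes carry the domain. The paper ranks homeobox, zf-C2H2, bHLH and HMG as the families with most changed factors, and here zf-C2H2 had 17 passing unigenes in PM/PBS, bHLH 7, homeobox 4 and HMG 3.

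The lowest correlation between libraries is about 0.87 in the paper, read by eye from Fig. 1B, and 0.922 here. Untransformed FPKM gave 0.87, near the paper's value, and rank correlation and no filter did not. The first 2 components hold about 78 and about 6% in Fig. 2B, read by eye, and 73.0 and 7.04% here. Fig. 2B gives the PM library nearest to PBS the symbol of replicate 2, while here, as in Fig. 1B, it is replicate 3.

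A log2 fold change is said to differ when it lies further from the paper's than the SD between replicates. In Table S3 the paper gives DN6089_c0_g1 log2 fold changes of 1.48 in PM/PBS and 1.42 in SA/PBS, and here they were 1.13 and 1.18. All 17 alternatives differ from the paper, whose line for this unigene equals that of DN2869_c0_g1. For the 3 unigenes of Table S6 that differ, the paper's PM/PBS value equals the paper's own SA/PBS value. Others of that table also have equal values there without differing here, such as DN938_c0_g1 (1.02) and DN64_c1_g1 (2.60). For DN88362_c0_g1 the paper gives 1.25 in both, against 0.87 in PM/PBS and 1.21 in SA/PBS here, and 17 alternatives of PM/PBS differ. For DN12_c8_g1 the paper gives 1.92 in both, against 1.70 in PM/PBS and 1.89 in SA/PBS here, where for PM/PBS RLE size factors, DESeq2 and fits without PBS replicate 1, PBS replicate 3 or PM replicate 3 lay within it and 12 did not. For DN10091_c0_g1 the paper gives 1.65 in both, against 1.45 in PM/PBS and 1.62 in SA/PBS here, where for PM/PBS no filter, DESeq2 and fits without PBS replicate 1, PBS replicate 2 or PM replicate 3 lay within it and 12 did not.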

Other observations

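The gene groups of this part were fixed beforehand, no test was chosen only after the result was seen, and single genes were picked by their values.

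Cuticle genes fell more often than they rose with both bacteria: 2 rose and 20 fell of 36 tested in PM/PBS, and 0 rose and 17 fell in SA/PBS. An adult-specific rigid cuticular protein (DN142797_c0_g1) fell by 3.49 (SE 0.39) and 3.05 (SE 0.59), DN732_c0_g1 by 1.97 and 2.48 (SE 0.14), and the cuticle protein 10.9-like DN3580_c0_g1 by 1.90 (SE 0.32) and 1.79 (SE 0.28). DN42642_c0_g1 fell by 5.60 (SE 0.23) in SA/PBS and did not pass in PM/PBS at −2.18. In PM/SA 0 of 32 tested cuticle unigenes passed. DN2944_c0_g1 rose by 1.29 (SE 0.14) in PM/PBS. Camera gave adjusted p = 3.07e-06 and 4.11e-11 with a preset correlation, and adjusted p = 0.412 and 0.252 with an estimated correlation. Fry gave adjusted p = 0.0383 and 0.00889. Without PM replicate 3, 2 rose and 25 fell in PM/PBS.

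Of hemocyte genes of clotting and recognition, 5 of 9 tested rose in PM/PBS and 5 of 8 in SA/PBS, where 1 fell. Hemocytin DN1966_c0_g1 rose by 2.22 (SE 0.15) and 2.55 (SE 0.14) and DN213_c2_g1 by 1.90 (SE 0.17) and 2.11 (SE 0.19). Hemocytin DN259_c0_g1 fell by 3.56 (SE 0.32) in SA/PBS and did not pass in PM/PBS at −2.15. In PM/SA 0 of 8 tested hemocyte unigenes passed. Camera gave adjusted p = 0.00335 and 0.00641, and 0.187 and 0.206 with an estimated correlation, and fry 0.00179 and 0.00428. In PM/PBS without PM replicate 3, 5 rose and 2 fell. Chorion peroxidases DN69_c0_g2 and DN28043_c0_g1 rose by 3.21 and 3.53 with PM and by 3.28 and 3.13 with SA.

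Protease inhibitors moved both ways, 10 rose and 4 fell of 51 in PM/PBS and 11 rose and 3 fell of 53 in SA/PBS (camera, adjusted p = 0.299 and 0.209, and fry, 0.0576 and 0.0388). A Kunitz inhibitor (DN540_c1_g2) rose by 2.98 (SE 0.18) and 3.22 (SE 0.14), salivary cystatin DN35159_c0_g3 by 3.69 (SE 0.25) and 3.09 (SE 0.21), and serpin B4 (DN1478_c0_g1) by 2.23 (SE 0.15) and 2.60 (SE 0.14). Serpin 7 (DN12692_c0_g1) fell by 1.81 (SE 0.23) and 1.70 (SE 0.17). Evasin-1 (DN446_c0_g1), 1 of 3 tested evasins, rose by 1.36 (SE 0.31) and 1.07 (SE 0.23), the latter lost without PBS replicate 1 or with scaling by library size alone (camera, adjusted p = 0.299 and 0.466). In PM/PBS 9 protease inhibitors rose and 6 fell, and 2 evasins rose, when PM replicate 3 was left out. A histamine-binding lipocalin (DN9785_c0_g1) fell by 2.65 (SE 0.45) and 3.11 (SE 0.16), 1 of 5 and 1 of 6 tested (camera, adjusted p = 0.994 and 0.209, and fry, 0.854 and 0.00889).

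Glutathione S-transferases fell or did not pass, 2 of 29 falling in PM/PBS and 4 in SA/PBS, and 0 rose by edgeR or under the other scalings (camera, adjusted p = 0.00533 and 0.0350, or 0.477 and 0.375 with an estimated correlation). In PM/PBS 9 fell without PM replicate 3. The Mu-class DN3776_c0_g1 fell by 1.42 (SE 0.31) and 2.12 (SE 0.38). Proteasome genes mostly did not pass, 2 of 44 rising in each and 1 and 0 falling (camera, adjusted p = 0.00254 and 1.14e-05, or 0.477 and 0.252 with an estimated correlation). Salivary genes went both ways, 3 rising and 2 falling of 16 and of 17 (camera, adjusted p = 0.634 and 0.815), with DN2745_c0_g3 rising by 4.79 (SE 1.01) and 5.42 (SE 0.95).

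Muscle genes mostly did not pass, 5 rising and 6 falling of 57 in each comparison (camera, adjusted p = 0.878 and 0.623). Myosin heavy chain (DN90777_c0_g1) fell by 1.81 (SE 0.31) and 2.42 (SE 0.25), and troponin T (DN6730_c0_g1) by 1.91 (SE 0.23) and 1.59 (SE 0.31). Of ovary and fat body genes 1 rose and 1 fell of 5 in PM/PBS and 1 rose of 6 in SA/PBS (camera, adjusted p = 0.809 and 0.660). The hemocytin-like DN31023_c0_g1 in this group rose by 2.45 (SE 0.29) and 2.89 (SE 0.30), and vitellogenin-2 (DN12630_c0_g1) fell by 4.21 (SE 1.18, adjusted p = 0.0315) in PM/PBS, lost without any single PM replicate.

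Unigenes matched to 1 injected species were seen, and to the other not. *Proteus*-matched unigenes had 488 counts in PM, and no unigene was matched to *Staphylococcus*. The 0 counts of *Proteus*-matched unigenes in SA and PBS are an upper limit of 0.0442 and 0.0420 CPM. Libraries were made from poly(A) RNA, so bacterial counts need not follow the amount of bacterial RNA. All reads were assembled together, and a transcript with very few reads may not have been assembled at all. The absence of *Staphylococcus* matches therefore does not show that *S. aureus* RNA was absent. Of unigenes with at least 10 counts over the libraries of 1 group, 0 elsewhere and a Swiss-Prot match, 49 of 57 (86.0%) in PM and 1 of 2 in SA were enterobacterial.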
